# N-AS-triggered SPMs are direct regulators of microglia in a model of Alzheimer’s disease

**DOI:** 10.1038/s41467-020-16080-4

**Published:** 2020-05-12

**Authors:** Ju Youn Lee, Seung Hoon Han, Min Hee Park, Im-Sook Song, Min-Koo Choi, Eunsoo Yu, Cheol-Min Park, Hee-Jin Kim, Seung Hyun Kim, Edward H. Schuchman, Hee Kyung Jin, Jae-sung Bae

**Keywords:** Alzheimer's disease, Neuroimmunology

## Abstract

Sphingosine kinase1 (SphK1) is an acetyl-CoA dependent acetyltransferase which acts on cyclooxygenase2 (COX2) in neurons in a model of Alzheimer’s disease (AD). However, the mechanism underlying this activity was unexplored. Here we show that N-acetyl sphingosine (N-AS) is first generated by acetyl-CoA and sphingosine through SphK1. N-AS then acetylates serine 565 (S565) of COX2, and the N-AS-acetylated COX2 induces the production of specialized pro-resolving mediators (SPMs). In a mouse model of AD, microglia show a reduction in N-AS generation, leading to decreased acetyl-S565 COX2 and SPM production. Treatment with N-AS increases acetylated COX2 and N-AS-triggered SPMs in microglia of AD mice, leading to resolution of neuroinflammation, an increase in microglial phagocytosis, and improved memory. Taken together, these results identify a role of N-AS in the dysfunction of microglia in AD.

## Abstract (web summary)

Neuronal sphingosine kinase 1 (SphK1) acetylates COX2 which is needed for microglial phagocytosis activity, and release of pro-resolving mediators (SPMs) from neurons. Here the authors examine how SphK1-mediates COX2 acetylation, and how this leads to increased secretion of SPMs from neurons in the context of Alzheimer’s disease models.

## Introduction

Cyclooxygenase2 (COX2), a major factor in inflammatory reactions^1^, catalyzes the conversion of its substrates, such as arachidonic acid (AA), eicosapentaenoic acid (EPA), and docosahexaenoic acid (DHA), to pro-inflammatory lipid mediators including prostaglandins (PGs), 11-hydroxyeicosatetraenoic acid (HETE)^2^, 11-hydroxyeicosapentaenoic acid or 15-hydroxyeicosapentaenoic acid (HEPE)^3^, and 13-hydroxydocosahexaenoic acid (HDHA)^4,5^. Interestingly, when COX2 is acetylated by acetylsalicylic acid (ASA, aspirin), the acetylated COX2 switches its catalytic activity to convert AA, EPA, and DHA to 15-HETE, 18-HEPE, and 17-HDHA, respectively^2–5^. These molecules can be subsequently converted to 15R-lipoxin A4 (15R-LXA_4_) and resolvins (Rv) E1, D1, D2, and D3, known as specialized pro-resolving mediators (SPMs), in the presence of 5-lipoxygenase (5-LOX)^6,7^. SPMs have potent pro-resolving actions, leading to cessation of immune cell infiltration, downregulation of pro-inflammatory and upregulation of anti-inflammatory mediators, and promotion of phagocytosis and tissue regeneration^6,7^. Also, recent studies have reported that SPMs are reduced in neuroinflammatory diseases, such as Alzheimer’s disease (AD), resulting in dysfunction of microglia^8,9^. However, the mechanisms that underlie the regulation of microglia via SPMs have not been identified in most neuroinflammatory diseases, including AD.

Sphingosine kinase1 (SphK1) is an ATP-dependent lipid kinase that catalyzes the conversion of sphingosine to sphingosine-1-phosphate (S1P)^10^. Recently, we demonstrated a role for SphK1 as an acetyl-CoA dependent cytoplasmic acetyltransferase with activity towards COX2^11^. We also confirmed that neuronal SphK1 levels are reduced in AD brain, and that increased SphK1 promoted SPM secretion in neurons, especially 15R-LXA_4_, by acetylating serine residue 565 (S565) of COX2, resulting in improvement of AD-like pathology. However, the biochemical and specific AD pathogenic mechanisms underlying SphK1-mediated COX2 acetylation is not fully understood.

Here, we show that acetyl-CoA binds the ATP binding site in SphK1, and that reaction of acetyl-CoA and sphingosine within SphK1 generates N-acetyl sphingosine (N-AS). N-AS produced by SphK1 binds COX2, and acetylates the S565, which corresponds to the residue we previously showed was acetylated by SphK1^11^. N-AS-acetylated COX2 increases production of 15-HETE, 18-HEPE, and 17-HDHA, which can be subsequently converted to SPMs, and enhances SPM production, including 15R-LXA_4_, RvE1, and RvD1, similar to aspirin-acetylated COX2^2–7^. Furthermore, N-AS generation was decreased in microglia of AD, leading to reduction of acetyl-S565 COX2 and N-AS-triggered SPMs. These findings also led us to investigate the role of N-AS in AD microglia. The treatment of APP/PS1 mice with N-AS increased N-AS-induced SPMs in microglia via S565 acetylation of COX2, resulting in the direct regulation of microglial function. Finally, the N-AS-triggered SPMs led to resolution of neuroinflammation and upregulation of several reactive microglial genes linked to phagocytosis compared with untreated APP/PS1 microglia, leading to amelioration of AD pathology. In addition, amyloid β (Aβ)-treated human microglia also showed reduction of N-AS generation, and N-AS treatment of these human cells improved SPM production and phagocytosis capacity as well. Overall, these results reveal a biosynthetic mechanism and function of N-AS, which leads to S565 acetylation of COX2 and production of SPMs. They also reveal the relation of N-AS with microglial regulation in AD pathogenesis, and suggest a potential therapy for neuroinflammatory diseases, such as AD, using N-AS or related derivatives that could be evaluated in the future.

## Results

### Residue S565 of COX2 is acetylated by N-AS

To further study the role of N-AS as an intermediate in SphK1-mediated COX2 acetylation, we performed a binding assay of N-AS to COX2. Incorporation of N-AS to COX2 became saturated with increased concentrations of N-AS, yielding *K*_M_ and *K*_cat_ values of 35.48 μM and 0.51 min^−1^, respectively (Fig. 1a). We also measured the acetylation level of COX2 in the presence of [^14^C] N-AS. N-AS-mediated COX2 acetylation displayed higher-level acetylation compared with aspirin or SphK1-mediated COX2 acetylation (Fig. 1b). These results indicated that N-AS, as an intermediate for SphK1-mediated COX2 acetylation, had high binding affinity and induced high-level acetylation of COX2.

**Fig. 1:**
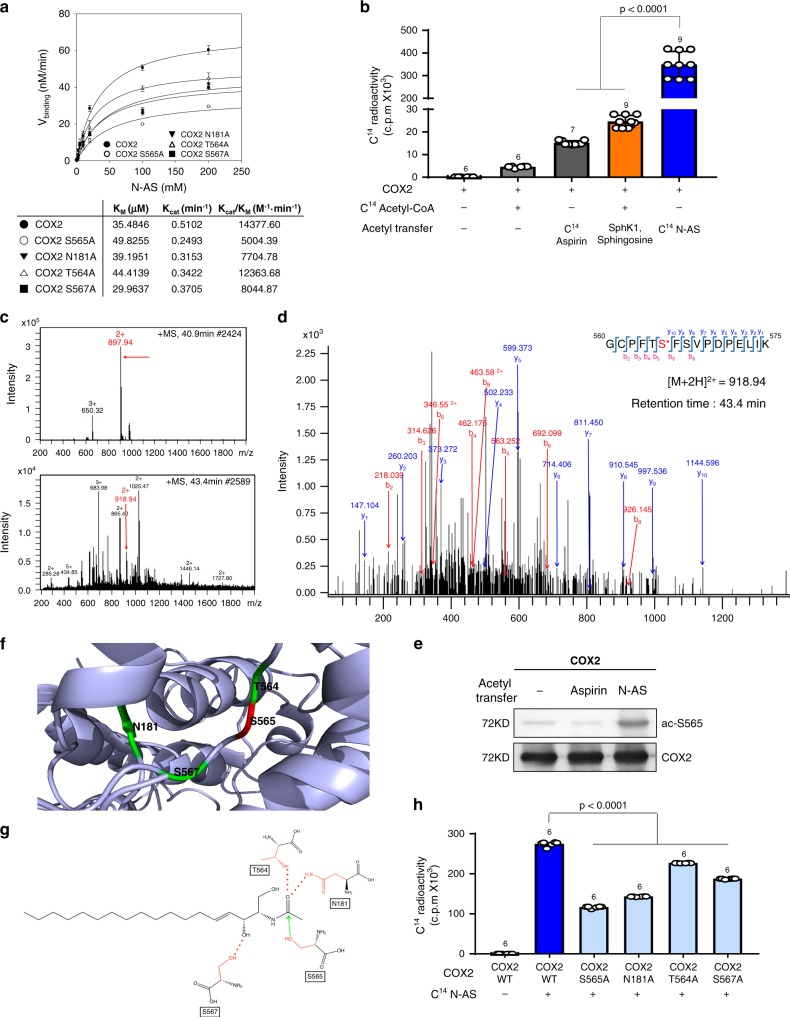
**N-AS acetylates S565 in COX2**. **a** N-AS binding activity of COX2 WT, COX2 S565A, COX2 N181A, COX2 T564A, and COX2 S567A was analyzed by filter binding assay. The binding velocity (*V*_binding_) of [^14^C] N-AS to COX2 was plotted to the N-AS concentration and the nonlinear regression analysis of the saturated plot yielded the kinetic parameters such as *K*_cat_ (catalytic constant) and *K*_M_ (Michaelis–Menten constant) for N-AS and COX2 binding activity (*n* = 3 independent experiments per group). **b** Acetylation assay of purified COX2 protein treated with [^14^C] N-AS. The purified COX2 protein incubated in the presence of [^14^C] N-AS for 2 h at 37 °C and then COX2 was analyzed on scintillation counter. [^14^C] aspirin-treated COX2 protein and [^14^C] acetyl-CoA treated COX2 protein with SphK1 and sphingosine were positive control (*n* = 6–9 per group). **c** LC-MS spectra of peptide 560-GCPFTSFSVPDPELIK-575 (*m/z* = 918.94) of COX2 acetylated by N-AS. **d** LC-MS/MS spectra of ac-S565 in 560-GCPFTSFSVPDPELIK-575 of COX2. **e** Recombinant COX2 protein was incubated in the presence or absence of 2 mM N-AS or aspirin as indicated and S565 acetylation was determined by western blotting using anti-ac-S565 and COX2 antibodies. Data were replicated in six independent experiments with similar results. **f** The theoretical crystallographic model of human COX2 structure was taken from Protein Data Bank file 1V0X. S565 and residues (N181, T564, and S567) involved in the catalysis of COX2 were projected on the crystal structure of COX2 using PyMOL. Residues are shown as well: (1) S565 (red); (2) N181, T564, and S567 (green). **g** Proposed mechanism for the acetylation of S565 of COX2 by N-AS. **h** Acetylation assay of COX2 WT, COX2 S565A, COX2 N181A, COX2 T564A, and COX2 S567A treated with [^14^C] N-AS. (*n* = 6 independent experiments per group). **b**, **h** One-way analysis of variance, Tukey’s post hoc test. All error bars indicate s.e.m. Source data are provided as a Source data file.

Next, to identify which site on COX2 was acetylated by N-AS, we treated N-AS with COX2. From these studies we found that S565 on peptide 565-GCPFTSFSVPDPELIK-575 of COX2 was acetylated in the presence of N-AS, the same site that we found acetylated by SphK1 in our previous study^11^ (Fig. 1c, d). To further characterize acetylated S565 of COX2 by N-AS, we generated rabbit polyclonal and mouse monoclonal antibodies, ac-S565. Incubation of COX2 with N-AS led to strong ac-S565-positive signals in western blot analyses compared with naïve COX2 and aspirin-treated COX2 (Fig. 1e). Projection of the acetylation site on the theoretical crystal structure of human COX2 showed that S565 was located on the catalytic domain of the enzyme^12^ and in the vicinity of asparagine 181 (N181), threonine 564 (T564), and serine 567 (S567) (Fig. 1f). Based on the theoretical crystallographic model, we propose a possible mechanism of N-AS-acetylated COX2 in which acetyl transfer to S565 in the COX2 active site via N-AS was promoted by the hydrogen bonding of N181 and T564 with the acetyl group. Additional hydrogen bonding of S567 with the C3 hydroxyl group appeared to further increase the binding affinity of N-AS (Fig. 1g). To establish the validity of this mechanism, we mutated residues S565, N181, T564, and S567 of COX2 and performed kinetic and acetylation analysis. The binding affinity and acetylation of COX2 were significantly decreased in the mutant COX2, including S565A, N181A, T564A, and S567A, compared with COX2 WT. Interestingly, S565A showed the lowest binding affinity and acetylation level compared to the other mutants, suggesting that S565 is the main target site of N-AS-mediated COX2 acetylation (Fig. 1a, h).

### N-AS induces production of SPMs by COX2 acetylation

To investigate the production of SPMs by N-AS-acetylated COX2, we performed COX2 product profiling for AA, EPA, and DHA using recombinant COX2 treated with N-AS in the presence of 5-LOX (Supplementary Table 1). Consistent with previous studies, including ours^2–7,11^, N-AS-treated COX2 significantly increased 15-HETE, 18-HEPE, and 17-HDHA, known as SPM precursors^6,7^, compared with naïve COX2 and aspirin-treated COX2 (Fig. 2a and Supplementary Table 1). Moreover, the N-AS treated COX2 reduced PGs, such as PGH_2_ (Supplementary Table 1). Next, several SPMs were identified using LC-MS/MS. Interestingly, SPMs, including 15R-LXA_4_, RvE1, and RvD1, were produced by N-AS-acetylated COX2 (Fig. 2b). The level of SPMs induced by N-AS exhibited a marked increase compared with those produced by COX2 without treatment, and was similar to those produced by aspirin (Fig. 2c). To gain more direct insights into the relationship of N-AS-acetylated COX2 and SPM production, we verified the production of SPMs in the COX2 S565A mutant. The S565A mutant led to considerably decreased production of SPMs after treatment of N-AS, although there were no differences after treatment with aspirin, indicating that S565 in N-AS-acetylated COX2 is important for production of SPMs (Fig. 2c). Overall, we confirmed that N-AS-acetylated COX2 produced SPMs, suggesting the potential pathological role and therapeutic use of N-AS in inflammatory diseases, including AD.

**Fig. 2:**
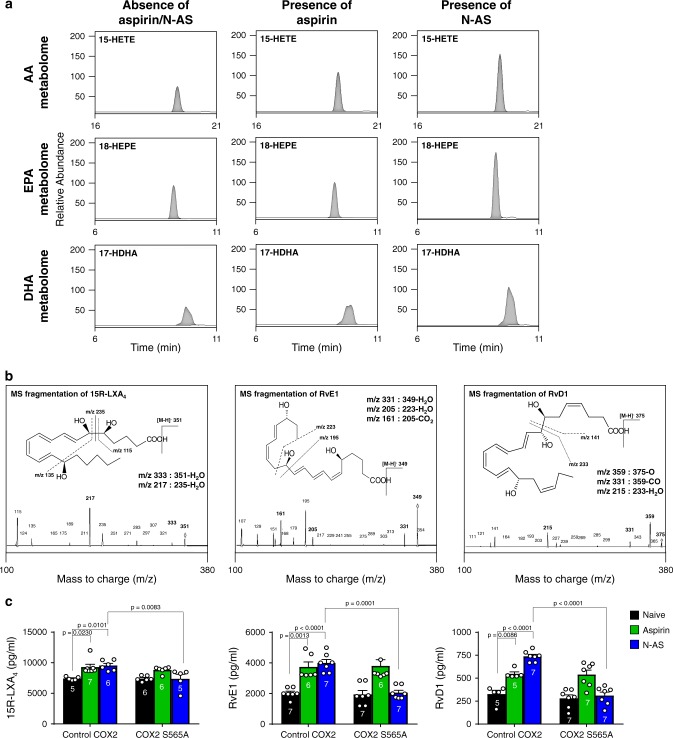
**N-AS-acetylated COX2 produces SPMs**. **a** Human recombinant COX2 treated in the presence or absence of 500 μM N-AS or aspirin was incubated with AA, EPA, or DHA in presence of human 5-LOX, and then SPM precursors were identified using systematic LC-MS/MS. Representative chromatogram showing the SPM precursors (Top, 15-HETE; Middle, 18-HEPE; Bottom, 17-HDHA). **b** Human recombinant COX2 treated in the presence of 500 μM N-AS or aspirin was incubated with AA, EPA, or DHA in presence of human 5-LOX. Related MS/MS spectra employed for identification of SPMs. 15R-LXA_4_, RvE1, and RvD1. **c** Quantification of 15R-LXA_4_, RvE1, and RvD1 in COX2 WT and COX2 S565A treated with 5-LOX in presence of N-AS, aspirin or not (*n* = 5–7 independent experiments per group). **c** One-way analysis of variance, Tukey’s post hoc test. All error bars indicate s.e.m. Source data are provided as a Source data file.

### Aβ induce loss of N-AS generation in neuron and microglia

Previously, SphK1-mediated COX2 acetylation was observed in neurons, and was found to be decreased in neurons derived from AD^11^, suggesting that N-AS produced by SphK1 might be important for central nervous system (CNS) cells. To investigate the generation and roles of N-AS in CNS cells, primary culture of neuron, microglia and astrocyte was prepared from C57BL/6 mice, and confirmed generation of N-AS in these cells. N-AS was detected in neurons and microglia, but not in astrocytes (Fig. 3a). Also, to investigate whether N-AS was correlated with the pathogenesis of AD, we treated cells with 10 μM Aβ. The treatment with Aβ reduced N-AS generation in neurons and microglia, indicating the possible relationship of N-AS with neurons and microglia in AD (Fig. 3a). Next, we assessed N-AS-acetylated COX2 in these cells using the ac-S565 antibodies. Consistent with N-AS generation, N-AS-mediated acetyl-S565 COX2 was observed in both neurons and microglia, but not in astrocytes. Further, these studies confirmed that in the presence of Aβ, the levels of N-AS-acetylated COX2 were decreased in both neurons and microglia (Fig. 3b, c). These results indicated that N-AS was generated, and acetylated S565 of COX2 in neuron and microglia, which was abrogated with Aβ treatment. They also indicated that astrocytes were not involved in this mechanism.

**Fig. 3:**
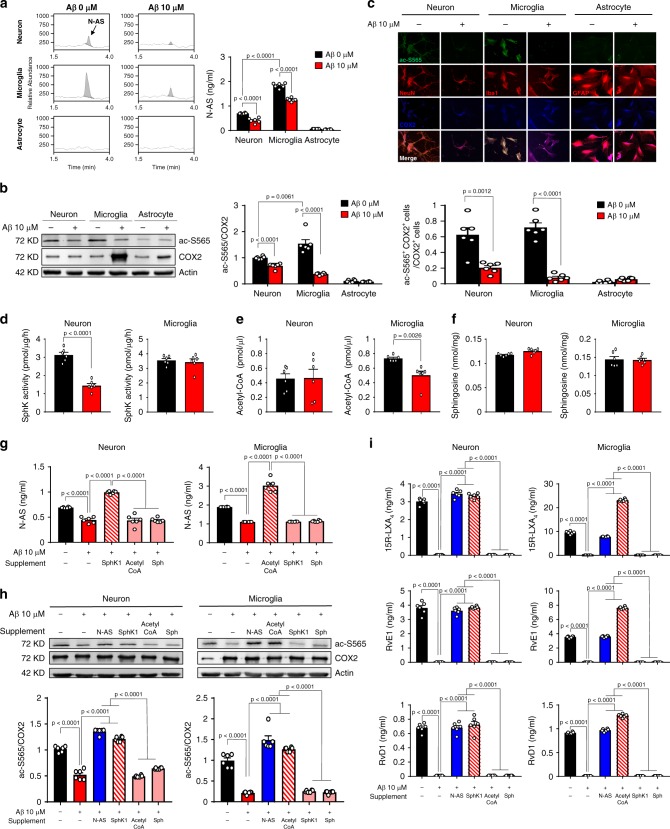
Loss of N-AS generation by Aβ reduces COX2 acetylation and SPMs production in neurons and microglia, except astrocyte. **a** The primary culture of neuron, microglia, and astrocyte was prepared from C57BL/6 mice, and N-AS were detected by LC-MS/MS in these cells. Representative chromatograms of N-AS and quantification in neuron, microglia, and astrocyte treated 10 μM Aβ or not (*n* = 6 per group). **b** Western blotting for ac-S565 and total COX2 in neuron, microglia, and astrocyte treated 10 μM Aβ or not (*n* = 6 per group). **c** Immunofluorescence images and quantification of neuron (NeuN, red), microglia (Iba1, red), or astrocyte (GFAP, red) with ac-S565 (green) and COX2 (blue) (*n* = 6 per group, scale bars, 50 μm). **d** SphK activity in neuron and microglia treated 10 μM Aβ or not (*n* = 6 per group). **e** Analysis of acetyl-CoA in neuron and microglia treated 10 μM Aβ or not using assay kit (*n* = 6 per group). **f** Detection of sphingosine in neuron and microglia treated 10 μM Aβ or not using UPLC (*n* = 6 per group). **g** Quantification of N-AS by LC-MS/MS in neuron and microglia treated 10 μM Aβ or not in presence of acetyl-CoA, sphingosine, or SphK1 each (*n* = 6 per group). **h** Western blotting for ac-S565 in microglia and neuron treated 10 μM Aβ or not in presence of N-AS, acetyl-CoA, sphingosine, or SphK1 each (*n* = 6 per group). **i** Quantification of 15R-LXA_4_, RvE1, and RvD1 using systematic LC-MS/MS in microglia and neuron treated 10 μM Aβ or not in presence of N-AS, acetyl-CoA, sphingosine, or SphK1 each (*n* = 6 per group). **a**–**f** Student’s *t*-test. **g**–**i** One-way analysis of variance, Tukey’s post hoc test. All error bars indicate s.e.m. Source data are provided as a Source data file.

To further determine why the generation of N-AS was reduced in neurons and microglia treated with Aβ, we examined factors related to the generation of N-AS, including SphK activity, acetyl-CoA, and sphingosine. SphK activity was decreased in Aβ-treated neurons compared with neurons without treatment, although there was no significant difference in microglia, similar to our previous study^11^ (Fig. 3d). By contrast, the levels of acetyl-CoA were significantly reduced in Aβ-treated microglia compared with microglia without treatment, but not in Aβ-treated neurons (Fig. 3e). Sphingosine levels were unchanged by Aβ in these cells (Fig. 3f). Interestingly, supplementation with SphK1 in Aβ-affected neurons enhanced N-AS generation, but not acetyl-CoA and sphingosine. In contrast, in Aβ-affected microglia, the supplementation with acetyl-CoA improved N-AS generation, but not SphK1 and sphingosine (Fig. 3g). In addition, S565 acetylation of COX2 and SPM expression, which were decreased in Aβ-treated neurons and microglia, improved after treatment with SphK1 and acetyl-CoA in Aβ-affected neurons and microglia, respectively, similar to restoration by treatment of N-AS (Fig. 3h, i). These data showed that Aβ led to reduction of N-AS generation through the loss of SphK activity in neurons and the deficiency of acetyl-CoA in microglia, indicating different mechanisms for these two important cell types. Overall, our results indicated that N-AS was generated, followed by S565 acetylation of COX2 and SPM expression, in neurons and microglia of the CNS. This pathway was disrupted by different mechanisms in these two cell types upon exposure to Aβ. Notably, the levels of N-AS, acetyl-S565 COX2, and SPMs expression in microglia were higher than those in neurons, suggesting the generation and role of N-AS was more essential in microglia than neurons. Finally, these results suggested that the reduced generation of N-AS might influence disease progression and/or pathogenesis in AD microglia, and might be treated by N-AS supplementation.

### Generation and function of N-AS is reduced in AD microglia

Next, to assess the generation and roles of N-AS in AD pathogenesis, we first determined N-AS generation in microglia and neurons derived from WT mice and APP/PS1 mice. N-AS was detected in microglia and neurons derived from WT mice, and decreased in those derived from APP/PS1 mice compared with WT mice (Fig. 4b). Specificity of ac-S565 COX2 immunoreactivity was also observed in microglia and neurons of WT mice, and significantly reduced in microglia and neurons of APP/PS1 mice compared with WT mice (Fig. 4c, d and Supplementary Fig. 4a). Consistent with CNS cell studies above, the levels of N-AS and acetyl-S565 COX2 were higher in microglia than in neurons, suggesting N-AS-acetylated COX2 was more active in microglia than in neuron. These results indicated that N-AS might play important roles in microglia of AD. In addition, to assess the influence of N-AS in AD pathogenesis, we injected N-AS daily subcutaneously (s.c.) for 8 weeks to 7-months-old APP/PS1 mice until the age of 9 months (Fig. 4a). In APP/PS1 mice treated with N-AS, the levels of N-AS and N-AS-mediated COX2 acetylation were more restored in microglia of APP/PS1 mice compared with those in neurons (Fig. 4b–d and Supplementary Fig. 4a). These data indicated that microglia were the likely target cells responsible for AD pathogenesis via N-AS.

**Fig. 4:**
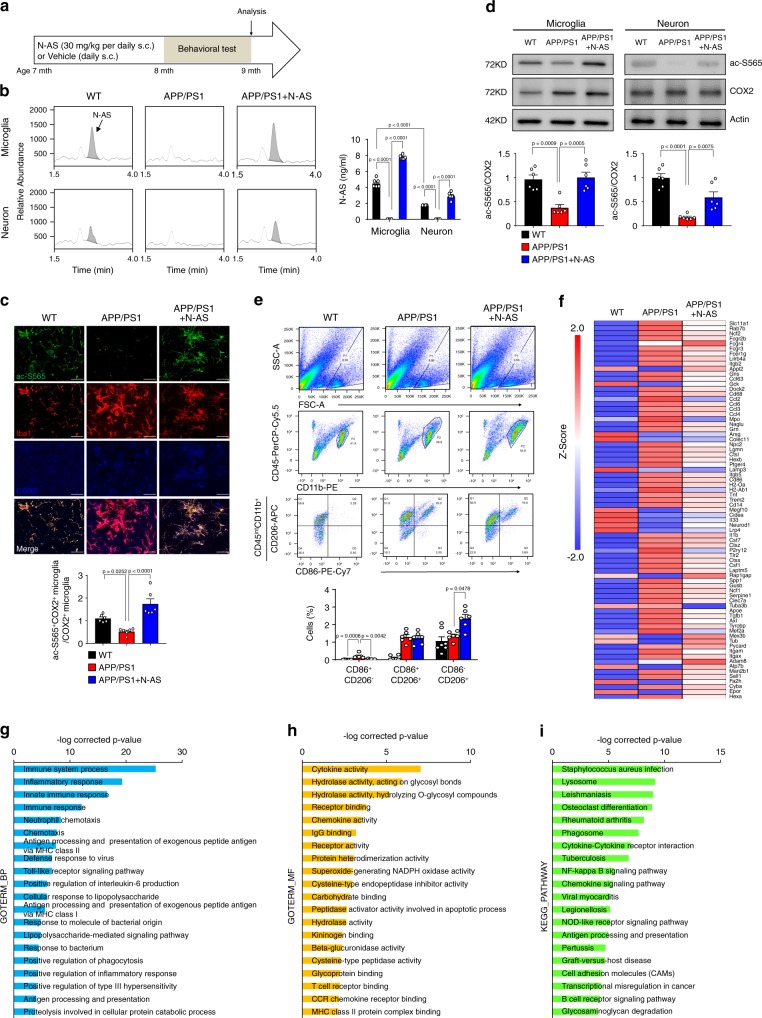
**Decreased N-AS in APP/PS1 microglia is restored with N-AS treatment, converting neurodegenerative microglia to phagocytic microglia** via **N-AS-triggered SPMs**. **a** Scheme of experimental procedure. Daily administration of N-AS or vehicle subcutaneously to 7-months-old APP/PS1 mice for 8 weeks. **b** Representative chromatograms of N-AS and quantification in microglia and neuron derived from WT, APP/PS1 and APP/PS1 mice treated by N-AS (*n* = 6 per group). **c** Representative photomicrograph and quantification and quantification of microglia (Iba1, red) with ac-S565 (green) and COX2 (blue) in cortex of WT, APP/PS1, and APP/PS1 treated with N-AS mice. Scale bars, 20 μm (*n* = 6 per group). **d** Western blot analysis for ac-S565 and total COX2 in microglia and neuron derived from WT, APP/PS1, and APP/PS1 injected with N-AS mice (*n* = 6 per group). **e** Top, gating strategy for detection of CD86^+^CD206^−^(pro-inflammatory microglia), CD86^+^CD206^+^, and CD86^−^CD206^+^ (anti-inflammatory microglia) cells within brain cell populations. Bottom, graph displaying the calculated percentage of CD86^+^CD206^−^(pro-inflammatory microglia), CD86^+^CD206^+^, and CD86^−^CD206^+^ (anti-inflammatory microglia) cells in WT, APP/PS1, and APP/PS1 treated with N-AS mice (*n* = 6–7 mice per group). **f** Heatmap analysis of RNA seq expression data of microglia isolated WT, APP/PS1, and APP/PS1 injected with N-AS mice (*n* = 3–4 per group; each sample is a pool of two mice.). **g**–**i** GO term enrichment analysis of biological process (GOTERM_BP) (**g**), molecular function (GOTERM_MF) (**h**), and KEGG pathway enrichment analysis (**i**) was performed using DAVID Bioinformatics Resources 6.8. All data analysis was done at 9-months-old mice. **b**–**e** One-way analysis of variance. All error bars indicate s.e.m. Source data are provided as a Source data file.

To further investigate why AD pathology was more dependent on N-AS in microglia compared to neurons, we first assessed expression of COX2 in microglia and neurons. COX2 expression was significantly increased in APP/PS1 microglia compared with WT microglia beginning at 5 months of age. In contrast to the microglia, no significant differences in COX2 expression was observed in neurons (Supplementary Fig. 4b, c). Next, to confirm whether N-AS was bound to and acetylated COX2 in the APP/PS1 microglia and neurons, we isolated microglia and neurons after [^14^C] N-AS administration to WT and APP/PS1 mice, and checked [^14^C] radioreactivity of COX2 purified from these cells. We found that [^14^C] N-AS was more avidly bound to and acetylated COX2 of APP/PS1 microglia compared with COX2 in WT microglia; no significant differences were observed in neurons (Supplementary Fig. 4d). These results indicated that the high COX2 expression of microglia might be prone to increased binding and acetylation by N-AS compared with that in neurons in APP/PS1 mice.

Finally, to assess the ability of N-AS-acetylated COX2 to produce SPMs in microglia of APP/PS1 mice, we performed lipidomic profiling analysis in microglia derived from WT, APP/PS1, and APP/PS1 mice treated with N-AS (Supplementary Table 2). The SPM precursors, including 15-HETE, 18-HEPE, and 17-HDHA, were decreased in APP/PS1 microglia versus WT microglia. However, microglia derived from APP/PS1 mice treated with N-AS had levels that were restored to those of WT microglia (Supplementary Fig. 4e; Supplementary Table 2). Consistent with these observations, the SPMs themselves, such as 15R-LXA_4_, RvE1, and RvD1, exhibited a marked decrease in microglia derived from APP/PS1 mice compared with microglia derived from WT mice. These levels were restored in microglia derived from APP/PS1 mice treated with N-AS (Supplementary Fig. 4f, g; Supplementary Table 2). Taken together, these results demonstrated that N-AS generation was mainly decreased in microglia of APP/PS1 mice, which resulted in reduced acetyl-S565 COX2 and SPM expression, and N-AS treatment led to potent anti-inflammatory actions by inducing N-AS-triggered SPMs via S565 acetylation of COX2.

### N-AS-triggered SPMs regulate microglial characterization

To investigate the direct effect of N-AS-triggered SPMs on microglial regulation, we first examined microglial activation by determining the activities of pro-inflammatory (CD86)^13^ or anti-inflammatory (CD206)^13^ molecules, in WT, APP/PS1, and N-AS-treated APP/PS1 mice. The CD206^−^CD86^+^ pro-inflammatory microglia were reduced, and the CD206^+^CD86^−^ anti-inflammatory microglia were abundant in APP/PS1 mice treated with N-AS compared with APP/PS1 mice treated with vehicle, indicating that N-AS-induced SPMs improved the anti-inflammatory activity of microglia in APP/PS1 mice (Fig. 4e).

Next, to further examine the regulation of microglia by N-AS-triggered SPMs, we analyzed the gene expression patterns of microglia derived from WT, APP/PS1, and N-AS-injected APP/PS1 mice using RNA seq. 

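RNA was sequenced from microglia of the cortex of 9-month-old WT mice (n = 3 libraries), APP/PS1 mice (n = 4) and APP/PS1 mice injected with N-AS (n = 3). Each library was made from a pool of 2 mice, so the library is the replicate. N-AS was injected subcutaneously at 30 mg/kg daily for 8 weeks from 7 months of age. Cells were separated from papain-dissociated cortex by density gradient centrifugation. The authors aligned paired reads with TopHat and deposited the number of reads counted on each gene, without normalization, listed by gene symbol. The quantile-normalized FPKM values that the paper used for its comparisons are a later step that these counts do not include. The total count was 8805804 to 19133654 in the WT libraries (median 17102559), 12474941 to 19432075 in the APP/PS1 libraries (median 13050526) and 12755933 to 19035817 in the N-AS libraries (median 16500725). After a filter on low counts with edgeR's filterByExpr and scaling by its TMM method, 18727 genes were tested in one model of all 10 libraries. Expression is given in CPM, the counts scaled to a common library size, as mean ± SD over the libraries of a group. The mean log2 CPM of neuronal markers was above that of microglial markers in every library, so the fraction may hold RNA of other cells. Within a group, log2 CPM correlated across genes with r from 0.930 to 0.954 in WT, 0.948 to 0.982 in APP/PS1 and 0.969 to 0.985 in N-AS-injected APP/PS1 libraries; genes are not independent replicates. Between libraries of one group, the counts differed by 12.5 to 122 times the variance of sampling noise alone (chi-square per degree of freedom). For a list of genes, the mean log2 CPM of each library was compared between groups by a two-sided exact permutation test. Its smallest possible p is 0.0286 for 4 libraries against 3 and 0.1 for 3 against 3. The paper chose its named genes on these same libraries, so for its lists this p-value is only descriptive. Library numbers 1 to 6 hold replicates 1 and 2 of each group and numbers 7 to 10 hold the others, so differences are also given within each of these sets. Xist, which is transcribed from the inactive X chromosome of female cells, had 33 to 37 reads in the WT libraries and 5253 to 11188 reads in the APP/PS1 libraries. The N-AS libraries had 7024, 8848 and 29 Xist reads, so sex-linked transcripts also differed between the groups.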

Comparative RNA seq analysis revealed that APP/PS1 microglia expressed high levels of genes that induced an inflammatory response (e.g., *Spp1, Itgax, Axl, Lilrb4a, Clec7a, Ccl2, Csf1,* and *Apoe*) and suppressed homeostatic genes (e.g., *Fa2h, Cidea, Neurod1, Gck, Epor,* and *Atp7b*) compared with WT microglia (with <2 *Z*-score and *P* < 0.05). These results confirmed the characteristics of the microglial neurodegenerative phenotype of APP/PS1 mice determined in previous studies^14,15^. 

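Between APP/PS1 and WT microglia, 649 genes had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of which 500 were higher and 149 lower in APP/PS1; at an unadjusted p under 0.05, 1554 were higher and 1667 lower. Of these genes, 648 had no overlap between the libraries of the groups; over all genes tested, 14.9% did not overlap, where chance gives 5.71%. With the mean of 14 microglial marker genes as a covariate, a setting chosen after the data had been seen, 0 genes had an adjusted p-value under 0.05. At an unadjusted p under 0.05 there were 792, against 3221 without it. The groups explain 88.4% of this covariate, which widens the standard error by a factor of 2.94. The loss could therefore come from the design and shows nothing about the cause. The summed CPM of 4 Y-linked genes as a covariate, also chosen afterwards, left 3 genes, while DESeq2 called 1321. The genes with the lowest adjusted p-values were Cst7 (log2 fold change 7.13), Ccl6 (3.91) and Gusb (2.40) among those higher in APP/PS1, and Sox8 (−1.17), Galnt3 (−2.49) and Trim59 (−1.40) among those lower. Spp1, Itgax, Axl, Lilrb4a, Clec7a, Ccl2, Csf1 and Apoe were all higher in every APP/PS1 library than in every WT library. Itgax was 86.5 ± 33.0 CPM (SD, n = 4) in APP/PS1 and 2.18 ± 1.82 CPM (SD, n = 3) in WT, a log2 fold change of 5.50 (standard error 0.53, adjusted p = 0.000545 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Spp1 was 136 ± 56.8 CPM against 19.2 ± 6.26 CPM (log2 fold change 2.82, standard error 0.33, adjusted p = 0.00140 from edgeR). Apoe was 3209 ± 1294 CPM against 654.5 ± 93.0 CPM (log2 fold change 2.29, standard error 0.31, adjusted p = 0.00316 from edgeR). Lilrb4a, whose reads the authors' counting could have split with its paralog Lilr4b, had a log2 fold change of 3.57. Clec7a, Csf1 and Axl had log2 fold changes of 2.57, 1.53 and 1.19. Axl passed an adjusted p-value of 0.05 in 4 of the 7 fits that each left out one WT or APP/PS1 library. Ccl2, with 22 to 76 reads per library, was 3.06 ± 0.377 CPM against 1.91 ± 0.682 CPM, and its highest APP/PS1 library had 3.62 CPM. Its log2 fold change was 0.71 (standard error 0.30, adjusted p = 0.246 from edgeR), so it did not pass the adjustment. The mean log2 CPM of these 8 genes was 6.38 ± 0.27 (SD, n = 4) in APP/PS1 and 3.85 ± 0.53 (SD, n = 3) in WT, a difference of 2.53 (two-sided exact permutation test, p = 0.0286). Within library numbers 1 to 6 the difference was 2.06, and within 7 to 10, which hold a single WT library, it was 3.27. The mean of the 14 microglial markers was itself 1.38 higher in APP/PS1.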

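Fa2h, Cidea, Neurod1, Epor and Atp7b were each lower in APP/PS1 on average. Fa2h was 7.16 ± 2.72 CPM against 20.5 ± 8.53 CPM (log2 fold change −1.52, standard error 0.36, adjusted p = 0.0440 from edgeR) and passed the adjustment in 2 of 7 fits that left out one library. Taken relative to the mean of 10 oligodendrocyte markers, its log2 difference was −0.26 in place of −1.47. The other 4 genes had log2 fold changes between −1.53 and −0.90 and did not pass the adjustment over all genes, with adjusted p-values from 0.0824 for Neurod1 to 0.431 for Epor in edgeR's test. Cidea had 3 to 25 reads per library, so the depth limits it. In the annotation, Neurod1 overlaps Cerkl on the same strand and Cidea overlaps B430212C06Rik on the opposite strand, and it is uncertain how their reads were shared. The mean log2 CPM of the 6 genes that the paper names as homeostatic was 0.41 ± 0.24 (SD, n = 4) in APP/PS1 and 1.46 ± 0.24 (SD, n = 3) in WT, a difference of −1.06 (two-sided exact permutation test, p = 0.0286). It was −0.85 within library numbers 1 to 6 and −1.29 within 7 to 10, and with quantile normalization the p-value rose to 0.0857. Adjusted over the 20 genes that the paper names alone, 7 of the 8 inflammatory genes, Fa2h, Cidea and Neurod1 passed 0.05, as did Megf10, Appl2 and Tub, which were lower in APP/PS1; this shows no stability because the paper chose them on these data. Of 75 gene names read from Fig. 4f, 73 were tested and drawn with a clear direction. All 73 changed in that direction (58 higher, 15 lower), 54 of them with an adjusted p-value under 0.05. The figure was drawn from these same libraries, so this is not a replication.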

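Between N-AS-injected and untreated APP/PS1 microglia, 0 genes had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the lowest was 0.405. At an unadjusted p under 0.05 there were 1653 genes, 895 higher and 758 lower with N-AS, where chance alone gives 936. With the microglial marker or Y-linked covariate, both chosen after the data had been seen, 760 and 976 genes had an unadjusted p under 0.05 and 0 passed the adjustment; these covariates follow the groups and widen the standard error by factors of 1.49 and 1.18. Among the settings with an adjusted threshold, DESeq2 moved the count of 0 most, with 76 genes at an adjusted p-value under 0.05 (20 higher, 56 lower). The groups did not overlap for 12.7% of genes, against the 5.71% that chance gives for groups of this size. With the replicate number as a block, 0 genes passed as well and 1472 had an unadjusted p under 0.05. Only APP/PS1 has a replicate 4, so the block takes that library out of the comparison. After removal of group means, libraries with the same number correlated with a mean r of 0.243 and others with −0.0822. Libraries of the same set of library numbers (1 to 6 or 7 to 10) correlated with a mean r of 0.237, so no pairing beyond these sets is shown. Spp1, Itgax, Axl, Lilrb4a, Clec7a, Ccl2, Csf1 and Apoe were lower in every N-AS library than in every APP/PS1 library. Their log2 fold changes ran from −1.54 to −0.62, with unadjusted p-values from 0.000535 to 0.0354 and adjusted p-values from 0.478 to 0.534 in edgeR's test. Spp1 was 47.7 ± 3.92 CPM (SD, n = 3) with N-AS, a log2 fold change of −1.51 (standard error 0.31, adjusted p = 0.478 from edgeR), or −1.16 with the replicate block. Itgax was 29.8 ± 9.14 CPM, a log2 fold change of −1.54 (standard error 0.41), or −1.30 with the block. Apoe was 1513 ± 191 CPM, a log2 fold change of −1.08 (standard error 0.30), or −0.78 with the block. Among the settings that adjust over all genes, DESeq2 alone called any of the 8 genes at an adjusted p-value under 0.05, Spp1 (adjusted p = 0.00192) and Apoe (adjusted p = 0.0273). The mean log2 CPM of the 8 genes was 5.37 ± 0.34 (SD, n = 3) with N-AS, a difference of −1.0 from APP/PS1 (two-sided exact permutation test, p = 0.0286, the smallest possible). Since the paper named these genes from the same libraries, this p-value is descriptive. The mean over same-numbered pairs was −0.87, from pair differences of −0.66, −0.60 and −1.36. Within library numbers 1 to 6 the difference was −0.63, and within 7 to 10, which hold a single N-AS library, it was −1.58. Relative to the microglial markers, whose own difference was −0.55, the difference was −0.45 (two-sided exact permutation test, p = 0.0571).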

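Rap1gap, Tub, Mex3b, Appl2, Adam8 and Megf10, which are linked to phagocytosis, were all higher on average in N-AS-injected than in untreated APP/PS1 microglia, by log2 fold changes of 0.46 to 0.71. Their adjusted p-values were between 0.494 and 0.666 in edgeR's test, 5 of the 6 had an unadjusted p under 0.05, and 4 did not overlap between the groups. Appl2 was 159 ± 8.15 CPM with N-AS and 115 ± 9.03 CPM in APP/PS1, a log2 fold change of 0.46 (standard error 0.13, adjusted p = 0.494 from edgeR). Megf10 was 27.7 ± 7.15 CPM against 18.2 ± 2.67 CPM, a log2 fold change of 0.60 (standard error 0.19). Rap1gap was 203 ± 63.8 CPM against 124 ± 39.6 CPM, with a log2 fold change of 0.71 and overlapping libraries. Adam8 had an unadjusted p of 0.132 in edgeR's test; unlike the other 5 genes, it was also higher in APP/PS1 than in WT microglia, by 0.34. In the annotation, Tub overlaps Ric3 on the opposite strand and Adam8 contains the microRNA gene Mir7062, and how reads were assigned between them is uncertain. The mean log2 CPM of the 6 genes was 5.55 ± 0.11 (SD, n = 3) with N-AS and 4.98 ± 0.16 (SD, n = 4) in APP/PS1, a difference of 0.57 (two-sided exact permutation test, p = 0.0286). This p-value is descriptive, as the genes were named from the same libraries. Relative to the mean of the 10 oligodendrocyte markers, a test chosen after the result was seen, the difference was 0.030 (two-sided exact permutation test, p = 0.914), with 0.25 left within library numbers 1 to 6 and −0.050 within 7 to 10. With the microglial marker covariate 0 of the 6 had an unadjusted p under 0.05 in edgeR's test. The mean over same-numbered pairs was 0.56, and the difference was 0.47 within library numbers 1 to 6 and 0.65 within 7 to 10. Adjusted over the 20 named genes alone, 6 of the 8 and 4 of the 6 passed 0.05, again for genes chosen on these data. Of the gene names in Fig. 4f, 72 were tested and drawn with a clear direction. All 72 changed in it (16 higher, 56 lower with N-AS), 54 with an unadjusted p under 0.05. With the replicate block 71 changed in the drawn direction. These directions also come from the same libraries, so they replicate nothing.

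**Figure D1:**
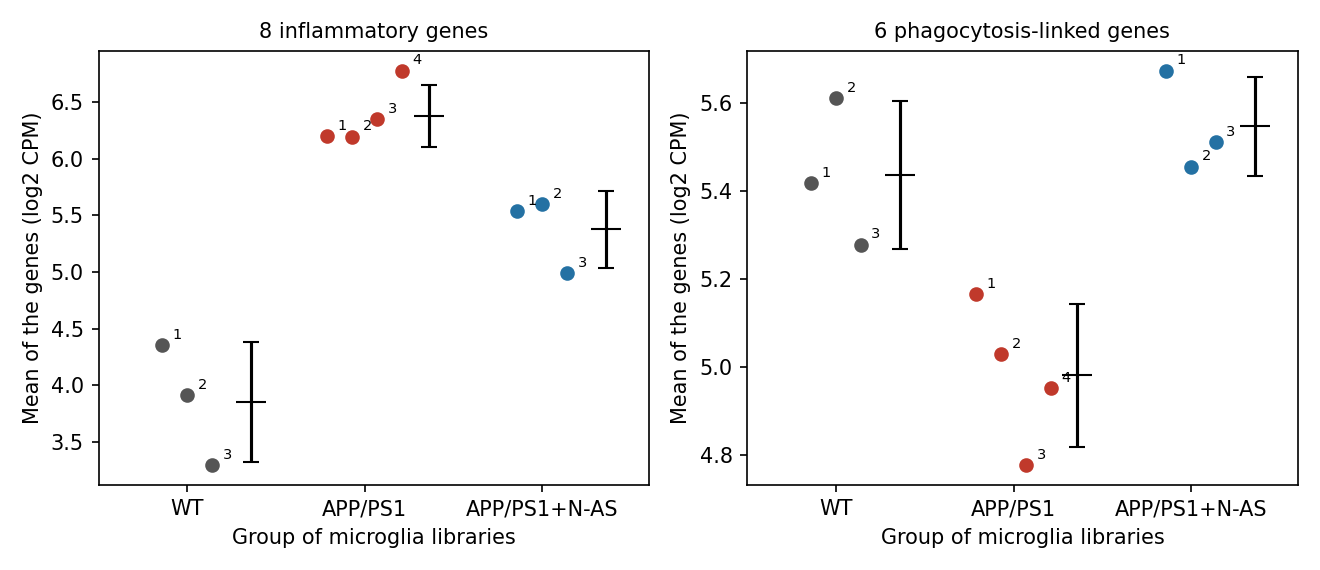
Mean log2 CPM per library of the 8 inflammatory genes (left) and the 6 phagocytosis-linked genes (right) in the WT, APP/PS1 and APP/PS1+N-AS groups; each point is a library with its replicate number, and the horizontal mark and bar are the mean and SD. On the left the N-AS libraries sit at 4.99 to 5.60, below the APP/PS1 libraries at 6.19 to 6.78, and on the right at 5.46 to 5.67, above the APP/PS1 libraries at 4.78 to 5.17.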

Interestingly, microglia derived from APP/PS1 mice treated with N-AS showed upregulation of several reactive microglial genes (e.g., *Rap1gap, Tub, Mex3b, Appl2, Adam8,* and *Megf10*) linked to phagocytosis and downregulation of inflammatory and immune molecules (e.g., *Spp1, Itgax, Axl, Lilrb4a, Clec7a, Ccl2, Csf1,* and *Apoe*) compared with microglia derived from APP/PS1 treated with vehicle, indicating improvement of the microglial neurodegenerative phenotype of APP/PS1 mice (Fig. 4f). Furthermore, functional categorization using the DAVID bioinformatics database for GO term enrichment analysis (biological process and molecular function) demonstrated that the differentially expressed genes in microglia of N-AS-treated APP/PS1 mice compared with APP/PS1 mice were strongly associated with an inflammatory response, immune response, and phagocytosis (Fig. 4g, h). 

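GO terms were not used here; in their place, 15 gene families defined by symbol were tested against all genes tested by a one-sided Fisher's exact test on the genes with an unadjusted p under 0.05 between N-AS-injected and untreated APP/PS1 microglia. These genes made up 8.83% of the genes tested. Members of a family are not independent of each other and can share reads between paralogs. The adjusted p-values of the families are Benjamini-Hochberg values over the 15 families. At an adjusted p-value under 0.05, 10 families held more of these genes than the background. They contained 69 of the genes, 66 lower and 3 higher with N-AS. Since 0 genes passed the adjustment over all genes, 0 families could be called on that list, which was the setting that moved this result most. All 6 genes of the phagocyte NADPH oxidase were hit (adjusted p = 2.35e-06), each lower with N-AS. Among immune families, 5 of 10 MHC class II genes (adjusted p = 0.00276), 6 of 14 complement genes (0.00276), 5 of 11 Toll-like receptors (0.00365) and 4 of 7 Fc receptors (0.00365) were hit. Of the MHC class I genes, many of which are paralogs of similar sequence, 5 of 21 were hit (adjusted p = 0.0492). All of these hits were lower with N-AS except for 1 complement gene. The median log2 fold change was −0.93 for MHC class II, −0.74 for MHC class I, −0.70 for NADPH oxidase, −0.63 for Toll-like receptors, −0.50 for Fc receptors and −0.26 for complement genes. Each of these medians was also negative with total counts only, upper-quartile and quantile normalization. With the replicate number as a block, 8 of the 10 families passed; Fc receptors did not (adjusted p = 0.124). The camera test on log2 CPM of all members gave 11 families, all lower with N-AS, with the block as well as without it. Integrins (6 of 30, adjusted p = 0.0603), interleukins and their receptors (3 of 56, 0.955) and antiviral genes (1 of 34, 0.957) did not pass Fisher's test. Of the antiviral genes, 26 of 34 were lower with N-AS, and camera called them lower (adjusted p = 0.000726; 0.0167 with the block). With the microglial marker covariate, 2 of the 10 families and the integrins passed Fisher's test, and with the Y-linked covariate 5 of the 10, both chosen after the data had been seen. The groups explain 88.4% of the marker covariate, which widens the standard error of this comparison by a factor of 1.49, so the loss of families could come from the design. With the microglial markers, 0 of the 6 NADPH oxidase genes had an unadjusted p under 0.05, and MHC class II still passed (adjusted p = 0.00697).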

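KEGG pathways were not used here, and the families by symbol closest to lysosome, phagosome, cytokine and chemokine pathways were examined in the same one-sided Fisher's exact tests. Of 14 cathepsins, 9 had an unadjusted p under 0.05, all lower in N-AS-injected than in untreated APP/PS1 microglia (adjusted p = 2.35e-06 over the families; 2.34e-06 with the replicate block). The median log2 fold change of the cathepsins was −0.58, and −0.64 with total counts only. Of 53 other lysosomal proteins, 18 were hit, 16 lower and 2 higher with N-AS (adjusted p = 2.35e-06; 4.51e-05 with the block), and the median log2 fold change of all 53 was −0.21. Of 24 V-ATPase subunits, 1 was hit (adjusted p = 0.955). Chemokine ligands had 7 hits of 30, all lower (adjusted p = 0.0257; 9.06e-06 with the block), and a median log2 fold change of −0.20. Chemokine receptors had 4 hits of 14, all lower (adjusted p = 0.0492), and did not pass with the block, as the Fc receptors did not. Genes of the TNF superfamily and its receptors had 3 hits of 28, all higher (adjusted p = 0.568). With the microglial marker covariate, cathepsins (1 of 14) and lysosomal proteins (3 of 53) did not pass (adjusted p = 0.943 for each) and chemokine ligands did (0.0333); with the Y-linked covariate all 3 passed (adjusted p-values 0.0181, 0.000207 and 0.00543). The medians of the cathepsins, lysosomal proteins, chemokine ligands and chemokine receptors were negative with every normalization tried. The lysosomal proteins had been higher in APP/PS1 than in WT microglia, with 32 of 53 at an unadjusted p under 0.05, 29 of them higher.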

KEGG pathway analysis identified a considerable enrichment of genes involved in phagocytosis (e.g., lysosome and phagosome) and immune response (e.g., cytokine–cytokine receptor interaction and chemokine signaling pathway) (Fig. 4i). These results indicated that N-AS-triggered SPMs activated an anti-inflammatory, positive immune response, and enhanced the phagocytic abilities of microglia in N-AS-treated APP/PS1 mice, leading to resolution of neuroinflammation and upregulation of phagocytic microglia in this AD animal model.

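Of the genes with an adjusted p-value under 0.05 between APP/PS1 and WT microglia, 643 (99.1%) had a log2 fold change of the opposite sign between N-AS-injected and untreated APP/PS1 microglia. Both differences share the APP/PS1 libraries, which moves them in opposite directions by chance. When 2 of the APP/PS1 libraries were used to call genes and the other 2 to measure the change, the share was 94.6% to 100% over the 6 choices of libraries, with a mean of 96.9%. The share was 99.4% with the replicate block and 92.9% without N-AS replicate 3, the N-AS library with 29 Xist reads. The mean log2 CPM of the microglial markers was 5.20 in WT, 6.02 with N-AS and 6.57 in APP/PS1. Genes that follow the amount of microglial RNA would therefore move back too. Separate APP/PS1 libraries cannot remove this, so the share cannot be told apart from it. Between N-AS-injected APP/PS1 and WT microglia, 35 genes had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 33 higher and 2 lower with N-AS. At an unadjusted p under 0.05 there were 1261 genes, and the groups did not overlap for 8.81% of genes, where chance gives 10%. With the replicate block 5 genes passed, where libraries with the same number correlated with a mean r of 0.151, and with DESeq2 187 genes passed. The genes with the lowest adjusted p-values were Cst7 (log2 fold change 5.62), Ccl6 (2.59) and Cd68 (2.33) among those higher with N-AS than in WT, and Galnt3 (−3.28) and Trim59 (−1.38), the only ones lower. The mean of the 8 inflammatory genes stayed 1.52 above WT on the log2 scale (two-sided exact permutation test, p = 0.1, the smallest possible). It was 1.44 higher within library numbers 1 to 6 and 1.69 higher within 7 to 10, where each group has a single library. The mean of the 6 phagocytosis-linked genes was 0.11 above WT (two-sided exact permutation test, p = 0.4). From the lower expression of inflammatory genes, the higher expression of genes linked to phagocytosis and the enriched GO and KEGG terms (Fig. 4f–i), the paper concludes that SPMs triggered by N-AS activated an anti-inflammatory immune response and enhanced phagocytosis by microglia.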

### SPMs regulate microglial phagocytosis and immune response

Based on RNA seq results, we next examined whether the enhancement of phagocytic microglia resulted from N-AS-triggered SPMs and promoted Aβ phagocytosis in N-AS-treated APP/PS1 mice. First, to determine whether N-AS-triggered SPMs restored microglial recruitment to Aβ, we quantified the number of microglia surrounding the plaques, and found that microglial recruitment was increased in APP/PS1 mice treated with N-AS compared to APP/PS1 mice treated with vehicle (Fig. 5a). We next performed a phagocytosis assay using live brain slices of WT, APP/PS1 mice injected with vehicle and APP/PS1 injected with N-AS mice. More phagocytic microglia were found in APP/PS1 mice treated with N-AS compared to APP/PS1 mice treated with vehicle, using a fluorescent bead phagocytosis assay (Fig. 5b). To further investigate this effect, the Aβ phagocytic activity of microglia was evaluated in APP/PS1 mice treated with vehicle and APP/PS1 treated with N-AS mice. APP/PS1 mice treated with N-AS showed demonstrably increased number of microglia containing co-stained lysosomes and Aβ compared to APP/PS1 mice treated with vehicle (Supplementary Fig. 5a). Also, we performed morphological characterization of microglia surrounding Aβ in APP/PS1 mice treated with vehicle and APP/PS1 treated with N-AS mice, and found that the phagocytic morphology (ameboid microglial morphology) was more evident in APP/PS1 mice treated with N-AS than APP/PS1 mice treated with vehicle, indicating increased Aβ phagocytosis (Supplementary Fig. 5b). Next because the immunohistochemistry analysis could not functionally distinguish between increased phagocytosis and impaired degradation, we analyzed the expression of Aβ degrading enzymes, including neprilysin (NEP), matrix metallopeptidase 9 (MMP9), and insulin-degrading enzyme (IDE), in WT, APP/PS1 mice injected with vehicle and APP/PS1 injected with N-AS mice. These enzymes remained unchanged between the groups, whereas CD36, which is known to be increased in phagocytic microglia^16^, was enhanced in APP/PS1 mice treated with N-AS (Supplementary Fig. 5c). Finally, in Aβ plaque morphometric analysis, APP/PS1 mice treated with N-AS, rather than APP/PS1 mice treated with vehicle, showed significantly increased number of small (<25 μm) plaques, and a significant reduction of medium (25–50 μm) and large-sized (>50 μm) plaques, indicating that the outer parts of the Aβ aggregates was phagocytosed by microglia (Supplementary Fig. 5d). Overall, these results demonstrated that N-AS-triggered SPMs elevated the phagocytic capacity of microglia, and enhanced the microglial Aβ phagocytic function in APP/PS1 mice.

**Fig. 5:**
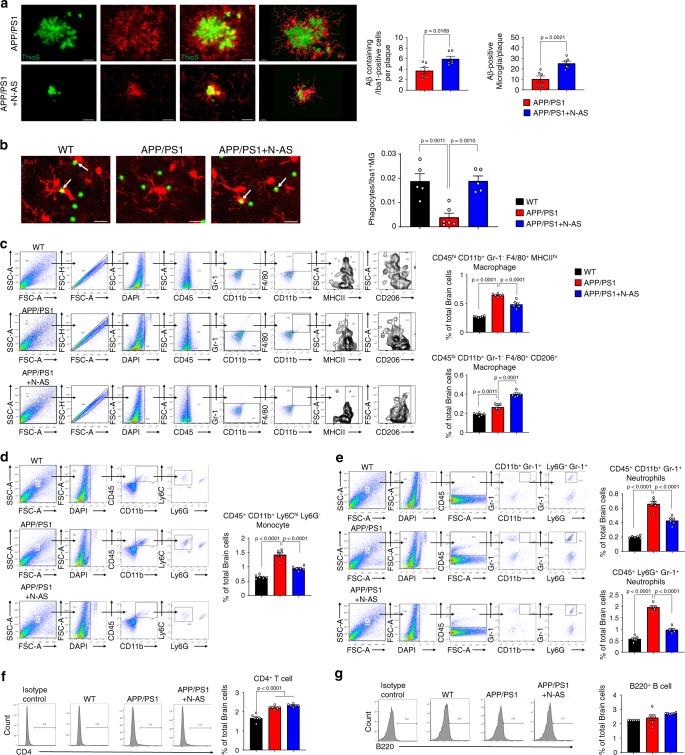
**N-AS-triggered SPMs improves phagocytic microglial function and the immune system in APP/PS1 mice brain**. **a** Colocalization of microglia (Iba1, red) with Aβ (ThioS, green) and quantification in cortex of APP/PS1 injected with vehicle and APP/PS1 injected with N-AS mice. Scale bars, 20 μm; 3D reconstruction from confocal image stacks scale bars, 15 μm (*n* = 6 mice per group). **b** Left, representative photomicrograph of live slice section incubated with fluorescent beads (green) in WT, APP/PS1, and APP/PS1 injected with N-AS mice. Scale bar, 10 μm. White arrow point to phagocytic microglia with fluorescent beads. Right, quantification of the number of microglial phagocytes normalized to the total number of microglia (*n* = 5–6 mice per group). **c** Left, gating strategy for detection of CD45^hi^CD11b^+^Gr-1^-^F4/80^+^MHCII^hi^ (Pro-inflammatory macrophage) and of CD45^hi^CD11b^+^Gr-1^-^F4/80^+^CD206^hi^ (Anti-inflammatory macrophage) cells within brain cell populations. Right, graph displaying the calculated percentage of CD45^hi^CD11b^+^Gr-1^-^F4/80^+^MHCII^hi^ (Pro-inflammatory macrophage) and of CD45^hi^CD11b^+^Gr-1^-^F4/80^+^CD206^hi^ (Anti-inflammatory macrophage) cells in WT, APP/PS1, and APP/PS1 treated with N-AS mice brain (*n* = 6 mice per group). **d** Left, gating strategy for detection of CD45^+^CD11b^+^Ly6C^hi^Ly6G^−^ monocyte within brain cell populations. Right, graph displaying the calculated percentage of CD45^+^CD11b^+^Ly6C^hi^Ly6G^−^ monocyte in WT, APP/PS1, and APP/PS1 treated with N-AS mice brain (*n* = 6 mice per group). **e** Left, gating strategy for detection of CD45^+^CD11b^+^Gr-1^+^ neutrophil and CD45^+^Ly6G^+^Gr-1^+^ neutrophil within brain cell populations. Right, graph displaying the calculated percentage of CD45^+^CD11b^+^Gr-1^+^ neutrophil and CD45^+^Ly6G^+^Gr-1^+^ neutrophil in WT, APP/PS1, and APP/PS1 treated with N-AS mice brain (*n* = 6 mice per group). **f** Left, histograms are representative of CD4^+^ T cell proliferation at brain. Right, graph displaying the calculated percentage of CD4^+^ T cell in WT, APP/PS1, and APP/PS1 treated with N-AS mice brain (*n* = 6 mice per group). **g** Left, histograms are representative of B220^+^ B proliferation at brain. Right, graph displaying the calculated percentage of B220^+^ B cell in WT, APP/PS1, and APP/PS1 treated with N-AS mice brain (*n* = 6 mice per group).All data analysis was performed on 9-months-old mice. **a**–**g** One-way analysis of variance, Tukey’s post hoc test. All error bars indicate s.e.m. Source data are provided as a Source data file.

SPMs can stimulate the resolution of inflammation by regulating immune cells, such as limiting neutrophil infiltration and enhancing the clearance of debris by macrophages^6,7^, and we also confirmed that N-AS-triggered SPMs upregulated gene expression characteristic of a positive immune response using RNA seq. To identify the effects of N-AS-triggered SPMs by microglia on the immune system, we also examined brain and blood immune cells in WT, APP/PS1 and APP/PS1 injected with N-AS mice. The APP/PS1 mice showed increased infiltration of pro-inflammatory macrophages, monocytes, neutrophils, and CD4^+^ T cells into the brain compared with WT mice (Fig. 5c–g). Elevated levels of macrophages, pro-inflammatory monocytes, and CD4^+^ T cells, and decreased levels of anti-inflammatory monocytes were also present in blood of APP/PS1 mice compared with WT (Supplementary Fig. 5e–i), similar to findings in a previous study^17^. These blood-derived immune cells might be promoted by Aβ, and have been shown to contribute to disease pathogenesis^17^. Interestingly, the numbers of pro-inflammatory macrophages, monocytes, and neutrophils were reduced, and the numbers of anti-inflammatory macrophages, which would facilitate clearance of cerebral Aβ, were increased in the brains of N-AS-treated APP/PS1 mice compared with vehicle-treated APP/PS1 mice (Fig. 5c–g). Further, the decreased macrophages and pro-inflammatory monocytes, and increased anti-inflammatory monocytes, were also observed in the blood of N-AS-treated APP/PS1 mice compared with vehicle-treated APP/PS1 mice, although neutrophils showed no differences between the groups (Supplementary Fig. 5e–i). These results indicated that N-AS-triggered SPMs in microglia positively regulated the immune system of brain and blood, although lymphocytes, such as CD4^+^ T cells and B220^+^ B cells, did not change. Our results supported the concept that N-AS-triggered SPMs modulated microglial Aβ phagocytic function and resolved neuroinflammation via regulation of the immune system, suggesting the potential therapeutic possibilities of N-AS as a direct microglial regulator and immunomodulator in neuroinflammatory diseases, including AD.

### N-AS-triggered SPMs improve AD pathology in APP/PS1 mice

Finally, to determine whether microglia regulation by N-AS-triggered SPMs in APP/PS1 AD mice affected pathology, we first determined the Aβ profile in APP/PS1 mice treated with vehicle and APP/PS1 treated with N-AS mice. Thioflavin S (ThioS) staining, immunofluorescence of 6E10, Aβ40, and Aβ42, and ELISA of Aβ40 and Aβ42 showed significantly lower Aβ levels in the APP/PS1 mice treated with N-AS compared to APP/PS1 mice treated with vehicle (Fig. 6a–e). In APP/PS1 mice treated with N-AS, cerebral amyloid angiopathy and tau hyperphosphorylation also were reduced (Fig. 6f, g). Moreover, the inflammatory response was improved in the APP/PS1 mice treated with N-AS compared to APP/PS1 mice treated with vehicle (Fig. 6h–j). Overall, these data indicated that N-AS-induced SPMs reduced Aβ plaque burden and neuroinflammation via upregulating phagocytic microglia and positive regulation of the immune response.

**Fig. 6:**
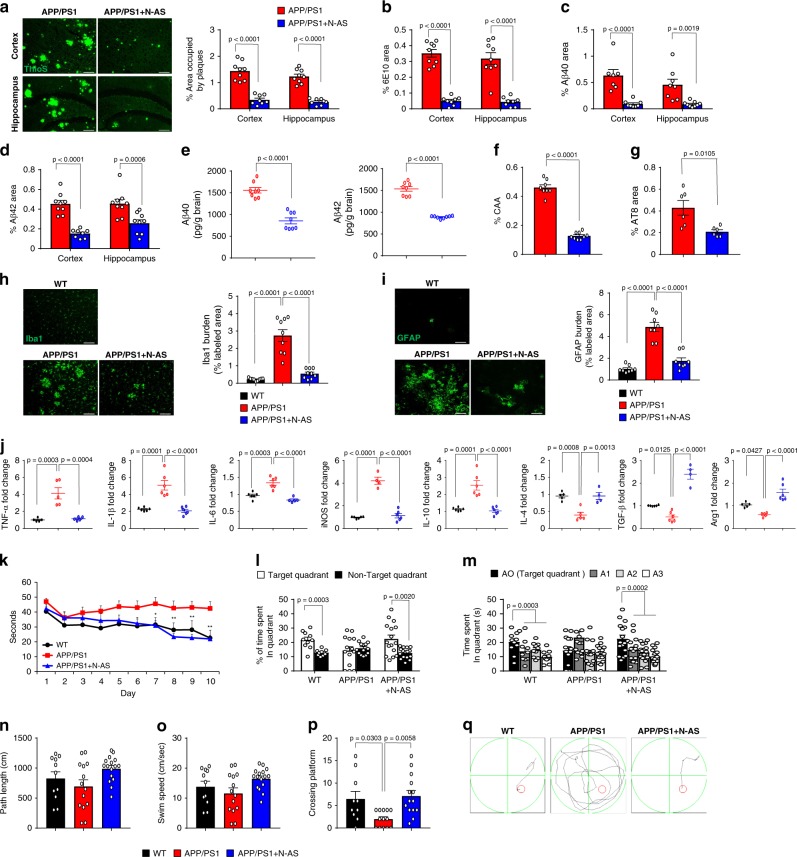
**Administration of N-AS reduces amyloid pathology and restores cognitive function in APP/PS1 mice by N-AS-triggered SPMs**. **a** Left, representative immunofluorescence images of thioflavin S (ThoS, Aβ plaques) in cortex and hippocampus of APP/PS1 and APP/PS1 treated with N-AS mice. Scale bars, 100 μm. Right quantification of area occupied by Aβ plaques (APP/PS1 mice, *n* = 9; APP/PS1 + N-AS mice, *n* = 8). **b** Quantification of 6E10 in cortex and hippocampus of APP/PS1 and APP/PS1 treated with N-AS mice (*n* = 8–9 mice per group). **c**–**e** Analysis of Aβ40 and Aβ42 depositions from the mice brain samples of the APP/PS1 and APP/PS1 treated with N-AS mice using immunofluorescence staining (**c**, **d** *n* = 7–9 mice per group) and ELISA kits (**e** *n* = 8 mice per group). **f**, **g** Quantification of amyloid angiopathy (**f** *n* = 8–9 mice per group, CAA) and tau hyperphosphorylation (**g** *n* = 6 mice per group, AT8) in cortex of APP/PS1 and APP/PS1 treated with N-AS mice. **h** Left, immunofluorescence images of microglia (Iba1) in cortex of WT, APP/PS1, and APP/PS1 treated with N-AS mice brain. Scale bars, 100 μm. Right, quantification of Iba1^+^ microglia in WT, APP/PS1, and APP/PS1 treated with N-AS (*n* = 9 mice per group). **i** Left, immunofluorescence images of astrocyte (GFAP) in cortex of WT, APP/PS1, and APP/PS1 treated with N-AS mice brain. Scale bars, 100 μm. Right, quantification of GFAP^+^ astrocyte in WT, APP/PS1, and APP/PS1 treated with N-AS (*n* = 8 mice per group). **j** mRNA levels of inflammatory markers in cortex of WT, APP/PS1, and APP/PS1 treated with N-AS mice brain (*n* = 4–6 per group). Pro-inflammatory marker: *TNF-α*, *IL-1β*, *IL-6*, and *iNOS*, Immunoregulatory cytokine: *IL-10*, Anti-inflammatory marker: *IL-4*, *TGF-β*, and *Arg1*. **k** Learning and memory was assessed by Morris water maze test in the WT (*n* = 10), APP/PS1 (*n* = 14), and APP/PS1 injected with N-AS (*n* = 16) mice. **l**–**q** At probe trial day 11 of Morris water maze test, time spent in target platform (**l**) and other quadrants (**m**) was measured. Path length (**n**) and swim speed (**o**) analyzed. **p** The number of times each animal entered the small target zone during the 60 s probe trial. **q** Representative swimming paths at day 10 of training. **a**–**g**, **l** Student’s *t*-test. **h**–**k**, **m**–**p** One-way analysis of variance, Tukey’s post hoc test. All error bars indicate s.e.m. Source data are provided as a Source data file.

Next, to investigate neuropathology improvement by microglia regulation of N-AS-triggered SPMs, we performed immunolabeling for synaptophysin, MAP2, synapsin1, and PSD95 in WT, APP/PS1, and N-AS-treated APP/PS1 mice. The labeling densities of synaptophysin, MAP2, synapsin1, and PSD95 were reduced in APP/PS1 mice compared with those in WT mice, However, the expression levels of synaptophysin, MAP2, synapsin1, and PSD95 were restored in APP/PS1 mice treated with N-AS compared with those in APP/PS1 mice (Supplementary Fig. 7a–d). We also performed the Morris water maze test and fear conditioning in WT, APP/PS1 injected with vehicle and APP/PS1 injected with N-AS mice to examine changes in learning and memory. The APP/PS1 mice treated with vehicle showed severe deficits in memory formation, while APP/PS1 mice treated with N-AS were largely protected from this defect (Fig. 6k–q and Supplementary Fig. 7e). For locomotion and spontaneous activity, open field and light-dark tests were used. APP/PS1 mice treated with N-AS showed improved locomotion and spontaneous activity in the open field test compared with APP/PS1 mice, although the light–dark test did not differ between the groups (Supplementary Fig. 7f–n). These results showed that N-AS-triggered SPMs restored neuropathology and led to behavioral improvement in APP/PS1, which might be caused by increased Aβ phagocytosis via N-AS-treated microglia. However, apoptosis was not changed in the N-AS treated APP/PS1 mice compared with the vehicle treated APP/PS1 mice, although N-AS has been used extensively to induce apoptosis of tumors^18,19^ (Supplementary Fig. 7o). Unlike nonsteroidal anti-inflammatory drugs including aspirin^20^, the mRNA and protein levels of COX2 did not vary between APP/PS1 mice and N-AS-treated APP/PS1 mice, indicating that reduction of COX2 expression was not responsible for the restoration of AD pathology (Supplementary Fig. 7p, q). To confirm the findings above, we repeated these studies in another mouse model of AD, 5×FAD mice, and found that N-AS treatment similarly improved AD pathology of 5×FAD mice, including Aβ plaque deposit, Aβ plaque phagocytosis, neuroinflammation, and synapse activity (Supplementary Fig. 8). Collectively, these results indicated that N-AS treatment attenuated AD pathology by regulating microglia via N-AS-triggered SPMs, but not by inducing apoptosis and decreasing COX2 expression.

## Discussion

Here, we investigated the specific mechanism of SphK1-mediated COX2 acetylation, which led to production of SPMs and resolution of neuroinflammation in microglia of AD. In SphK1-mediated COX2 acetylation, acetyl-CoA bound the ATP binding pocket of SphK1, and the acetyl group of acetyl-CoA was transferred to sphingosine, resulting in the generation of N-AS. In turn, N-AS then acetylated residue S565 of COX2, forming an intermediate between SphK1 and COX2. N-AS-acetylated COX2 led to production of SPMs, including 15R-LXA_4_, RvE1, and RvD1, in the presence of 5-LOX, suggesting the potential pathological roles and therapeutic use of N-AS in inflammatory diseases (Supplementary Fig. 9a). Interestingly, we demonstrated that the reduction of N-AS generation is found mainly in microglia of the AD brain, leading to decreased acetyl-S565 COX2 and SPM production. The decreased N-AS-triggered SPMs caused failure of neuroinflammatory resolution and reduced phagocytosis ability, leading to an increase in immune cell trafficking and plaque burden, which exacerbated AD pathology. Moreover, N-AS administration into AD mice increased N-AS-triggered SPMs by S565 acetylation of COX2, especially in microglia, resulting in increase of phagocytic microglia. The phagocytic microglia led to resolution of neuroinflammation and an increase of Aβ phagocytosis, ameliorating AD pathology (Supplementary Fig. 9b). Collectively, our findings establish a biosynthetic mechanism and role of N-AS in AD pathogenesis, and established “proof-of-concept” for N-AS treatment in neuroinflammatory diseases including AD.

We previously demonstrated the role of neuronal SphK1-acetyltransferase activity on COX2 and showed that it was reduced in AD neurons, exacerbating AD pathology^11^. However, the mechanism of SphK1-mediated COX2 acetylation remained poorly understood, as well as its role in the pathogenesis of AD. In this study, we established N-AS as intermediate of SphK1-mediated COX2 acetylation. The N-AS was generated in neurons and microglia, which was abrogated by Aβ in the AD environment. The reduction of N-AS generation in AD neurons was caused by decreased SphK1 activity, while reduced N-AS synthesis in AD microglia was caused by deficient acetyl-CoA. Of note, a reduction of acetyl-CoA was previously found to be associated with mitochondrial dysfunction, such as inhibited pyruvate dehydrogenase complex activity, through oxidative damage by Aβ in the brains of AD 2576Tg and 3xTg mice, leading to defected microglia^21,22^. However, the correlation of microglia dysfunction and acetyl-CoA metabolism has not been fully understood. In our study, decreased N-AS generation by deficient acetyl-CoA in AD microglia induced reduction of COX2 acetylation and SPM expression, resulting in neurodegenerative microglia. Based on previous studies and our results, we propose that deficient acetyl-CoA metabolism by Aβ destroys microglia in AD through reduction of N-AS generation.

Although there is extensive literature supporting the importance of microglial regulation^23–25^ in the pathogenesis of AD, the precise regulator(s) of microglia remains to be explored in AD. The SPMs, such as RvD1 and LXA_4_, play an important role in the maintenance of phagocytic microglia^26^, and are reduced in AD brain, suggesting the possibility of SPMs as microglial regulators in AD. Further, in a previous study, we reported the loss of SphK1 activity and reduced SPM secretion in AD neurons, which led to defective microglial phagocytosis and dysfunction of inflammation resolution^11^, indicating the indirect regulation of microglia by neurons. In this study, our results showed that N-AS was mainly observed in microglia of N-AS-treated APP/PS1 mice rather than neurons, and directly regulated microglia via N-AS-triggered SPMs. The N-AS-triggered SPMs derived from microglia upregulated several reactive microglial genes linked to phagocytosis, and downregulated several inflammatory and immune molecules in microglia of N-AS-treated APP/PS1 mice. We also confirmed that N-AS-triggered SPMs derived from microglia resolves neuroinflammation via regulation of the immune system, similar to the function of SPMs reported in previous studies^6,7^. Furthermore, we confirmed that N-AS-triggered SPMs produced from microglia directly mediate the effects seen after administration of N-AS. When 5-LOX inhibitor, zileuton, was incubated with N-AS in Aβ-treated human microglia, the production of N-AS-triggered SPMs and restoration of phagocytic capacity was inhibited, indicating that N-AS-triggered SPMs directly mediate the positive effects in microglia. However, because the zileuton also reduce formation of leukotriene (e.g., LTB_4_) and prostaglandin (e.g., PGE_2_) production^27^, we cannot completely rule out the possibility that blocking 5-LOX may result in the reduction of other lipid mediators that may have effects on phagocytosis. Our results showed that zileuton treatment reduced PGE_2_, as well as SPMs, although LTB_4_ was not detected. Both SPMs and PGE_2_, which decreased by zileuton, play an important role in phagocytic ability of microglia, and phagocytosis is restored through the increase of SPMs production and inhibition of PGE_2_ synthesis^11,24^. In our study, although the levels of PGE_2_ were decreased, the phagocytic ability was not restored by N-AS in Aβ-treated microglia with zileuton. These results suggest the N-AS-triggered SPMs, rather than the other lipid mediators, were more responsible direct regulation of microglia including phagocytosis in AD environment. Notably, N-AS-triggered SPMs, as well as N-AS generation and acetyl-S565 COX2, in microglia were higher than those in neurons, suggesting that the N-AS-triggered SPMs derived from microglia might play an important role rather than those derived from neurons. Collectively, these results indicated that direct microglial regulation via N-AS-triggered SPMs derived from microglia might be more responsible for AD pathogenesis than indirect regulation of microglia thorough neurons, suggesting N-AS-triggered SPMs derived from microglia as direct regulators of pathology in AD.

In AD diagnosis, positron emission tomography (PET) imaging procedures are used for detecting Aβ and tau material when molecular aggregates are deposited in the brain at high concentration in the late stages of AD pathology. However, it is very difficult to diagnosis the disease before the protein aggregates^28^. The neuroinflammation in the AD pathology starts at very early stages, most likely before amyloid plaques are formed, suggesting it may be a promising therapeutic target and useful in the diagnosis of AD at preclinical stages^28^. In fact, use of radiolabeled translocator protein (TSPO, first described as the peripheral benzodiazepine receptor) ligands to quantify the expression of the microglial TSPO receptor has been applied for the diagnosis of neuroinflammation^28,29^. Similar to radiolabeled TSPO ligands, N-AS might be considered to diagnose neuroinflammation in early AD stages, in addition to its potential therapeutic use, based on two results: (1) In PK profiling of N-AS, a high concentration of N-AS was maintained in plasma and brain, and N-AS had high-distribution to the brain; and (2) N-AS had high binding affinity and induced high-level acetylation of the elevated COX2, prior to observing Aβ deposits in APP/PS1 microglia. Despite the potential of N-AS as a therapeutic, it is also important to recognize that this therapeutic use of N-AS may be limited by its poor solubility and low BA. There is also the potential of N-AS to induce apoptosis, which has been found in other studies^18,19^. Therefore, additional studies are warranted to investigate derivatives of N-AS that might be potentially useful for neuroinflammatory diseases including AD.

## Methods

### Molecular docking

Molecular modeling studies were performed using Discovery Studio Programs (2018, Accelrys) and figures were generated using PyMOL programs. The 3D coordinates of human SphK1 complexed with ADP were obtained from the protein data bank for docking studies (PDB entry 3VZD). 3VZD represents a tetrameric crystal structure of SphK1 that includes six monomers (A-F). Monomer C was chosen for the simulations based on its displacement property. ADP, which binds between the N-terminal and C-terminal domains, was removed from the complex. Preparation of the protein was performed with the Prepare Protein protocol and a binding site was created using the Define and Edit Binding Site protocol (default parameters were used). Energy minimization of ligands was performed by the Clean Geometry module in Discovery Studio, and conformations were generated using the Generate Conformations protocol and the Best method (other parameters were kept at the default values). Top ten conformations with the highest degree of similarity to ADP were chosen for docking simulation. Docking of the ligands (acetyl-CoA, sphingosine, and ATP) was performed using the CDOCKER protocol, and analysis of ligand interactions at the binding site was performed using the ligand Interactions tool followed by visual inspection.

### S1P assays

We confirmed S1P formation through SphK1 enzymatic activity measurements as previously described^11^ using a UPLC (Ultra performance liquid chromatography) system (Waters). Briefly, 3 μl of SphK1 (Cayman, 10348) were mixed with 3 μl of assay buffer (200 μM NBD-sphingosine (Avanti Polar Lipids), 100 mM of HEPES buffer, pH 7.2, 10 mM MgCl_2_, 200 mM Semicarbazide, 1 mM 4-deoxpyridoxin, 2 mM Dithiothreitol, and 0.2% Igepal CA-630, all from Sigma-Aldrich) in the presence of 0–50 mM acetyl-CoA (Sigma-Aldrich, A2056), and the mixture were pre-incubated at 37 °C for 10 min. After pre-incubation, 1 mM ATP (Amresco, 0220) was added the mixture, and it was incubated at 37 °C for 1 h. The hydrolysis reactions were stopped by adding 53 μl of ethanol, and centrifuged at 15,493×*g* for 5 min. Thirty microliter of the supernatant was then transferred to a sampling glass vial and 5 μl was applied onto a UPLC system for analysis. S1P formation was followed as phosphorylation of (7-nitro-2-1,3-benzoxadiazol-4-yl)-d-erythro (NBD)-sphingosine (Avanti Polar Lipids) to NBD-S1P. Quantification was achieved by comparison with NBD-S1P (Avanti Polar Lipids) standards.

### Mutagenesis of the SphK1 and COX2 proteins

Single point mutations in SphK1 (R56A, R57A, R24A, R185A, D178A, and F192A) and COX2 (S565A, N181A, T564A, and S567A) were generated using the In-Fusion Cloning Kits (Clontech) and ORF cDNA expression plasmids of human SphK1 and COX2 gene (Sino Biological Inc, HG15679-NH and HG12036-NH), according to the manufacturer’s instructions. The forward and reverse primers described in Supplementary Table 4. The SphK1 WT, SphK1 mutants, COX2 WT, and COX2 mutant plasmids were transformed in the One shot TOP 10 competent cell (Invitrogen). The bacteria were grown in Luria-Bertani (LB, Invitrogen) plates supplemented with 50 μg ml^−1^ kanamycin (Sigma-Aldrich) at 37 °C. The bacterial cell pellets were resuspended in lysis buffer containing 20 mM sodium phosphate (GE Healthcare), 500 mM NaCl (GE Healthcare), 20 mM imidazole (pH 7.4) (GE Healthcare), 0.2 mg ml^−1^ lysozyme (Sigma-Aldrich), 20 μg ml^−1^ DNase I (Roche), 1 mM MgCl_2_ (Sigma-Aldrich), and 1 mM PMSF (Sigma-Aldrich) before being lysed by sonication and clarified by centrifugation at 15,493×*g* for 10 min. Proteins were purified from the soluble fraction using His-Spin Trap columns (GE Healthcare) and the binding and acetylation assays were performed.

### Enzyme kinetics

The acetyl-CoA binding activity of SphK1 or the SphK1 WT and SphK1 mutants (R56A, R57A, R24A, and R185A) in the presence of ATP was analyzed by filter binding assays^11^. Briefly, SphK1 WT and mutant enzymes (1 mU) were resuspended in 100 μl reaction buffer (20 mM HEPES; pH 7.4, 50 mM NaCl, 10 mM MgCl_2_, 1 mM EGTA, 0.02% Triton-X100, and 100 μM sphingosine, all from Sigma-Aldrich). Reactions were initiated by adding [^3^H] acetyl-CoA (1–200 μM (0.1–20 μCi), Perkin-Elmer, NET290050UC) and incubated at 37 °C for 1 h. The reactions were terminated by adding 100 μl of ice-cold reaction buffer containing 5 mM cold acetyl-CoA and immediately filtered through P30 filtermat (Perkin-Elmer), followed by five washes. The N-AS binding activity of COX2 WT and COX2 mutants (S565A, N181A, T564A, and S567A) was analyzed similarly to the acetyl-CoA binding activity of SphK1. Briefly, COX2 WT and mutant enzymes (1 mU) were resuspended in 100 μl reaction buffer (20 mM HEPES; pH 7.4, 50 mM NaCl, 10 mM MgCl_2_, 1 mM EGTA, and 0.02% Triton-X100, all from Sigma-Aldrich). Reactions were initiated by adding [^14^C] N-AS (1–200 μM (0.1–20 μCi), ARC UK Ltd, ARC-1024) and incubated at 37 °C for 1 h. The reactions were terminated by adding 100 μl of ice-cold reaction buffer containing 5 mM cold N-AS and immediately filtered through P30 filtermat (Perkin-Elmer), followed by five washes.

Incorporation of SphK1/acetyl-CoA and COX2/N-AS was analyzed using a Micro Beta 2 liquid scintillation counter, respectively. The binding velocity was plotted and the *K*_cat_ and *K*_M_ values were calculated from the Michaelis-Menten analysis using the Sigma-plot program (ver 10.0, Systat software Inc.).

### In vitro and in vivo acetylation assays

Acetylation assays were performed according to previously described procedures with minor modifications^11^. To confirm the SphK1-mediated COX2 acetylation, 10 μg COX2 (LSBio, LS-G21094 and Cayman, 60122) was incubated with [^14^C] acetyl-CoA (2 μCi, Perkin-Elmer, NEC313050UC) and SphK1 (WT or mutants) in the presence of sphingosine (100 μΜ, Sigma-Aldrich, S7049) and/or ATP (0–1000 μM, Amresco, 0220) at 37 °C for 2 h. To confirm the N-AS-mediated COX2 acetylation, 10 μg COX2 (WT or mutants) was used incubated with [^14^C] N-AS (2 μCi, ARC UK Ltd, ARC-1024) at 37 °C for 2 h. [^14^C] aspirin (2 μCi, ARC UK Ltd, ARC-0473) was conducted as the positive control. The reactions were terminated by placing the reaction tubes in ice for 5 min. To evaluate in vivo neuronal and microglial COX2 acetylation, 10 μCi [^14^C] N-AS was orally administrated to 9-months-old WT and APP/PS1 mice. After 1 h, neuron and microglia were isolated and sonicated in culture media. To immunoprecipitate acetylated COX2, the sample was incubated with COX2 antibody (Abcam, ab15191) at 4 °C for 24 h and precipitated by adding 50 μl of protein-A sepharose (GE Healthcare). Acetylated COX2 proteins bound to the beads were analyzed using a Tri-Carb 3110TR liquid scintillation counter (Perkin-Elmer).

### General chemical synthesis

All the reactions were carried out in oven dried glassware under nitrogen atmosphere with freshly distilled dry solvents under anhydrous conditions unless otherwise indicated. Flash column chromatography was performed with Silica Flash P60 silica gel (230–400 mesh). All reagents were obtained from commercial sources and were used without further purification. Proton (^1^H) and carbon (^13^C) NMR spectra were recorded on a 400/100 MHz Agilent 400 M FT-NMR spectrometer or 400/100 MHz Bruker Advance III HD FT-NMR spectrometer. NMR solvents were obtained from Cambridge Isotope Laboratories and the residual solvent signals were taken as the reference (CDCl_3_, 7.26 ppm or DMSO-d6, 2.50 ppm for ^1^H NMR spectra and CDCl_3_, 77.0 ppm or DMSO-d6, 39.52 ppm for ^13^C NMR spectra). For annotated NMR spectra see Data S1. Mass analysis were carried out using Advion Expression CMS mass spectrometer and LC-ELSD analysis was carried out using Agilent 1260 Infinity ELSD coupled with Agilent 1220 HPLC. High resolution mass analysis was performed with JOEL AccuTOF 4G+DART-HRMS.

### Synthesis of acetyl sphingosines

(S)−3-Hydroxy-1-methoxy-1-oxopropan-2-aminium chloride (**1a**)
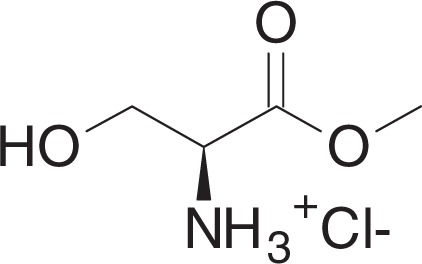

To a solution of l-Serine (530 mg, 5 mmol) in methanol (5 ml) at 0 °C was added SOCl_2_ (1.27 ml, 17.5 mmol) dropwise. The mixture was stirred for overnight at 60 °C and concentrated in vacuo. The crude material was washed with ethanol (2 ml) to yield **1a** (775 mg, 4.98 mmol) as a white solid.

^1^H NMR (400 MHz, DMSO-d_6_): *δ* 8.53 (br s, 3H), 5.61 (t, *J* = 5.1 Hz, 1H), 4.11 (t, *J* = 3.6 Hz, 1H), 3.87–3.77 (m, 2H), 3.74 (s, 3H).

^13^C NMR (100 MHz, DMSO-d_6_): *δ* 168.47, 59.45, 54.42, 52.75.

MS (APCI, M+H^+^): *m/z* found 120.0.

Methyl (tert-butoxycarbonyl)-L-serinate (**1b**)
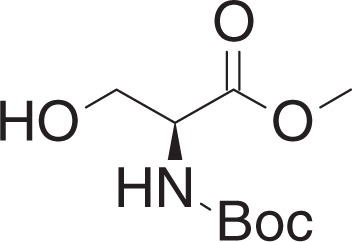

To a solution of **1a** (770 mg, 4.95 mmol) in DCM (16 ml) at 0 °C was added triethylamine (1.73 ml, 12.38 mmol) and Boc_2_O (1.42 g, 6.44 mmol). The mixture was slowly warmed to room temperature (RT), and stirred overnight. The mixture was concentrated in vacuo and purified by flash chromatography (10–30% ethyl acetate in hexanes) to yield **1b** (997 mg, 4.55 mmol) as a yellow oil.

^1^H NMR (400 MHz, CDCl_3_): *δ* 5.42 (br s, 1H), 4.40 (br s, 1H), 4.00–3.88 (m, 2H), 3.79 (s, 3 H), 2.19 (br s, 1H), 1.46 (s, 9H).

^13^C NMR (100 MHz, CDCl_3_): *δ* 171.33, 155.72, 80.29, 63.48, 55.69, 52.59, 28.26.

MS (APCI, M+H^+^): *m/z* found 220.0.

3-(tert-Butyl) 4-methyl (S)-2,2-dimethyloxazolidine-3,4-dicarboxylate (**1c**)
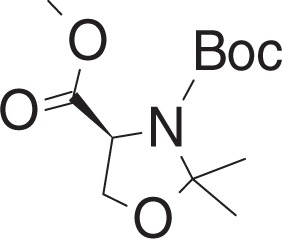

To a solution of **1b** (965 mg, 4.40 mmol) in toluene (11 ml) at RT was added p-toluenesulfonic acid monohydrate (17 mg, 0.088 mmol), and 2,2-dimethoxypropane (1.1 ml, 8.85 mmol). The mixture was stirred for 2 h at 80 °C, and cooled to RT. The mixture was concentrated in vacuo, and purified by flash chromatography (5–15% ethyl acetate in hexanes) to yield **1c** (692 mg, 2.67 mmol) as clear oil.

^1^H NMR (400 MHz, CDCl_3_): (as rotamers) *δ* 4.49 and 4.38 (2dd, *J* = 6.8, 2.8 Hz, and *J* = 7.0, 3.1 Hz, 1H), 4.17–4.11 (m, 1H), 4.07–4.01 (m, 1H), 3.76 (s, 3H), 1.68–1.41 (m, 15H).

^13^C NMR (100 MHz, CDCl_3_): (as rotamers) *δ* 171.66, 171.25, 152.07, 151.17, 95.04, 94.39, 80.86, 80.29, 66.24, 65.99, 59.26, 55.19, 52.36, 52.24, 28.33, 28.26, 26.00, 25.16, 24.93, 24.36.

MS (APCI, M+H^+^): *m/z* found 260.1.

tert-Butyl (R)-4-(hydroxymethyl)-2,2-dimethyloxazolidine-3-carboxylate (**1d**)
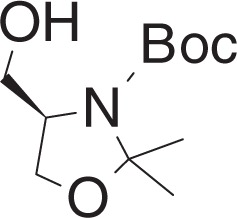

To a solution of lithium aluminum hydride (221 mg, 5.82 mmol) in THF (5 ml) at −78 °C was added a solution of **1c** (500 mg, 1.92 mmol) in THF (5 ml) dropwise. The mixture was stirred for 10 min at −78 °C and warmed to RT, stirred for 30 min. The reaction was quenched by adding 1 N NaOH (10 ml) at −78 °C. The mixture was filtered through celite, and extracted with ethyl acetate. The organic layer was dried over Na_2_SO_4_, filtered and concentrated. The crude material was purified by flash chromatography (20–50% ethyl acetate in hexanes) to yield **1d** (407 mg, 1.76 mmol) as a clear oil.

^1^H NMR (400 MHz, CDCl_3_): *δ* 4.13–3.98 (m, 2H), 3.79–3.69 (m, 2H), 3.64 (br s, 1H), 1.61–1.45 (m, 15H).

^13^C NMR (100 MHz, CDCl_3_): *δ* 154.20, 94.11, 81.16, 65.45, 65.26, 59.52, 28.37, 27.10, 24.59.

MS (APCI, M+H^+^): *m/z* found 232.2.

tert-Butyl (S)-4-formyl-2,2-dimethyloxazolidine-3-carboxylate (**1e**)
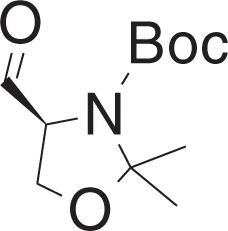

To a solution of DMSO (355 μl, 4.93 mmol) in DCM (0.5 ml) at −78 °C was added a solution of oxalyl chloride (215 μl, 2.47 mmol) in DCM (3.5 ml) dropwise, and the mixture was stirred for 20 min. The mixture was warmed to −60 °C, and was added a solution of **1d** (380 mg, 1.64 mmol) in DCM (4 ml) dropwise over 15 min. The mixture was stirred for 20 min, and was added DIPEA (1.75 ml, 10 mmol) dropwise. The mixture was slowly warmed to 0 °C over 2 h, and was added ice-cold 1 N HCl (16 ml), and extracted with DCM. The organic layer was washed with ice-cold brine (10 ml), and was dried over Na_2_SO_4_, filtered and concentrated in vacuo to yield **1e** (370 mg, 1.61 mmol) as a yellow oil. The residue was used in the next step without further purification.

tert-Butyl((S)-4-((R)-1-hydroxyhexadec-2-yn-1-yl)-2,2-dimethyloxazolidine-3-carboxylate (**1f**)
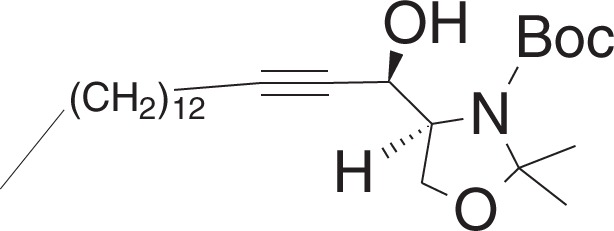

To a solution of 1-pentadecyne (0.29 ml, 1.1 mmol) in THF (6 ml) at −40 °C was added n-butyllithium (0.5 ml, 1 mmol, 2 M in hexanes) dropwise, and the mixture was stirred for 30 min. To the mixture was added a solution of **1e** (115 mg, 0.50 mmol) in THF (3.5 ml) dropwise over 10 min, and the mixture was stirred for 6 h. To the mixture was added water (3 ml) dropwise and warmed to r.t. and was added brine (5 ml) and extracted with ethyl acetate. The combined organic layers were dried over Na_2_SO_4_ and filtered, and concentrated in vacuo. The crude material was purified by flash chromatography (5–20% ethyl acetate in hexanes) to yield **1f** (175 mg, 0.40 mmol) as a clear oil.

^1^H NMR (400 MHz, CDCl_3_): *δ* 4.74–4.68 (m, 1H), 4.54–4.48 (m, 1H), 4.16–4.04 (m, 2H), 3.91 (br s, 1H), 2.19 (td, *J* = 7.1, 1.8 Hz, 2H), 1.52–1.24 (m, 37H), 0.88 (t, *J* = 7.0, 3H).

^13^C NMR (100 MHz, CDCl_3_): *δ* 154.09, 94.90, 86.60, 81.19, 77.83, 65.09, 64.15, 62.83, 31.89, 29.65, 29.63, 29.62, 29.61, 29.49, 29.32, 29.11, 28.87, 28.55, 28.37, 25,74, 25.40, 22.66, 18.73, 14.08.

**MS** (APCI, M+H^+^): *m/z* found 438.4.

tert-Butyl ((2S,3R)-1,3-dihydroxyoctadec-4-yn-2-yl)carbamate (**1g**)
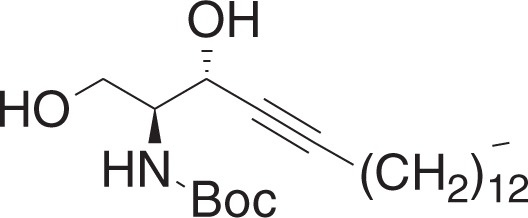

To a solution of **1f** (1.36 g, 3.11 mmol) in methanol (31 ml) at 0 °C was added p-toluenesulfonic acid monohydrate (30 mg, 0.155 mmol), and the mixture was stirred for 5 min. The mixture was warmed to RT, and was stirred for 19 h. The mixture was concentrated in vacuo, and the crude material was purified by flash chromatography (20–50% ethyl acetate in hexanes) to yield **1g** (952 mg, 2.39 mmol) as a white solid.

^1^H NMR (400 MHz, CDCl_3_): *δ* 5.31 (br s, 1H), 4.60 (br s, 1H), 4.15–4.09 (m, 1H), 3.80–3.73 (m, 2H), 2.77 (br s, 1H), 2.29 (br s, 1H), 2.22 (td, *J* = 7.1, 2.0 Hz, 2H), 1.46 (s, 9H), 1.37–1.24 (m, 22H) 0.88 (t, *J* = 7.0, 3H).

^13^C NMR (100 MHz, CDCl_3_): *δ* 156.21, 88.13, 80.02, 77.83, 64.66, 62.82, 55.69, 31.89, 29.66, 29.63, 29.62, 29.50, 29.32, 29.10, 28.89, 28.51, 28.33, 22.66, 18.68, 14.09.

MS (APCI, M+H^+^): *m/z* found 398.3.

tert-Butyl ((2S,3R,E)-1,3-dihydroxyoctadec-4-en-2-yl)carbamate (**1h**)
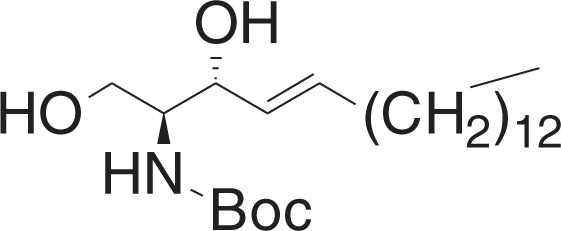

To a solution of **1g** (400 mg, 1 mmol) in THF (10 ml) at 0 °C was added sodium bis(2-methoxyethoxy)aluminum hydride (0.74 ml, 2.35 mmol, 60 wt% in toluene) dropwise. The mixture was stirred for 2 h, and slowly warmed to RT, and was stirred for 6 h. The mixture was cooled to 0 °C, and was added 1 N HCl (0.3 ml) dropwise. The mixture was filtered through celite, and concentrated in vacuo. The crude material was purified by flash chromatography (5–30% ethyl acetate in hexanes) to yield **1h** (312 mg, 0.78 mmol) as a white solid.

^1^H NMR (400 MHz, CDCl_3_): *δ* 5.82–5.75 (m, 1H), 5.53 (ddt, *J* = 15.4, 6.5, 1.4 Hz, 1H), 5.28 (br s, 1H), 4.35–4.30 (m, 1H), 3.94 (dt, *J* = 11.3, 3.7 Hz, 1H), 3.74–3.69 (m, 1H), 3.60 (br s, 1H), 2.44 (br s, 2H), 2.08–2.03 (m, 2H), 1.46 (s, 9H), 1.40–1.23 (m, 22H), 0.88 (t, *J* = 7.0, 3H).

^13^C NMR (100 MHz, CDCl_3_): *δ* 156.21, 134.12, 128.90, 79.78, 74.76, 62.63, 55.38, 32.28, 31.91, 29.67, 29.66, 29.64, 29.60, 29.47, 29.34, 29.20, 29.09, 28.36, 22.67, 14.10.

MS (APCI, M+H^+^): *m/z* found 400.5.

(2S,3R,E)-2-((tert-Butoxycarbonyl)amino)-3-hydroxyoctadec-4-en-1-yl acetate (**2a**)
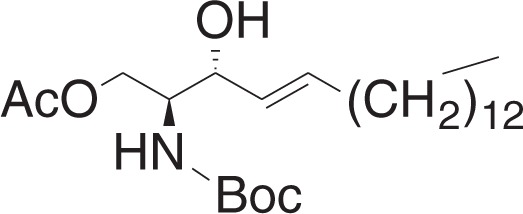

To a solution of **1h** (40 mg, 0.1 mmol), and 4-dimethylaminopyridine (12 mg, 0.1 mmol) in DCM (1.4 ml) at 0 °C was added a solution of acetic anhydride (10.4 μl, 0.11 mmol) in DCM (0.6 ml) dropwise. The mixture was stirred for 2 h, and was concentrated in vacuo. The crude material was purified by flash chromatography (5–15% ethyl acetate in hexanes) to yield **2a** (31 mg, 0.07 mmol) as a white solid.

^1^H NMR (400 MHz, CDCl_3_): *δ* 5.79–5.71 (m, 1H), 5.49 (dd, *J* = 15.4, 6.8 Hz, 1H), 4.85 (br s, 1H), 4.27 (dd, *J* = 11.5, 6.2 Hz), 4.19–4.11 (m, 2H), 3.90 (br s, 1H), 2.35 (br s, 1H), 2.07 (s, 3H), 2.06–2.01 (m, 2H) 1.45 (s, 9H), 1.39–1.23 (m, 22H), 0.88 (t, *J* = 7.0, 3H).

^13^C NMR (100 MHz, CDCl_3_): *δ* 171.04, 155.84, 134.61, 128.26, 79.77, 73.18, 63.24, 54.01, 32.28, 31.90, 29.65, 29.63, 29.57, 29.46, 29.33, 29.20, 29.06, 28.31, 22.66, 20.86, 14.09.

MS (APCI, M+H^+^): *m/z* found 442.3.

(2S,3R,E)-1-Acetoxy-3-hydroxyoctadec-4-en-2-aminium trifluoroacetate (1-O-AS)
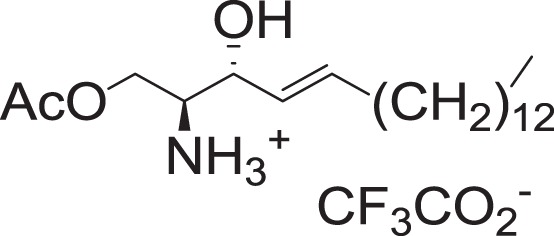

To a solution of **2a** (14 mg, 0.031 mmol) in DCM (0.45 ml) at 0 °C was added trifluoroacetic acid (190 μl, 2.48 mmol), and triethylsilane (15 μl, 0.093 mmol). The mixture was stirred for 2 h, and concentrated in vacuo to yield **1-O-AS** (14 mg, 0.031 mmol) as pale-yellow oil.

^**1**^H NMR (400 MHz, CDCl_3_): *δ* 5.91–5.83 (m, 1H), 5.44 (dd, *J* = 15.4, 6.2 Hz, 1H), 4.53 (br s, 1H), 4.34–4.26 (m, 2H), 3.54–3.49 (m, 1H), 2.09 (s, 3H), 2.07–2.02 (m, 2H), 1.41–1.22 (m, 22H), 0.88 (t, *J* = 7.0, 3H).

^13^C NMR (100 MHz, CDCl_3_): *δ* 171.65, 137.13, 124.65, 70.02, 60.69, 55.34, 32.20, 31.91, 29.69, 29.67, 29.65, 29.58, 29.44, 29.35, 29.24, 28.77, 22.67, 20.35, 14.09.

HRMS (DART, M+H^+^): *m/z* calcd. for C_20_H_40_NO_3_^+^ 342.3003, found 342.3003.

tert-Butyl ((2S,3R,E)-1-((tert-butyldimethylsilyl)oxy)-3-hydroxyoctadec-4-en-2-yl)carbamate (**3a**)
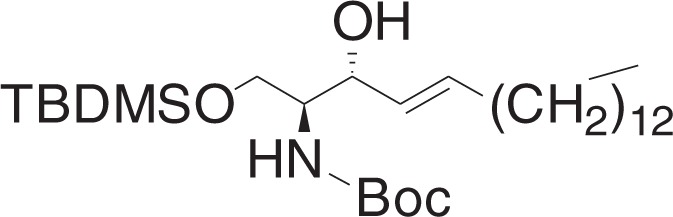

To a solution of **1h** (37 mg, 0.092 mmol), and imidazole (12.5 mg, 0.184 mmol) in DCM (0.6 ml) at 0 °C was added a solution of tert-butyldimethylsilyl chloride (15.4 mg, 0.1 mmol) in DCM (0.3 ml) dropwise. The mixture was stirred for 1 h, and warmed to RT, and stirred for 0.5 h. The mixture was concentrated in vacuo, and the crude material was purified by flash chromatography (5–15% ethyl acetate in hexanes) to yield **3a** (39 mg, 0.076 mmol) as a white solid.

^1^H NMR (400 MHz, CDCl_3_): *δ* 5.80–5.72 (m, 1H), 5.50 (dd, *J* = 15.4, 5.9 Hz, 1H), 5.22 (br d, *J* = 7.8 Hz, 1H), 4.22–4.16 (m, 1H), 3.94 (dd, *J* = 10.3, 3.0 Hz, 1H), 3.78–3.71 (m, 1H), 3.57 (br s, 1H), 3.30 (br d, *J* = 8.1 Hz, 1H), 2.09–2.02 (m, 2H), 1.45 (s, 9H), 1.40–1.24 (m, 22H), 0.91–0.86 (m, 12H), 0.07 (d, *J* = 1.1 Hz, 6H).

^13^C NMR (100 MHz, CDCl_3_): *δ* 155.74, 133.06, 129.42, 79.39, 74.62, 63.45, 54.49, 32.30, 31.91, 29.68, 29.64, 29.62, 29.50, 29.35, 29.19, 28.38, 25.81, 22.68, 18.12, 14.10, −5.62, −5.65.

MS (APCI, M+H^+^): *m/z* found 514.4.

(2S,3R,E)-2-((tert-Butoxycarbonyl)amino)-1-((tert-butyldimethylsilyl)oxy)octadec-4-en-3-yl acetate (**3b**)
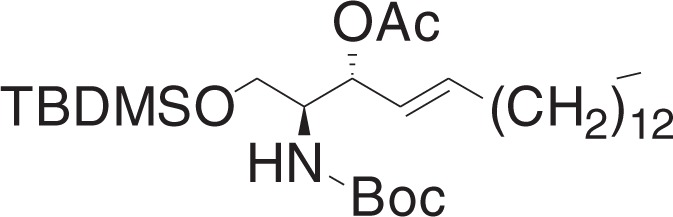

To a solution of **3a** (38 mg, 0.074 mmol), and 4-dimethylaminopyridine (18 mg, 0.15 mmol) in DCM (0.7 ml) at RT, was added acetic anhydride (10.5 μl, 0.11 mmol). The mixture was stirred for 1 h, and concentrated in vacuo. The crude material was purified by flash chromatography (5–10% ethyl acetate in hexanes) to yield **3b** (38 mg, 0.068 mmol) as a clear oil.

^1^H NMR (400 MHz, CDCl_3_): *δ* 5.81–5.73 (m, 1H), 5.41 (dd, *J* = 15.4, 7.6, 1H), 5.27 (t, *J* = 7.2 Hz, 1H), 4.71 (br d, *J* = 8.9 Hz, 1H), 3.85 (br s, 1H), 3.70 (dd, *J* = 10.1, 3.5 Hz, 1H), 3.60 (dd, *J* = 10.2, 4.5 Hz, 1H), 2.05–1.98 (m, 5H), 1.44 (s, 9H), 1.38–1.22 (m, 22H), 0.90–0.86 (m, 12H), 0.04 (s, 6H).

^13^C NMR (100 MHz, CDCl_3_): *δ* 169.71, 155.41, 136.77, 124.74, 79.29, 76.68, 76.68, 73.78, 61.79, 53.70, 32.34, 31.91, 29.67, 29.65, 29.59, 29.47, 29.35, 29.22, 28.89, 28.36, 25.82, 22.68, 21.25, 18.21, 14.11, −5.57, −5.59.

MS (APCI, M+H^+^): *m/z* found 556.4.

(2S,3R,E)-2-((tert-Butoxycarbonyl)amino)-1-hydroxyoctadec-4-en-3-yl acetate (**3c**)
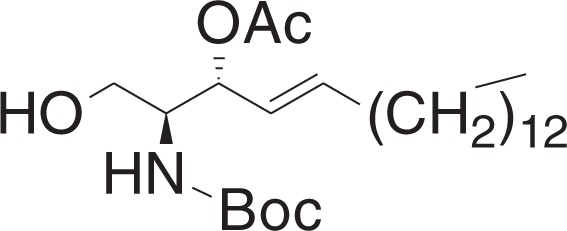

A solution of HF-pyridine was prepared by addition of ca. 70% HF-pyridine (6.6 mg) to a solution of pyridine (10 μl) in THF (0.13 ml). This solution was added to a solution of **3b** (19 mg, 0.034 mmol) in THF (0.55 ml) at 0 °C. The mixture was stirred for 1 h, and slowly warmed to 50 °C over 1 h, and stirred for 18 h. The reaction was quenched by addition of saturated NaHCO_3_ solution (30 μl), and diluted with water. The aqueous layer was extracted with ethyl acetate, and combined organic layers were dried over Na_2_SO_4_ and filtered, and concentrated in vacuo. The crude material was purified by flash chromatography (10–30% ethyl acetate in hexanes) to yield **3c** (13 mg, 0.029 mmol) as a white solid.

^1^H NMR (400 MHz, CDCl_3_): *δ* 5.81–5.74 (m, 1H), 5.46 (dd, *J* = 15.4, 7.8 Hz, 1H), 5.27 (t, *J* = 7.3 Hz, 1H), 4.96 (br d, *J* = 8.5 Hz, 1H), 3.82–3.73 (m, 1H), 3.65 (d, *J* = 3.5 Hz, 2H), 2.09 (s, 3H), 2.06–2.00 (m, 2H), 1.44 (s, 9H), 1.39–1.23 (m, 22H), 0.88 (t, *J* = 7.0, 3H).

^13^C NMR (100 MHz, CDCl_3_): *δ* 170.79, 155.80, 137.18, 124.50, 79.68, 74.48, 61.86, 54.36, 32.28, 31.90, 29.66, 29.65, 29.63, 29.56, 29.43, 29.33, 29.19, 28.82, 28.31, 22.66, 21.21, 14.09.

MS (APCI, M+H^+^): *m/z* found 442.4.

(2S,3R,E)-3-Acetoxy-1-hydroxyoctadec-4-en-2-aminium trifluoroacetate (3-O-AS)
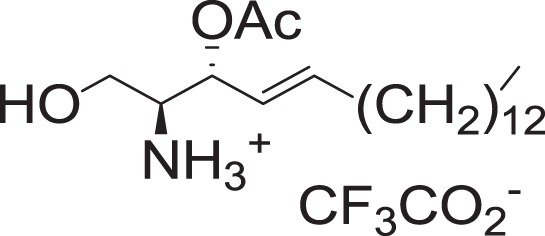

To a solution of **3c** (18 mg, 0.04 mmol) in DCM (0.56 ml) at 0 °C was added trifluoroacetic acid (240 μl, 3.14 mmol), and triethylsilane (19.3 μl, 0.12 mmol). The mixture was stirred for 2 h, and concentrated in vacuo to yield **3-O-AS** (18 mg, 0.039 mmol) as a pale-yellow oil.

^1^H NMR (400 MHz, CDCl_3_): *δ* 5.91–5.82 (m, 1H), 5.53–5.46 (m, 1H), 5.37 (dd, *J* = 15.3, 6.9 Hz, 1H), 3.95–3.87 (m, 1H), 3.83–3.71 (m, 1H), 3.48 (br s, 1H), 2.11–2.00 (m, 5H), 1.39–1.19 (m, 22H), 0.88 (t, *J* = 7.0, 3H).

^13^C NMR (100 MHz, CDCl_3_): *δ* 170.93, 139.50, 121.36, 71.82, 58.05, 56.05, 32.23, 31.93, 29.71, 29.68, 29.67, 29.67, 29.59, 29.41, 29.36, 29.24, 28.54, 22.69, 20.76, 14.11.

HRMS (DART, M+H^+^): *m/z* calcd. for C_20_H_40_NO_3_^+^ 342.3003, found 342.3002.

N-((2S,3R,E)-1,3-Dihydroxyoctadec-4-en-2-yl)acetamide (N-AS)
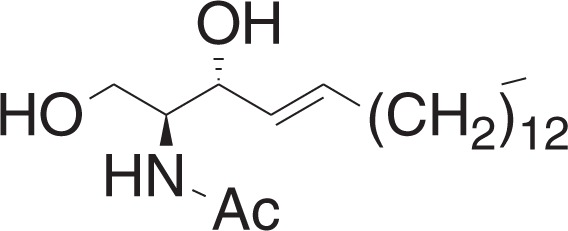

Synthesis of **N-AS** from **1-O-AS**

To a solution of **1-O-AS** (13.5 mg, 0.029 mmol) in DCM (0.53 ml) at RT. was added triethylamine (90 μl, 0.64 mmol), and was stirred for 3 h. The mixture was concentrated in vacuo, and purified by flash chromatography (1–5% methanol in DCM) to yield **N-AS** (9 mg, 0.026 mmol) as a white solid.

Synthesis of **N-AS** from **3-O-AS**

To a solution of **3-O-AS** (17 mg, 0.037 mmol) in DCM (0.6 ml) at RT was added triethylamine (115 μl, 0.82 mmol) and was stirred for 3 h. The mixture was concentrated in vacuo, and purified by flash chromatography (1–5% methanol in DCM) to yield **N-AS** (10 mg, 0.029 mmol) as a white solid.

^1^H NMR (400 MHz, CDCl_3_): *δ* 6.33 (br d, *J* = 5.5 Hz, 1H), 5.83–5.75 (m, 1H), 5.53 (dd, *J* = 15.4, 6.4 Hz, 1H), 4.35–4.31 (m, 1H), 3.99–3.89 (m, 2H), 3.71 (dd, *J* = 11.0, 3.1 Hz, 1H), 2.09–2.02 (m, 5H), 1.40–1.22 (m, 22H), 0.88 (t, *J* = 7.0, 3H).

^13^C NMR (100 MHz, CDCl_3_): *δ* 171.09, 134.18, 128.59, 74.24, 62.12, 54.56, 32.28, 31.90, 29.66, 29.63, 29.61, 29.48, 29.33, 29.22, 29.13, 23.31, 22.66, 14.09.

HRMS (DART, M+H^+^): *m/z* calcd. for C_20_H_40_NO_3_^+^ 342.3003, found 342.3031.

### LC-ELSD analysis

To a solution of 1-O-AS (0.25 mg) or 3-O-AS (0.25 mg) in water (400 μl) and DMSO (50 μl) at RT was added sodium phosphate buffer (pH 7.4, 0.1 M, 50 μl). The solution was mixed homogeneously with micropipette and was incubated at 25 °C for 10 min. Reverse-phase HPLC was performed using Agilent 1220 coupled with Agilent 1260 Infinity ELSD. Phenomenex Kinetex 1.7 μm C8 100 A (50 × 21 mm LC column) at a flow rate of 0.5 ml min^−1^ was used. A gradient of acetonitrile with 0.1% formic acid was used as an eluent.

### LC-MS/MS analysis for structure elucidation of N-AS

To determine whether N-AS was synthesized by acetyl-CoA and sphingosine within SphK1, 10 mM acetyl-CoA (Sigma-Aldrich, A2056) and 100 μM sphingosine (Sigma-Aldrich, S7049) were incubated with purified SphK1 (Cayman, 10348) at 37 °C for 24 h in acetylation buffer (50 mM Tris-HCl pH 7.6, 1 mM DTT, 1 mM EDTA, and 10% glycerol, all from Sigma-Aldrich). Also, SphK1 WT, SphK1 D178A, and SphK1 F192A were incubated with 100 μM sphingosine and acetyl-CoA ranging from 0 to 10 mM. Reactions were quenched by adding equal volume of cold methanol. A 100 μl aliquot of the reaction mixture was mixed with 30 μl of distilled water containing 5 ng ml^−1^ of furosemide (internal standard) for 1 min and vigorously mixed with 0.7 ml^−1^ of ethyl acetate for 20 min. After centrifugation at 16,000×*g* for 10 min, the mixtures were kept for 2 h for freezing aqueous phase. The upper ethyl acetate layer was transferred to a clean tube and evaporated to dryness under a gentle stream of nitrogen. Then, the dried extract was reconstituted in 100 µl of mobile phase and 10 µl aliquot of the solution was injected into an Agilent 6470 Triple Quad LC–MS/MS system (Agilent, Wilmington, DE) coupled with an Agilent 1260 HPLC system. Separation was performed on a Synergy Polar RP column (4 μm particle size, 2.0 mm × 150 mm, Phenomenex) using a mobile phase that consisted of methanol and water (95:5, v/v) with 0.1% formic acid at a flow rate of 0.2 ml min^−1^. Quantification was carried out using multiple reaction monitoring (MRM) at *m/z* 340.3→263.3 for N-AS and *m/z* 328.9→284.8 for furosemide (internal standard) in negative ionization mode and collision energy of 20 eV. The lower limit of quantification was determined to be 0.5 ng ml^−1^ and linearity was observed in the standard range of 0.5–200 ng ml^−1^. Also, to confirm N-AS generation in neurons, microglia, and astrocytes, these cells were treated with Aβ, and sonicated in neuronal and glial culture medium. The supernatants were supplemented with acetyl-CoA (100 μM, Sigma-Aldrich, A2056), SphK1 (20 ng, Cayman, 10348), or sphingosine (1 μM, Sigma-Aldrich, S7049), and incubated at 37 °C for 2 h. To evaluate N-AS in microglia and neurons in vivo, the cells were isolated from WT mice, APP/PS1 mice and APP/PS1 mice treated with N-AS at 9 months of age. The cells were sonicated and resuspended in glial and neuronal culture medium, respectively. A 100 μl aliquot of each cell lysate were used for the determination of N-AS using a method previously described.

### LC-MS/MS analysis of the acetylated site in COX2

To identify the acetylation site of COX2, N-AS (Sigma-Aldrich, 01912)-treated COX2 enzymes (LSBio, LS-G21094) were immediately precipitated with trichroloacetic acid (Merck) and dried. The dried extract was resuspended in 10 μl of 5 M Urea solution and incubated with 1 μg sequencing-grade modified porcine trypsin (Promega) in 0.1 M ammonium bicarbonate buffer at 37 °C for 16 h. The sample was then treated with 1 M DTT (GE Healthcare) at RT for 1 h, followed by alkylation with 1 M iodoacetamide (Sigma-Aldrich) for 1 h. For sequencing, the protein samples were loaded onto a ZORBAX 300SB-C18 column (3.5 μm, 1.0 mm i.d. × 150 mm, Agilent). The column was placed in-line with an UltiMate 3000 system (Dionex, USA) and a splitter system was used to achieve a flow rate of 100 μl min^−1^. Analytes were eluted with a mobile phase consisting of water: formic acid (100:0.2 v/v) (phase A) and acetonitrile: formic acid (100:0.2 v/v) (phase B) in gradient elution mode for 77 min. Eluted peptides were directly electrosprayed into and MicroQ-TOF III mass spectrometer (Bruker Daltonics, 255748, Germany) by applying 4.5 kV of capillary voltage and a normalized collision energy of 7 eV. The peptides were verified with BioTools 3.2 SR5 (Bruker Daltonics).

### Peptide and antibodies generation

Polyclonal and monoclonal anti-acetyl COX2 S565 antibodies were generated using the COX2 peptide including acetylated S565 residue to immunize rabbits and mice (Genscrpit). Double affinity purification was performed using native and acetylated peptides sequentially using Sulfolink columns (Thermo Fisher Scientific).

### Biosynthesis and lipid mediators metabololipidomics

Lipid mediators metabololipidomics were performed according to previously described procedures with minor modifications^4,30^. To confirm the biosynthesis of lipid mediators by recombinant COX2 treated with N-AS or aspirin, 10 U of human recombinant COX2 (Cayman, 60122) was incubated in the presence of 500 μM aspirin (Sigma-Aldrich, A5376) or N-AS (Sigma-Aldrich, 01912) at 37 °C for 30 min. The enzyme was filtered with a Microcon column (Millipore) to remove unreacted aspirin or N-AS and was then resuspended in 0.1 M Tris-HCl (pH 8.0). Next, 500 μM phenol (Sigma-Aldrich) and 1 μM hematin-porcine (Sigma-Aldrich) were added immediately before incubation with 100 μM AA, EPA or DHA (Cayman) at 37 °C for 2 h, respectively. The mixtures were incubated with 30 U of human 5-LOX (Cayman, 60402) containing 2 mM CaCl_2_ (Sigma-Aldrich), 1 mM ATP (Amresco) and 5 μM 13-HpODE (Cayman) as activators. Also, to validate the importance of residue S565 for N-AS-acetylation of COX2 and production of SPMs, 10 U of the COX2 S565A mutant was used in the above-described method. In addition, to confirm SPM generation in neurons and microglia, these cells were treated with Aβ and sonicated in neuronal and glial culture medium. The supernatants were supplemented with acetyl-CoA (100 μM, Sigma-Aldrich, A2056), SphK1 (20 ng, Cayman, 10348), or sphingosine (1 μM, Sigma-Aldrich, S7049), and incubated at 37 °C for 2 h. To evaluate the relationship of N-AS and SPM production in microglia, microglia were isolated from WT, APP/PS1, and APP/PS1 treated with N-AS mice at 9 months of age. The microglia were sonicated and resuspended in microglial culture medium. The supernatants were incubated with 100 μM AA, EPA, and DHA (Cayman) at 37 °C for 2 h. A 50 μl aliquot of the mixture from each cell lysate was added to a 250 μl aliquot of 1 ng ml^−1^ of 15S-LXA_4_-d5 (internal standard, Cayman) methanol solution. After vortexing for 10 min and centrifuging at 15,974×*g* for 5 min, the supernatant was subjected to the analysis of the lipid mediators using an Agilent 6470 Triple Quad LC-MS/MS system (Agilent) coupled to an Agilent 1290 HPLC system. Chromatographic separation was achieved using a Synergi Polar RP (4 μm, 2.0 mm i.d. × 150 mm, Phenomenex). Analytes were eluted with a mobile phase consisting of water: formic acid (100:0.1 v/v) (phase A) and methanol: formic acid (100:0.1 v/v) (phase B) in gradient elution mode for 23 min a flow rate of 0.2 ml min^−1^. The elution gradient was as follows: from 0 to 0.1 min the content of phase A was 37% and the content of phase A was decreased to 10% and maintained for 5.5 min. The content of phase A was increased back to 37% at 6.0 min and maintained for 23 min. Quantification was carried out using MRM in negative ionization mode and collision energy of 10–15 eV. The mass transition from Q1 to Q3 is shown in Supplementary Table 2. In this study, the peak areas for all components were automatically integrated using MassHunter B 06.00.

### Cell culture

To confirm the generation and roles of N-AS in neurons, cells from E18 C57BL/6 mice were prepared as previously described^11^. Cortices were dissected and then dissociated followed by incubation in papain (Worthington) at 37 °C for 15 min. Neurons were plated on poly-l-lysine-coated coverslips with neuronal culture medium, serum-free Neurobasal medium (Gibco) containing 2% B27 supplements (Gibco), 1 mM Glutamax supplement (Gibco), and 100 U ml^−1^ streptomycin/ 100 U ml^−1^ penicillin (Gibco) at 37 °C in a humidified atmosphere of 5% CO_2_. Aβ 1–42 (10 μM, 24 h, Invitrogen, 03112) was exposed to neurons and the cells were analyzed for the generation and roles of N-AS. Primary astrocyte cultures were prepared from C57BL/6 mice as described previously^11^. In brief, after removal of the meninges, postnatal day 7 (P7) mouse brain tissues were minced and incubated in a rocking water bath at 37 °C for 30 min in the presence of 0.25% trypsin-EDTA (Sigma-Aldrich). Enzyme-digested dissociated cells were triturated with astrocyte-specific medium (DMEM/F12 containing 10% FBS and 1% penicillin-streptomycin) and centrifuged at 155×*g* for 8 min. The pellet was resuspended in astrocyte-specific medium and passed through a 40-μm cell strainer. The filtrate was allowed pre-adherence for 30 min to remove any contamination from fibroblasts before being seeded in dishes and the addition of astrocyte-specific medium. To split the cells, Ara-C was added to the dishes and they were then placed in a heated shaker for 6–7 h. The medium was removed from the dishes, and trypsin-EDTA was added to the dish and incubated at 37 °C for 5–10 min. After centrifugation at 155×*g* for 8 min, the supernatant was removed, and the astrocytes were maintained in culture by feeding every 1–2 weeks with astrocyte-specific medium. Primary microglia cultures were prepared from C57BL/6 mice as described previously^11^. In brief, the cortices of 2-months-old mice were minced in Hibernate A (Gibco)/B27 supplements (Gibco) medium and dissociated using papain (Worthington) solution. After tissue trituration, cells were separated by Optiprep (Sigma-Aldrich) density gradient centrifugation. Microglia were plated with microglia-specific medium (DMEM/F12 containing 10% FBS and 1% penicillin-streptomycin). The immortalized human microglia (Applied Biologics Materials, T0251) were cultured in PriGrow III (Applied Biologics Materials, TM003) (supplemented with 10% FBS and 1% penicillin-streptomycin) at 37 °C in a humidified atmosphere of 5% CO_2_. In order to assess the clinical importance of N-AS in AD microglia, Aβ 1–42 (50 μM, 24 h, Invitrogen, 03112) was exposed to human microglia before treated with zileuton (50 μM, 24 h, Sigma-Aldrich, Z4277). The human microglia treated with Aβ 1–42 and/or zileuton was incubated with N-AS (2.5 μM, 2 h, Sigma-Aldrich, 01912), and were analyzed for the generation and roles of N-AS.

### Cell isolation

Adult neurons and microglia were isolated from the mice brain as previously described^11^. In brief, the cortex of WT (1, 3, 5, or 9-months-old), APP/PS1 (1, 3, 5, or 9-months-old), APP/PS1 treated with N-AS (9-months-old) or APP/PS1 treated with aspirin (9-months-old) mice were minced in Hibernate A (Gibco)/B27 (Invitrogen) medium and dissociated using papain (Worthington) solution. After tissue trituration, cells were separated by Optiprep (Sigma-Aldrich) density gradient centrifugation. The purity of the fractionated neurons and microglia were acutely confirmed by neuronal (NeuN, mouse, 1:200, Millipore, MAB377) and microglial (Iba1, rabbit, 1:1000, Wako, 019-19941) markers and the isolated neurons and microglia were acutely analyzed for the acetylation assay and lipid mediators metabololipidomics.

### Histological analysis

Thioflavin S (Sigma-Aldrich) staining was carried out according to previously described procedures^31^. We used 6E10 (mouse, 1:100, Signet, SIG39300), anti-20G10 (mouse, 1:1000, provided by D. R. Howlett, GlaxoSmithKline, Harlow, Essex, UK) for Aβ42, anti-G30 (rabbit, 1:1000, provided by D. R. Howlett) for Aβ40, SMA (mouse, 1:400, Sigma-Aldrich, A2547), AT8 (mouse, 1:500, Thermo Fisher Scientific, MN1020), Caspase-3 (mouse, 1:200, Novus Biologicals, NB100-56708), ac-S565 (rabbit, 1:100), COX2 (mouse, 1:250, Thermo Fisher Scientific, 35-8200), Iba1 (rabbit, 1:500, Wako, 019-19941 and goat, Abcam, ab5076), NeuN (mouse, 1:500, Millipore, MAB177), GFAP (rabbit, 1:500, Dako, N1506 and chicken, 1:500, Abcam, ab4674), and Lamp1 (mouse, 1:200, Abcam, ab24170). The sections were analyzed with a laser-scanning confocal microscope (FV3000; Olympus) or with a BX51 microscope (Olympus). MetaMorph software (Molecular Devices) was used to quantification. Three-dimensional reconstruction of microglia was recorded and analyzed using IMARIS software (Bitplane)^11^. For the analysis of age-dependent microglial COX2^+^ CX3CR1^+^ cells in WT and APP/PS1 mice, COX2 (rabbit, 1:100, Abcam, ab15191) and CX3CR1 (mouse, 1:100, BioLegend, 149008) antibody were used and the images were acquired on Alexa 488 and APC Channel with performed using Operetta CLS and Analysis Software 4.5 (Perkin-Elmer).

### Western blotting

Samples were lysed in RIPA buffer (Cell signaling Technologies), then subjected to SDS-PAGE and transferred to a nitrocellulose membrane. Membranes were blocked with 5% milk, incubated with primary antibody and then incubated with the appropriate horseradish peroxidase-conjugated secondary antibody^31^. Primary antibodies to the following proteins were used: ac-S565 (rabbit, 1:500 and mouse, 1:500), COX2 (rabbit, 1:1,000, Abcam, ab15191), Synaptophysin (rabbit, 1:2000, Abcam, ab32127), MAP2 (chicken, 1:10,000, Abcam, ab5392), Synapsin 1 (rabbit, 1:1000, Synaptic systems, 106 103), PSD65 (mouse, 1:1000, Millipore, MAB1596), and β-actin (mouse, 1:1,000, Santa Cruz, SC-47778). We performed densitometric quantification using the ImageJ software (National Institutes of Health). Images have been cropped for presentation.

### Lipid extraction and sphingosine quantification

To quantify the sphingosine levels, the dried lipid extract was resuspended in 0.2% Igepal CA-630. Four microliters of the lipid extracts was added into 20 μl of NDA derivatization reaction mixture (25 mM borate buffer, pH 9.0, containing 2.5 mM each of NDA and NaCN). The reaction mixture was diluted 1:3 with ethanol, incubated at 50 °C for 10 min and centrifuged at 15,493×*g* for 5 min. A 30 μl aliquot of the supernatant was then transferred to a sampling glass vial and 5 μl was applied onto a UPLC system for analysis. The fluorescent sphingosine was monitored using a model 474 scanning fluorescence detector (Waters). Quantification of the sphingosine was calculated from sphingosine calibration curves using the Waters Millennium software.

### ELISA

For measurement of acetyl-CoA in neurons and microglia, we used commercially available ELISA kits (Abcam, ab87546) according to the manufacturer’s instructions. For measurement of Aβ40 and Aβ42, we used commercially available ELISA kits (Invitrogen, KHB3481, and KHB3441). Cortex of mice was homogenized in buffer containing 0.02 M guanidine. ELISA was then performed for Aβ40 and Aβ42 according to the manufacturer’s instructions.

### Microsomal stability

An N-AS stock solution (10 mM dissolved in methanol) was diluted with methanol to make a concentration of 100 μM. A 10 μl aliquot of this solution was then diluted using 90 μl of 100 mM potassium phosphate buffer (pH 7.4). 10 μl of this N-AS solution was incubated at 37 °C with human or mouse liver microsomes (80 μl of 0.625 mg protein ml^−1^ phosphate buffer) for 10 min before adding of 10 μl of an NADPH regenerating system to start the reaction. Reactions were stopped at 0, 15, 30, 60, and 90 min time-points by the addition of 200 μl cold acetonitrile (containing propranolol as internal standard at 20 ng ml^−1^) and centrifuged at 17,968×*g* for 10 min. A 2 μl aliquot of the supernatant was injected into the LC-MS/MS system. The ratio of peak area of test compound/internal standard was used to determine the % remaining of N-AS over time. The half-life (T1/2) and % compound remaining after 30 min were then calculated.

### Cytochrome P450 inhibition

N-AS stock solution (10 mM dissolved in methanol) was serially diluted with methanol to make concentrations of 100, 250, 500, 2500, and 10,000 μM. A 10 μl aliquot of this solution was then diluted using 90 μl of 100 mM potassium phosphate buffer (pH 7.4). Probe substrate cocktail solutions for seven major cytochrome P450 isozymes (phenacetin (100 μM for 1A2), bupropion (50 μM for 2B6), diclofenac (20 μM for 2C9), mephenytoin (100 μM for 2C19), dextromethorphan (5 μM for 2D6), chlorzoxazone (50 μM for 2E1), and midazolam (5 μM for 3A4)) were prepared with phosphate buffer. A 10 μl aliquot of N-AS solution and a 10 μl aliquot of each probe substrate cocktail solution was incubated at 37 °C with human liver microsomes (80 μl of 0.625 mg protein ml^−1^ phosphate buffer) for 10 min before the addition of 10 μl of the NADPH regenerating system to start the reaction. Reactions were stopped at 15 min by the addition of 200 μl cold acetonitrile (containing propranolol as internal standard at 20 ng ml^−1^) and centrifuged at 17,968×*g* for 10 min. A 2 μl aliquot of the supernatant was injected into the LC-MS/MS system. The ratio of peak area of test compound /internal standard was used to determine the % metabolic activity of probe substrate according to the concentrations of N-AS added.

### PK and brain distribution of N-AS

C57BL/6 mice were administered N-AS (Sigma-Aldrich, 01912) at doses of 1 mg kg^−1^ (i.v.) or 10 mg kg^−1^ (p.o.). Venous blood samples were collected at 5, 15, and 30 min, and 1, 2, 4, 8, and 24 h postdose. A 30 μl of plasma was separated from whole blood by centrifugation and stored at −80 °C until analysis. Also, brain samples were collected at 1, 2, 4, and 24 h postdose and heart, liver, and kidney samples were collected at 24 h postdose, thoroughly rinsed with physiological saline and weighed. Twenty percentage of tissue homogenates were prepared by homogenizing the tissue samples with four volumes of saline. A 30 μl aliquot of plasma or a 50 μl aliquot of tissue homogenates were deproteinized by addition of 200 μl cold methanol (containing naringenin as internal standard at 20 ng ml^−1^) and centrifuged at 15,974×*g* for 10 min. A 10 μl aliquot of the supernatant was injected into Agilent 6470 LC-MS/MS system. Separation was performed on a Synergy Polar RP column (4 μm particle size, 2.0 mm ×150 mm, Phenomenex) using a mobile phase that consisted of methanol and water (85:15, v/v) with 0.1% formic acid at a flow rate of 0.2 ml min^−1^. Quantification was carried out using multiple reaction monitoring (MRM) at *m*/*z* 340.3→263.3 for N-AS and *m/z* 271.1→151.3 for naringenin (internal standard) in negative ionization mode and collision energy of 20 eV. *p*, and relative oral BA values were calculated as follows: BA% = AUC_p.o._ normalized by p.o. dose/AUC_i.v._ normalized by i.v. dose × 100.

### Mice

Transgenic mouse lines over-expressing the hAPP695swe (APP) and presenilin-1M146V (PS1) mutations were originated from GlaxoSmithKline (Harlow, UK)^32^ and maintained as described previously^31^. We purchased 5×FAD mice from Jackson Labs (Stock number. 34840-JAX). Because APP/PS1 and 5xFAD mice show sex differences in disease progression, we used only male mice. To examine possible therapeutic effect of N-AS and aspirin in APP/PS1 mice, the N-AS (30 mg kg^−1^, Sigma-Aldrich, 01912) was injected daily s.c. for 8 weeks to 7-months-old APP/PS1 mice until the age of 9 months, and aspirin (2 mg kg^−1^, Sigma-Aldrich, A5376)^33^ was administrated orally to 7-months-old APP/PS1 mice for 8 weeks. Also, to confirm possible therapeutic efficacy of N-AS in 5×FAD, the N-AS (30 mg kg^−1^, Sigma-Aldrich, 01912) was injected daily s.c. for 4 weeks to 3-months-old 5×FAD mice until the age of 4 months. Block randomization method was used to allocate the animals to experimental groups. To eliminate the bias, we were blinded in experimental progress such as data collection and data analysis. Mice were housed at temperature of 22 °C and a 12 h day/12 h night cycle with free access to tap water and food pellets. All protocols were approved by the Kyungpook National University Institutional Animal Care and Use Committee.

### Flow cytometry

Brain microglia polarity and immune cells in brain and blood were analyzed by flow cytometry. Cells from WT, APP/PS1, and APP/PS1 treated with N-AS mice brain were prepared as previously described with minor modifications^34^. Brains of WT, APP/PS1, and APP/PS1 treated with N-AS mice were dissected and immediately transferred in ice-cold HBSS (Gibco). After gentle mincing, the brain was digested in a HBSS solution containing collagenase P (0.2 mg ml^−1^, Roche), dispase II (0.8 mg ml^−1^, Roche), DNase I (0.01 mg ml^−1^, Roche), and collagenase A (0.3 mg ml^−1^, Roche) at 37 °C for 1 h under gentle rocking. Digestion was stopped by adding FBS (Gibco) on ice. The supernatants were centrifuged at 250×*g* for 10 min at 4 °C. The pellet was resuspended in 25% BSA (Gibco)/PBS (Gibco) for myelin removal. Following a centrifugation step at 3000×*g* for 30 min at 4 °C, the myelin containing supernatant was discarded. The cell pellets were then resuspended in 1 ml of HBSS and filtered through a 40 μm mesh, followed by a washing step in HBSS. The cell pellets were resuspended in 1 ml of red blood cell lysis buffer (BD Biosciences) and incubated at RT for 10 min for lysis of erythrocytes. Subsequently, 2 ml of MACs buffer (Miltenyl Biotec, 130-091-222) was added and centrifuged at 250×*g* for 10 min at 4 °C. Cells from WT, APP/PS1, and APP/PS1 treated with N-AS mice blood were prepared as previously described with minor modifications^35^. Blood was collected in sodium-heparin tube (BD, 367871) by cardiac puncture. Red blood cells were lysed once at 4 °C for 10 min in 0.15 M NH_4_Cl (STEMCELL Technologies), washed once with PBS (Gibco), and counted using cell counter (Logos biosystems). The cells were stained with the following antibodies for brain microglia polarity^36,37^, macrophage subsets^34,38^, monocytes^38,39^, neutrophils^38,40^, T cells^41^, and B cells^42^: mouse anti-CD45 PerCp Cy5.5 (550994; BD Bioscience), mouse anti-CD11b PE (557397; BD Bioscience), mouse anti-CD86 PE-Cy7 (560582; BD Bioscience), mouse anti-CD206 APC (141707; Bio legend), mouse anti-CD45 APC-Cy7 (557659; BD Bioscience), mouse anti-Gr-1 FITC (553126; BD Bioscience), mouse anti-MHCII PE (557000; BD Bioscience), mouse anti-F4/80 APC (14-4801-82, Thermo Fisher Scientific), mouse anti-CD206 PE-Cy7 (25-2061-82; Thermo Fisher Scientific), mouse anti-Ly6C FITC (553104; BD Bioscience), mouse anti-Ly6G APC-Cy7 (557661; BD Bioscience), mouse anti-CD11b APC (553312; BD Bioscience), mouse anti-CD115 PE (12-1152-82; Thermo Fisher Scientific), mouse anti-CD4 FITC (553047; BD Bioscience), mouse anti-B220 PE (50-0452; Tonbo Bioscience), mouse anti-lineage biotin (130-090-858, Miltenyl Biotec), and anti-biotin streptavidin PB (S11222; Invitrogen). After an incubation period of 30 min at 4 °C, fluorescence data were acquired on a BD FACSAriaIII flow cytometer (BD) using Diva software (BD) and further analyzed using FlowJo analytical software (Tree Star, Inc.).

### RNAseq

Total RNA was isolated in microglia derived from WT, APP/PS1, and APP/PS1 mice treated with N-AS using Trizol reagent (Invitrogen). RNA quality was assessed by Agilent 2100 bioanalyzer using the RNA 6000 Nano Chip (Agilent Technologies, Amstelveen, The Netherlands), and RNA quantification was performed using ND-2000 Spectrophotometer (Thermo Inc., DE, USA). To prepare and sequence libraries, libraries were prepared from 1 μg of total RNA using the SMARTer Stranded RNA-Seq Kit (Clontech Laboratories, Inc., USA). rRNA was removed using RIBO COP rRNA depletion kit (LEXOGEN, Inc., Austria). The rRNA depleted RNAs were used for the cDNA synthesis and shearing, following manufacture’s instruction. Indexing was performed using the Illumina indexes 1–12. The enrichment step was carried out using of PCR. Subsequently, libraries were checked using the Agilent 2100 bioanalyzer (DNA High Sensitivity Kit) to evaluate the mean fragment size. Quantification was performed using the library quantification kit using a StepOne Real-Time PCR System (Life Technologies, Inc., USA). High-throughput sequencing was performed as paired-end 100 sequencing using HiSeq 2500 (Illumina, Inc., USA). Then, total RNA-Seq reads were mapped using TopHat software tool in order to obtain bam file (alignment file). Read counts mapped on transcripts region were extracted from the alignment file using bedtools and Bioconductor that uses R statistical programming language. The alignment file also was used for assembling transcripts, estimating their abundances and detecting differential expression of genes, linc RNAs or isoforms. And we used the FPKM (fragments per kilobase of exon per million fragments) as the method of determining the expression level of the gene regions. Quantile normalization method was used for comparison between samples. Functional gene classification was performed by DAVID (http://david.abcc.ncifcrf.gov/).

### Phagocytosis assay

The phagocytic activity of adult microglia in the cortex of live brain slices was analyzed as following protocol^11^. Brains from WT, APP/PS1, and APP/PS1 mice treated with N-AS were washed in carbogen-saturated (95% O_2_ and 5% CO_2_) artificial cerebrospinal fluid (ACSF) containing (in mM): NaCl 126; KCl 2.5; MgSO_4_ 1.3; CaCl_2_ 2.5; NaH_2_PO_4_ 1.25; NaHCO_3_ 26; and D-glucose 10; pH 7.4 (all from Sigma-Aldrich). Coronal slices (130 µm) were prepared using a vibratome (Leica Biosystems) at 4 °C and allowed to rest in ACSF buffer at RT for 1 h before incubation with fluorescent carboxylated microspheres (1 µm diameter, FluoSpheres, Invitrogen, 1:2000) in PBS (Gibco) containing 4.5 g l^−1^ d-glucose (Sigma-Aldrich) at 37 °C for 1 h. The slices were washed and fixed with 4% PFA. To visualize microglia, slices were permeabilized (2% Triton-X100, 2% BSA and 10% normal goat serum in PBS) and incubated with Iba1 (rabbit, 1:500, Wako), followed by donkey anti-rabbit Alexa 594 (1:1000, Invitrogen). The sections were analyzed with a laser-scanning confocal microscope (FV3000; Olympus). MetaMorph software (Molecular Devices) was used to quantification.

### RNA isolation and real-time PCR analysis

For total RNA extraction from the microglia derived from WT, APP/PS1, APP/PS1 mice treated with N-AS, and APP/PS1 mice treated with aspirin, the cells were isolated from the cortex of WT, APP/PS1, APP/PS1 mice treated with N-AS, or aspirin using the methods described above. Total RNA was isolated using the kit components according to the manufacturer’s instructions (RNeasy mini kit, 74134, QIAGEN). cDNA was synthesized from 5 μg of total RNA using a commercially available kit (Takara). Quantitative real-time PCR was performed using a Corbett research RG-6000 real-time PCR instrument. Primers are described in Supplementary Table 5.

### Behavioral studies

We performed behavioral studies to assess spatial learning and memory in the Morris water maze as previously described^11,31^. Animals were given four trials per day for 10 days to learn the task. At day 11, animals were given a probe trial in which the platform was removed. Fear conditioning was conducted by previously described techniques^32^. On the conditioning day, mice were individually placed into the conditioning chamber. After a 60 s exploratory period, a tone (10 kHz, 70 dB) was delivered for 10 s; this served as the conditioned stimulus (CS). The CS co-terminated with the unconditioned stimulus (US), a scrambled electrical footshock (0.3 mA, 1 s). The CS-US pairing was delivered twice at a 20 s intertrial interval. On day 2, each mouse was placed in the fear-conditioning chamber containing the same exact context, but with no administration of a CS or foot shock. Freezing was analyzed for 5 min. On day 3, a mouse was placed in a test chamber that was different from the conditioning chamber. After a 60 s exploratory period, the tone was presented for 60 s without the footshock. The rate of freezing response of mice was used to measure the fear memory. The open field test was used for locomotion and anxious behaviors as previously described^11^. The open field box consisted of a square box. Each animal was placed in the box for 10 min. Overall activity in the box was measured, and the amount of time and distance traveled in the center arena was noted. After each trial, the test chambers were cleaned with a damp towel and distilled water followed by 70% alcohol. The light-dark test was used for assessing the anxiety-like behavior as previously described^43^. One chamber was brightly illuminated, whereas the other chamber was dark. Mice were placed into the dark chamber and allowed to move freely between the two chambers with the door open for 10 min. The total number of transitions, latency to first enter the light chamber, distance traveled, and time spent in each chamber were recorded.

### Live-cell phagocytosis assay

Live-cell phagocytosis assays were performed according to previously described procedures with minor modifications^44^. Briefly, in a glass bottom cell culture dish (SPL, 101350), adult SV40 immortalized human microglia cells (Applied Biologics Materials, T0251) were seeded for phagocytosis assay. The seeded cells were incubated with 0 or 50 μM Aβ (Invitrogen, 03112) at 37 °C for 24 h, before treated with 0 or 50 μM zileuton (Sigma-Aldrich, Z4277) at 37 °C for 24 h. After incubation, the microglia were treated with 0 or 2.5 μM N-AS (Sigma-Aldrich, 01912) at 37 °C for 2 h. FITC beads (Invitrogen) preopsonized in FBS (Gibco) were added at a concentration at 0.01% and then immediately observed using a laser scanning confocal microscope equipped with a live cell chamber system (FV3000, Olympus) for 2 h. Confocal images were collected every 5 min for 2 h and analyzed using the ImageJ software (National Institutes of Health).

### Statistical analysis

Sample sizes were determined by G-Power software (with *α* = 0.05 and power of 0.8). In general, statistical methods were not used to re-calculate or predetermine sample sizes. Variance was similar within comparable experimental groups. Experimenters were blinded to the identity of experimental groups until the end of data collection and analysis for at least one of the independent experiments. Comparisons between two groups were performed with Student’s *t*-test. In cases where more than two groups were compared to each other, a one way analysis of variance (ANOVA) was used, followed by Tukey’s HSD test. All statistical analyses were performed using SPSS statistical software and GraphPad Prism 7.0 software. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001 were considered to be significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

Reporting Summary

## Data Availability

The datasets generated and/or analyzed during the current study are also available from the corresponding authors upon reasonable request. The source data underlying Figs. 1a, b, 1h, 2c, 3a–i, 4b–e, 5a–g, 6a–p and Supplementary Figs. 1i, 3g, 4b–d, 4g, 5a–i, 6a–d, 6f, 7a–h, 7j–m, 7o–q, and 8b–i are provided as a Source Data file. RNAseq data is deposited in the GEO database (GSE146133) https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146133.

## Source Data

Source Data

# Supplementary material for: N-AS-triggered SPMs are direct regulators of microglia in a model of Alzheimer’s disease
**Source:** Nat Commun. 2020 May 12;11:2358. doi: 10.1038/s41467-020-16080-4
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **N-AS-triggered SPMs are direct regulators of microglia in a model of Alzheimer disease**

Ju Youn Lee,<sup>1,2,3,10</sup> Seung Hoon Han,<sup>1,2,3,10</sup> Min Hee Park,<sup>1,2,3</sup> Im-Sook Song,<sup>4</sup> Min-Koo Choi,<sup>5</sup> Eunsoo Yu,<sup>6</sup> Cheol-Min Park,<sup>6</sup> Hee-Jin Kim,<sup>7</sup> Seung Hyun Kim,<sup>7</sup> Edward H. Schuchman,<sup>8</sup> Hee Kyung Jin,<sup>1,9,\*</sup> Jae-sung Bae<sup>1,2,3,\*</sup>

## **Supplementary discussion**

### **Acetyl-CoA interacts with the ATP binding pocket of SphK1**

In order to gain insights into the mechanism of the acetyltransferase activity of SphK1, we began by building a model of acetyl-CoA bound to SphK1 based on the crystal structure of the SphK1-ATP complex<sup>1,2</sup>. Docking simulation suggested that acetyl-CoA occupies an extended cleft between the N-terminal and C-terminal domains, which is also known as the nucleotide binding site of SphK1<sup>1,2</sup> (Supplementary Fig. 1a). Detailed analysis further suggested that acetyl-CoA was held in place by several key interactions involving arginine residues in the active site, in particular arginine 56 (R56) and arginine 57 (R57), via interaction of the adenine moiety by hydrophobic interaction and hydrogen bonding, respectively. Furthermore, there were extended interactions of the tail portion of acetyl-CoA with the protein through the hydrogen bonding of the  $\alpha$ -phosphate and pantothenic amide moiety with arginine 24 (R24) and arginine 185 (R185), respectively, along with a magnesium ion bridging the two groups of acetyl-CoA, the homoalanine carbonyl and thioester groups, providing tight substrate binding (Supplementary Fig. 1b, c). These binding interactions identified in our model turn out to be consistent with those in the crystal structure of the SphK1-ATP complex, suggesting that acetyl-CoA might be compatible with the ATP binding pocket of SphK1 (Supplementary Fig. 1d).

To further investigate the competitive relationship of acetyl-CoA and ATP in the SphK1 binding site, we examined S1P production by SphK1 in the presence of acetyl-CoA. Acetyl-CoA inhibited S1P formation in a concentration dependent fashion (Supplementary Fig. 1e). We also conversely assessed whether ATP inhibited acetyl-CoA binding to SphK1. Incorporation of acetyl-CoA into SphK1 was decreased with increasing concentrations of ATP, yielding  $K_M$  values of 24.51, 35.21, and 39.01  $\mu\text{M}$  at 10, 100, and 1000  $\mu\text{M}$  ATP, respectively. The  $K_{\text{cat}}$  and enzymatic efficiency ( $K_{\text{cat}}/K_M$ ) were also decreased in a concentration dependent manner by ATP, indicating that acetyl-CoA binding to SphK1 was inhibited by ATP (Supplementary Fig. 1f). Moreover, to test for the importance of residues R56, R57, R24, and R185 in the putative acetyl-CoA binding pocket of SphK1, the residues were mutated into alanine residues, R56A, R57A, R24A, and R185A, respectively. All mutants, especially R56A, have higher  $K_M$  values and reduced enzymatic efficiency compared with the control (Supplementary Fig. 1g). Overall, these results suggested that acetyl-CoA and ATP had likely occupied the same site in SphK1, and that residues R56, R57, R24, and R185 played critical roles in the acetyl-CoA binding pocket of SphK1.

Previously, our studies had revealed that acetyl-CoA bound to SphK1 with sphingosine, which led to COX2 acetylation<sup>3</sup>. To further investigate the mechanism of

SphK1-mediated COX2 acetylation, we incubated COX2 with SphK1, sphingosine, and [ $^{14}\text{C}$ ] acetyl-CoA in the presence of ATP as a competitor of acetyl-CoA, and then COX2 acetylation was analyzed. The results showed that SphK1-mediated COX2 acetylation was inhibited in a concentration dependent manner by ATP (Supplementary Fig. 1h). Moreover, COX2 acetylation was also significantly decreased in mutants of the acetyl-CoA binding pocket within SphK1 (Supplementary Fig. 1i). These results demonstrated that acetyl-CoA binding to SphK1 is important for SphK1-mediated COX2 acetylation.

### **N-AS is generated via acetyl-CoA and sphingosine binding to SphK1**

As described above, both acetyl-CoA and sphingosine were required for SphK1-mediated COX2 acetylation, suggesting that sphingosine may participate in this catalytic reaction<sup>3</sup>. To examine the role of sphingosine and acetyl-CoA in SphK1-mediated COX2 acetylation, we performed a docking simulation on the ternary complex of acetyl-CoA, sphingosine, and SphK1. As shown in Supplementary Fig. 2a, the docked model predicted close proximity between sphingosine and the acetyl group of acetyl-CoA, facilitating facile acetyl transfer reaction in SphK1. This docking simulation also suggested the ability of SphK1 to promote transfer of the acetyl group of acetyl-CoA to sphingosine, and the possible existence of three potential isomers of acetylated sphingosine, 1-O-AS,

3-O-AS or N-AS, for the acetyl transfer to COX2. To shed further light on the identity of the isomer responsible for the acetyl transfer to COX2, we examined the stability of each isomer under physiological conditions. We observed rapid isomerization of both 1- and 3-O-AS to N-AS in less than 10 min when incubated in phosphate buffer, pH 7.4 (Supplementary Fig. 2b). This strongly suggested that the species that acetylates COX2 is N-AS, even though we cannot completely rule out the remote possibility of the transient formation of O-AS in the active site of SphK1 followed by rapid isomerization to N-AS before binding to the COX2 active site.

Although N-AS is also known as C2-ceramide and its treatment exerts anti-tumor effects by inducing programmed apoptosis and necrosis in cancer cells<sup>4,5</sup>, the biosynthetic pathway of N-AS have not been identified. To investigate whether N-AS, an intermediate candidate for COX2 acetylation, was produced by acetyl-CoA and sphingosine in SphK1, purified SphK1 was incubated with acetyl-CoA and sphingosine. N-AS was synthesized by this reaction, further suggesting that N-AS might be the intermediate for SphK1-mediated COX2 acetylation (Supplementary Fig. 2c). Mechanistically, we propose that the acetylation of sphingosine occurs via general base catalysis, in which the ammonium group of sphingosine held in place by the phenylalanine 192 (F192) cation- $\pi$  interaction in the SphK1 active site was turned into a

nucleophilic amine via deprotonation by aspartic acid 178 (D178), resulting in the acetyl group transfer from acetyl-CoA (Supplementary Fig. 2d). To corroborate the role of D178 and F192 in catalysis, we generated alanine substitution mutants for D178 and F192, and followed the formation of N-AS. Although wild type (WT) SphK1 produced more N-AS with increasing concentrations of acetyl-CoA, the D178A and F192A mutants produced less N-AS compared with control, indicating that D178 and F192 played a critical role in the acetyl transfer step (Supplementary Fig. 2e). Taking all of these data together, we identified the generation of N-AS by SphK1 via its interaction with acetyl-CoA and sphingosine. We also established D178 and F192 as catalytically critical residues for the production of N-AS, and found that N-AS is an intermediate for SphK1-mediated COX2 acetylation.

### **Pharmacokinetic properties of N-AS**

Before investigating the relationship between N-AS generation and pathogenesis in an AD mouse model, we first examined the PK profile of N-AS ADME (absorption, distribution, metabolism and excretion) using in vitro assays, and found that about 50-60 % of the compound remained after incubation for 30 min with human liver microsomes (Supplementary Fig. 3a). The drug-drug interaction potential of N-AS also was tested.

Probe substrates for seven major cytochrome P450 isozymes (1A2, 2B6, 2C9, 2C19, 2D6, 2E1, and 3A4) were incubated with various concentrations of N-AS (0-100  $\mu$ M) in the presence of the human liver microsomes. Inhibition of the seven major cytochrome P450 enzymes by N-AS was negligible; for example, more than 80 % of metabolic activity for these enzymes was retained in the presence of 100  $\mu$ M N-AS (Supplementary Fig. 3b). Next, a single-dose PK profile and tissue distribution of N-AS in C57BL/6 mice were determined after intravenous (i.v.) (1 mg kg<sup>-1</sup>) and oral (p.o.) (10 mg kg<sup>-1</sup>) administration of N-AS. The plasma and brain concentration-time curves and the PK parameters of N-AS after its administration are presented in Supplementary Fig. 3c-f. Although the bioavailability (BA) was low, N-AS was quickly distributed into the brain and the elimination half-life was slow compared with that of plasma. At 24 hours post administration, brain showed the highest concentration of N-AS, with little to no detectable amounts in the liver, kidney, and heart (Supplementary Fig. 3g). These results suggested that N-AS may have favorable therapeutic efficacy in brain disorders with chronic inflammation.

**N-AS generation is also reduced in A $\beta$ -treated human microglia**

In order to assess the clinical importance of N-AS in microglia, we induced an AD environment in human microglia using A $\beta$ , and checked the generation and roles of N-AS. N-AS generation was decreased in A $\beta$ -treated microglia compared with microglia without treatment, leading to reduced acetyl-S565 COX2 and SPM secretion. These were restored by acetyl-CoA treatment, suggesting that deficient acetyl-CoA induced by A $\beta$  led to reduced N-AS generation, leading to microglial dysfunction in the AD environment (Supplementary Fig. 6a-d). We also explored whether the observed effects of N-AS treatment in the mouse models were paralleled by similar alterations in human microglia. When N-AS was used to treat A $\beta$ -affected microglia, S565 acetylation of COX2 and SPM secretion were restored, leading to enhanced phagocytic capacity (Supplementary Fig. 6 and Supplementary Videos 1-6). Further, we checked whether N-AS-triggered SPMs directly mediate the effects seen after the administration of N-AS. To block SPM production, we used the 5-LOX inhibitor, zileuton<sup>6</sup>, in the presence of N-AS. When zileuton was incubated with N-AS in A $\beta$ -treated human microglia, no significant differences in N-AS-induced COX2 acetylation were observed compared with in N-AS and A $\beta$ -treated microglia without zileuton (Supplementary Fig. 6b, c). However, SPM secretion was significantly reduced with the treatment of zileuton, indicating that zileuton specifically inhibited SPM secretion, rather than affecting COX2 acetylation by N-AS

(Supplementary Fig. 6d and Supplementary Table 3). Interestingly, the inhibition of SPM secretion by zileuton in the presence of N-AS blocked the restoration of phagocytic capacity in A $\beta$ -treated microglia via N-AS, indicating that N-AS-triggered SPMs directly mediate the positive effects in microglia (Supplementary Fig. 6e, f). These results suggested N-AS-triggered SPMs were responsible for direct regulation of microglia including phagocytosis in a human AD environment, supporting the potential clinical effects in AD patients.

## Supplementary Table Legends

Supplementary Table 1. Comparison of product profiles for AA, EPA, and DHA incubated with huCOX2, aspirin-acetylated huCOX2, and N-AS-acetylated huCOX2.

|                          | Naïve       | Aspirin       | N-AS              |
|--------------------------|-------------|---------------|-------------------|
| Fatty Acids              | Product (%) |               |                   |
| AA bioactive metabolome  |             |               |                   |
| PGH <sub>2</sub>         | 75.5±0.40   | 72.3±0.68*    | 69.7±1.08***      |
| 11-HETE                  | 12.3±0.22   | 13.8±0.41     | 13.1±0.55         |
| 15-HETE                  | 7.8±0.22    | 9.5±0.22*     | 13.3±0.59****#### |
| 15R-LXA <sub>4</sub>     | 3.8±0.22    | 4.2±0.18      | 4.8±0.23*         |
| EPA bioactive metabolome |             |               |                   |
| 11-HEPE                  | 30.7±0.25   | 27.3±1.40*    | 26.8±0.41*        |
| 15-HEPE                  | 5.6±0.23    | 5.8±0.06      | 5.8±0.09          |
| 18-HEPE                  | 61.4±0.10   | 61.3±0.32     | 64.0±0.25****#### |
| RvE1                     | 2.1±0.11    | 3.1±0.25**    | 3.3±0.09***       |
| DHA bioactive metabolome |             |               |                   |
| 13-HDHA                  | 8.0±0.32    | 5.0±0.15****  | 3.6±0.09****      |
| 17-HDHA                  | 91.8±0.30   | 94.6±0.22**** | 95.8±0.19****##   |
| RvD1                     | 0.19±0.03   | 0.4±0.01*     | 0.53±0.09**       |
| RvD2                     | ND          | ND            | ND                |
| RvD3                     | ND          | ND            | ND                |

PGH<sub>2</sub> prostaglandin H<sub>2</sub>, PGE<sub>2</sub> prostaglandin E<sub>2</sub>, 11-HETE 11-hydroxy-5Z,8Z,12E,14Z-eicosatetraenoic acid, 15-HETE 15-hydroxy-5Z,8Z,11Z,13E-eicosatetraenoic acid, 11-HEPE 11-hydroxy-5Z,8Z,12E,14Z,17Z-eicosapentaenoic acid, 15-HEPE 15-hydroxy-5Z,8Z,11Z,13E,17Z-eicosapentaenoic acid, 18-HEPE 18-hydroxy-5Z,8Z,11Z,14Z,16E-eicosapentaenoic acid, 13-HDHA 13-hydroxy-4Z,7Z,10Z,14E,16Z,19Z-docosahexaenoic acid, 17-HDHA 17-hydroxy-4Z,7Z,10Z,13Z,15E,19Z-docosahexaenoic acid. n = 6 independent experiments per group. All data are expressed as mean±s.e.m. One-way analysis of variance, Tukey's post hoc test. \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001, \*\*\*\**P* < 0.0001 versus naïve. ##*P* < 0.01, ####*P* < 0.0001 versus aspirin.

Supplementary Table 2: Microglia lipid mediator (LM)-SPM profiles from WT, APP/PS1, and APP/PS1 treated with N-AS.

| Bioactive metabolome               | Q1    | Q3    | LM in mouse microglia (pg/1*10 <sup>6</sup> cell) |                  |                               |
|------------------------------------|-------|-------|---------------------------------------------------|------------------|-------------------------------|
|                                    |       |       | WT                                                | APP/PS1          | APP/PS1/N-AS                  |
| AA bioactive metabolome            |       |       |                                                   |                  |                               |
| AA                                 | 303.1 | 259.1 | 37989.3±2423.5                                    | 40437.6±2399.6   | 39563.5±824.8                 |
| PGH <sub>2</sub> /PGE <sub>2</sub> | 351   | 271   | 3305.4±575.3                                      | 3174.1±532.9     | 3862.0±266.4                  |
| TxB <sub>2</sub>                   | 369   | 169   | ND                                                | ND               | ND                            |
| 11-HETE                            | 319   | 167   | 7959.3±1223.2                                     | 6899.2±675.0     | 8870.6±557.1                  |
| LTB <sub>4</sub>                   | 335   | 195   | 838.8±168.3                                       | 719.4±51.5       | 876.5±71.9                    |
| 15-HETE                            | 319   | 219   | 32247.6±5423.3                                    | 21677.7±301.8*   | 33117.1±1929.6 <sup>#</sup>   |
| 15R-LXA <sub>4</sub>               | 351   | 115   | 4528.3±214.7                                      | 3116.4±28.9**    | 4378.2±241.8 <sup>##</sup>    |
| EPA bioactive metabolome           |       |       |                                                   |                  |                               |
| EPA                                | 301.1 | 257.1 | 341.3±8.4                                         | 380.1±24.9       | 406.6±21.1                    |
| PGE <sub>3</sub> /PGD <sub>3</sub> | 349   | 269   | 2050.3±292.4                                      | 1609.8±338.6     | 2590.3±243.8                  |
| TxB <sub>3</sub>                   | 367   | 169   | 1177.8±95.7                                       | 999.1±98.0       | 1209.9±70.0                   |
| 11-HEPE                            | 317   | 167   | 7175.8±506.4                                      | 6259.4±422.7     | 8016.0±190.1                  |
| 15-HEPE                            | 317   | 219   | 4871.9±317.7                                      | 4158.0±278.9     | 5286.6±214.8                  |
| 18-HEPE                            | 317   | 215   | 26502.7±530.4                                     | 18149.4±691.1*   | 31965.9±2934.1 <sup>##</sup>  |
| RvE1                               | 349   | 195   | 175.2±36.8                                        | 64.9±4.4*        | 151.8±16.3 <sup>#</sup>       |
| DHA bioactive metabolome           |       |       |                                                   |                  |                               |
| DHA                                | 327.2 | 283.1 | 32883.5±3044.1                                    | 33346.1±1826.4   | 37384.7±1351.7                |
| 13-HDHA                            | 343   | 193   | 6217.1±498.2                                      | 6164.8±489.6     | 6824.5±237.7                  |
| 17-HDHA                            | 343   | 281   | 70190±4619.2                                      | 38935.2±1481.9** | 86224.5±10404.3 <sup>##</sup> |
| RvD1                               | 375   | 141   | 116.0±19.1                                        | 61.3±6.9*        | 112.4±10.9 <sup>#</sup>       |
| RvD2                               | 375   | 277   | ND                                                | ND               | ND                            |
| RvD3                               | 375   | 147   | ND                                                | ND               | ND                            |

PGE<sub>2</sub> prostaglandin E2, LTB<sub>4</sub> leukotriene B4, TxB<sub>2</sub> thromboxane B2, 15R-LxA4 15R-lipoxin A4, PGE<sub>3</sub> prostaglandin E3, PGD<sub>3</sub> prostaglandin D3, TxB<sub>3</sub> thromboxane B3, RvE1 resolvin E1, RvD1 resolvin D1, RvD2 resolvin D2, RvD3 resolvin D3. Microglia were isolated from WT, APP/PS1 and APP/PS1 treated with N-AS (n = 6 mice per group). All data analysis was done at 9-mo-old mice. All data are expressed as mean±s.e.m. One-way analysis of variance, Tukey's post hoc test. \*P < 0.05, \*\*P < 0.01 versus WT. <sup>#</sup>P < 0.05, <sup>##</sup>P < 0.01 versus APP/PS1.

Supplementary Table 3: Human Microglia LM-SPM profiles from Control treated with N-AS, acetyl-CoA or Zil in presence of A $\beta$  50 $\mu$ M or not.

| Bioactive<br>metabolome            | LM in human microglia (ng/ml*10 <sup>6</sup> cell) |     |             |             |               |               |                           |                           |                          |
|------------------------------------|----------------------------------------------------|-----|-------------|-------------|---------------|---------------|---------------------------|---------------------------|--------------------------|
|                                    | Q1                                                 | Q3  | Control     | Control     | Control       | Aβ            | Aβ                        | Aβ                        | Aβ                       |
|                                    |                                                    |     |             | + N-AS      | + Zil         |               | + Acetyl-                 | + N-AS                    | + Zil                    |
|                                    |                                                    |     |             |             | + N-AS        |               | CoA                       | + N-AS                    | + N-AS                   |
| AA bioactive metabolome            |                                                    |     |             |             |               |               |                           |                           |                          |
| PGH <sub>2</sub> /PGE <sub>2</sub> | 351                                                | 271 | 116.5±1.1   | 105.8±1.1   | 79.5±0.9***** | 78.7±0.8**    | 103.1±1.0 <sup>##</sup>   | 95.7±0.9 <sup>##</sup>    | 76.0±1.0**€              |
| TxB <sub>2</sub>                   | 369                                                | 169 | ND          | ND          | ND            | ND            | ND                        | ND                        | ND                       |
| 11-HETE                            | 319                                                | 167 | 168.5±1.8   | 161.8±0.9   | 162.5±0.2     | 174.9±2.0     | 151.2±0.5                 | 148.4±1.9                 | 144.4±0.9                |
| LTB <sub>4</sub>                   | 335                                                | 195 | ND          | ND          | ND            | ND            | ND                        | ND                        | ND                       |
| 15-HETE                            | 319                                                | 219 | 647.1±7.0   | 625.5±6.8   | 610.2±4.4     | 564.3±4.4**   | 609.4±1.9 <sup>##</sup>   | 625.4±1.7 <sup>##</sup>   | 612.5±2.7 <sup>##</sup>  |
| 15R-LXA <sub>4</sub>               | 351                                                | 115 | 31.8±0.4    | 28.7±0.3    | 0.03±0.0***** | 0.03±0.0**    | 29.6±0.3 <sup>##</sup>    | 19.8±0.2 <sup>##</sup>    | 0.02±0.0***€€€           |
| EPA bioactive metabolome           |                                                    |     |             |             |               |               |                           |                           |                          |
| PGE <sub>3</sub> /PGD <sub>3</sub> | 349                                                | 269 | 142.9±2.2   | 113.1±1.6   | 130.0±1.9     | 163.9±2.5     | 158.7±2.5                 | 132.9±2.0                 | 146.7±0.6                |
| TxB <sub>3</sub>                   | 367                                                | 169 | ND          | ND          | ND            | ND            | ND                        | ND                        | ND                       |
| 11-HEPE                            | 317                                                | 167 | 484.4±5.8   | 451.8±4.6   | 483.1±2.4     | 490.2±2.4     | 467.8±4.5                 | 371.7±4.0                 | 480.6±2.3                |
| 15-HEPE                            | 317                                                | 219 | 298.9±5.0   | 284.1±4.0   | 273.7±4.2     | 272.1±7.3     | 297.5±3.8                 | 237.9±3.7                 | 268.2±2.1                |
| 18-HEPE                            | 317                                                | 215 | 1729.2±24.1 | 1636.9±19.7 | 1650.0±7.6    | 1515.3±10.4** | 1881.1±22.9 <sup>##</sup> | 1763.6±30.4 <sup>##</sup> | 1668.4±4.3 <sup>##</sup> |
| RvE1                               | 349                                                | 195 | 22.3±0.3    | 18.5±0.4    | 0.01±0.0***** | 0.01±0.0***   | 14.5±0.2 <sup>##</sup>    | 8.6±0.3 <sup>##</sup>     | 0.01±0.0***€€€           |
| DHA bioactive metabolome           |                                                    |     |             |             |               |               |                           |                           |                          |
| 13-HDHA                            | 343                                                | 193 | 146.6±2.1   | 133.9±2.2   | 137.6±1.6     | 128.2±1.8     | 147.4±1.0                 | 133.0±1.8                 | 140.8±2.9                |
| 17-HDHA                            | 343                                                | 281 | 693.3±8.5   | 633.8±9.2   | 642.3±12.4    | 561.8±2.7**   | 720.8±5.3 <sup>##</sup>   | 707.6±8.2 <sup>##</sup>   | 705.4±6.0 <sup>##</sup>  |
| RvD1                               | 375                                                | 141 | 2.5±0.02    | 2.36±0.02   | 0.01±0.0***** | 0.01±0.0***   | 2.75±0.04 <sup>##</sup>   | 2.13±0.02 <sup>##</sup>   | 0.01±0.0***€€€           |
| RvD2                               | 375                                                | 277 | ND          | ND          | ND            | ND            | ND                        | ND                        | ND                       |
| RvD3                               | 375                                                | 147 | ND          | ND          | ND            | ND            | ND                        | ND                        | ND                       |

Human microglia were treated with N-AS, acetyl-CoA or Zil in presence of A $\beta$  50  $\mu$ M or not (n = 6 per group). All data are expressed as mean $\pm$ s.e.m. One-way analysis of variance, Tukey's post hoc test. \*\* $P$  < 0.01, \*\*\* $P$  < 0.001 versus control. <sup>##</sup> $P$  < 0.01, <sup>###</sup> $P$  < 0.001 versus A $\beta$ . \* $P$  < 0.05, \*\* $P$  < 0.01, \*\*\* $P$  < 0.001 versus control+N-AS. <sup>€</sup> $P$  < 0.05, <sup>€€€</sup> $P$  < 0.001 versus A $\beta$ +N-AS.

Supplementary Table 4. Sequence of mutagenesis primer pairs

| Gene        |         | Sequence                                   |
|-------------|---------|--------------------------------------------|
| SphK1 R24A  | Forward | 5'-GAACCCGGCCGGCGGCAAGGGCAAGGCC-3'         |
|             | Reverse | 5'-CCGCCGGCCGGGTTCAGCAGCACCAGC-3'          |
| SphK1 R56A  | Forward | 5'-CACTGAGGCACGGAACCACGCGCGGGAGC-3'        |
|             | Reverse | 5'-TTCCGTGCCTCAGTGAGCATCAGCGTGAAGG-3'      |
| SphK1 R57A  | Forward | 5'-TGAGCGGGCGAACCACGCGCGGGAGCTGG-3'        |
|             | Reverse | 5'-TGGTTCGCCCCTCAGTGAGCATCAGCG-3'          |
| SphK1 R185A | Forward | 5'-GAAGTATGCTCGTCTGGGGGAGATGCGC-3'         |
|             | Reverse | 5'-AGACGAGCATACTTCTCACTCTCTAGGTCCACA-3'    |
| SphK1 D178A | Forward | 5'-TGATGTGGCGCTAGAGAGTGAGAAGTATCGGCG-3'    |
|             | Reverse | 5'-TCTAGCGCCACATCAGCAATGAAGCCCC-3'         |
| SphK1 F192A | Forward | 5'-GATGCGCGGACTCTGGGCACCTTCCTGC-3'         |
|             | Reverse | 5'-AGAGTCGCGCGCATCTCCCCAGACG-3'            |
| COX2 S565A  | Forward | 5'-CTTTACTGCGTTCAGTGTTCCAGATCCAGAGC-3'     |
|             | Reverse | 5'-CTGAACGCAGTAAAGGGACAGCCCTTCACG-3'       |
| COX2 N181A  | Forward | 5'-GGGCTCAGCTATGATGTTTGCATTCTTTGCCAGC-3'   |
|             | Reverse | 5'-ATCATAGCTGAGCCCTGGGGATCAGG-3'           |
| COX2 T564A  | Forward | 5'-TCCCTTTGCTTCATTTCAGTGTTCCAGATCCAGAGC-3' |
|             | Reverse | 5'-AATGAAGCAAAGGGACAGCCCTTCACG-3'          |
| COX2 S567A  | Forward | 5'-TTCATTCGCTGTTCCAGATCCAGAGCTCA-3'        |
|             | Reverse | 5'-GGAACAGCGAATGAAGTAAAGGGACAGCC-3'        |

SphK1, sphingosine kinase 1; COX2, cyclooxygenase 2

Supplementary Table 5. Sequences of Real-time PCR primer pairs

| Gene                           | Forward                     | Reverse                    |
|--------------------------------|-----------------------------|----------------------------|
| <i>TNF-<math>\alpha</math></i> | 5'-GATTATGGCTCAGGGTCCAA-3'  | 5'-GCTCCAGTGAATTCGGAAAG-3' |
| <i>IL-1<math>\beta</math></i>  | 5'-CCCAAGCAATACCCAAAGAA-3'  | 5'-GCTTGTGCTCTGCTTGTGAG-3' |
| <i>IL-6</i>                    | 5'-CCGGAGAGGAGACTTCACAG-3'  | 5'-TTGCCATTGCACAACCTCTT-3' |
| <i>iNOS</i>                    | 5'-CACCTGGAACAGCACTCTCT-3'  | 5'-CTTGTGCGAAGTGTCACTG-3'  |
| <i>IL-10</i>                   | 5'-AAGGCCATGAATGAATTTGA-3'  | 5'-TTCGGAGAGAGGTACAAACG-3' |
| <i>IL-4</i>                    | 5'-ATCCATTGTCATGATGCTCT-3'  | 5'-GAGCTGCAGAGACTCTTTCG-3' |
| <i>TGF-<math>\beta</math></i>  | 5'-TTACCTGGATGGAAGTGGAA-3'  | 5'-TGTTATGAGGAAGGGGACAA-3' |
| <i>Arg1</i>                    | 5'-AAGCCAAGGTAAAGCCACT-3'   | 5'-CGATTCACCTGAGCTTTGAT-3' |
| <i>COX2</i>                    | 5'-TAGAATCCAGTCCGGGTACA-3'  | 5'-ACAAAAGAACCCAGTGTCCA-3' |
| <i>NEP</i>                     | 5'-GAAATTCAGCCAAAGCAAGC-3'  | 5'-GATTTCCGGCTGAGGAATAA-3' |
| <i>MMP9</i>                    | 5'-CCATGTCACCTTCCCTTCAC-3'  | 5'-CTCACTAGGGCAGAAACCAA-3' |
| <i>IDE</i>                     | 5'-GAAGACAAACGGAATACCGTG-3' | 5'-CCGCTGAGGACTTGTCTGTG-3' |
| <i>CD36</i>                    | 5'-TGTACACGGGGATTCTTTA-3'   | 5'-TCCTATTGGCCAAGCTATTG-3' |
| <i>GAPDH</i>                   | 5'-TGAATACGGCTACAGCAACA-3'  | 5'-AGGCCCTCCTGTTATTATG-3'  |

*TNF- $\alpha$* , tumor necrosis factor-alpha; *IL1 $\beta$* , interleukin 1 beta; *IL6*, interleukin 6; *iNOS*, inducible nitric oxide synthase; *IL10*, interleukin 10; *IL4*, interleukin 4; *TGF $\beta$* , transforming growth factor beta; *Arg1*, arginase 1; *COX2*, cyclooxygenase 2; *NEP*, neprilysin; *MMP9*, matrix metalloproteinase 9; *IDE*, insulin degrading enzyme; *CD36*, cluster of differentiation 36; *GAPDH*, glyceraldehyde 3-phosphate dehydrogenase.

## Supplementary References

1. Wang, Z. et al. Molecular basis of sphingosine kinase 1 substrate recognition and catalysis. *Structure* **21**, 798-809 (2013).
2. Adams, D. R., Pyne, S. & Pyne, N. J. Sphingosine kinases: emerging structure-function insights. *Trends Biochem. Sci.* **41**, 395-409 (2016).
3. Lee, J. Y. et al. Neuronal SphK1 acetylates COX2 and contributes to pathogenesis in a model of Alzheimer's disease. *Nat. Commun.* **9**, 1479 (2018).
4. Jung, J. S., Ahn, Y. H., Moon, B. I. & Kim, H. S. Exogenous C2 ceramide suppresses matrix metalloproteinase gene expression by inhibiting ROS production and MAPK signaling pathways in PMA-stimulated human astrogloma cells. *Int. J. Mol. Sci.* **17**, 477 (2016).
5. Zhu, W., Wang, X., Zhou, Y. & Wang, H. C2-ceramide induces cell death and protective autophagy in head and neck squamous cell carcinoma cells. *Int. J. Mol. Sci.* **15**, 3336-3355 (2014).
6. Rossi, A. et al. The 5-lipoxygenase inhibitor, zileuton, suppresses prostaglandin biosynthesis by inhibition of arachidonic acid release in macrophages. *Br. J. Pharmacol.* **161**, 555-570 (2010).

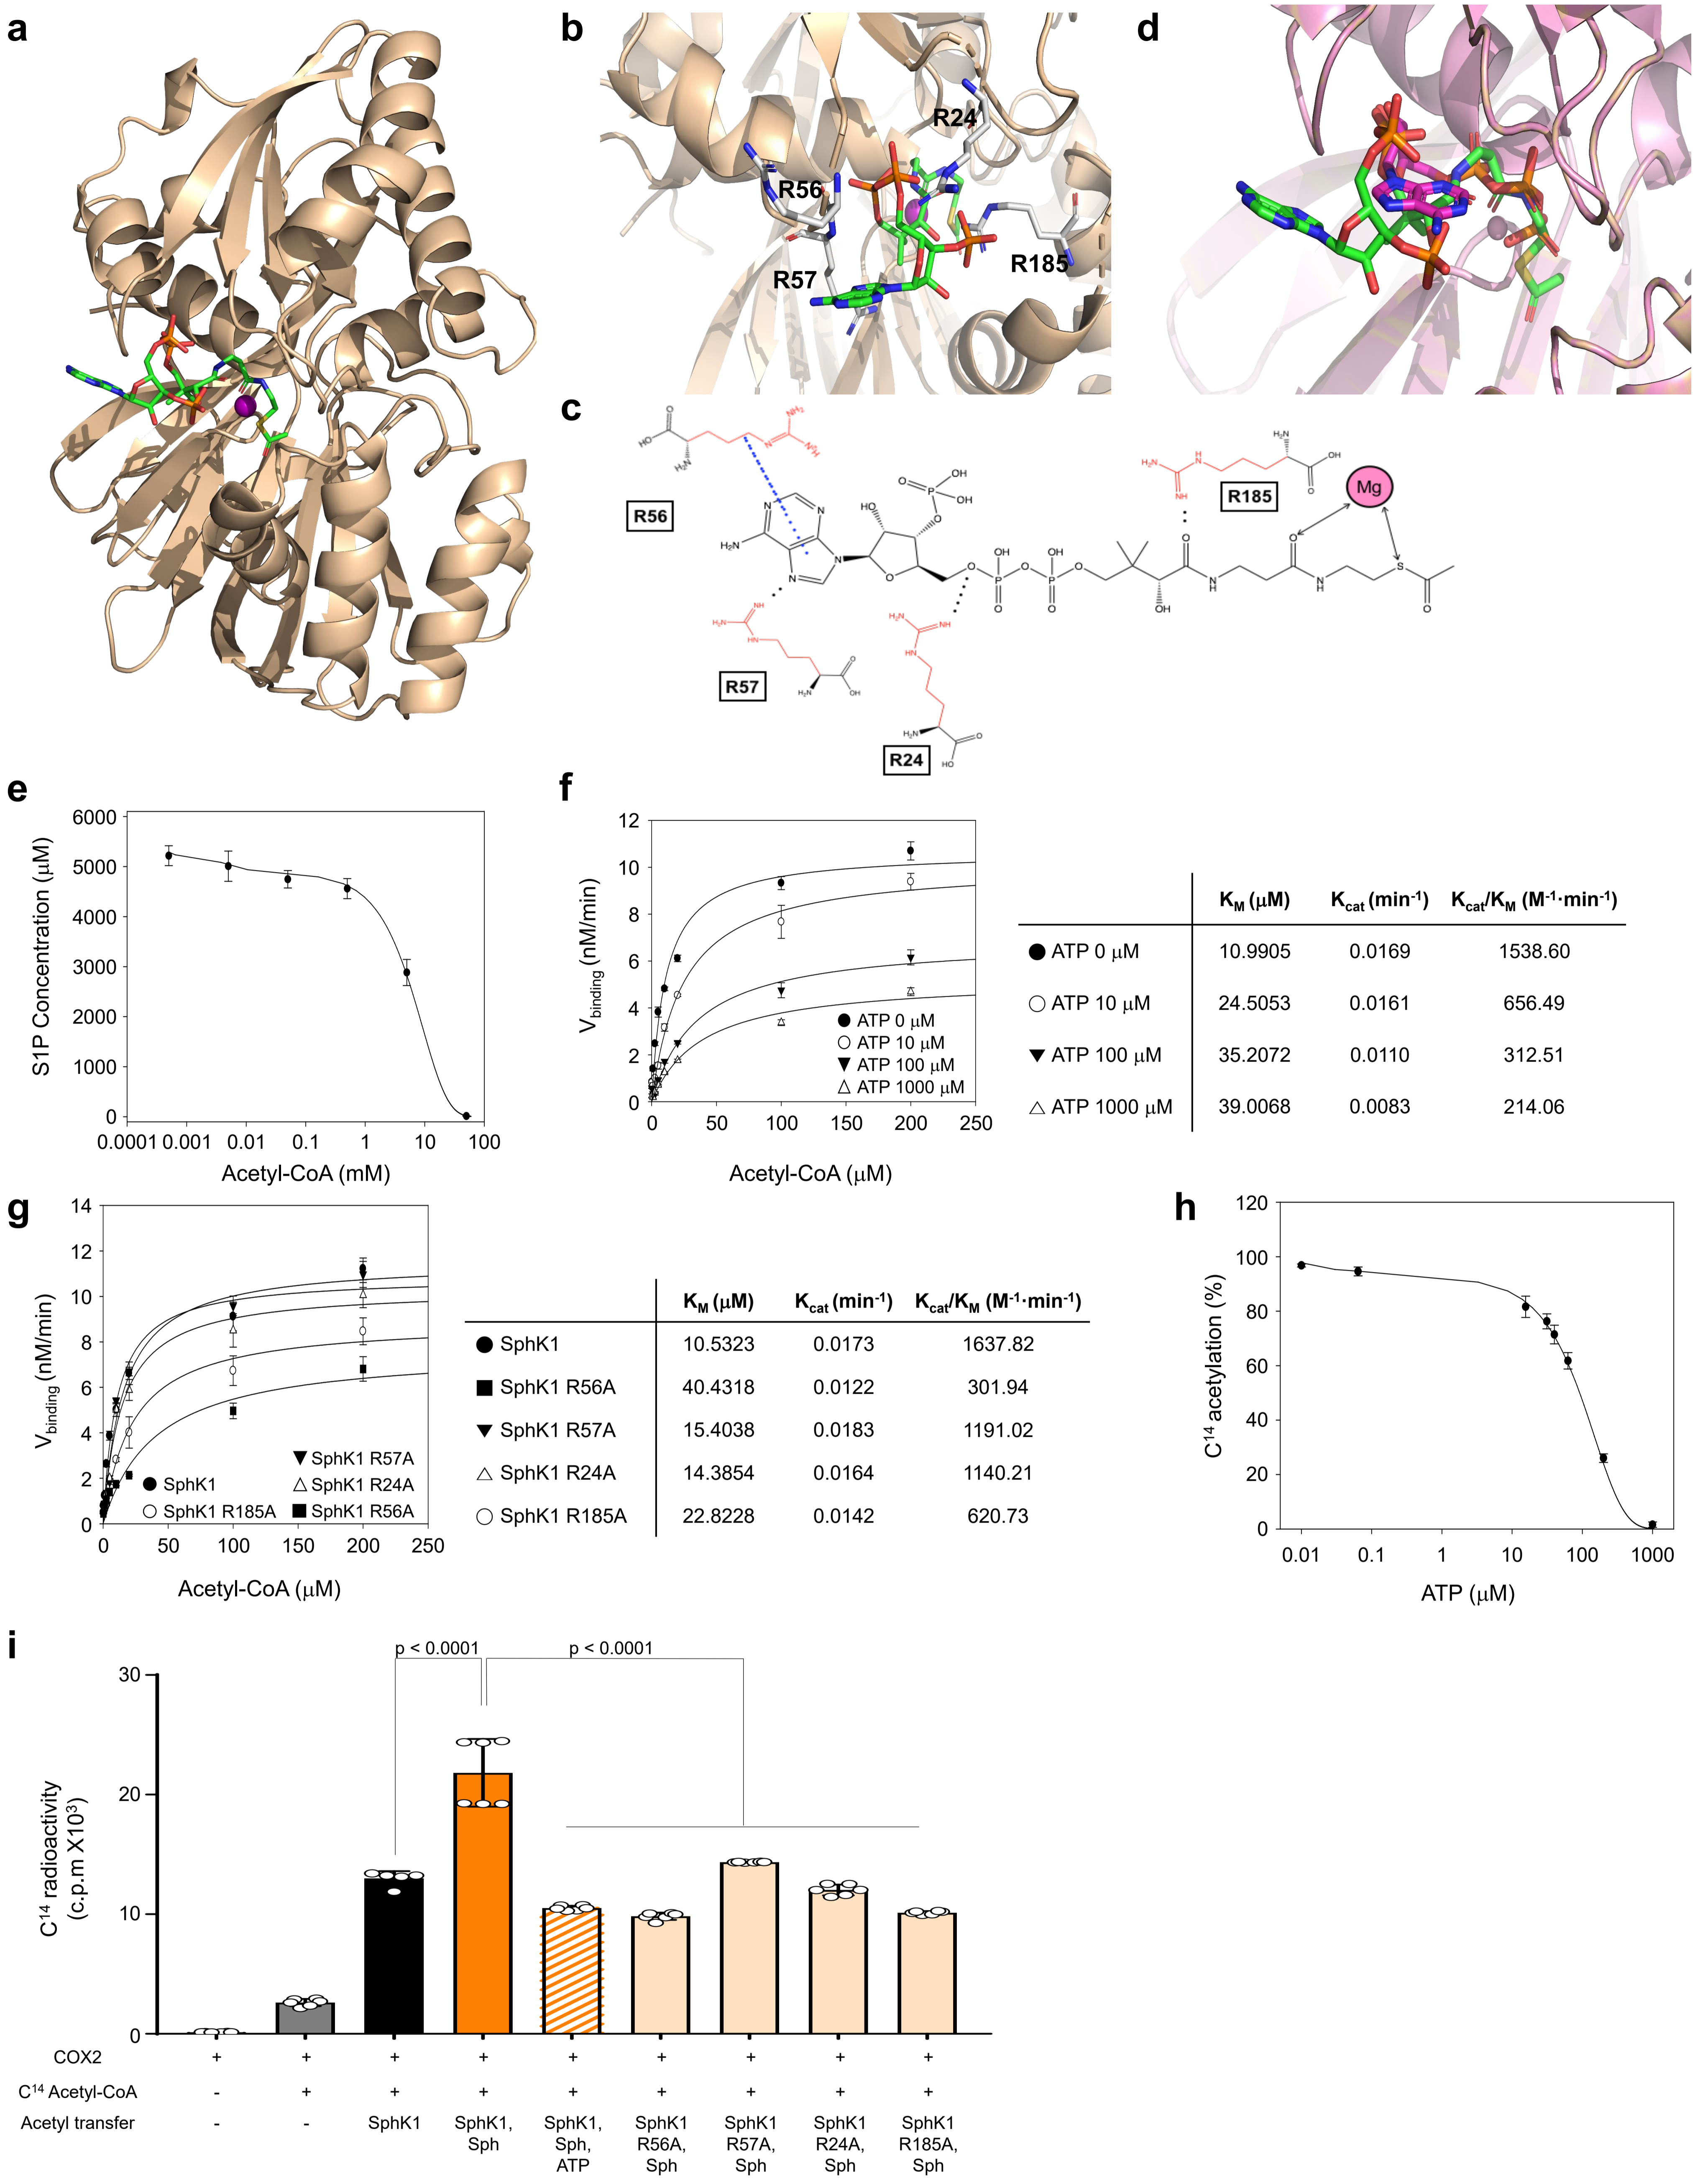

Supplementary Figure 1: Acetyl-CoA binds the ATP binding site in SphK1. **a**, Docking results of acetyl-CoA to SphK1. Acetyl-CoA bound to the homology model of the cleft formed by N- and C-terminal domains of SphK1 (Mg<sup>2+</sup> ion denoted by a purple sphere). **b**, Expanded view of the residues proximal to acetyl-CoA within the orthosteric binding site (stick representation for the key residues). **c**, Detailed interaction map between SphK1 and acetyl-CoA. **d**, Overlay of acetyl-CoA and ATP docked into the SphK1 binding site. **e**, Production of S1P in the presence of increasing acetyl-CoA concentration ranging from 0-50 mM using UPLC system (n = 6 independent experiments per group). **f**, Acetyl-CoA binding activity of SphK1 was analyzed by filter binding assay in the presence of 0, 10, 100, and 1000  $\mu M$  ATP with 100  $\mu M$  sphingosine. The binding velocity ( $V_{binding}$ ) of [<sup>3</sup>H] acetyl-CoA to SphK1 was plotted to the acetyl-CoA concentration and the nonlinear regression analysis of the saturated plot yielded the kinetic parameters such as  $K_{cat}$  (catalytic constant) and  $K_M$  (Michaelis – Menten constant) for acetyl-CoA and SphK1 binding activity (n = 3 independent experiments per group). **g**, Acetyl-CoA binding activity of SphK1 WT, SphK1 R56A, SphK1 R57A, SphK1 R24A, and SphK1 R185A was analyzed by filter binding assay with 100  $\mu M$  sphingosine (n = 3 independent experiments per group). **h**, Acetylation assay of purified COX2 protein treated with SphK1 and [<sup>14</sup>C] acetyl-CoA in the presence of 100  $\mu M$  sphingosine and increasing ATP concentration ranging from 0-1000  $\mu M$ . The purified COX2 protein incubated in the presence of [<sup>14</sup>C] acetyl-CoA, sphingosine and ATP for 2 h at 37 °C and then COX2 was analyzed on scintillation counter (n = 3 independent experiments per group). **i**, Acetylation assay of recombinant COX2 treated with SphK1 WT, SphK1 R56A, SphK1 R57A, SphK1 R24A or SphK1 R185A, and [<sup>14</sup>C] acetyl-CoA in the presence of 100  $\mu M$  sphingosine (n = 6 independent experiments per group). **i**, One-way analysis of variance, Tukey’s post hoc test. All error bars indicate s.e.m. Source data are provided as a Source Data file.

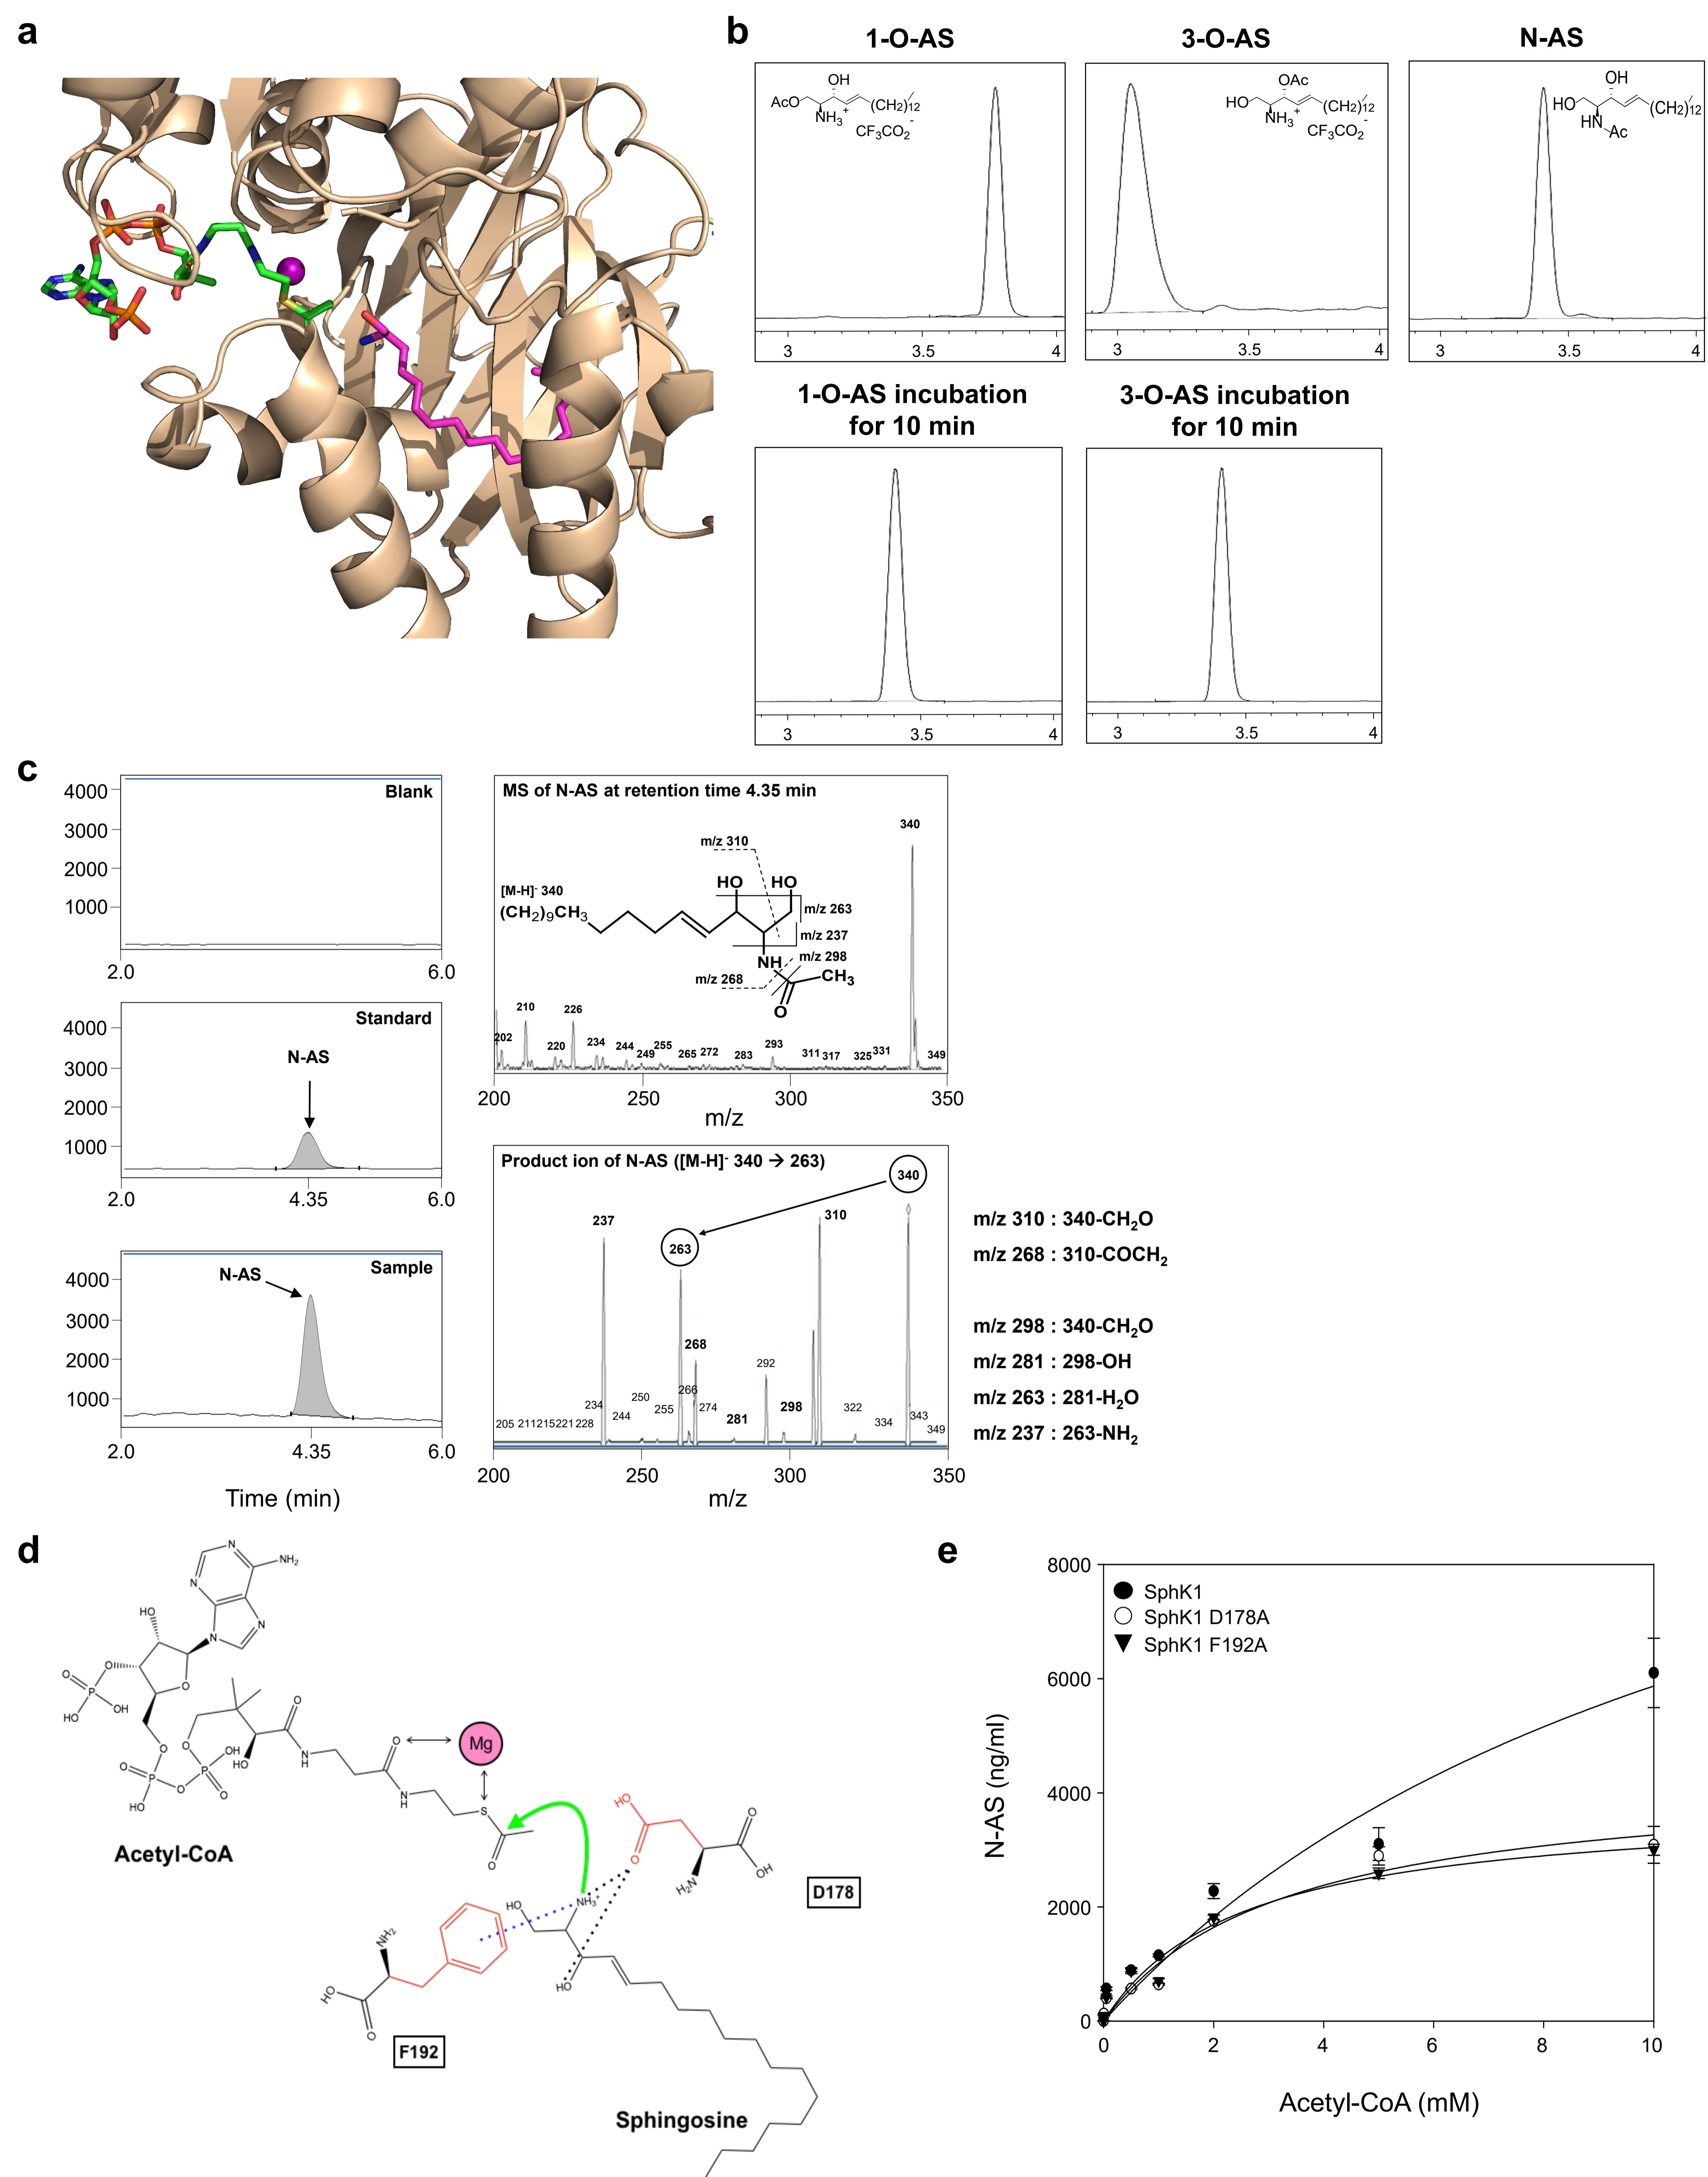

Supplementary Figure 2: SphK1 produces N-AS using sphingosine and acetyl-CoA. **a**, Ternary complex structure of acetyl-CoA and sphingosine docked into SphK1 based on the homology model (acetyl-CoA in green and sphingosine in pink). **b**, LC-ELSD analysis of synthesized compounds. Top left, 1-O-AS in ACN. Top middle, 3-O-AS in ACN. Top right, N-AS in ACN. Bottom left, 1-O-AS incubation for 10 min. Bottom right, 3-O-AS incubation for 10 min. **c**, Representative chromatograms of blank, N-AS standard, and N-AS in samples (left panel). Molecular MS scanning from the peak at retention time 4.35 min (right upper panel) and MS/MS fragmentation pattern of N-AS from the peak at retention time 4.35 min (right lower panel). **d**, Proposed mechanism involving acetylation of sphingosine. **e**, Quantification of N-AS in SphK1 WT, SphK1 D178A, and SphK1 F192A treated with 100  $\mu$ M sphingosine and acetyl-CoA ranging from 0 - 10 mM (n = 3 independent experiments per group). All error bars indicate s.e.m.

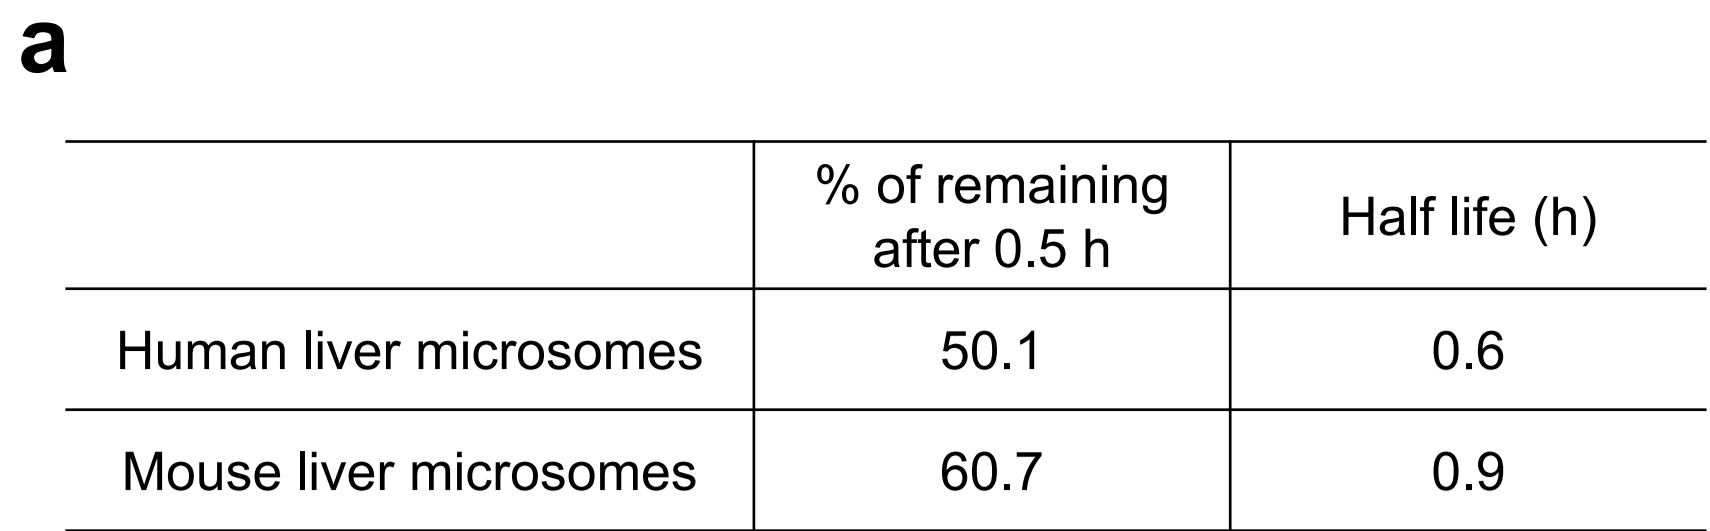

**b**

| CYP inhibition        |       |      |       |      |      |      |      |
|-----------------------|-------|------|-------|------|------|------|------|
| CYP                   | 3A4   | 2C9  | 2D6   | 1A2  | 2B6  | 2C19 | 2E1  |
| IC <sub>50</sub> (μM) | > 10  | > 10 | > 10  | > 10 | > 10 | > 10 | > 10 |
| % of control at 25 μM | 114.4 | 95.5 | 103.6 | 94.6 | 92.7 | 79.6 | 84.0 |

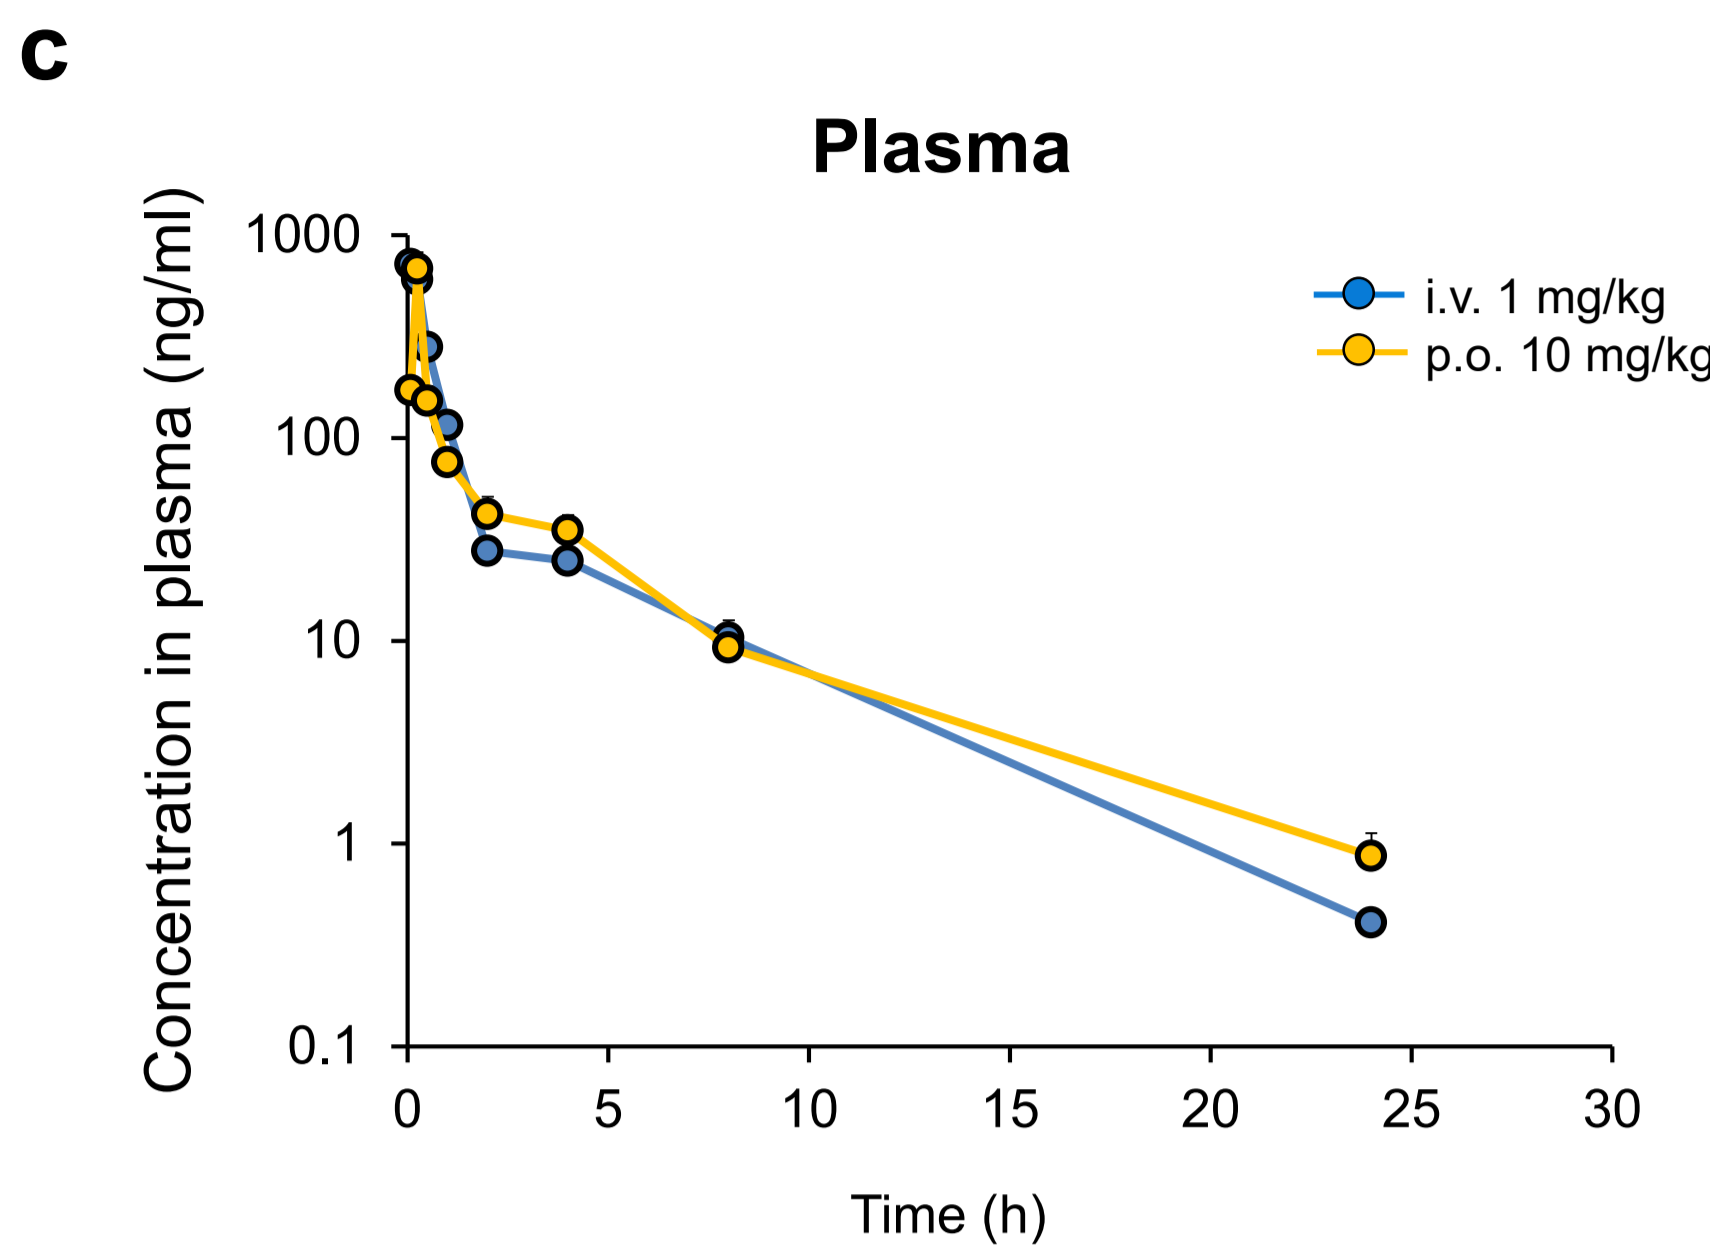

**d**

| PK parameter (Plasma)           | N-AS          |               |
|---------------------------------|---------------|---------------|
|                                 | p.o.10 mg/kg  | i.v.1 mg/kg   |
| AUC <sub>last</sub> (ng·h/ml)   | 545.33±72.13  | 665.37±28.64  |
| AUC <sub>inf</sub> (ng·h/ml)    | 550.30±71.35  | 667.42±28.82  |
| Half-life <sub>plasma</sub> (h) | 3.68±0.14     | 3.45±0.16     |
| MRT (h)                         | 3.10±0.14     | 2.27±0.11     |
| C <sub>max</sub> (ng/ml)        | 682.75±141.13 | /             |
| Co (ng/ml)                      | /             | 854.36±128.60 |
| T <sub>max</sub> (h)            | 0.25±0.00     | /             |
| BA (%)                          | 8.25          | /             |

AUC, Area under curve to last time point; MRT, Mean resident time; BA, Bioavailability

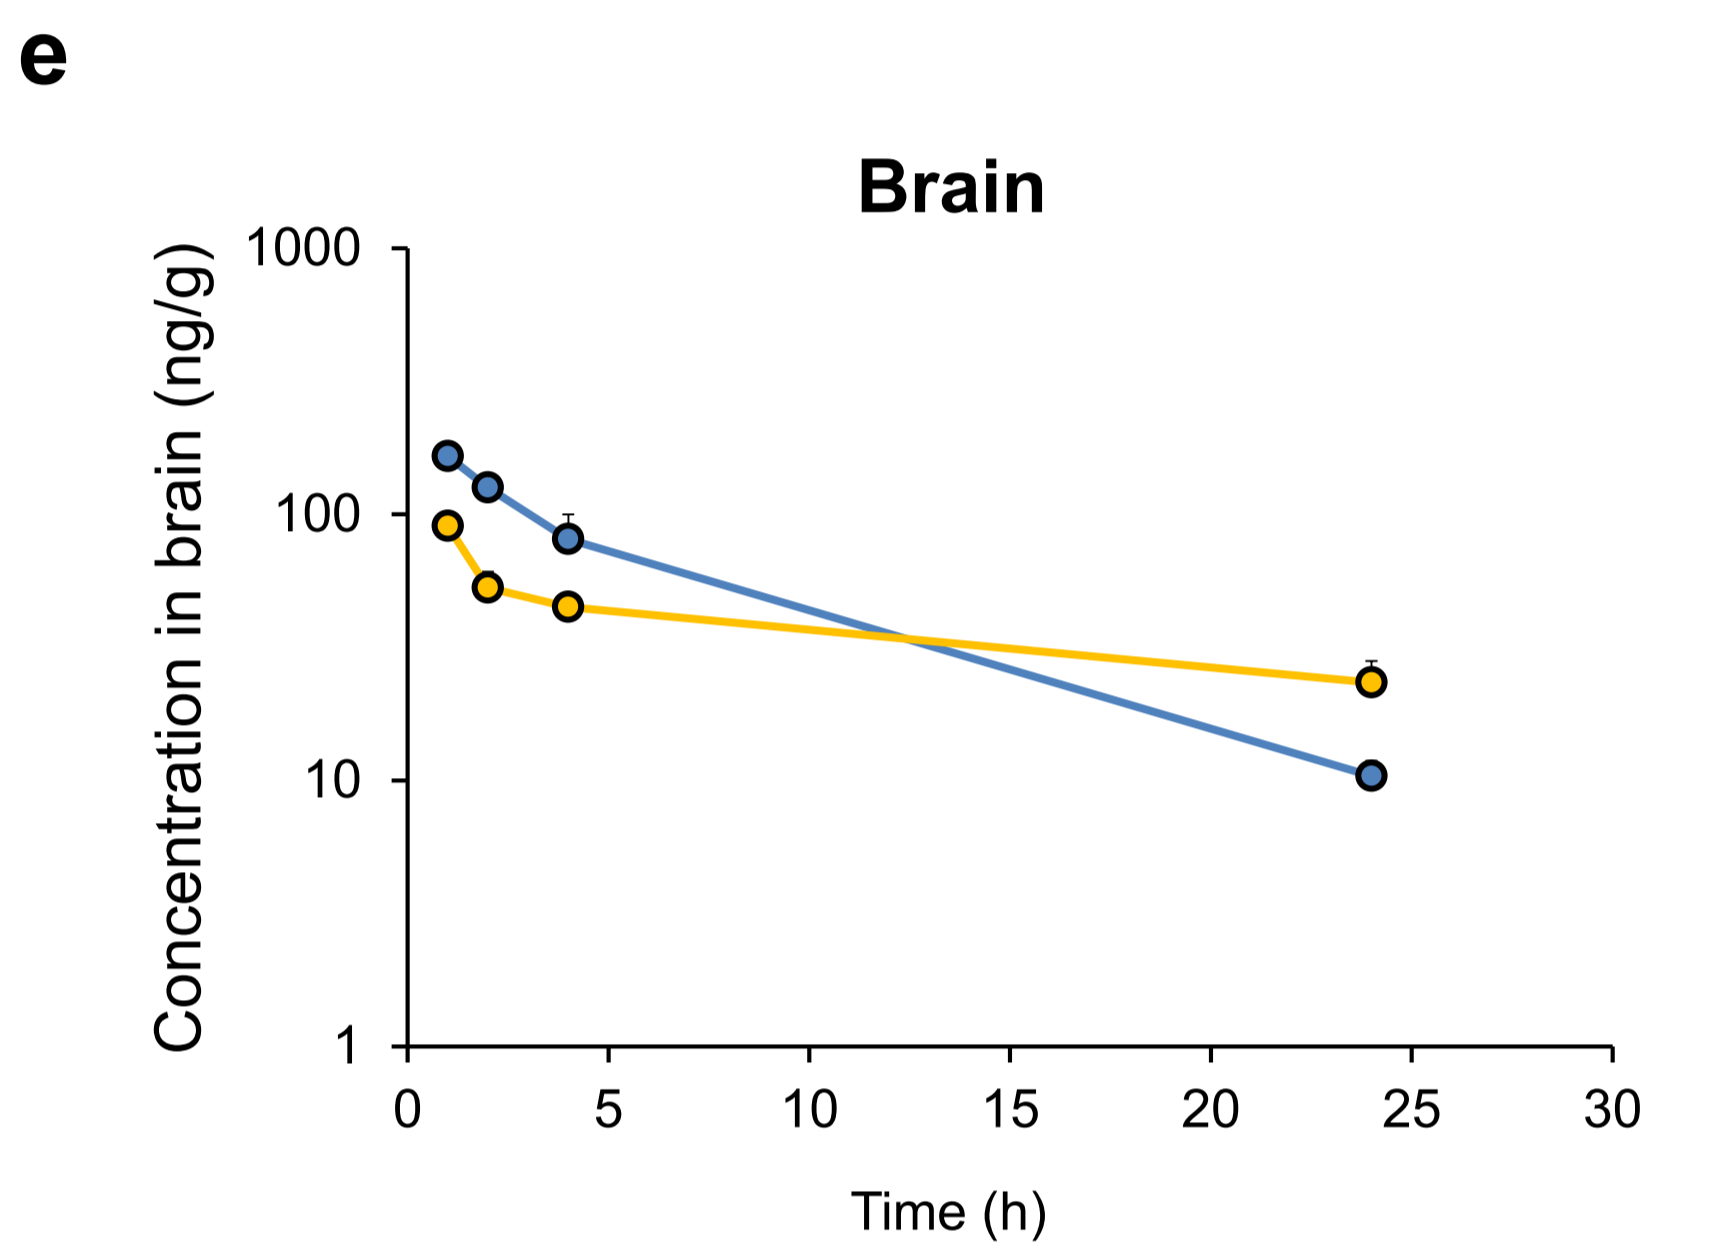

**f**

| PK parameter (Brain)           | N-AS           |                |
|--------------------------------|----------------|----------------|
|                                | p.o.10 mg/kg   | i.v.1 mg/kg    |
| AUC <sub>last</sub> (ng·h/ml)  | 895.32±60.53   | 1344.94±224.29 |
| AUC <sub>inf</sub> (ng·h/ml)   | 1748.43±361.71 | 1441.7±228.22  |
| C <sub>max</sub> (ng/ml)       | 90.27±2.95     | 165.18±18.42   |
| Half-life <sub>brain</sub> (h) | 21.99±6.07     | 6.31±0.38      |
| MRT (h)                        | 8.64±1.01      | 6.94±0.62      |
| Brain distribution             | 3.18           | 2.16           |

AUC, Area under curve to last time point; MRT, Mean resident time

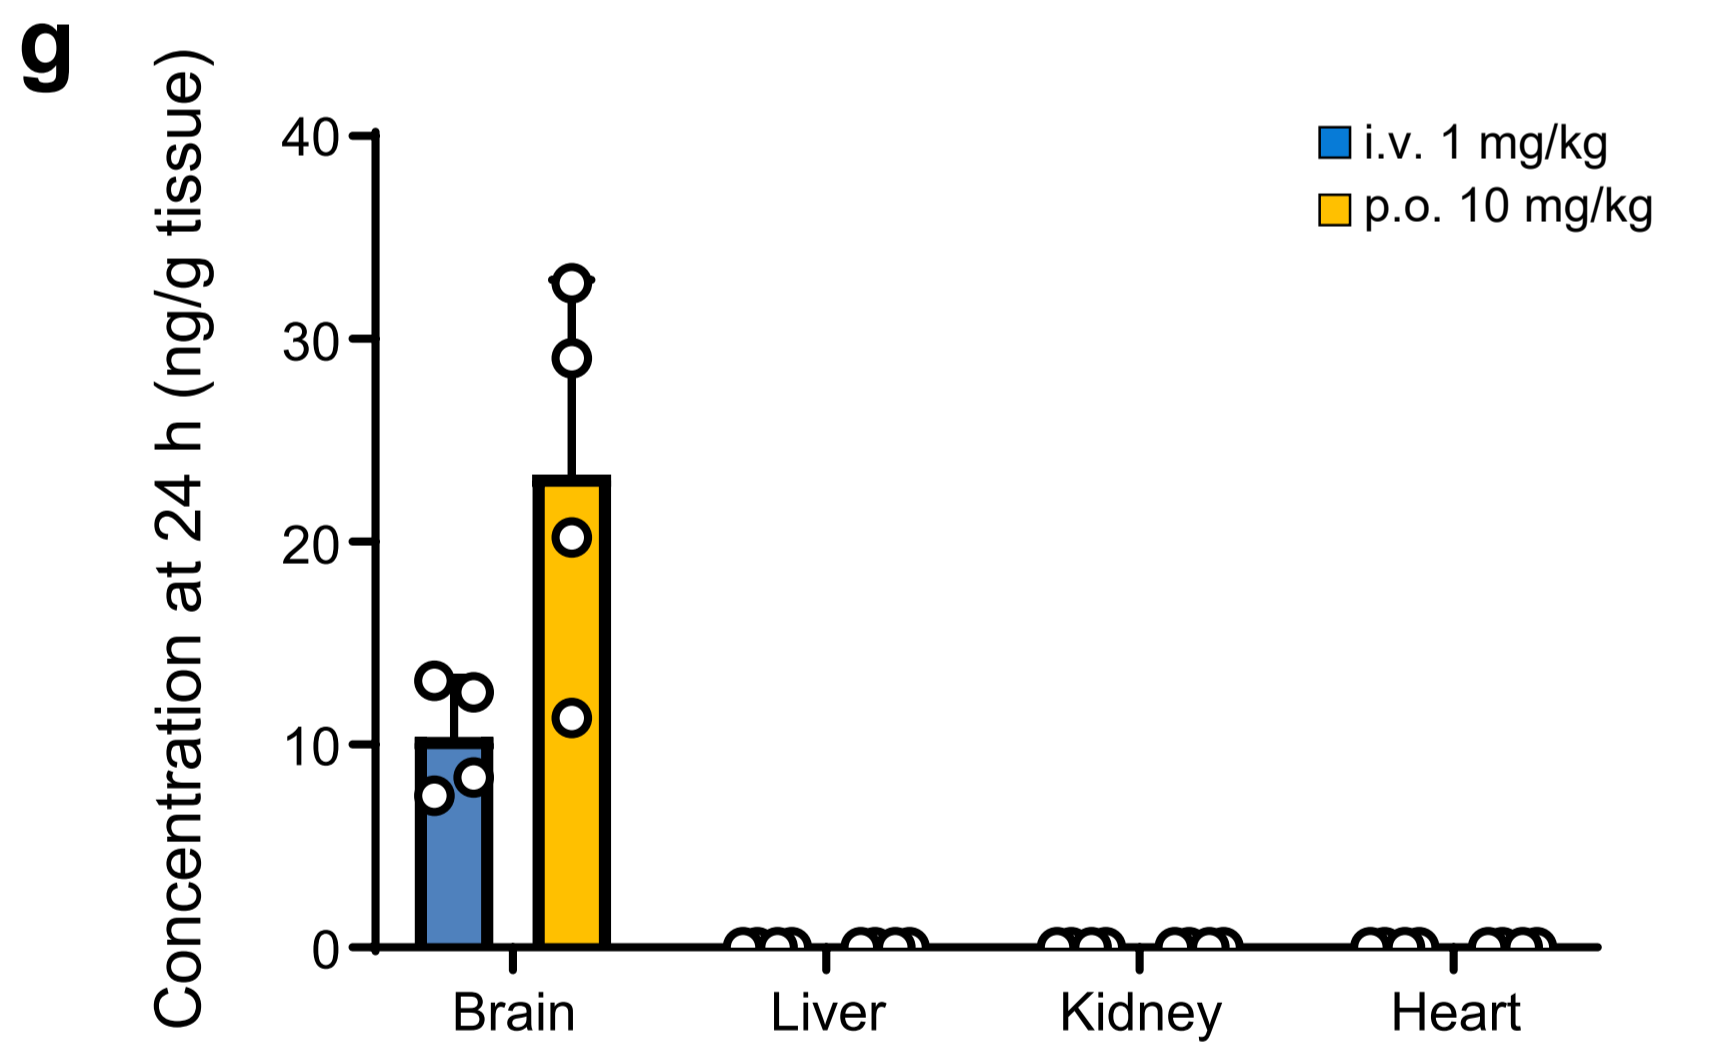

Supplementary Figure 3: PK studies of N-AS. **a**, % compound remaining after 0.5 h and the half-life (h) of N-AS after incubation with human and mouse liver microsomes (n = 3 independent experiments per group). **b**, The IC<sub>50</sub> (μM) and % inhibition of 7 major CYP isozymes by N-AS at 25 μM (n = 3 independent experiments per group). **c-f**, Mean plasma (c) and brain (e) concentration vs. time profiles of N-AS after single dose i.v. and p.o. administration at doses of 1 mg kg<sup>-1</sup> and 10 mg kg<sup>-1</sup>, respectively (n = 4 mice per group). PK parameters of N-AS in plasma (d) and brain (f) after i.v. or p.o administration in mouse. **g**, Tissue concentrations of N-AS at 24 h in mouse following i.v. or p.o. delivery (n = 4 mice per group). All error bars indicate s.e.m. Source data are provided as a Source Data file.

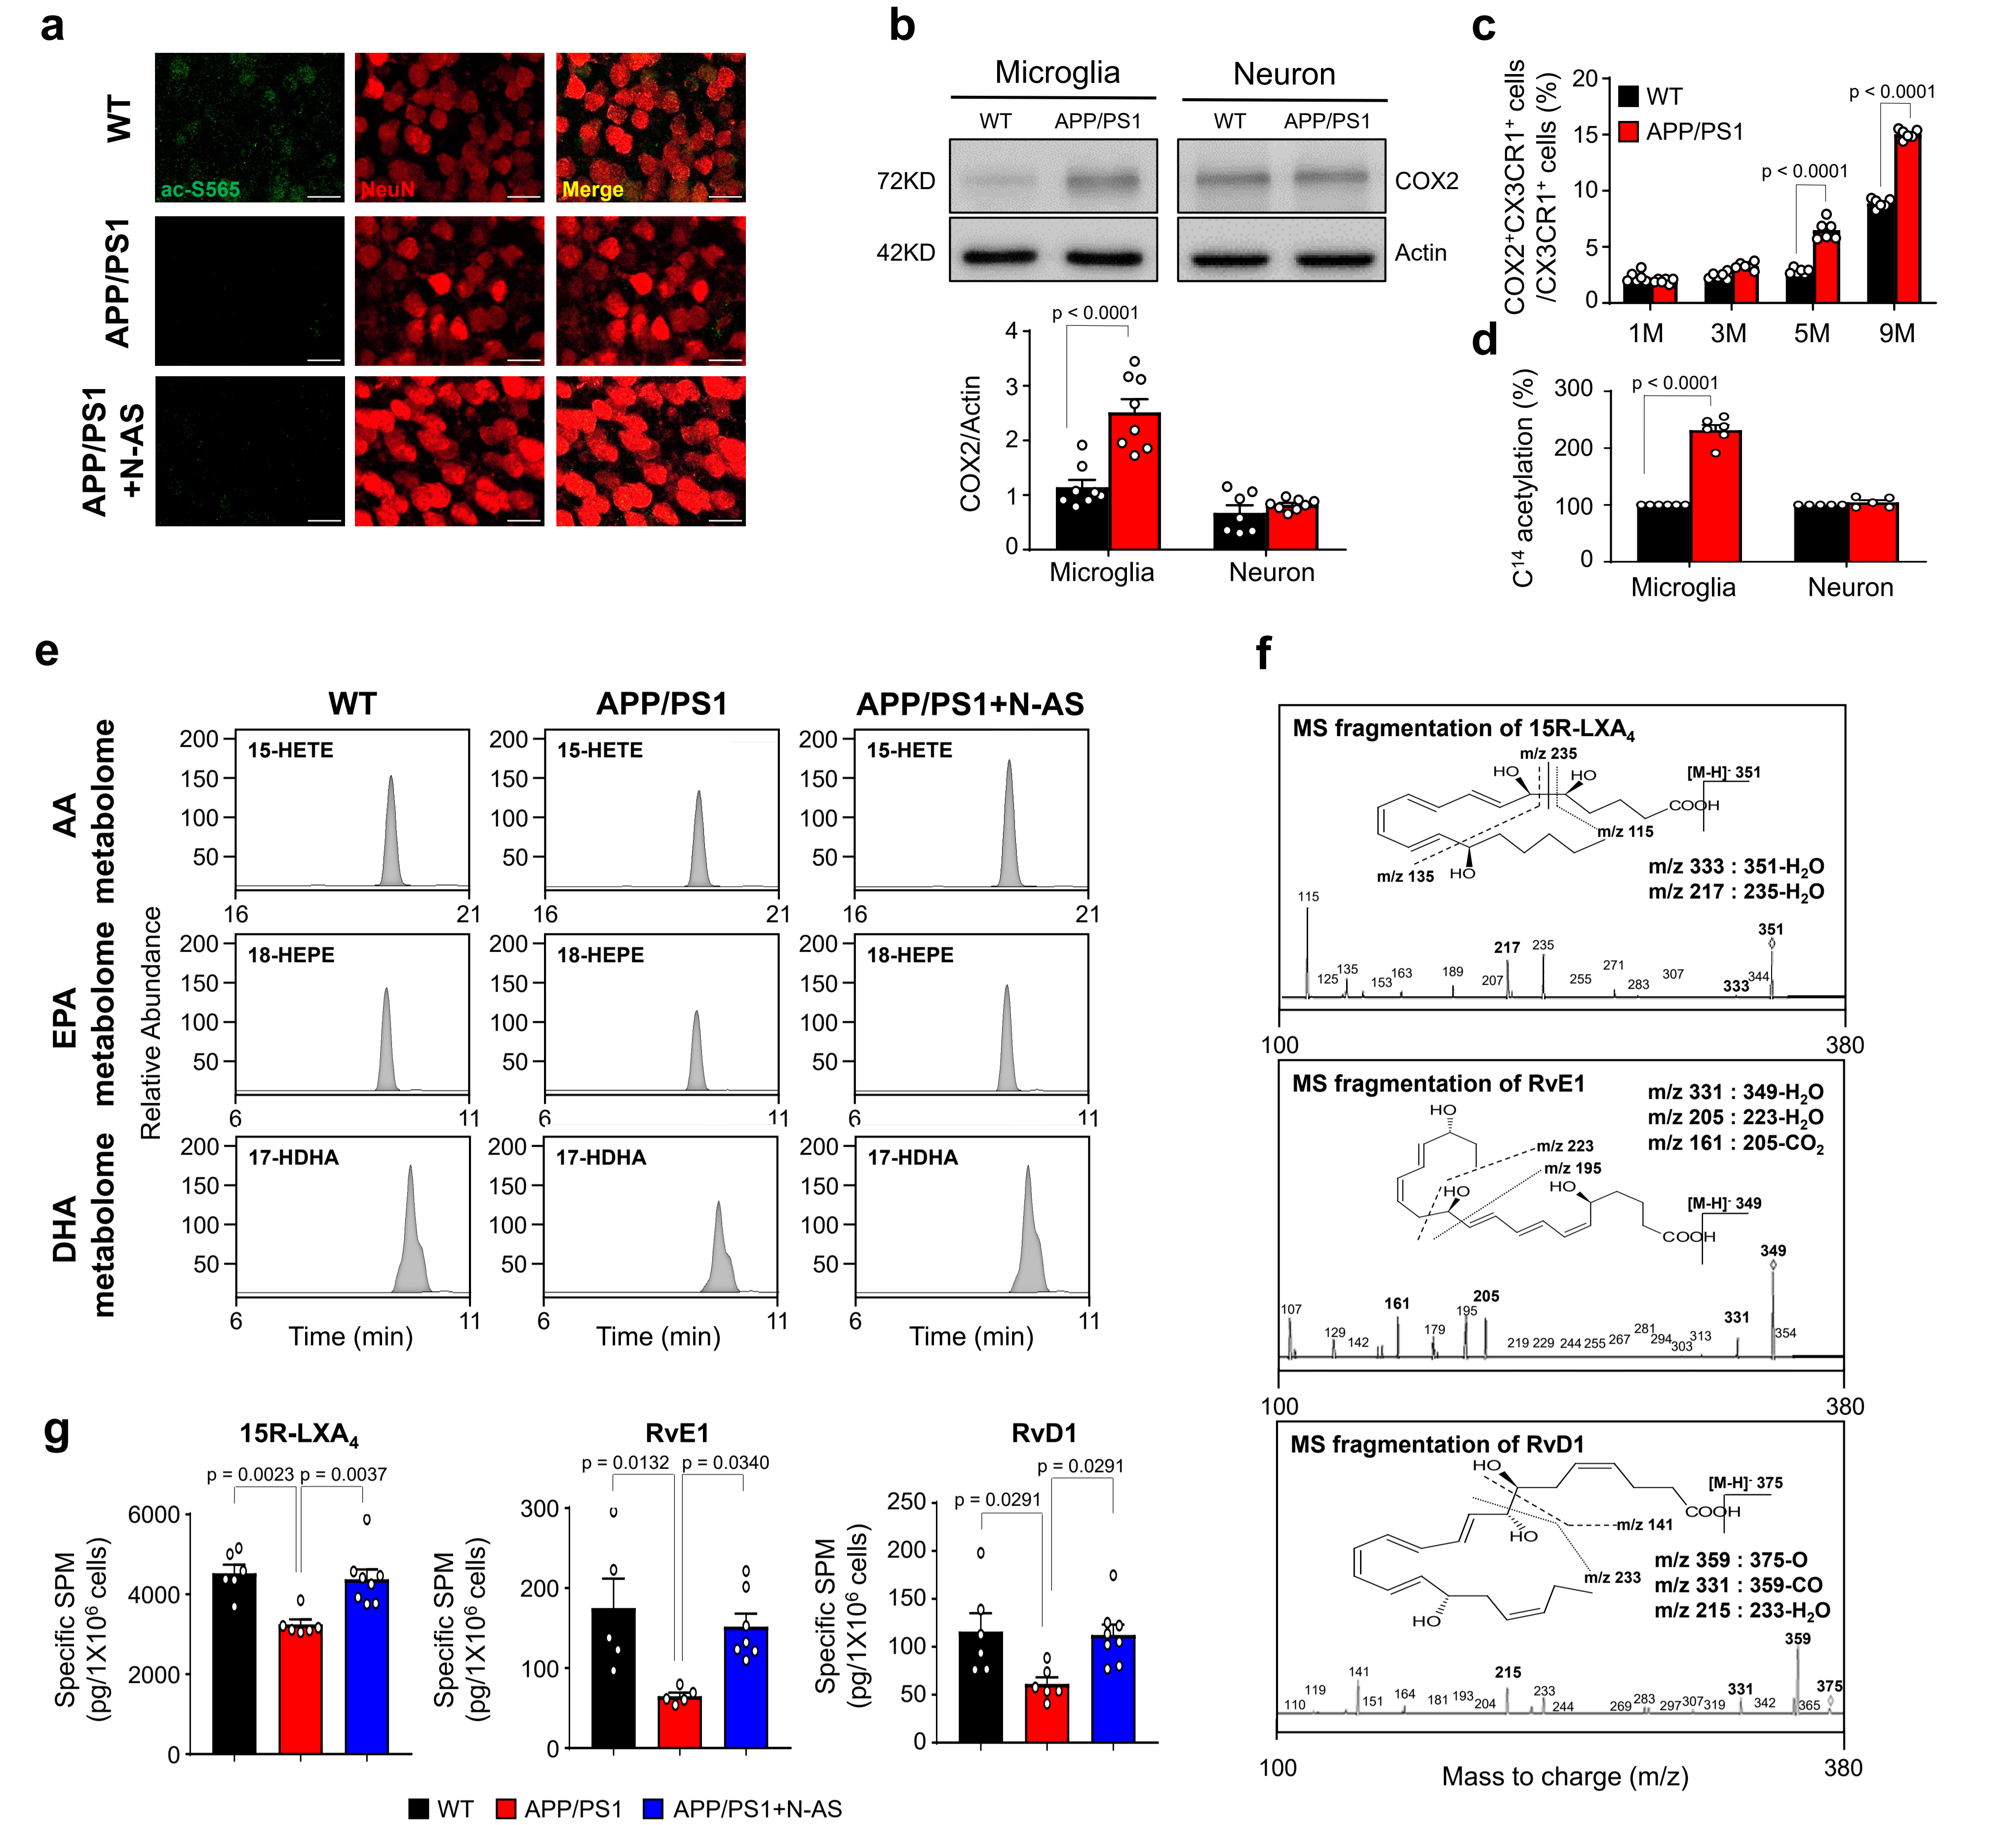

Supplementary Figure 4: Microglia are the likely target cells responsible for N-AS related AD pathogenesis and production of N-AS-triggered SPM. **a**, Immunofluorescence images of neuron (NeuN) with ac-S565 (green) in cortex of WT, APP/PS1, and APP/PS1 treated with N-AS mice brain. Scale bars, 50  $\mu$ m. Data were replicated in three independent experiments with similar results. **b**, Western blotting for COX2 in microglia and neuron isolated from WT and APP/PS1 mouse cortex. (Microglia derived form APP/PS1 mice, n = 8; microglia derived from APP/PS1+N-AS mice, n = 8; neuron derived form APP/PS1 mice, n = 7; neuron derived from APP/PS1+N-AS mice, n = 8). **c**, Percentage of COX2<sup>+</sup>CX3CR1<sup>+</sup> cells in CX3CR1<sup>+</sup> microglia cells from 1, 3, 5 or 9-mo-old WT and APP/PS1 mouse. (n = 6 mice per group). **d**, Acetylation assay of microglia and neuron isolated from WT and APP/PS1 mouse after oral administration of [<sup>14</sup>C] N-AS. (n = 5-6 mice per group). **e**, Representative chromatogram showing the SPM precursors (Top, 15-HETE; Middle, 18-HEPE; Bottom, 17-HDHA) in microglia derived from WT, APP/PS1, and APP/PS1 injected with N-AS mice. **f**, Related MS/MS spectra employed for identification of LMs, based on analysis of microglia derived from APP/PS1 injected with N-AS mice. 15R-LXA<sub>4</sub>, RvE1, and RvD1. **g**, Quantification of SPMs by LC-MS/MS in microglia derived from WT, APP/PS1, and APP/PS1 injected with N-AS mice (n = 5-8 mice per group). All data analysis was performed on 9-mo-old mice except c. b-d, Student's t test. g, One-way analysis of variance, Tukey's post hoc test. All error bars indicate s.e.m. Source data are provided as a Source Data file.

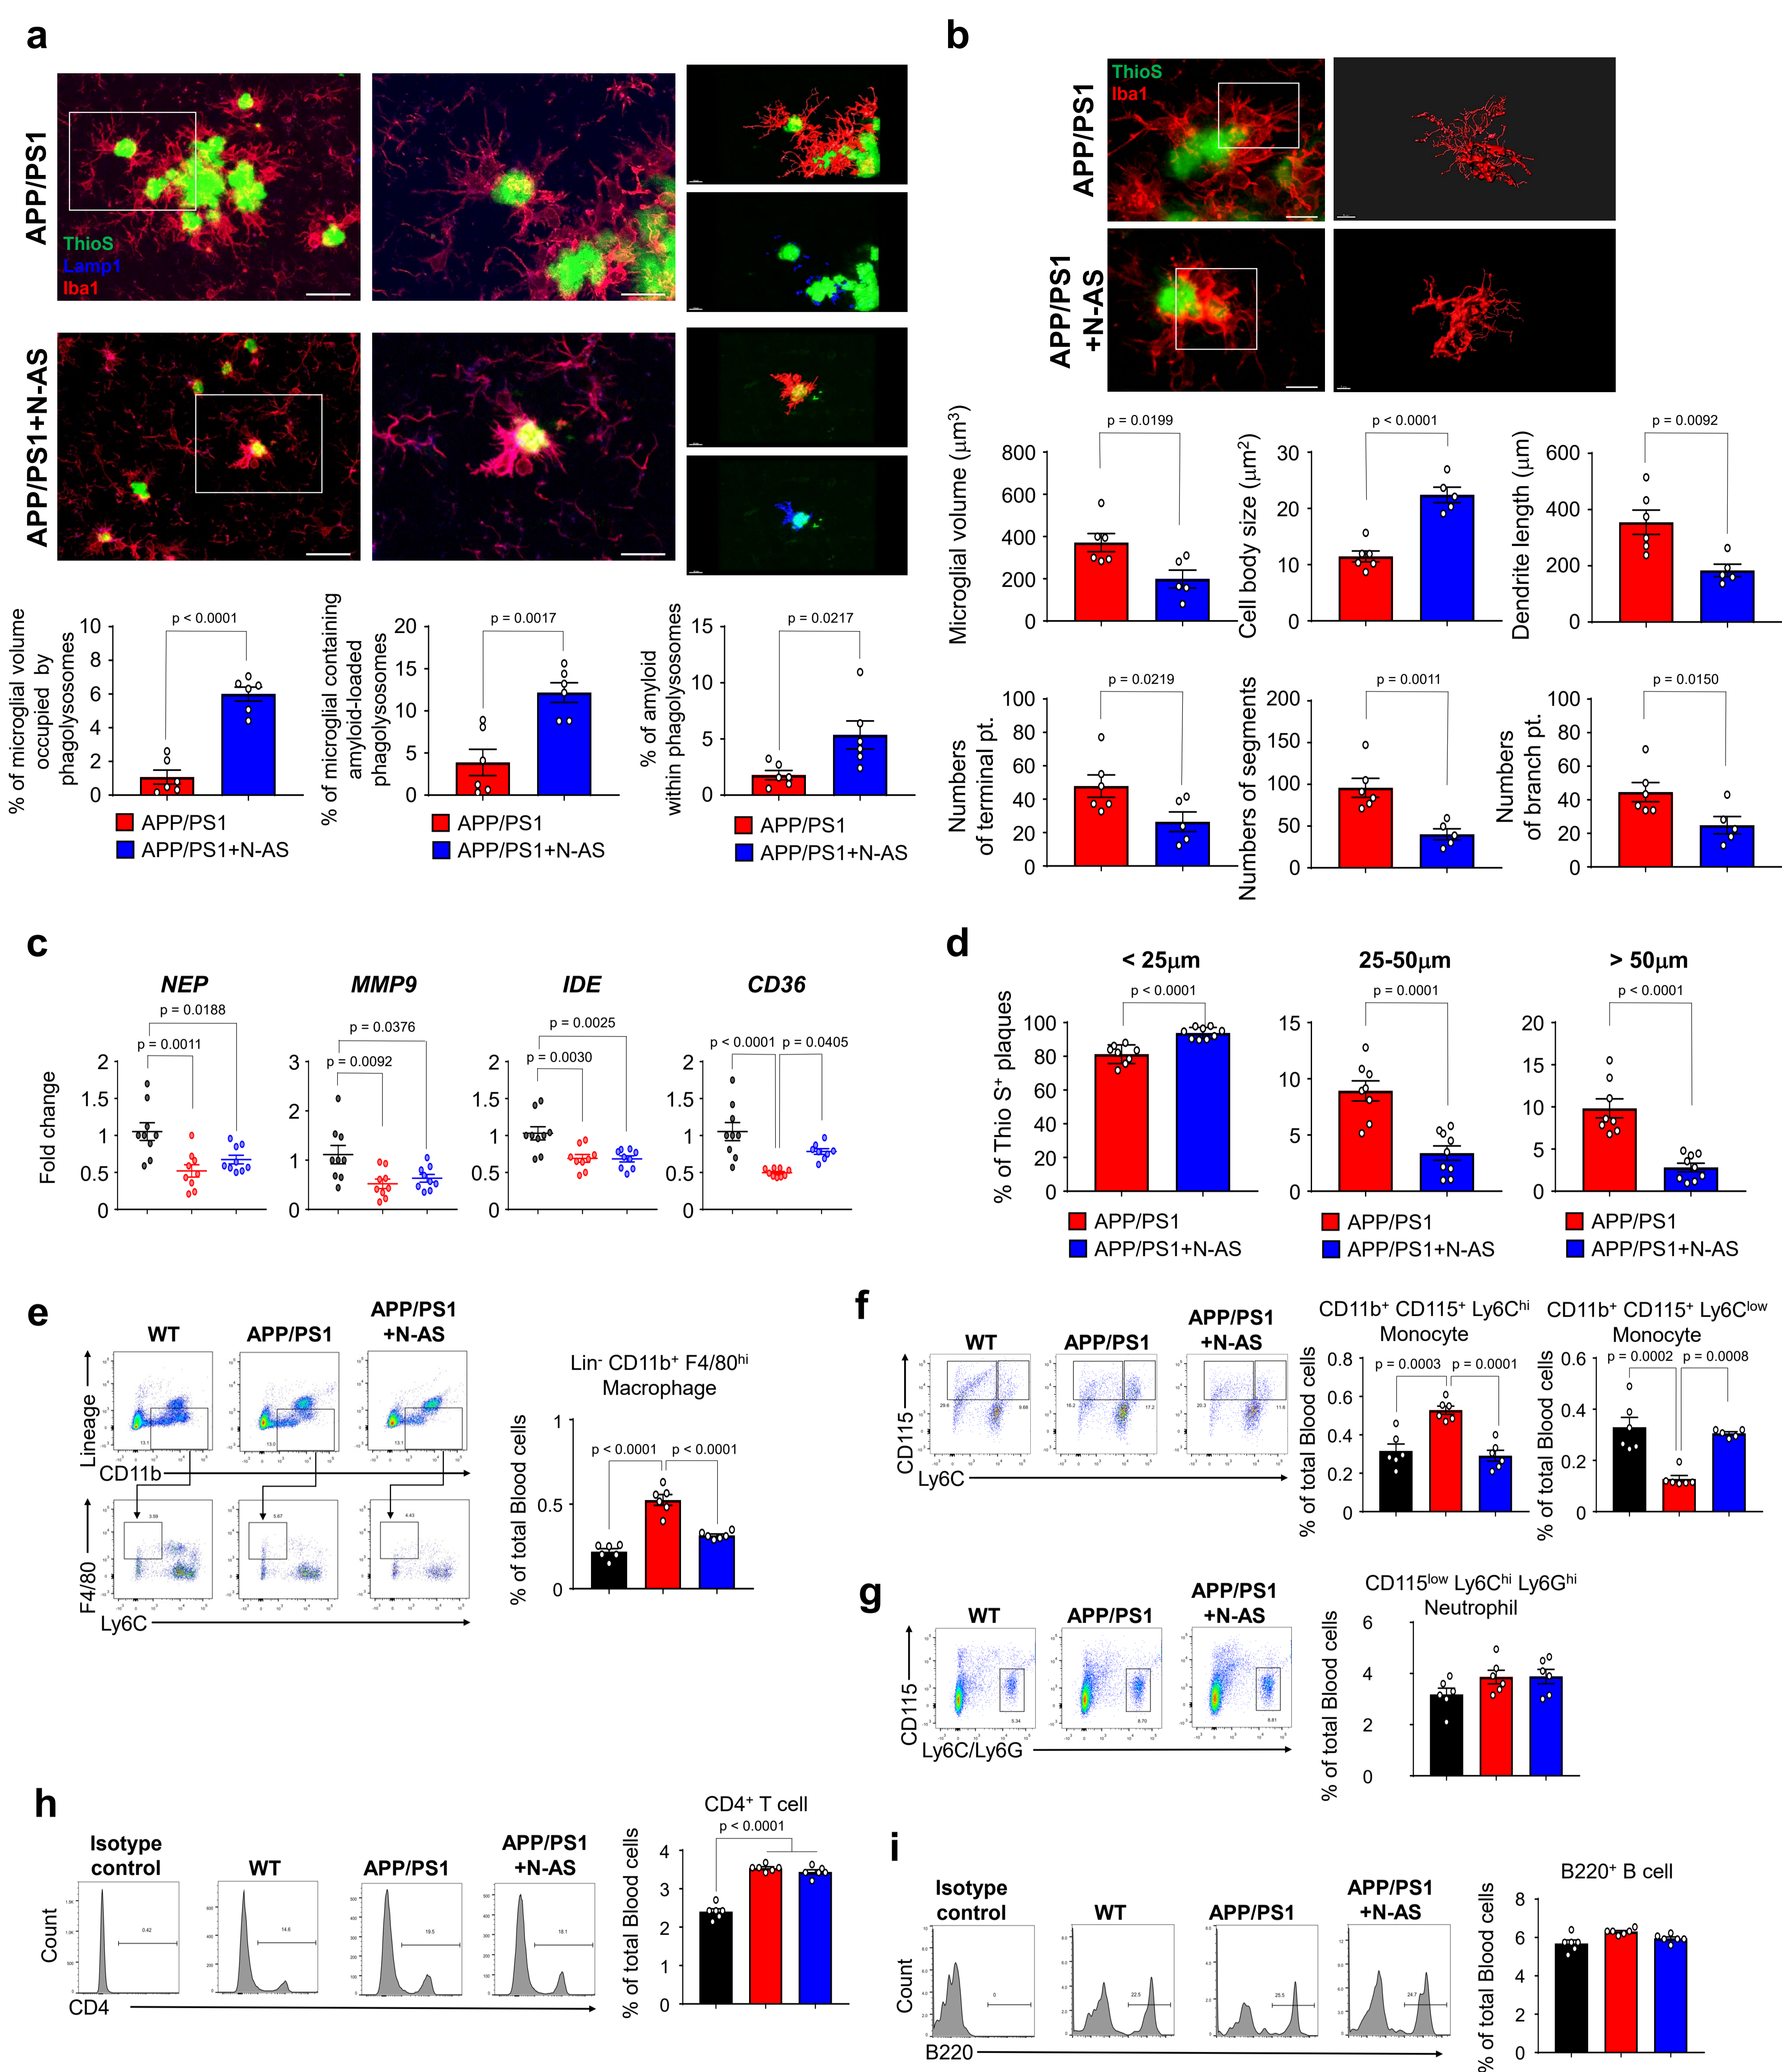

Supplementary Figure 5: N-AS administration ameliorates microglial phagocytosis and regulates peripheral immune cells in APP/PS1 mice. **a**, Top, immunofluorescence images of ThioS (A $\beta$  plaques, green) encapsulated within Lamp1<sup>+</sup> structures (phagolysosomes, blue) in microglia (Iba1, red) present in brains of APP/PS1 and APP/PS1 injected with N-AS mice. Low-magnification scale bars, 30  $\mu\text{m}$ ; High-magnification scale bars, 20  $\mu\text{m}$ ; 3D reconstruction from confocal image stacks scale bars, 10  $\mu\text{m}$ . Bottom, quantification of microglia volume occupied by Lamp1<sup>+</sup> phagolysosomes, percent of microglia containing A $\beta$ -loaded phagolysosomes and A $\beta$  encapsulated in phagolysosomes (n = 6 mice per group). **b**, Morphology of microglia (Iba1, red) surrounding A $\beta$  (ThioS, green) in cortex of APP/PS1 and APP/PS1 injected with N-AS mice. Top, high magnification (Scale bars, 10  $\mu\text{m}$ ) and Imaris-based three-dimensional images (Scale bars, 5  $\mu\text{m}$ ) of microglia surrounding A $\beta$ . Bottom, Imaris-based automated quantification of microglial morphology (APP/PS1 mice, n = 6; APP/PS1+N-AS mice, n = 5). **c**, mRNA levels of *NEP*, *MMP9*, *IDE*, and *CD36* expressions in microglia derived from WT, APP/PS1, and APP/PS1 injected with N-AS mice (n = 8-9 mice per group). **d** Morphometric analysis of A $\beta$  plaques in APP/PS1 and APP/PS1 injected with N-AS mice (n = 8-9 mice per group). Brain sections were labeled with ThioS and plaques were counted and assigned to three mutually exclusive size categories based on maximum diameters: small <25  $\mu\text{m}$ ; medium 25-50  $\mu\text{m}$ ; or large >50  $\mu\text{m}$ . **e**, Left, gating strategy for detection of Lin<sup>-</sup>CD11b<sup>+</sup>F4/80<sup>hi</sup> macrophage within blood cell populations. Right, graph displaying the calculated percentage of Lin<sup>-</sup>CD11b<sup>+</sup>F4/80<sup>hi</sup> macrophage in WT, APP/PS1, and APP/PS1 treated with N-AS mice blood (n = 6 mice per group). **f**, Left, gating strategy for detection of CD11b<sup>+</sup>CD115<sup>+</sup>Ly6C<sup>hi</sup> (Pro-inflammatory monocyte) and CD11b<sup>+</sup>CD115<sup>+</sup>Ly6C<sup>low</sup> (Anti-inflammatory monocyte) cells within blood cell populations. Right, graph displaying the calculated percentage of CD11b<sup>+</sup>CD115<sup>+</sup>Ly6C<sup>hi</sup> (Pro-inflammatory monocyte) and CD11b<sup>+</sup>CD115<sup>+</sup>Ly6C<sup>low</sup> (Anti-inflammatory monocyte) cells in WT, APP/PS1, and APP/PS1 treated with N-AS mice blood (n = 6 mice per group). **g**, Left, gating strategy for detection of CD115<sup>low</sup>Ly6C<sup>hi</sup>Ly6G<sup>hi</sup> neutrophil within blood cell populations. Right, graph displaying the calculated percentage of CD115<sup>low</sup>Ly6C<sup>hi</sup>Ly6G<sup>hi</sup> neutrophil in WT, APP/PS1, and APP/PS1 treated with N-AS mice blood (n = 6 mice per group). **h**, Left, histograms are representative of CD4<sup>+</sup> T cell proliferation at blood. Right, graph displaying the calculated percentage of CD4<sup>+</sup> T cell in WT, APP/PS1, and APP/PS1 treated with N-AS mice blood (n = 6 mice per group). **i**, Left, histograms are representative of B220<sup>+</sup> B cell proliferation at blood. Right, graph displaying the calculated percentage of B220<sup>+</sup> B cell in WT, APP/PS1, and APP/PS1 treated with N-AS mice blood (n = 6 mice per group). a-b and d, Student's t test. c and e-i, One-way analysis of variance, Tukey's post hoc test. All error bars indicate s.e.m. Source data are provided as a Source Data file.

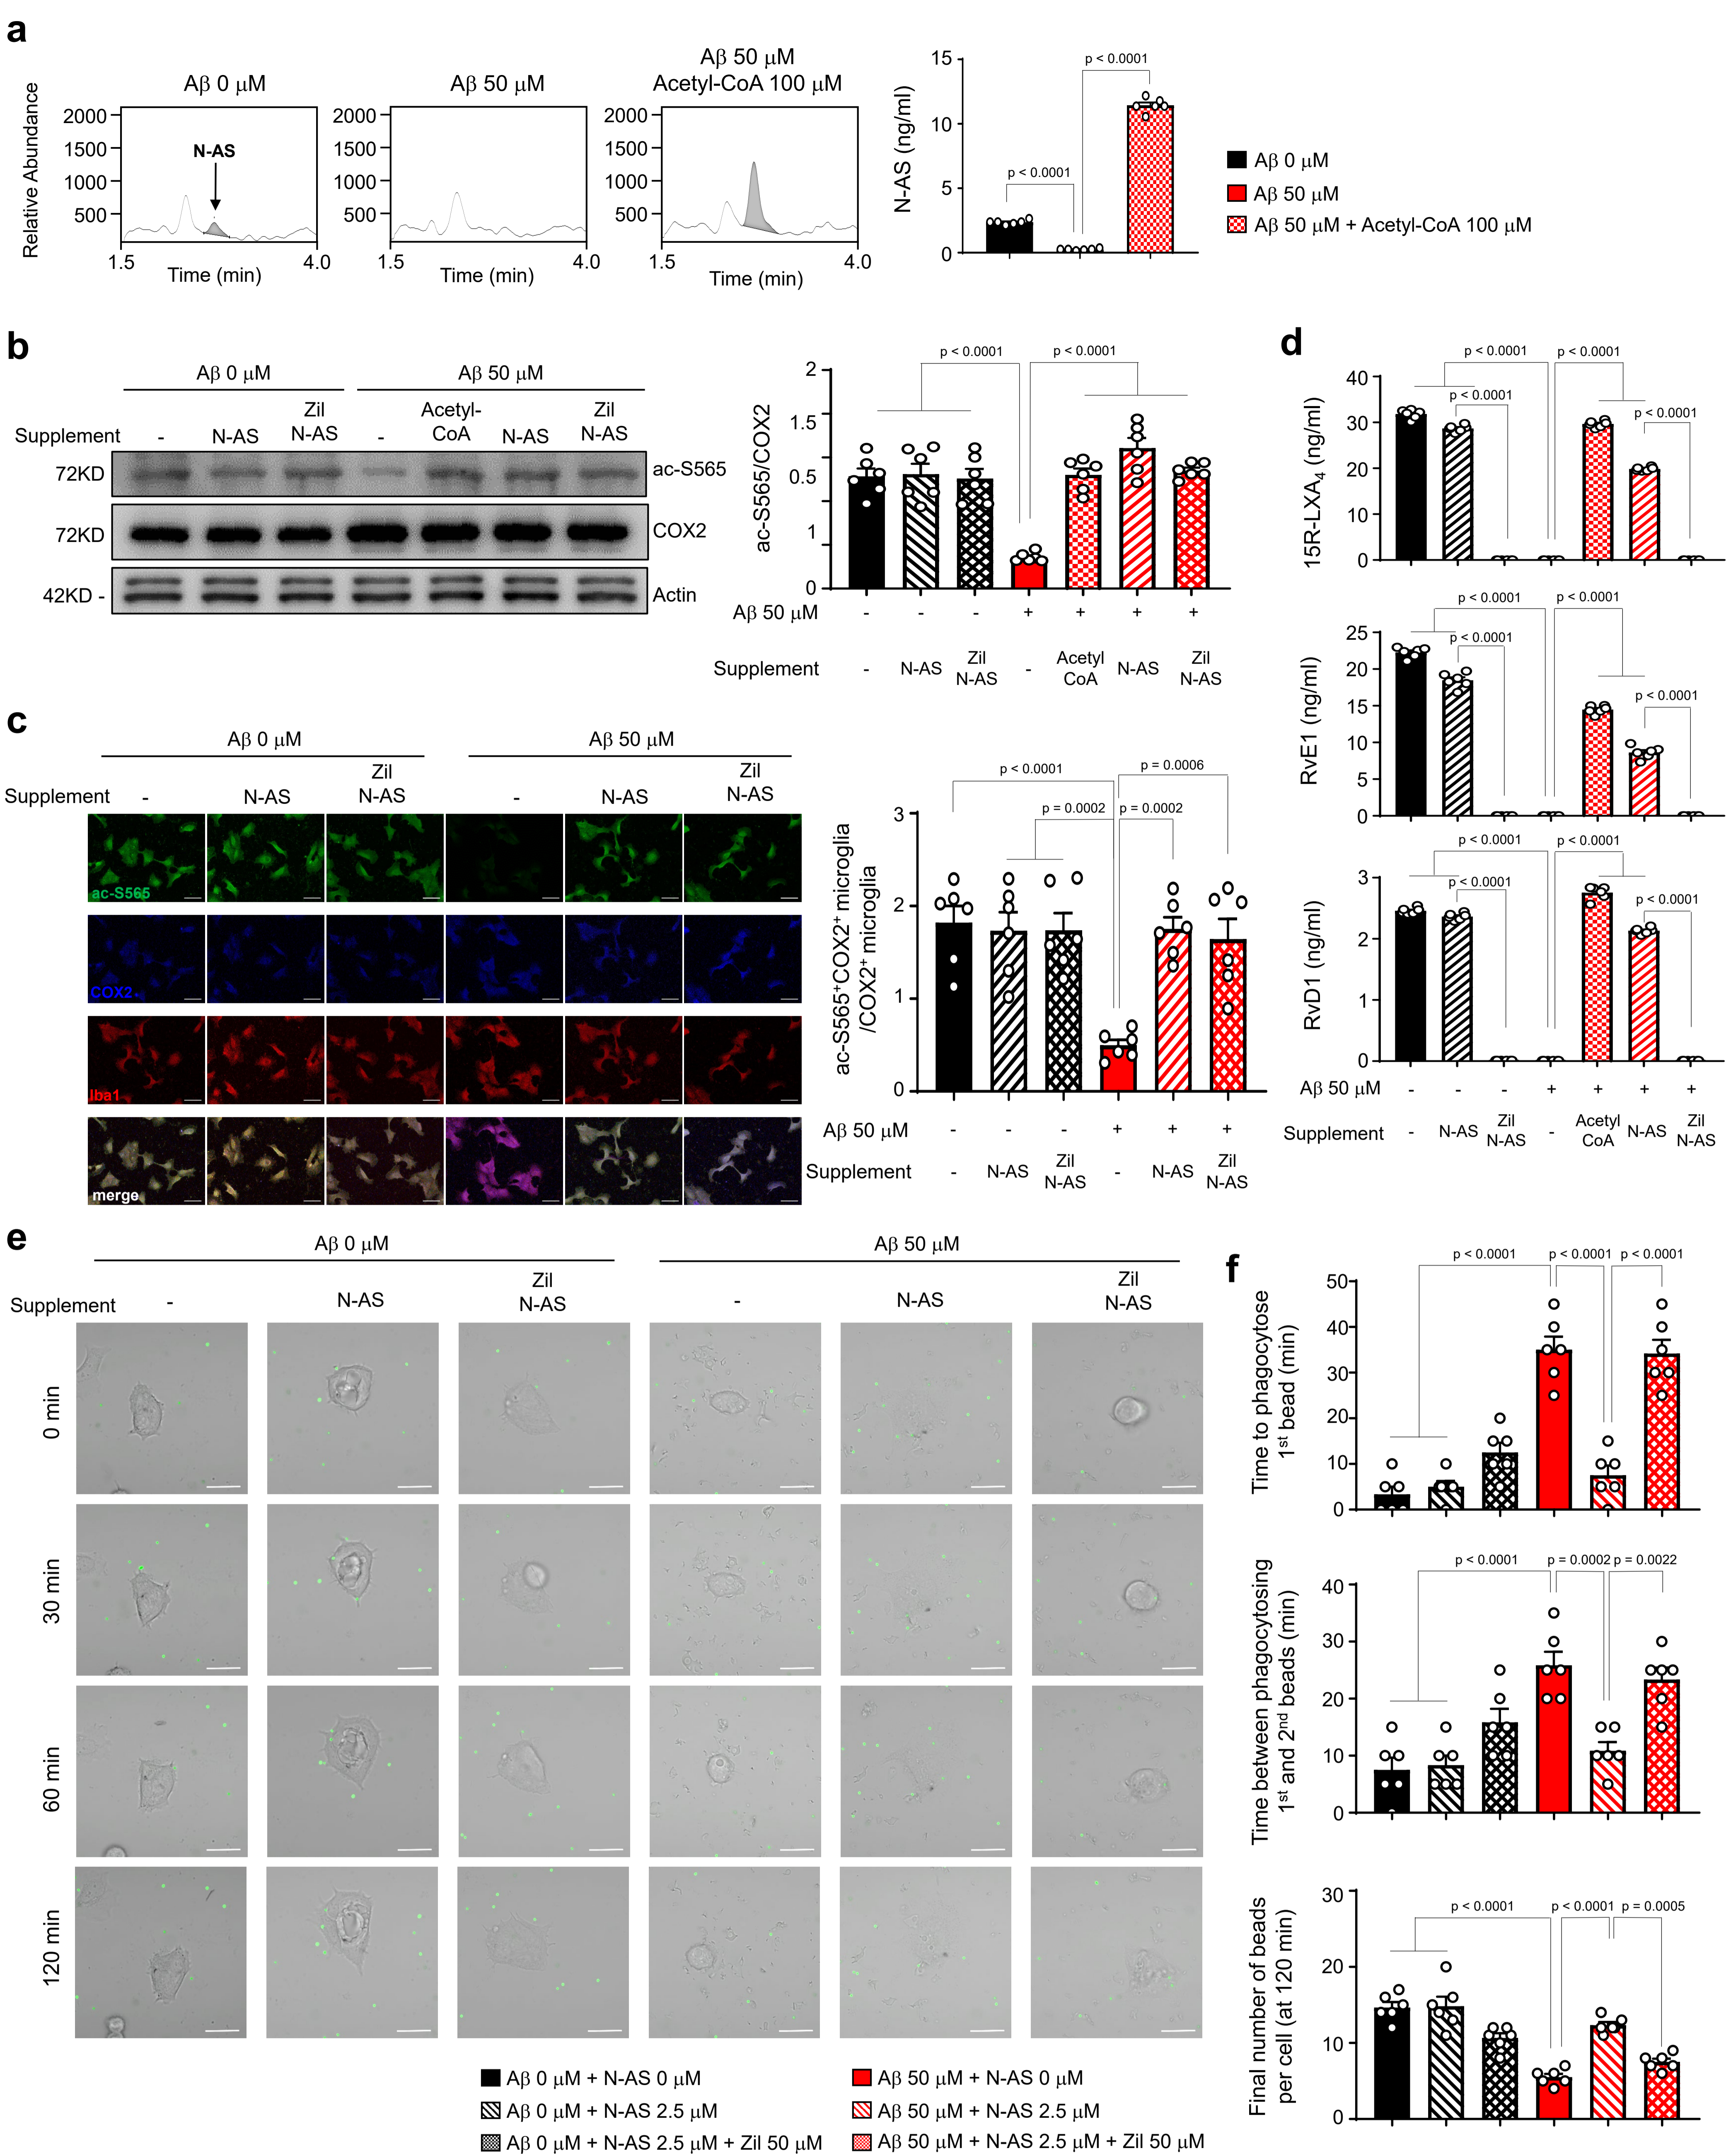

Supplementary Figure 6: Generation and function of N-AS is decreased in Aβ-treated human microglia, is restored with N-AS treatment, increasing phagocytic microglial function. **a**, Representative chromatograms of N-AS and quantification using systematic LC-MS/MS in human microglia treated 50 μM Aβ or not in presence or absence of acetyl-CoA (n = 6 per group). **b**, Western blot analysis for ac-S565 and total COX2 in human microglia treated 50 μM Aβ or not in presence or absence of N-AS or acetyl-CoA or zileuton (zil) (n = 6 per group). **c**, Colocalization of microglia (Iba1, red) with ac-S565 (green) and COX2 (blue) and quantification in human microglia treated 50 μM Aβ or not in presence or absence of N-AS or zil (n = 6 per group, Scale bars, 50 μm). **d**, Quantifications of 15R-LXA<sub>4</sub>, RvE1, and RvD1 were detected by LC-MS/MS in cell lysates of human microglia treated with or without 50 μM Aβ in presence or absence of N-AS, acetyl-CoA, or zil (n = 6 per group). **e**, Representative images from live-cell imaging at various times after the administration of beads in human microglia treated 50 μM Aβ or not in presence or absence of N-AS or zil. Scare bars, 30 μm. Data were replicated in six independent experiments with similar results. **f**, Analysis of beads uptake in human microglia treated 50 μM Aβ or not in presence or absence of N-AS or zil. The amount of time taken to phagocytose the first beads (top), the time between phagocytosing the first and second beads (middle) and the final number of beads phagocytosed in 120 min (bottom) (n = 6 per group). a-d, and f, One-way analysis of variance, Tukey's post hoc test. All error bars indicate s.e.m. Source data are provided as a Source Data file.

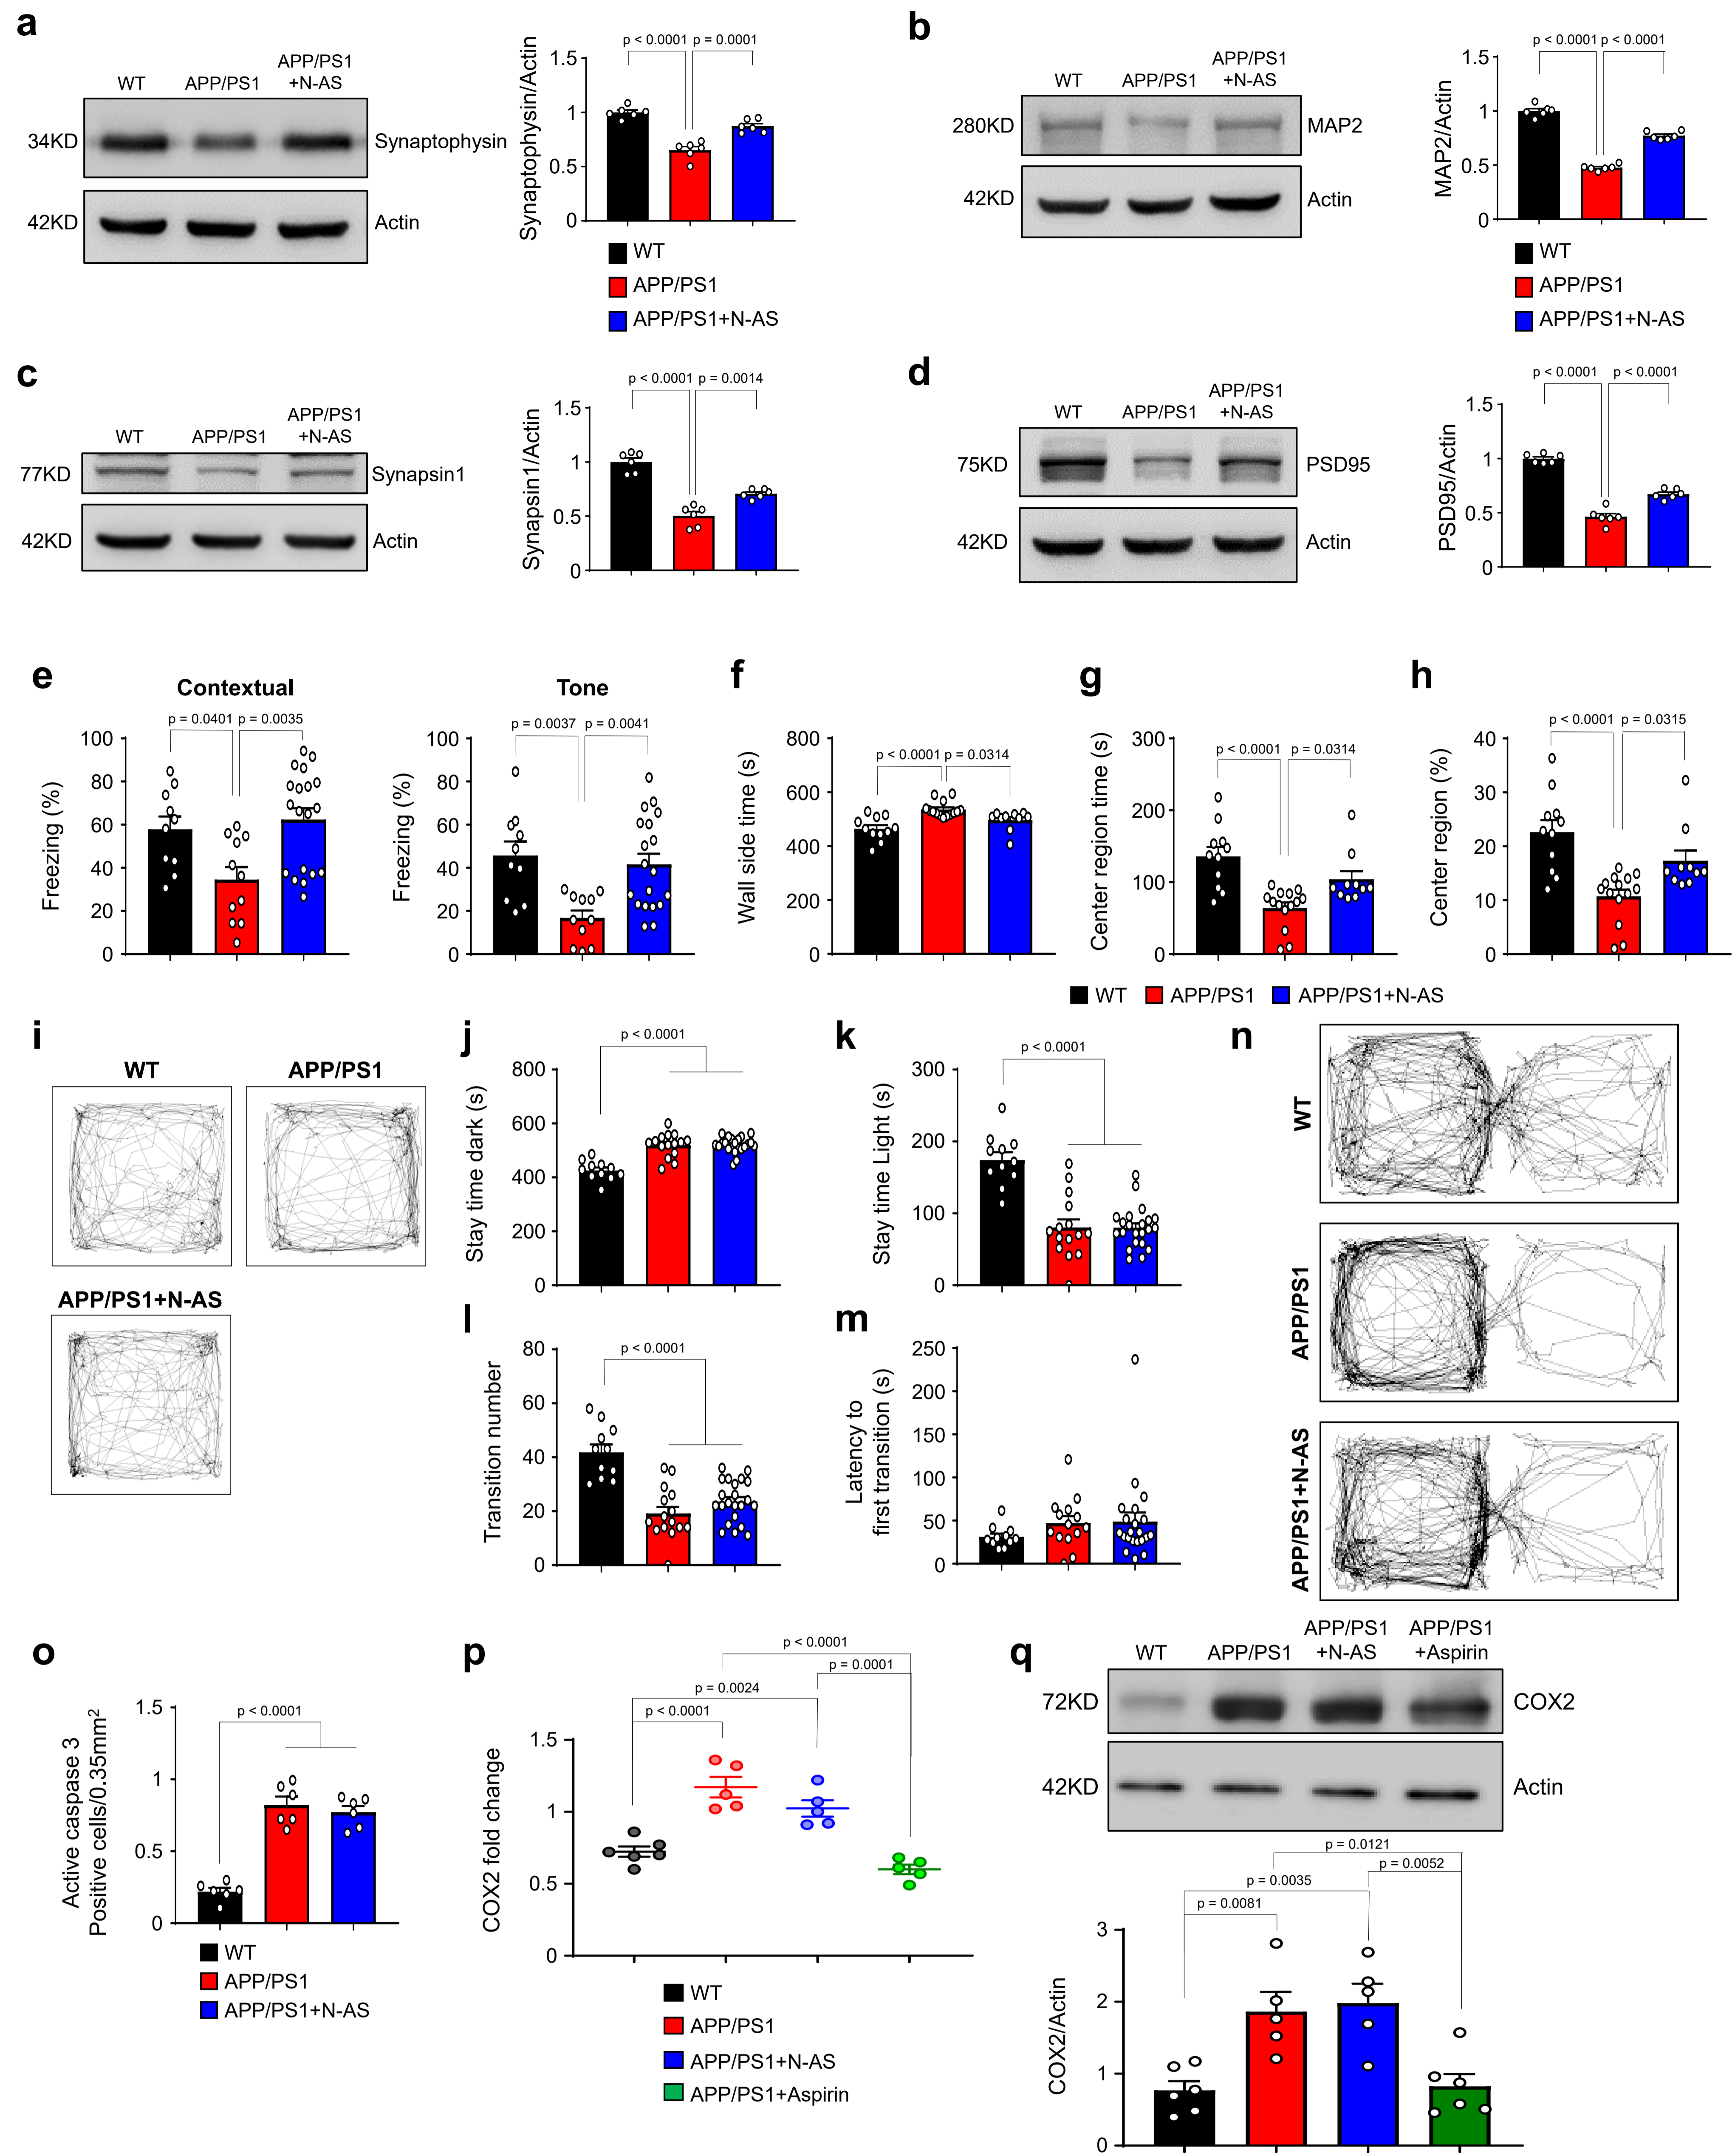

Supplementary Figure 7: N-AS administration restores synaptogenesis and AD-like behavior in APP/PS1 by N-AS-triggered SPMs, not apoptosis and COX2 inhibition. **a-d**, Western blot analysis for synaptophysin (a; n = 6 per group), MAP2 (b; n = 6 per group), synapsin1 (c; n = 6 per group) and PSD95 (d; n = 6 per group) in cortex of WT, APP/PS1, and APP/PS1 treated with N-AS. **e**, The results of contextual and tone tasks during fear conditioning test in WT, APP/PS1, and APP/PS1 treated with N-AS mice (n = 10-19 mice per group). **f and g**, Time spent in the walls side (f) and center regions (g) across during open field test of WT, APP/PS1, and APP/PS1 treated with N-AS mice (n = 10-14 mice per group). **h**, Percent of center region during open field test. **i**, Representative traces of mouse movement during open field test. **j and k**, Time spent in the dark (j) and light (k) compartment during light-dark test of WT, APP/PS1, and APP/PS1 treated with N-AS mice (n = 11-22 mice per group). **l**, The number of light-dark transition during light-dark test. **m**, Latency to the first transition during light-dark test. **n**, Representative traces of mouse movement during light-dark test. **o**, Quantification of Caspase-3<sup>+</sup> cells in WT, APP/PS1, and APP/PS1 treated with N-AS (n = 6 per group). **p**, mRNA level of *COX2* in microglia derived from WT, APP/PS1, APP/PS1 treated with N-AS and APP/PS1 treated with aspirin mice (n = 5-6 mice per group). **q**, Western blot analysis for COX2 in microglia derived from WT, APP/PS1, APP/PS1 treated with N-AS, and APP/PS1 treated with aspirin mice (WT mice, n = 6; APP/PS1 mice, n = 5; APP/PS1+N-AS mice, n = 5; APP/PS1+Aspirin mice, n = 6). All data analysis was done at 9-mo-old mice. a-h, j-m, and o-q, One-way analysis of variance, Tukey's post hoc test. All error bars indicate s.e.m. Source data are provided as a Source Data file. Source data are provided as a Source Data file.

**a**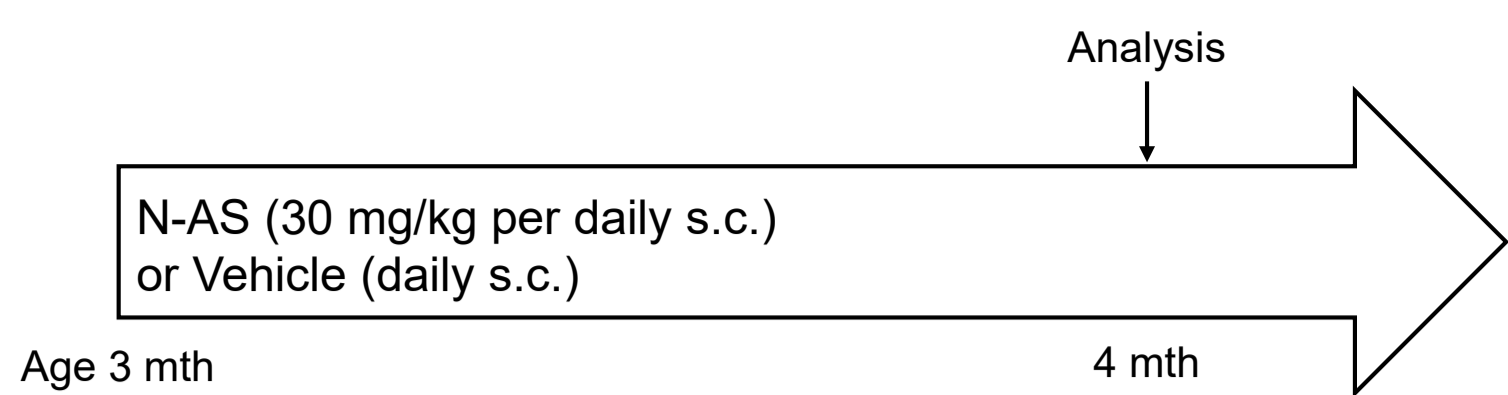**b**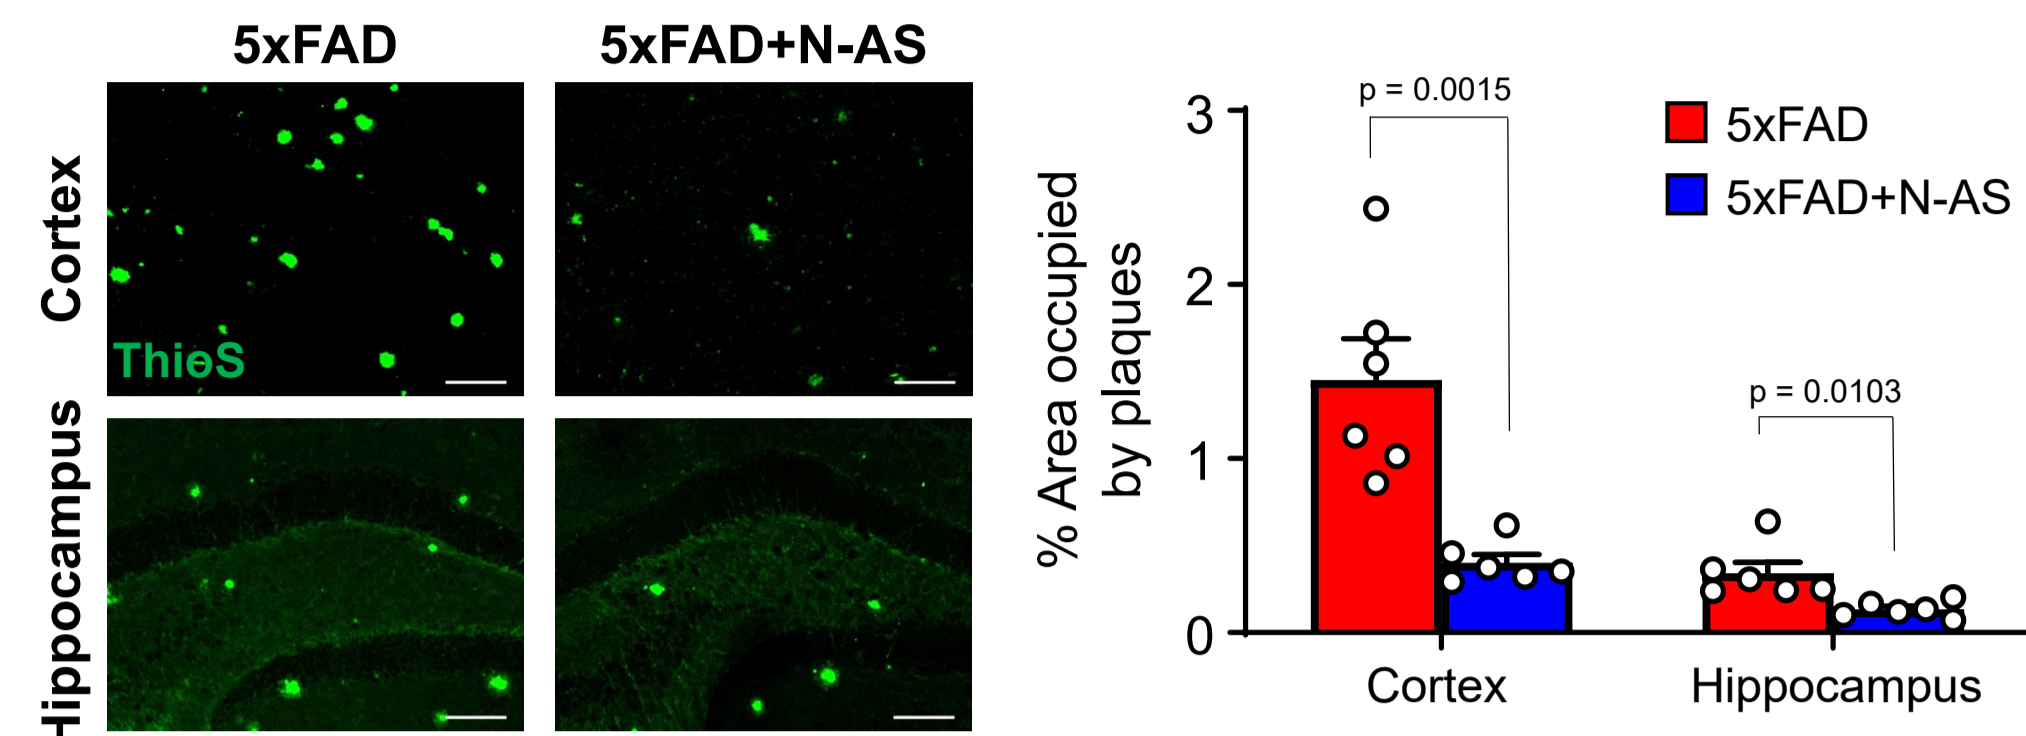**c**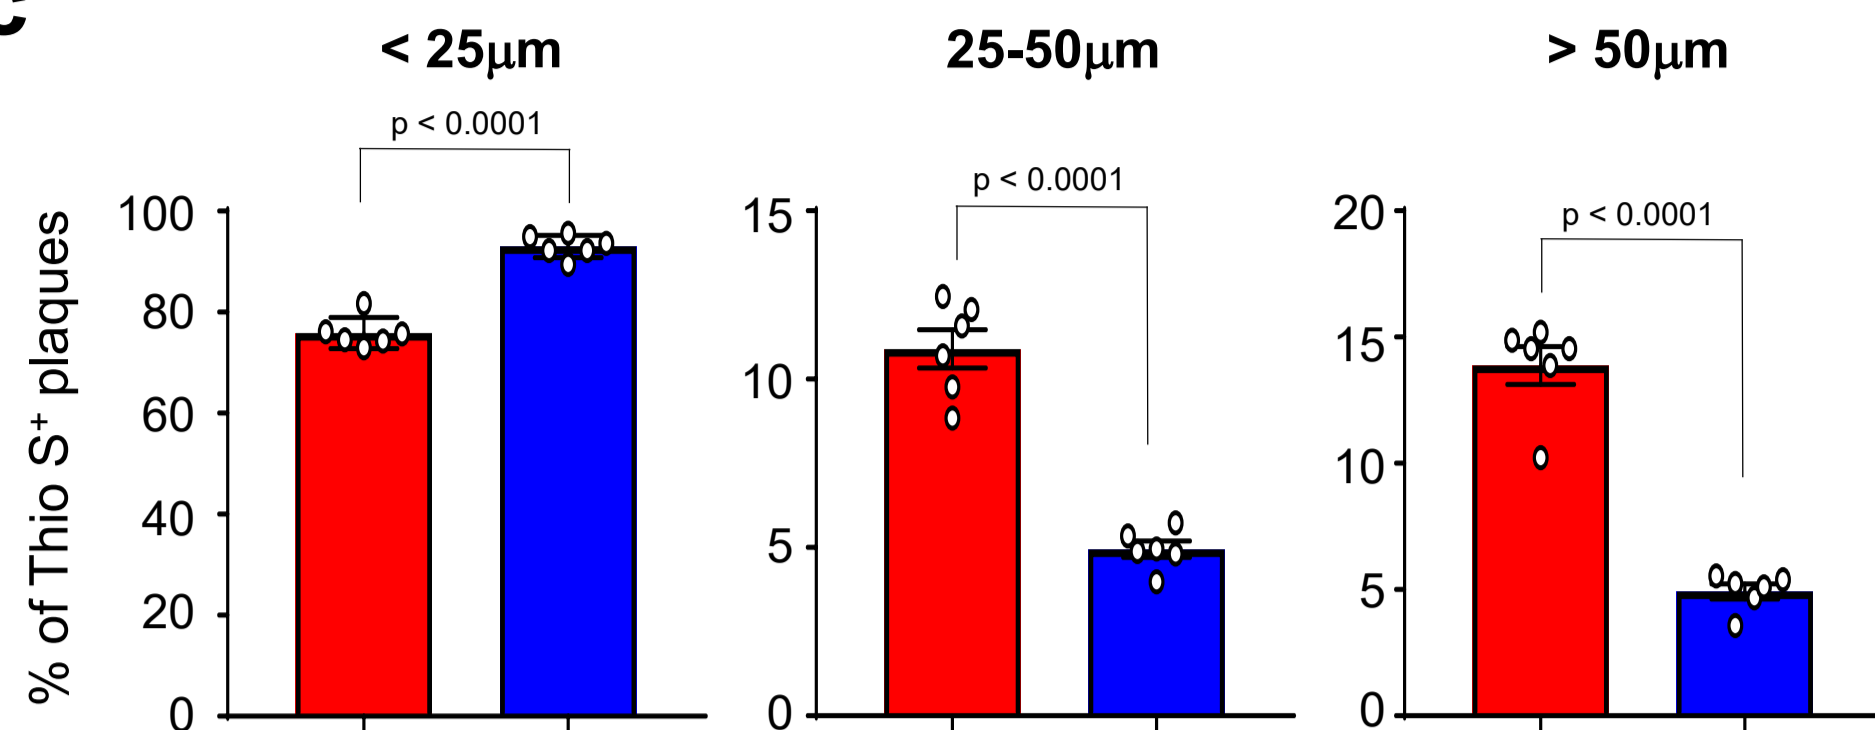**d**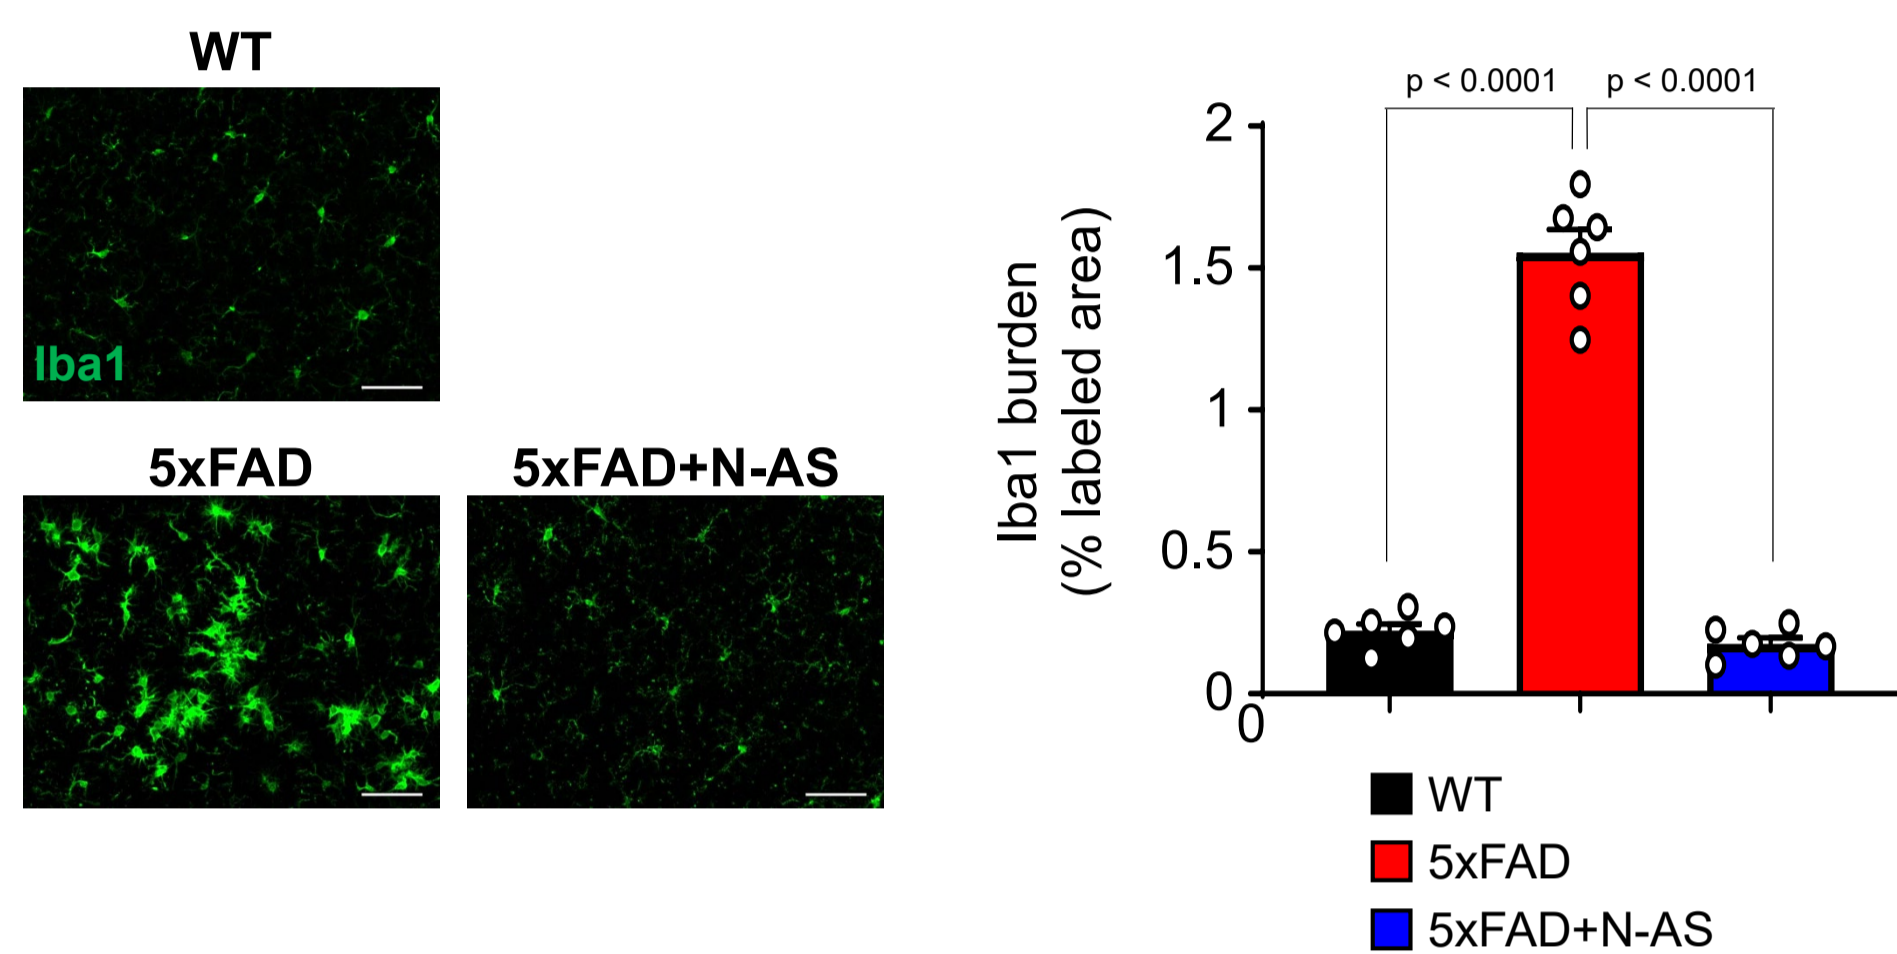**e**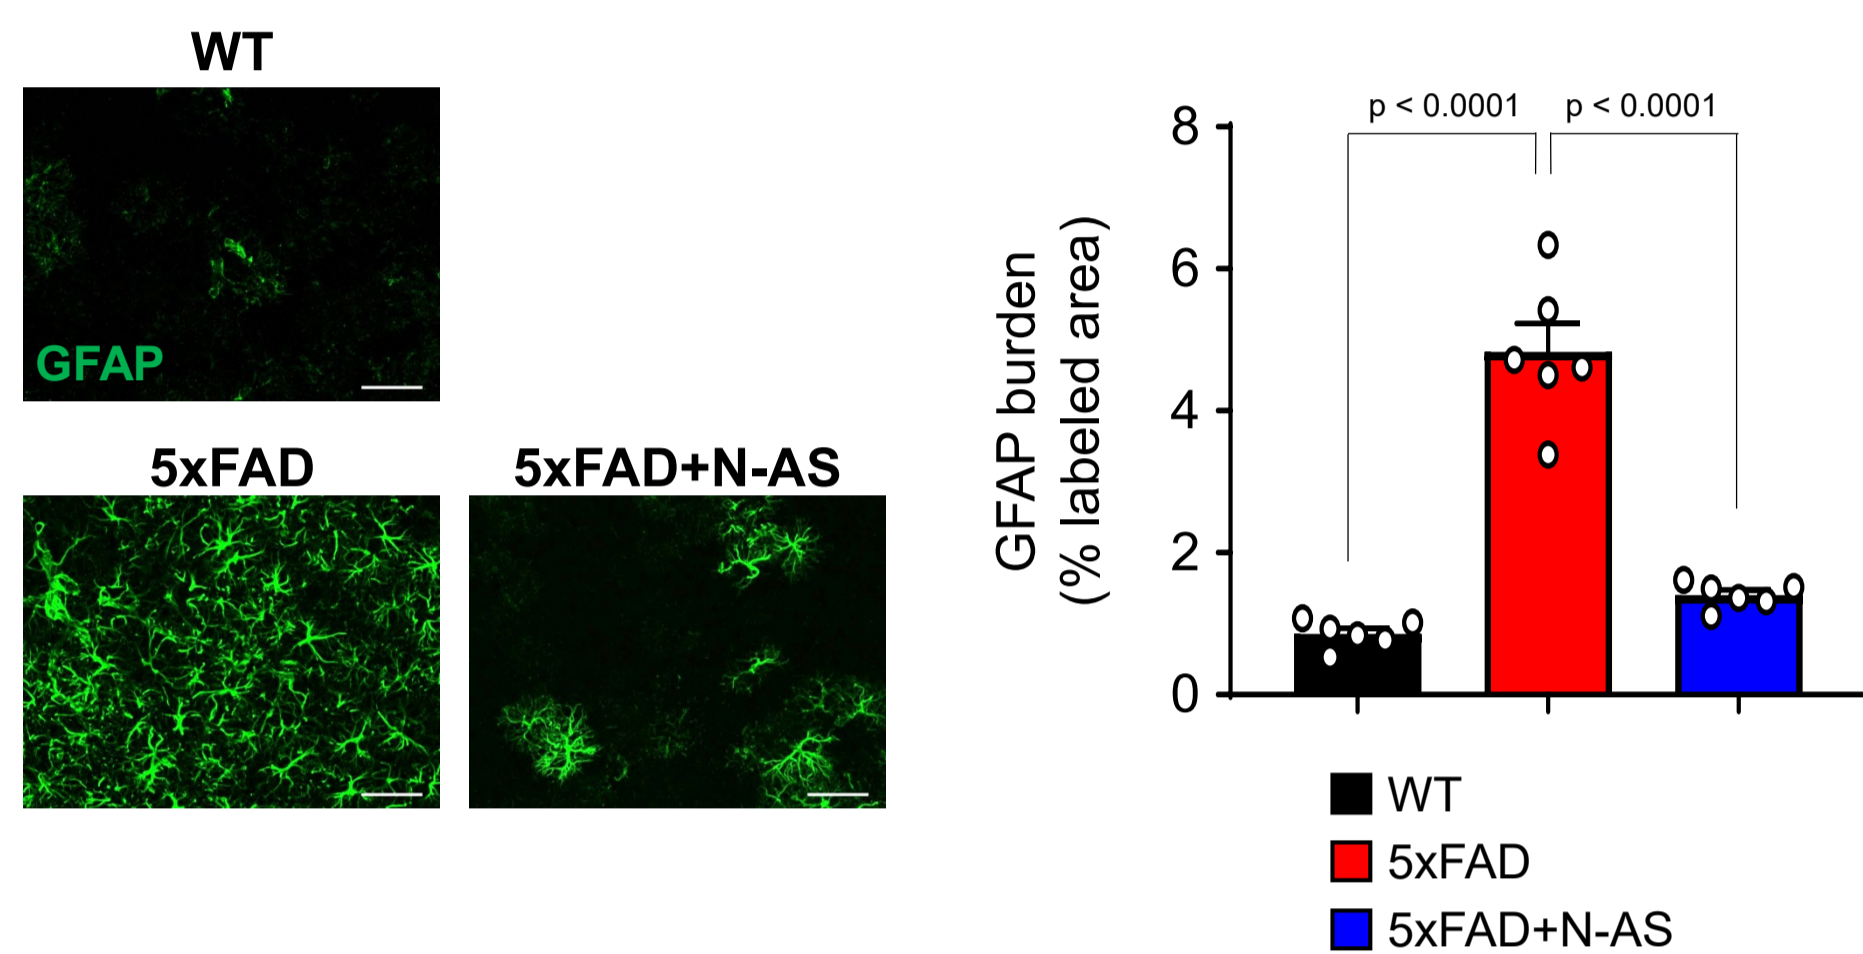**f**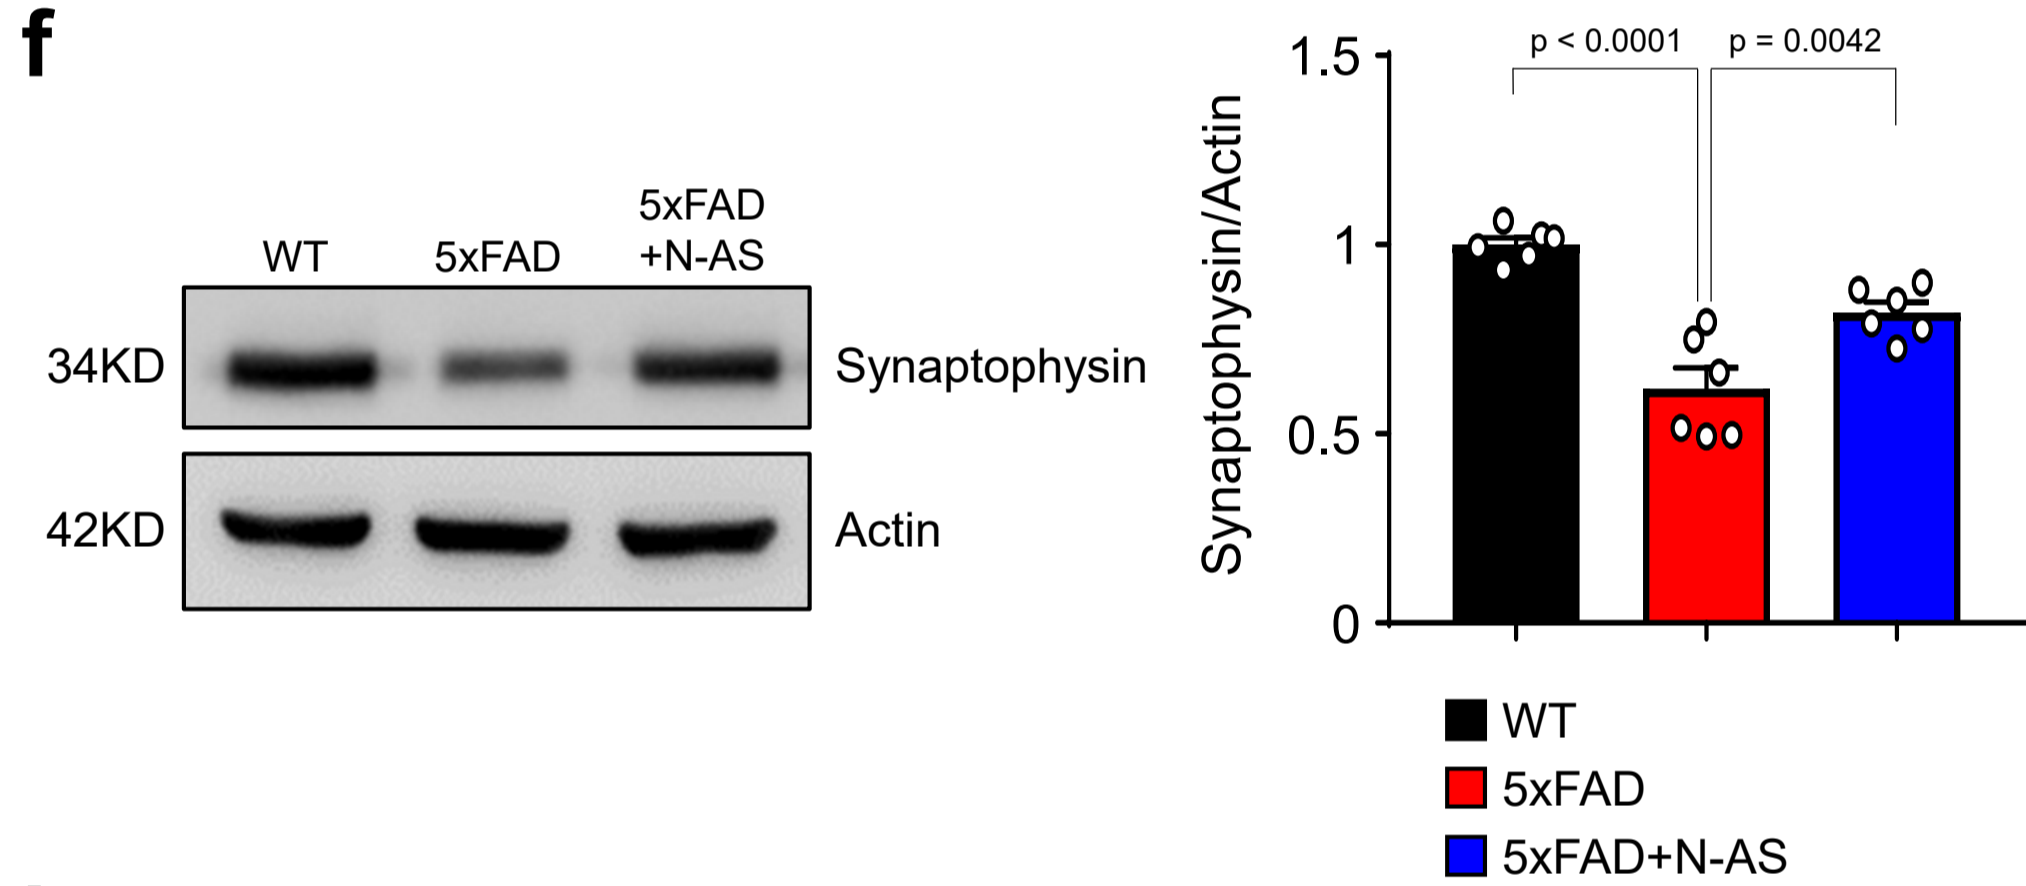**g**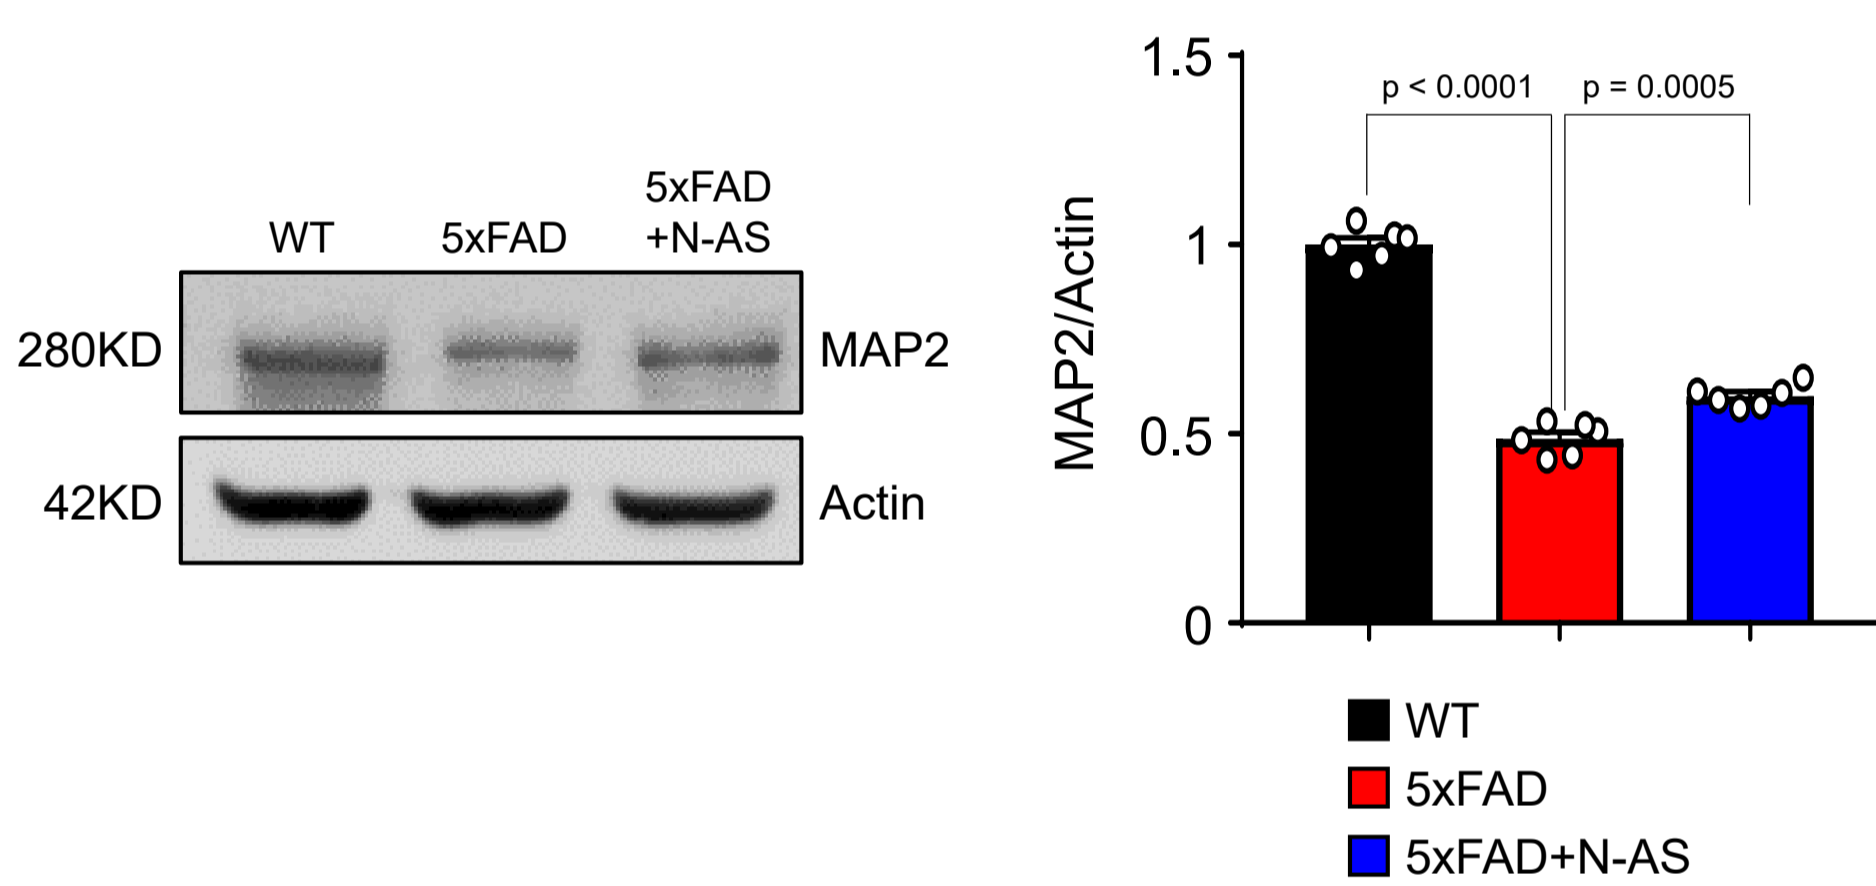**h**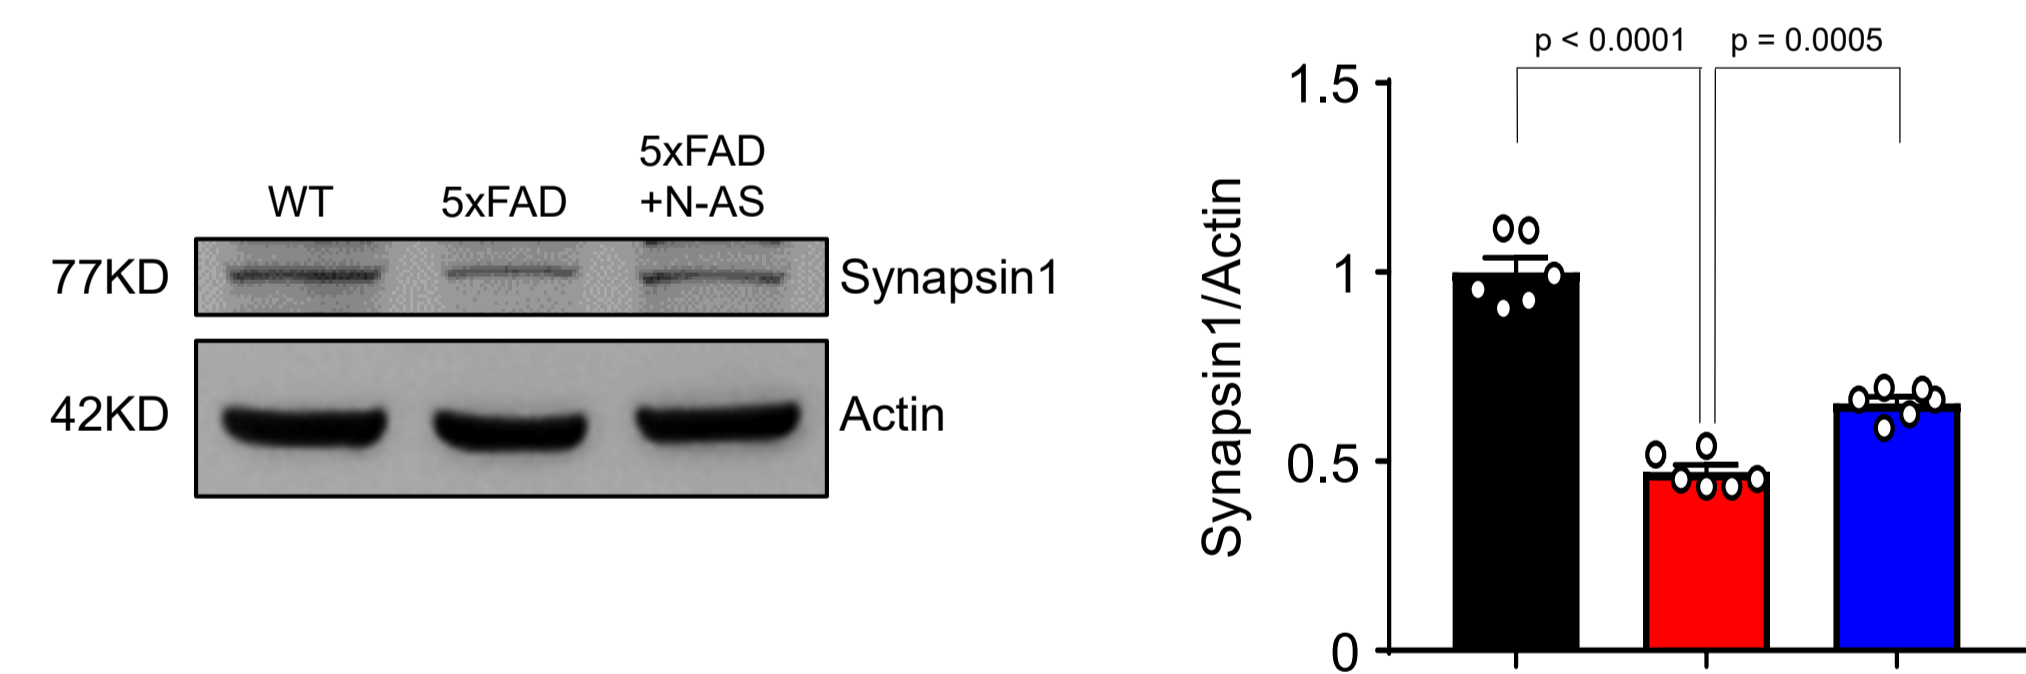**i**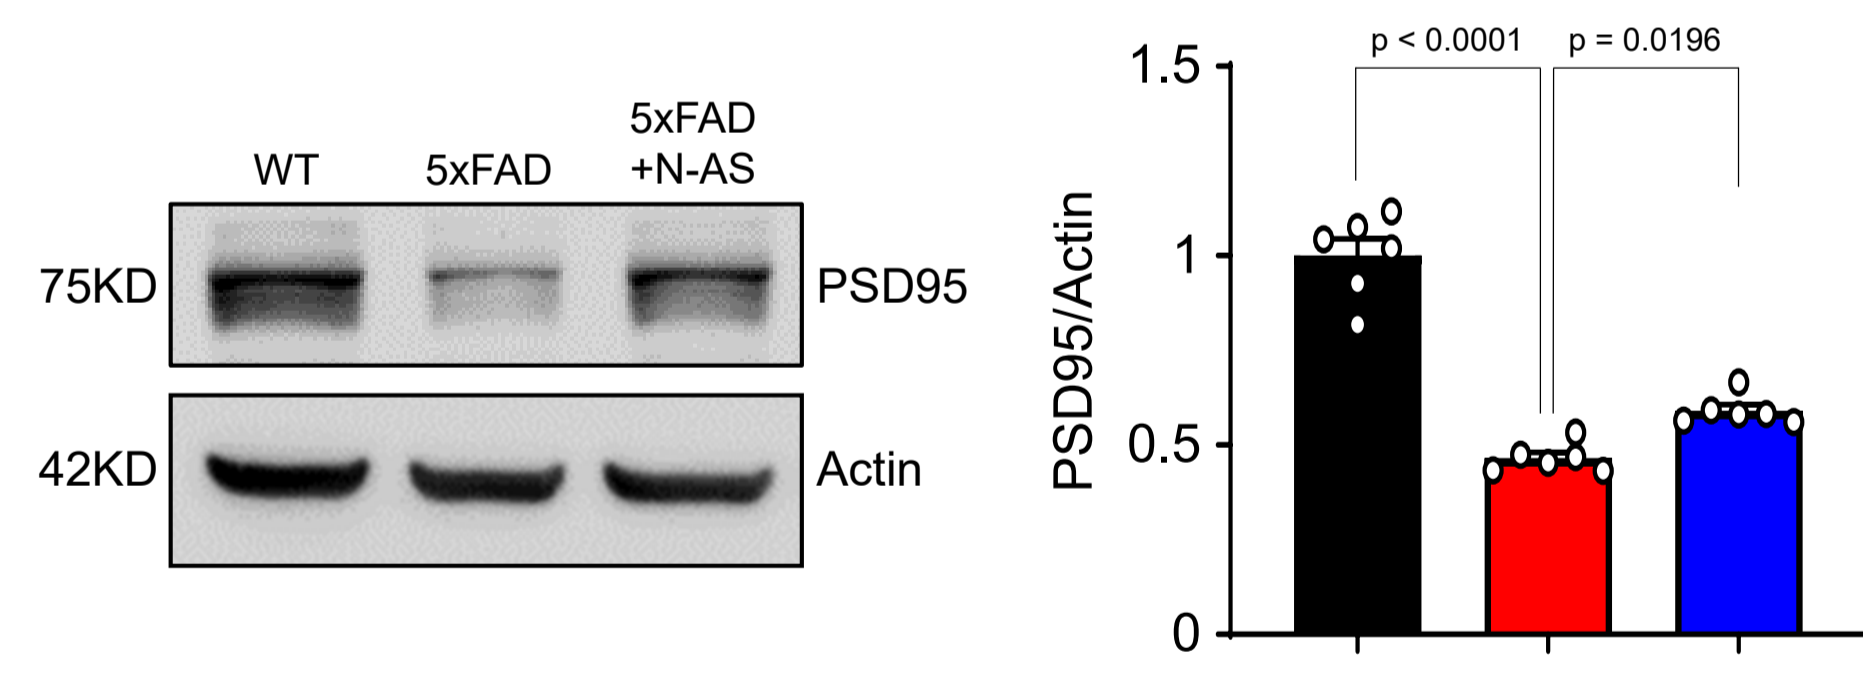

Supplementary Figure 8: N-AS treatment reduces AD pathology in 5xFAD mice. **a**, Scheme of experimental procedure. Daily administration of N-AS or vehicle subcutaneously to 3-mo-old 5xFAD mice for 4 weeks. **b**, Left, representative immunofluorescence images of thioflavin S (ThoS, Aβ plaques) in cortex (Scale bars, 50 μm) and hippocampus (Scale bars, 100 μm) of 5xFAD and 5xFAD treated with N-AS mice. Right quantification of area occupied by Aβ plaques (n = 6 mice per group). **c**, Morphometric analysis of Aβ plaques in 5xFAD and 5xFAD injected with N-AS mice (n = 6 mice per group). Brain sections were labeled with ThioS and plaques were counted and assigned to three mutually exclusive size categories based on maximum diameters: small <25 μm; medium 25-50 μm; or large >50 μm. **d**, Left, immunofluorescence images of microglia (Iba1) in cortex of WT, 5xFAD, and 5xFAD treated with N-AS mice brain. Scale bars, 100 μm. Right, quantification of Iba1<sup>+</sup> microglia in WT, 5xFAD, and 5xFAD treated with N-AS (n = 6 mice per group). **e**, Left, immunofluorescence images of astrocyte (GFAP) in cortex of WT, 5xFAD, and 5xFAD treated with N-AS mice brain. Scale bars, 100 μm. Right, quantification of GFAP<sup>+</sup> astrocyte in WT, 5xFAD, and 5xFAD treated with N-AS (n = 6 mice per group). **f-I**, Western blot analysis for synaptophysin (f; n = 6 per group), MAP2 (g; n = 6 per group), synapsin1 (h; n = 6 per group), and PSD95 (i; n = 6 per group) in cortex of WT, 5xFAD, and 5xFAD treated with N-AS. All data analysis was done at 4-mo-old mice. b and c, Student's t test. d-i, One-way analysis of variance, Tukey's post hoc test. All error bars indicate s.e.m. Source data are provided as a Source Data file.

**a**

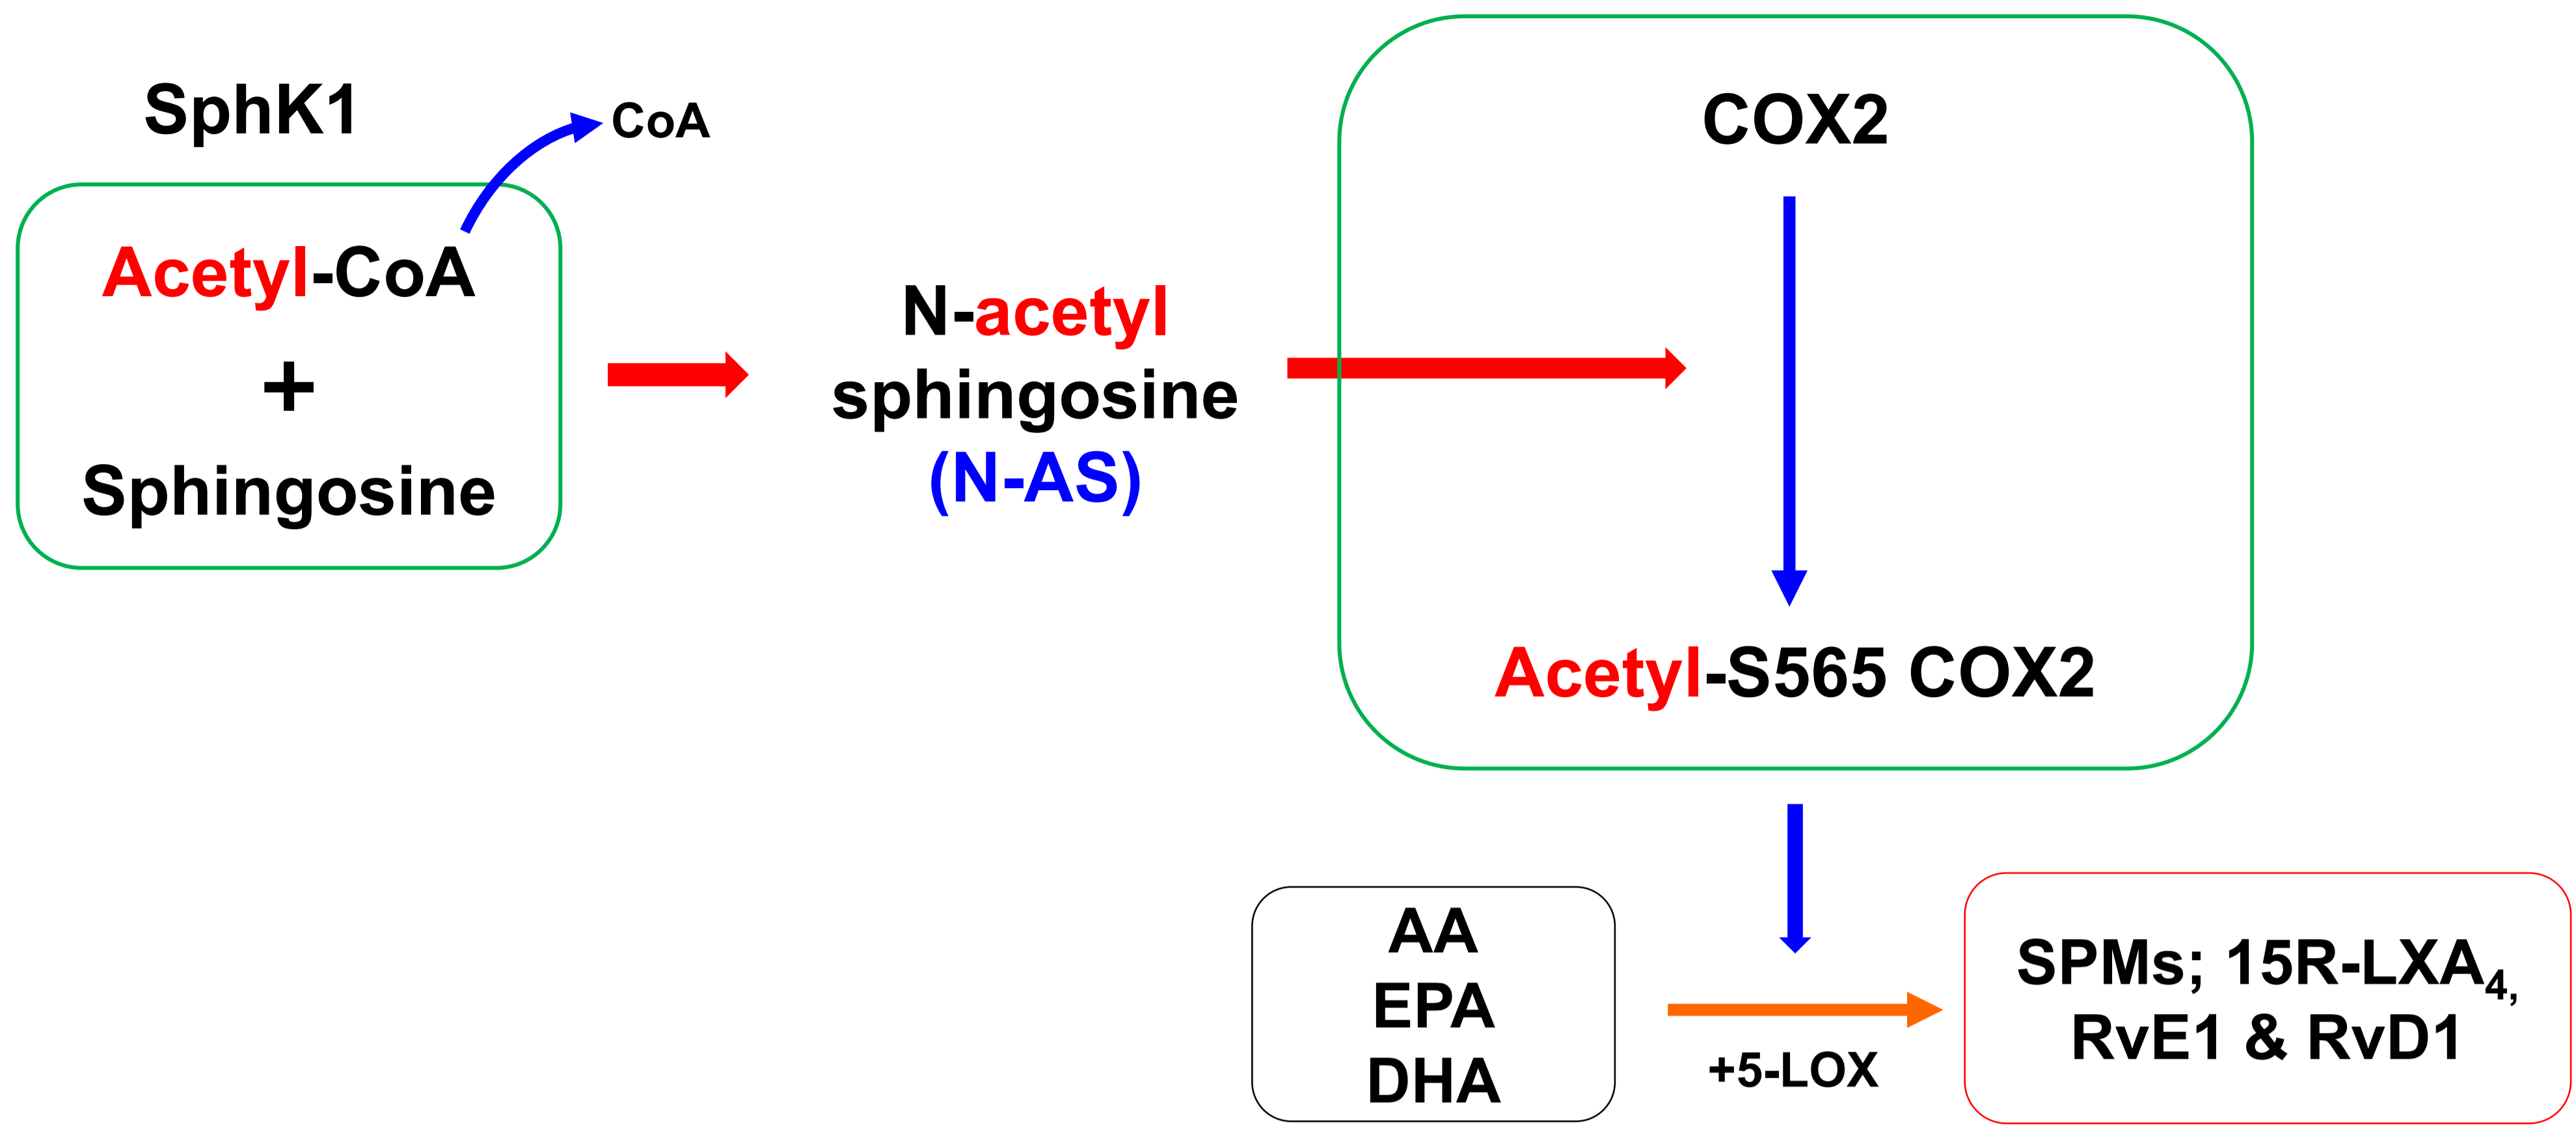

**b**

**AD brain  
without N-AS generation**

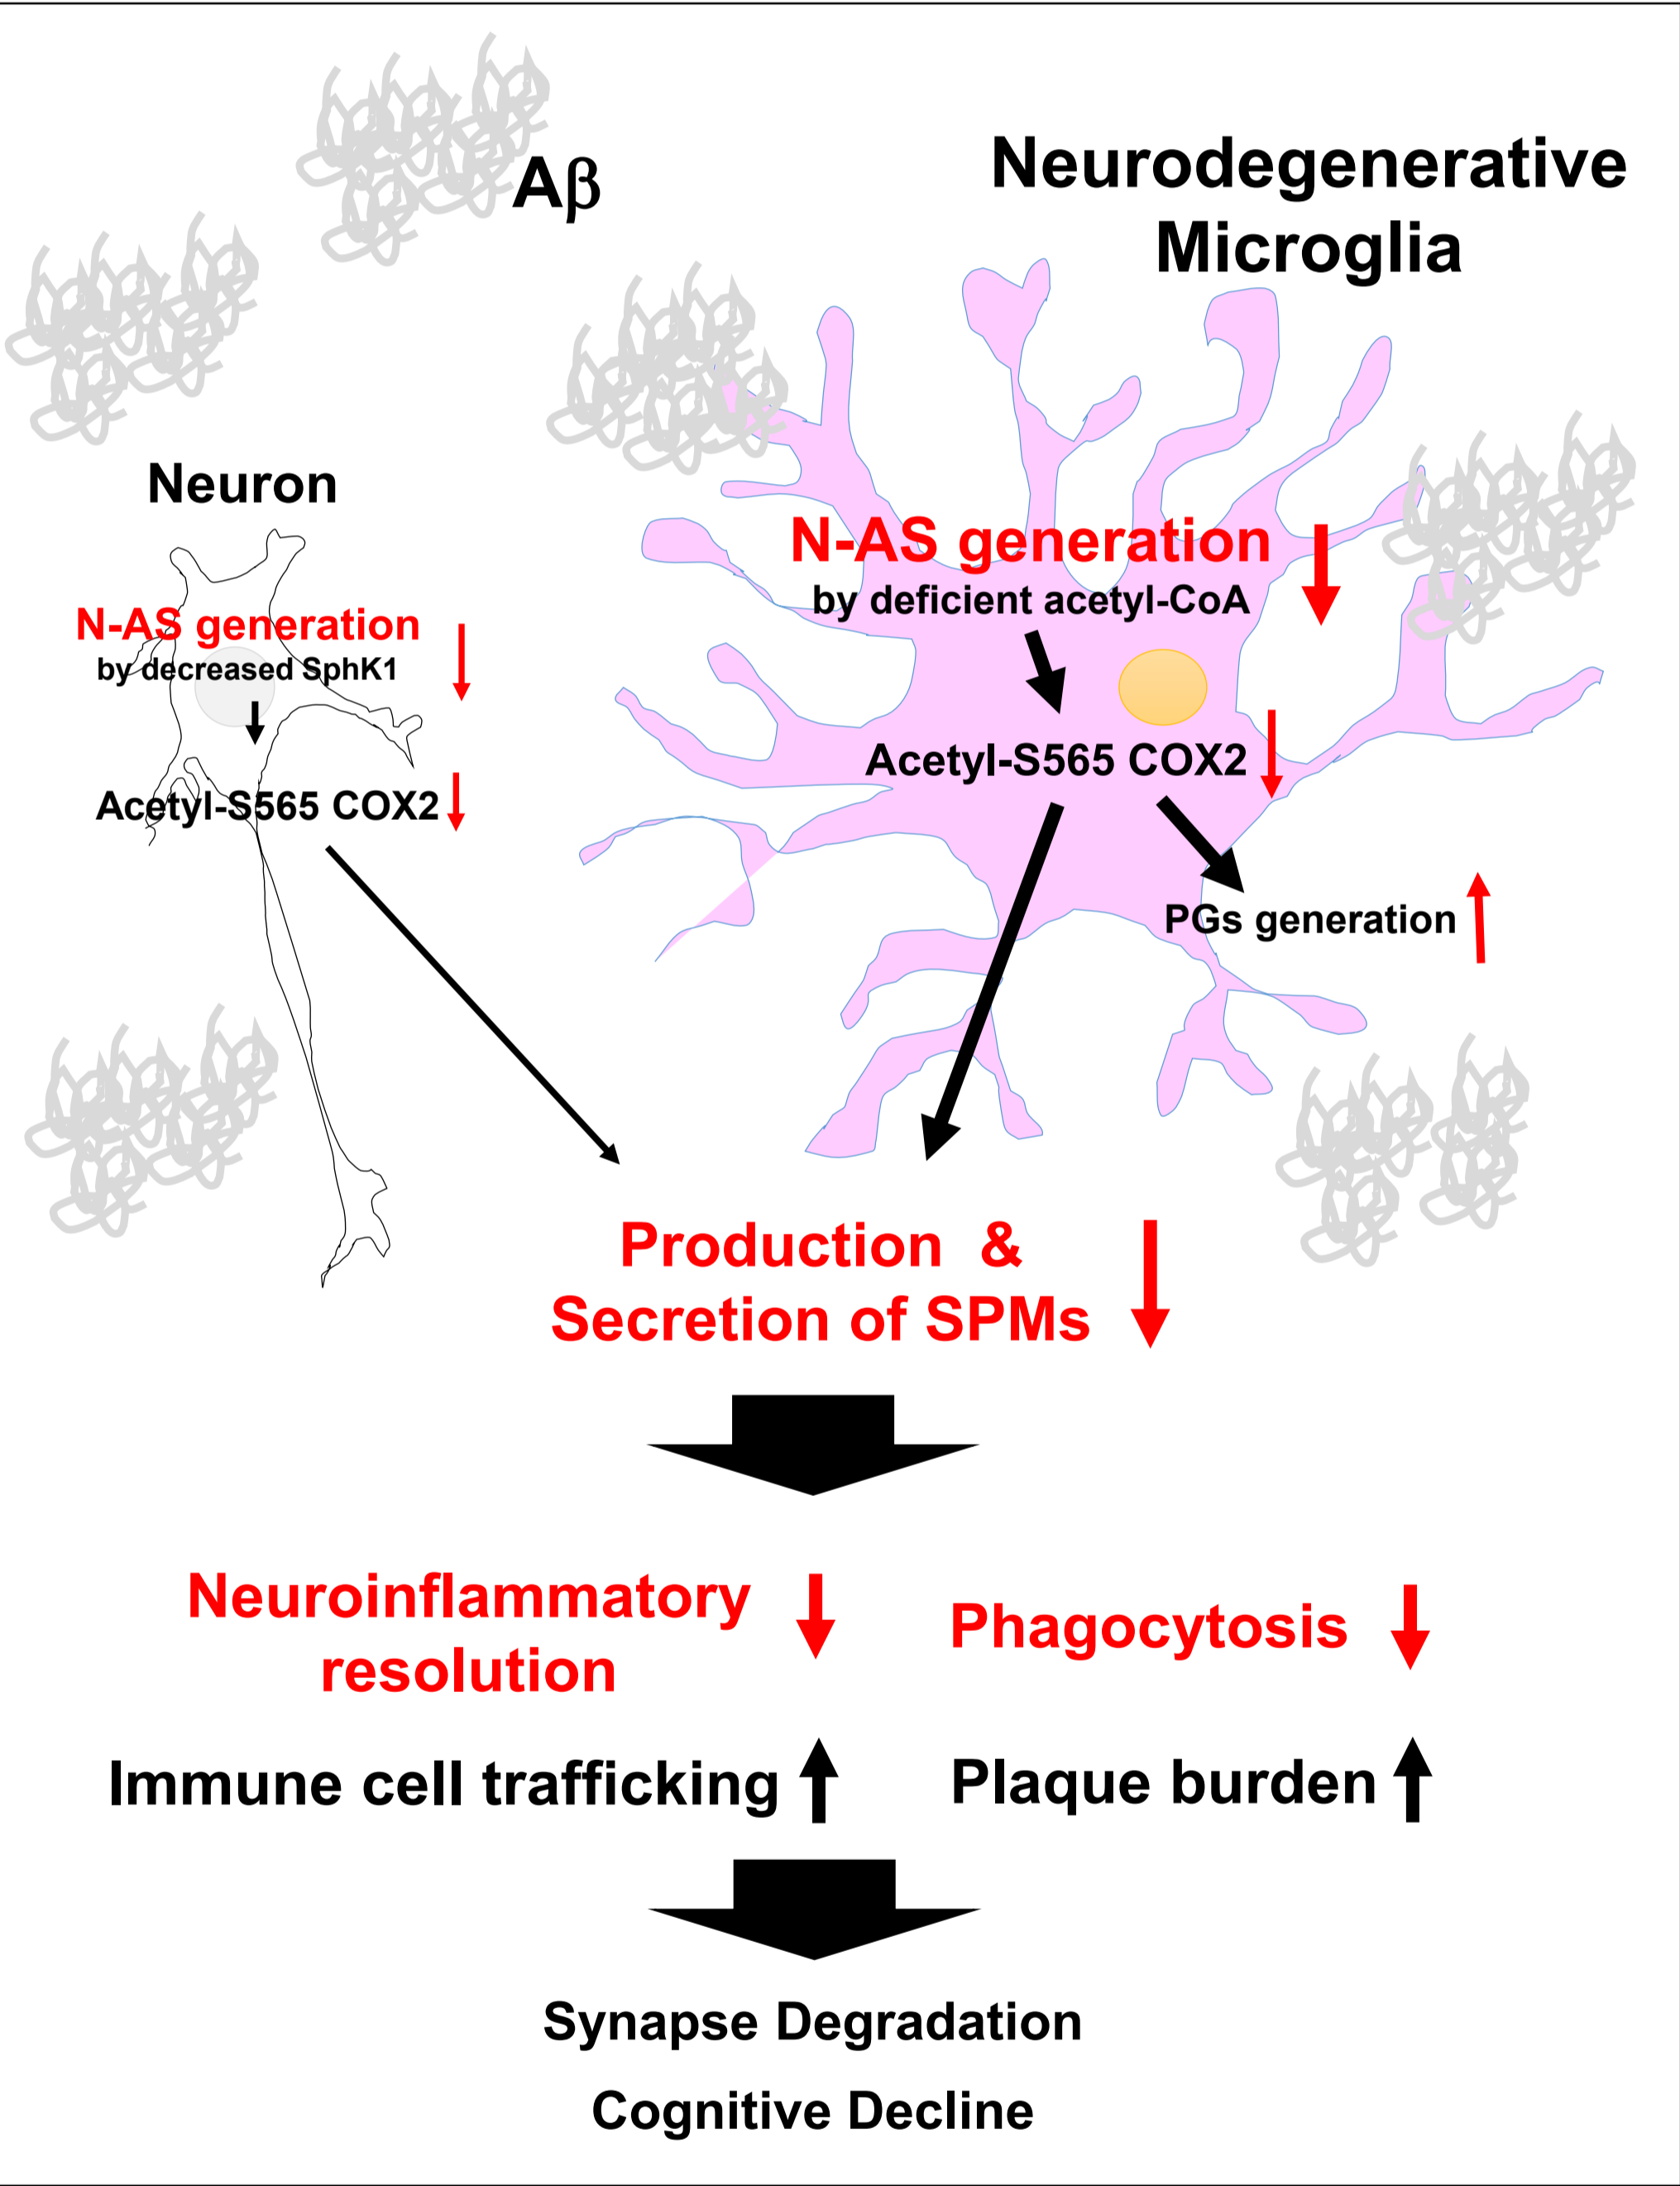

**AD brain  
with N-AS**

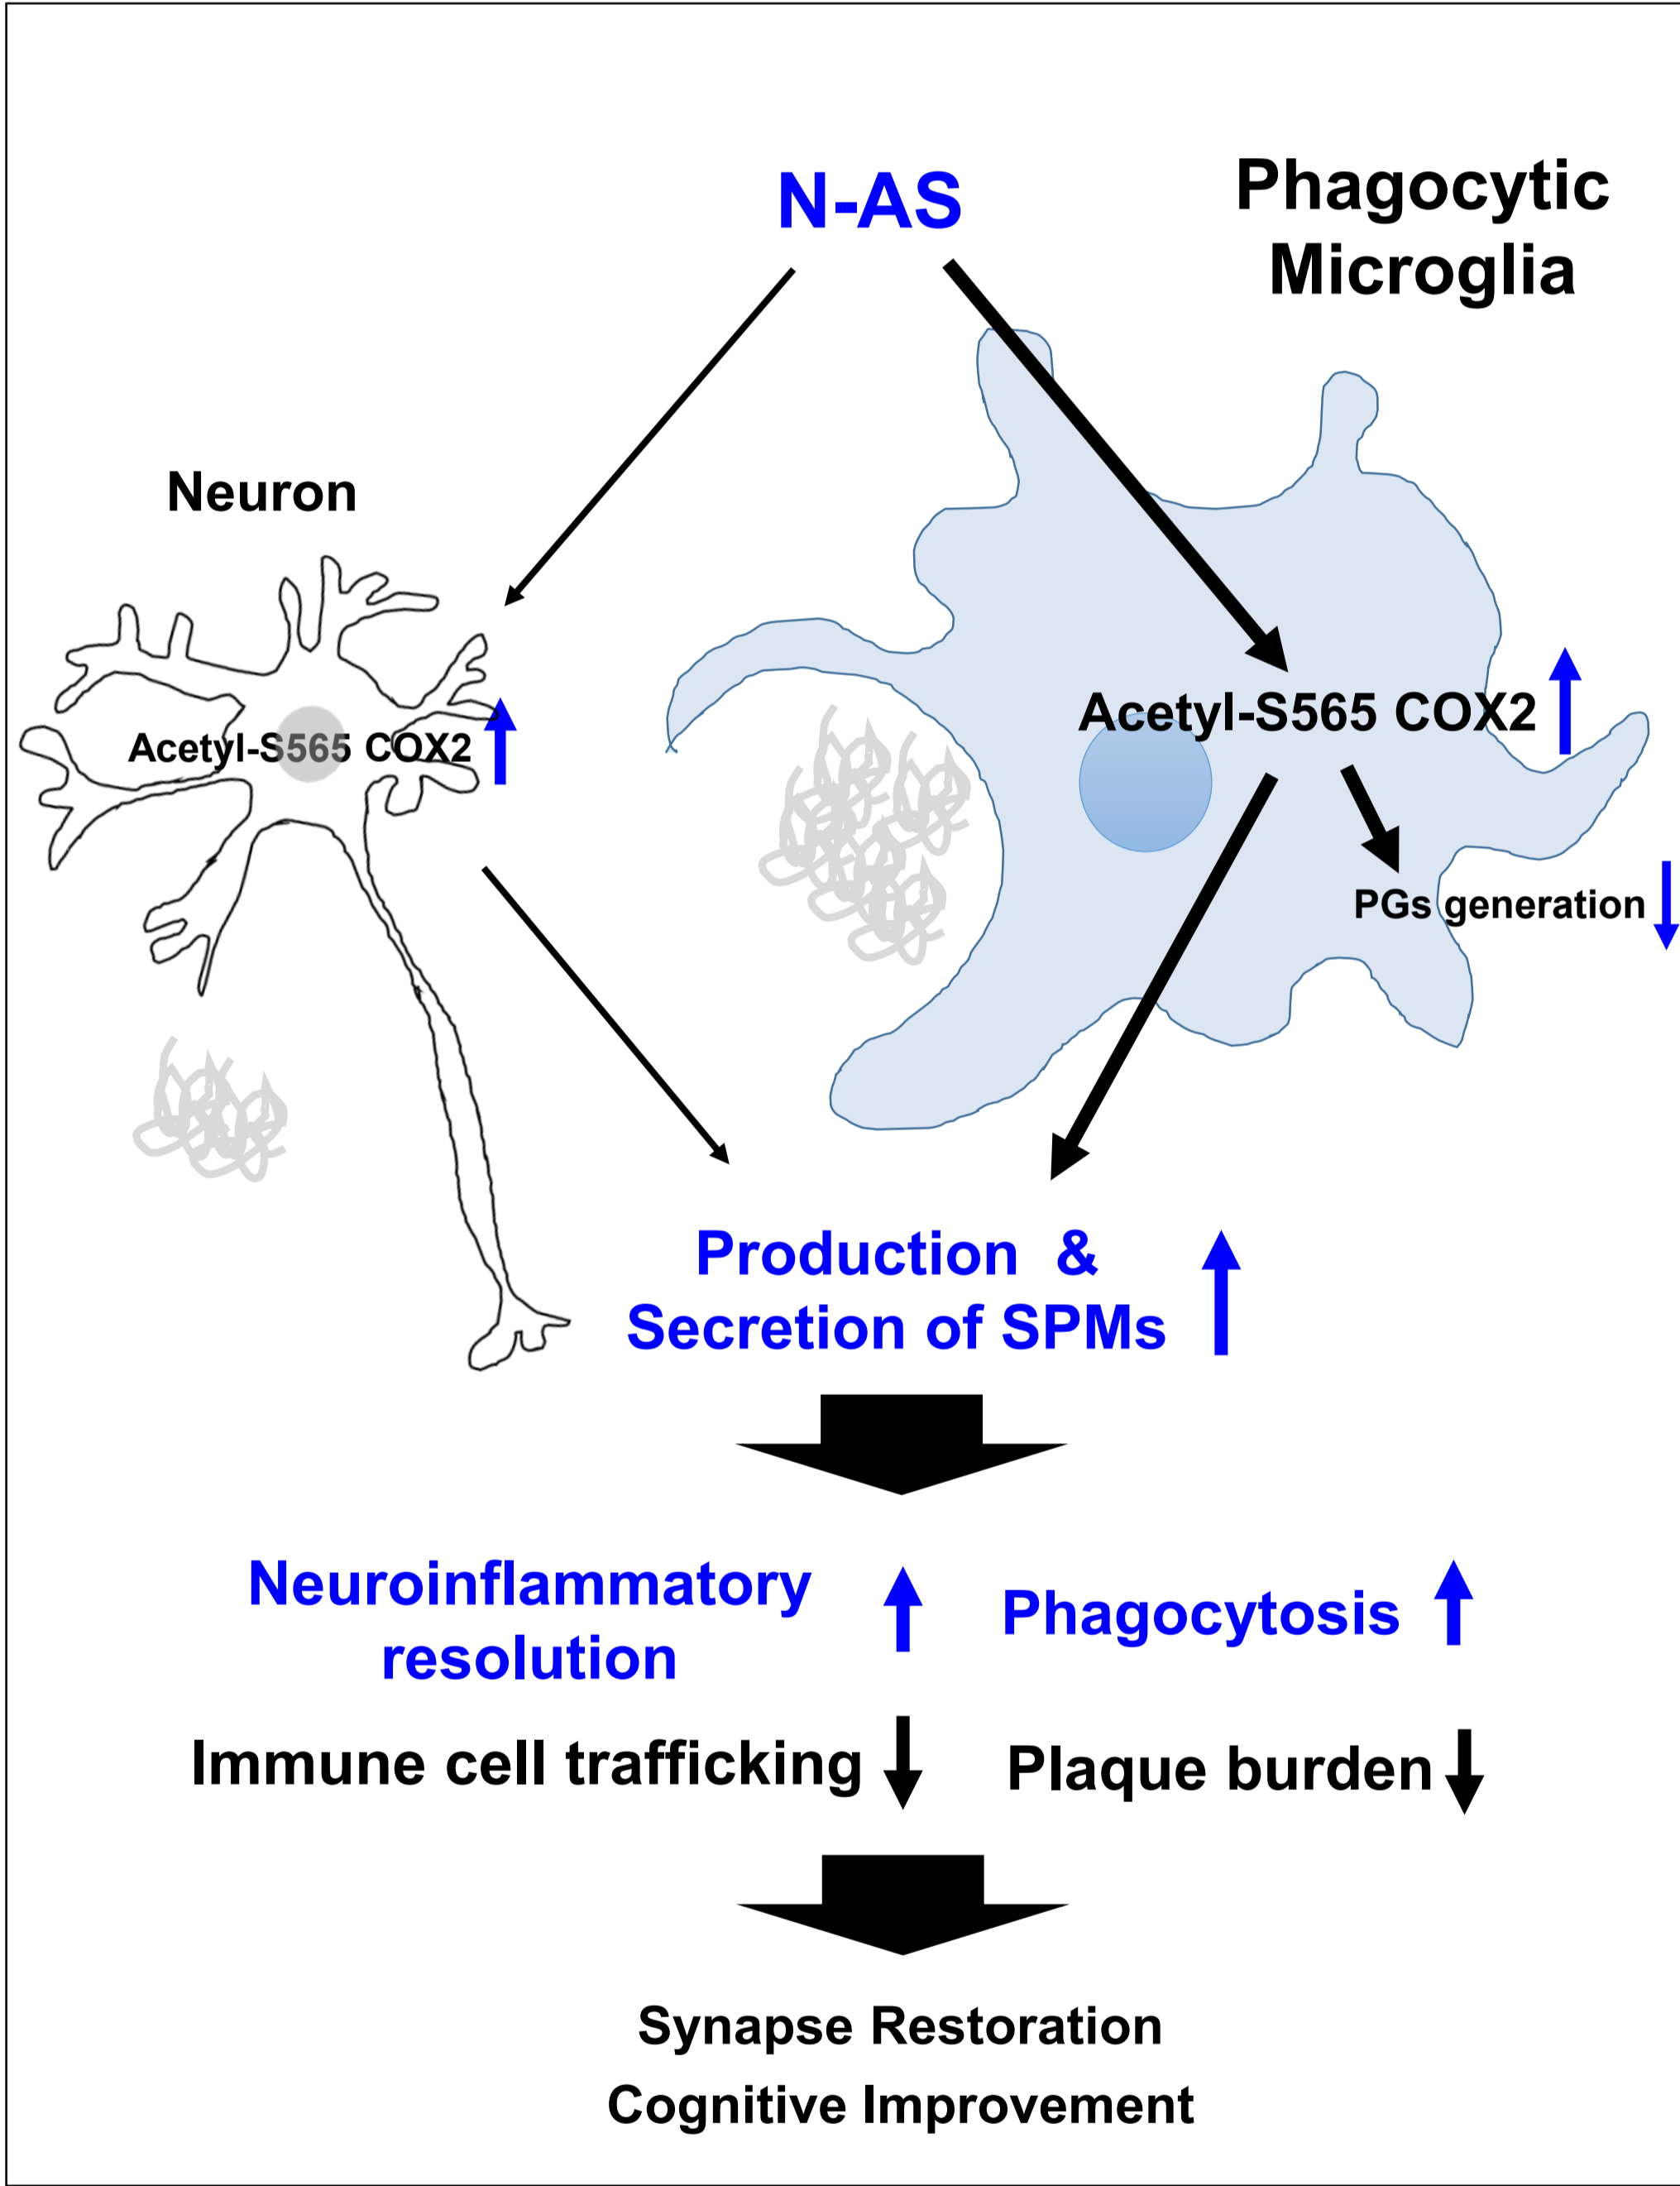

Supplementary Figure 9: Biosynthetic mechanism and functions of N-AS. **a**, N-AS is synthesized by acetyl-CoA and sphingosine within SphK1. The N-AS acetylates S565 in COX2, and N-AS-acetylated COX2 generates SPMs in the presence of 5-LOX. **b**, In AD brain, N-AS generation in neuron and neurodegenerative microglia was decreased by deficiency of neuronal SphK1 and microglial acetyl-CoA, followed reduction of production and secretion of SPMs through decreased acetyl-S565 COX2. The decreased N-AS-triggered SPMs caused failure of neuroinflammatory resolution and reduced phagocytosis ability, leading to increased immune cell trafficking and plaque burden, exacerbating AD pathology (Left). When N-AS was treated to AD mice, COX2 was acetylated in residue S565 by N-AS, and it increases production and secretion of SPMs, promoting resolution of inflammation and phagocytosis. This induced decrease of immune cell trafficking and plaque burden, resulting in ameliorating AD pathology (Right).

**ac-S565 / COX2**  
**in recombinant COX2 (Fig. 1e)**

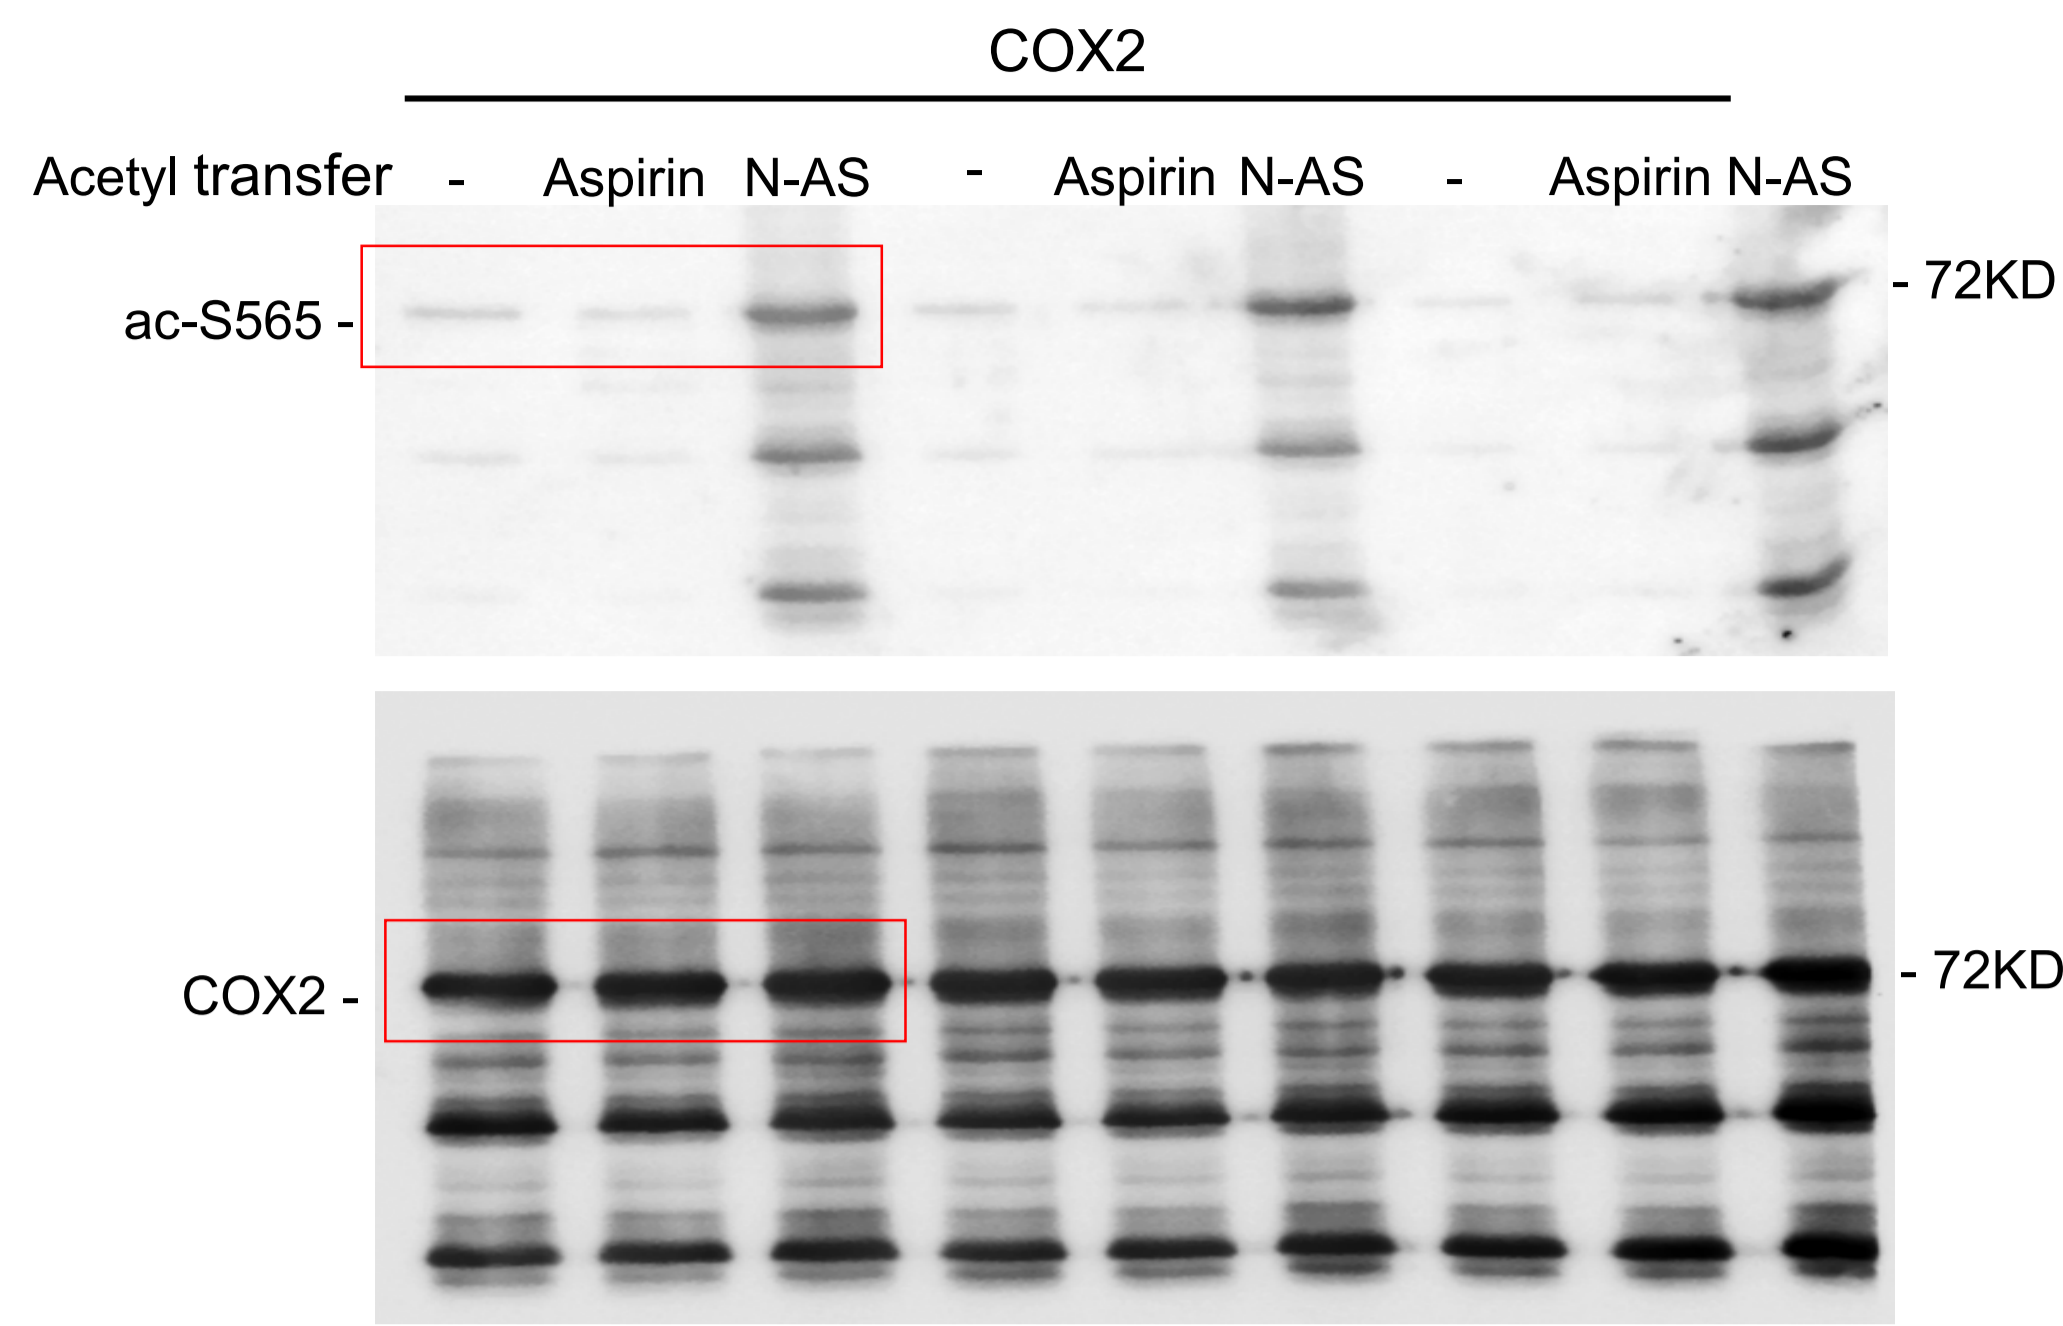

**ac-S565 / COX2**  
**in neuron, microglia, astrocyte (Fig. 3b)**

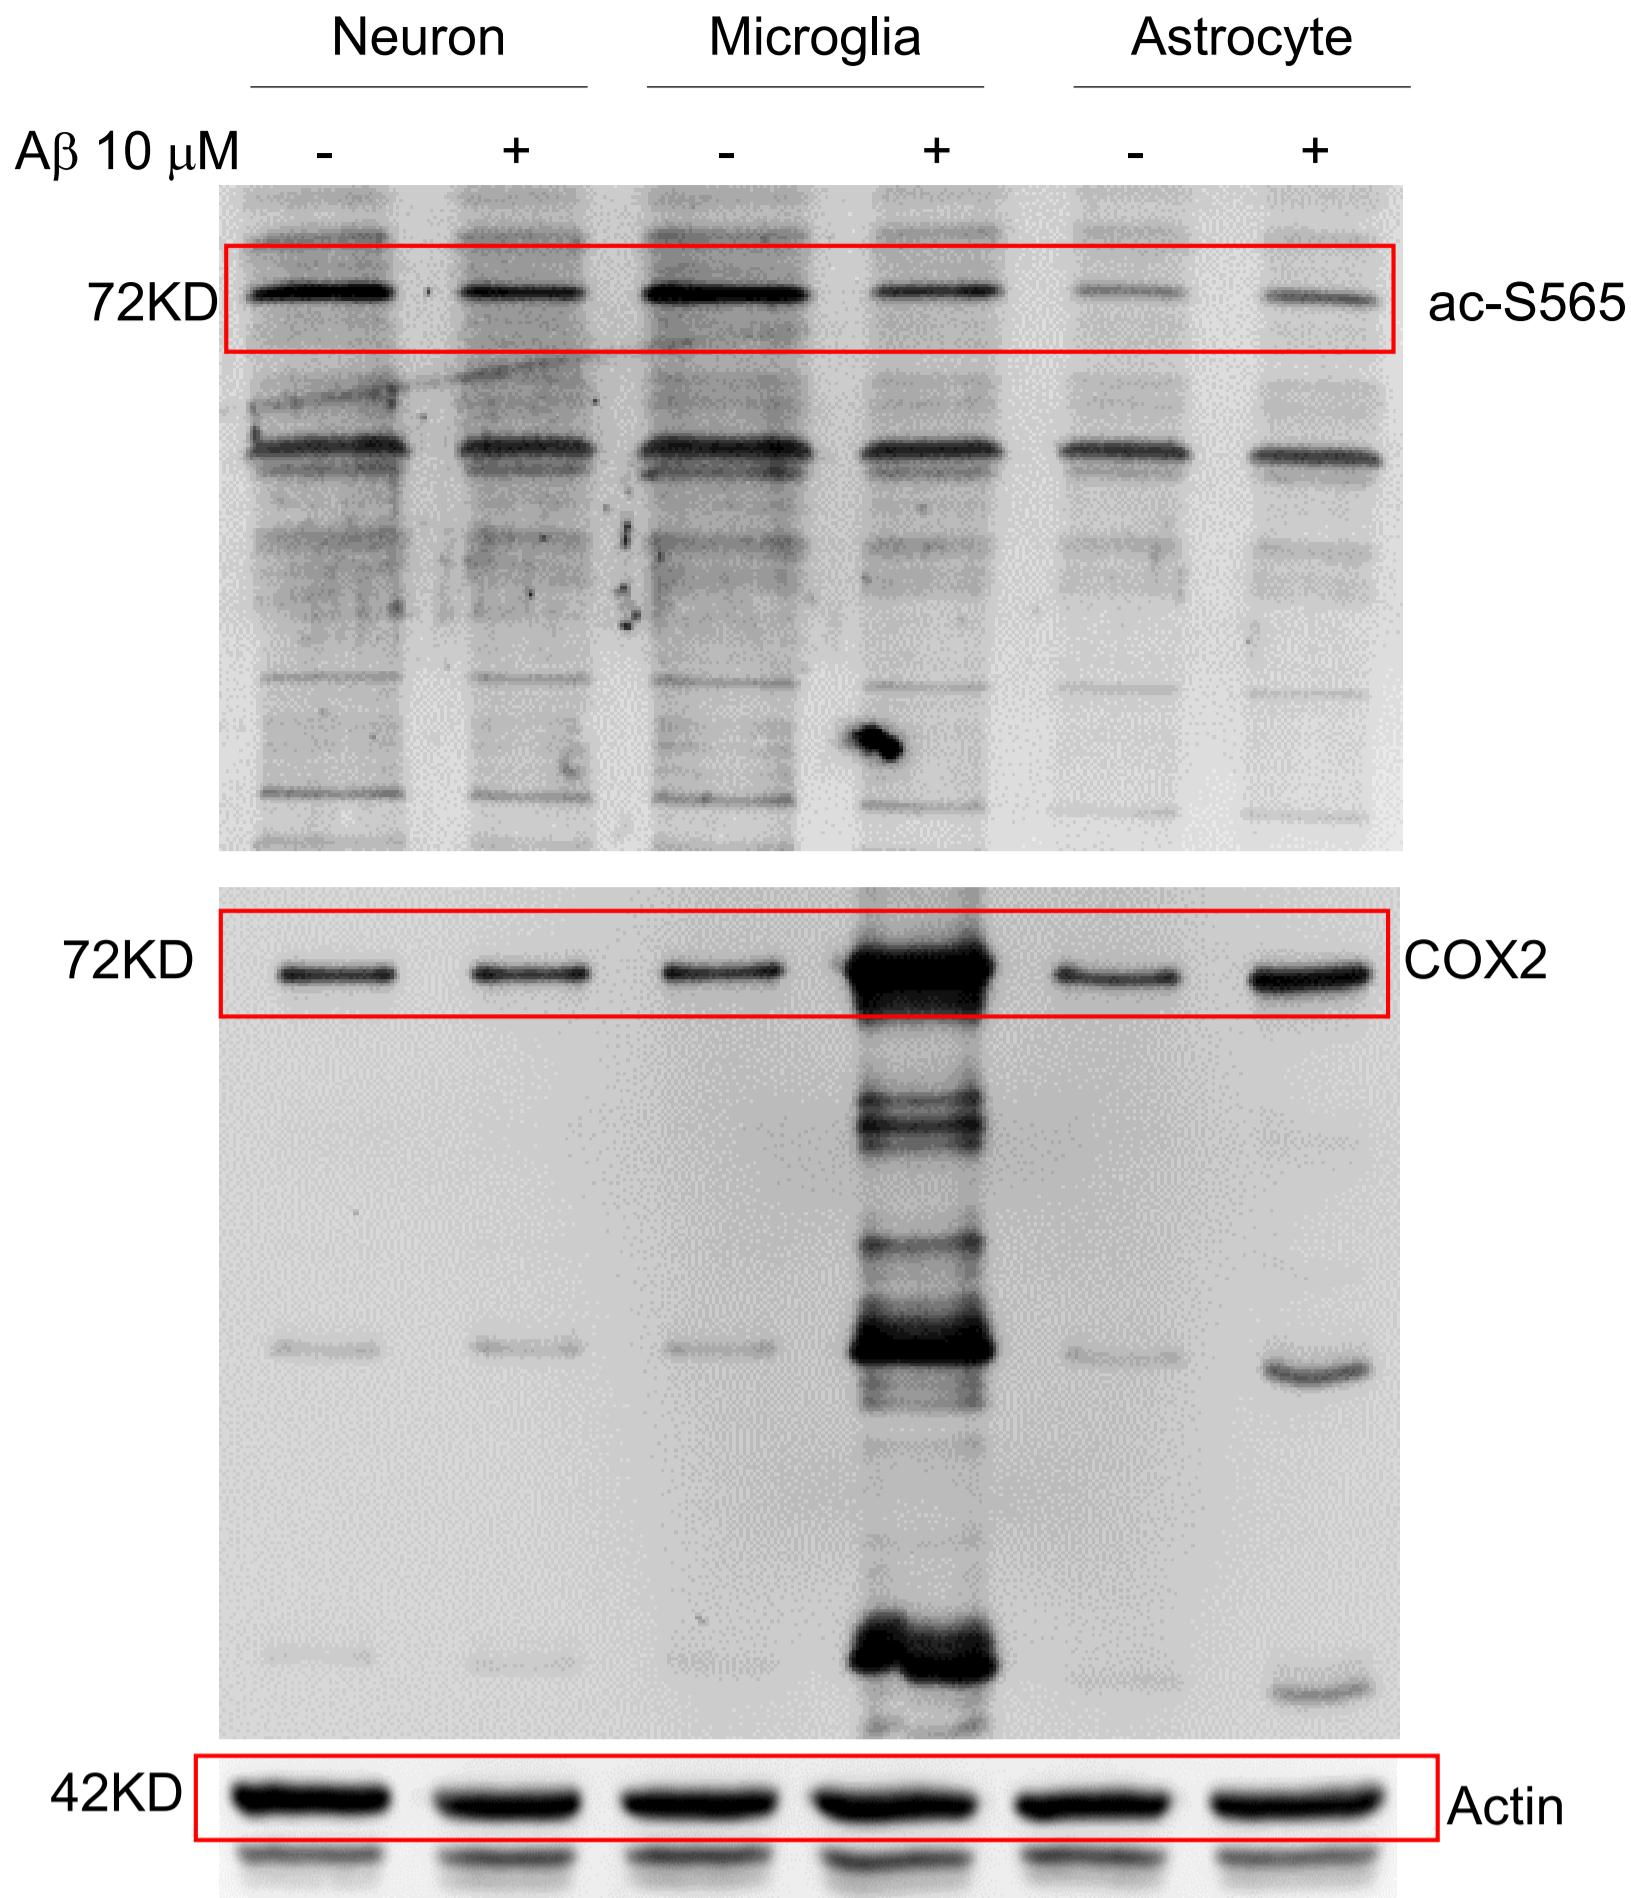

**ac-S565 / COX2**  
**in neuron (Fig. 3h)**

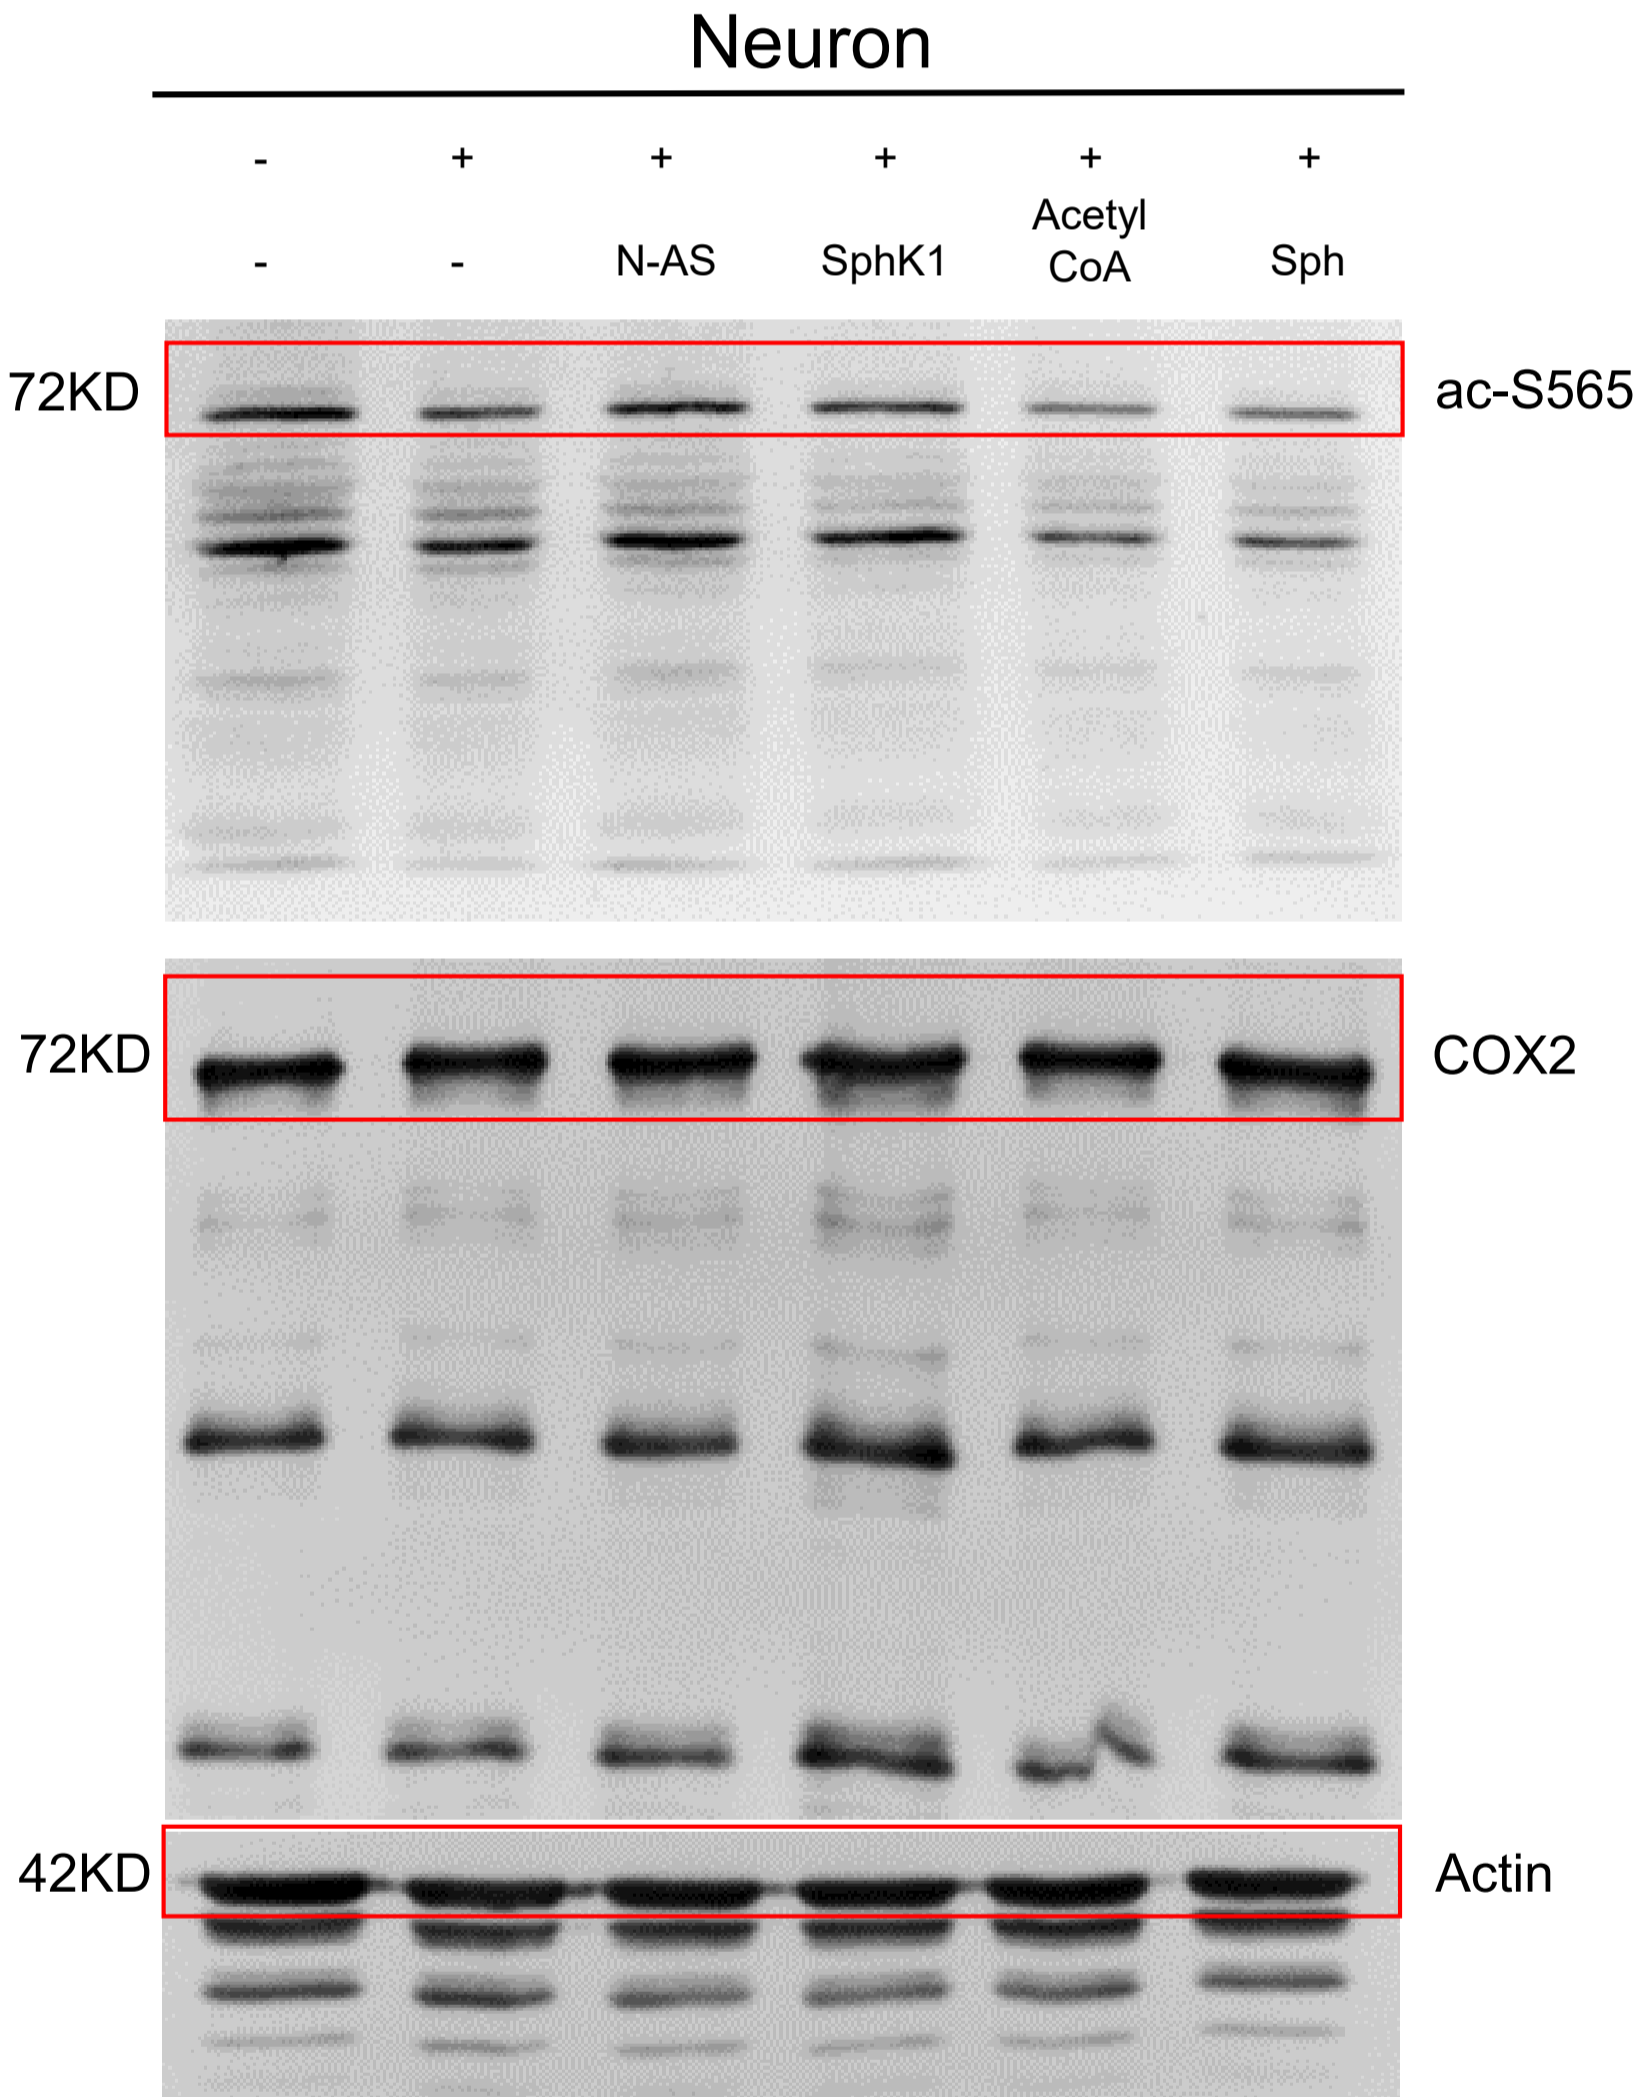

**ac-S565 / COX2**  
**in microglia(Fig. 3h)**

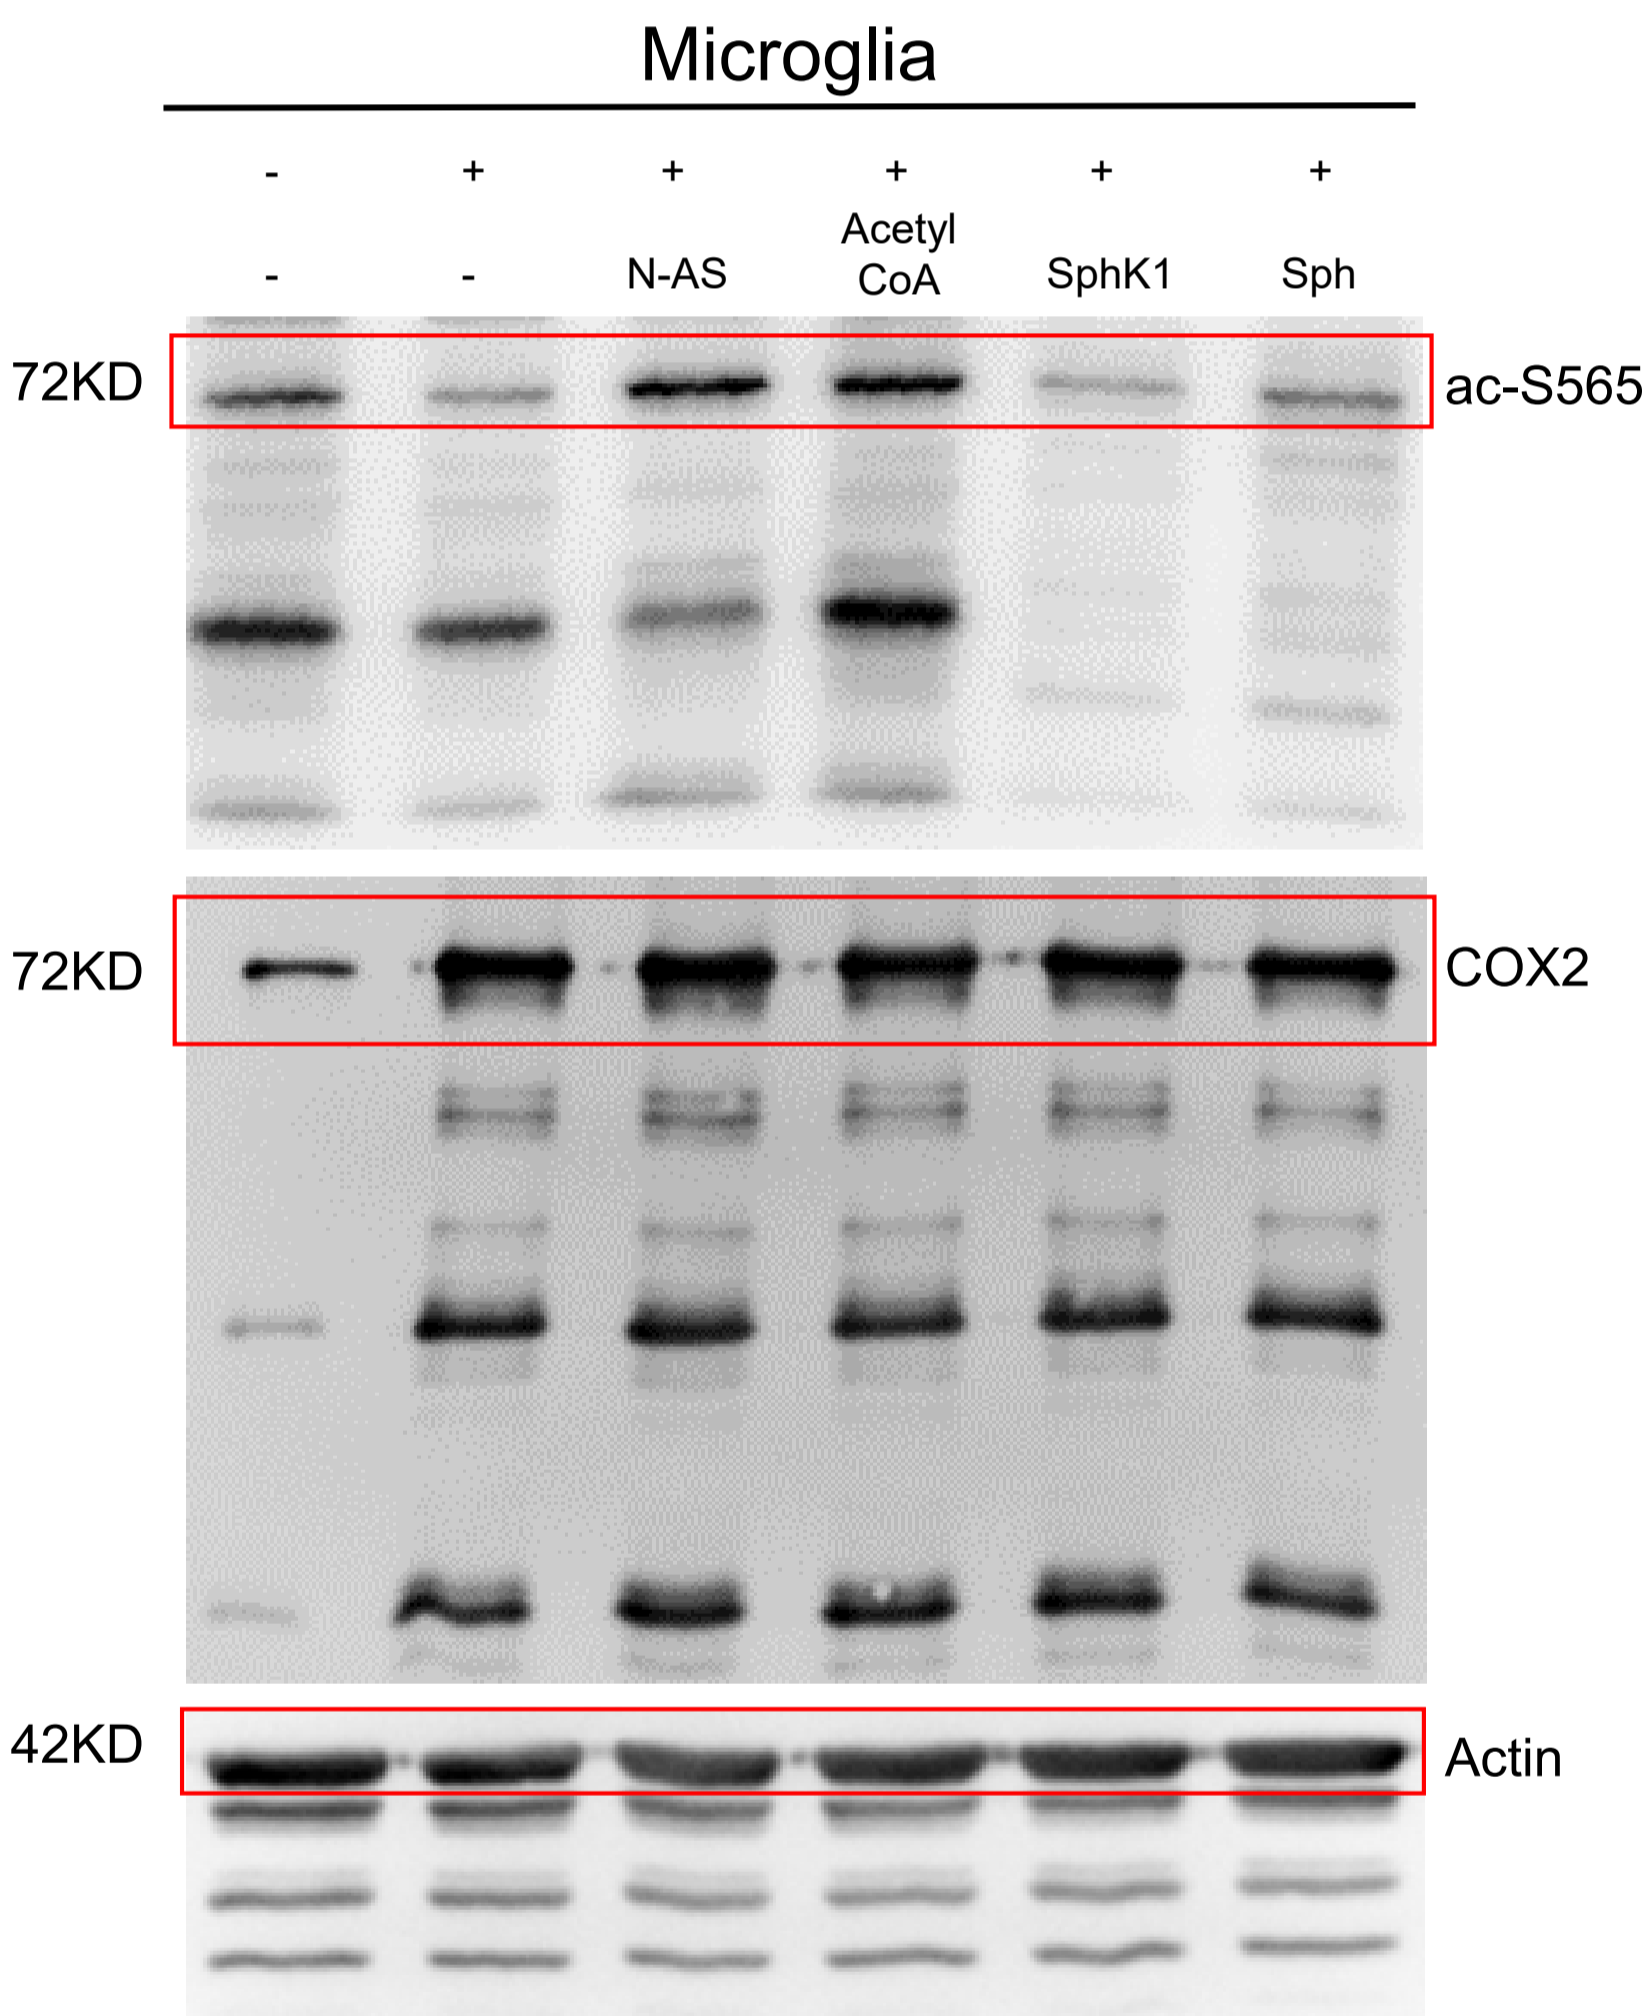

Supplementary Figure 10: Full scans of the western blots. Boxes indicate cropped images used in the figures and numbers indicate the molecular weight.

ac-S565 / COX2 in microglia  
(Fig. 4d)

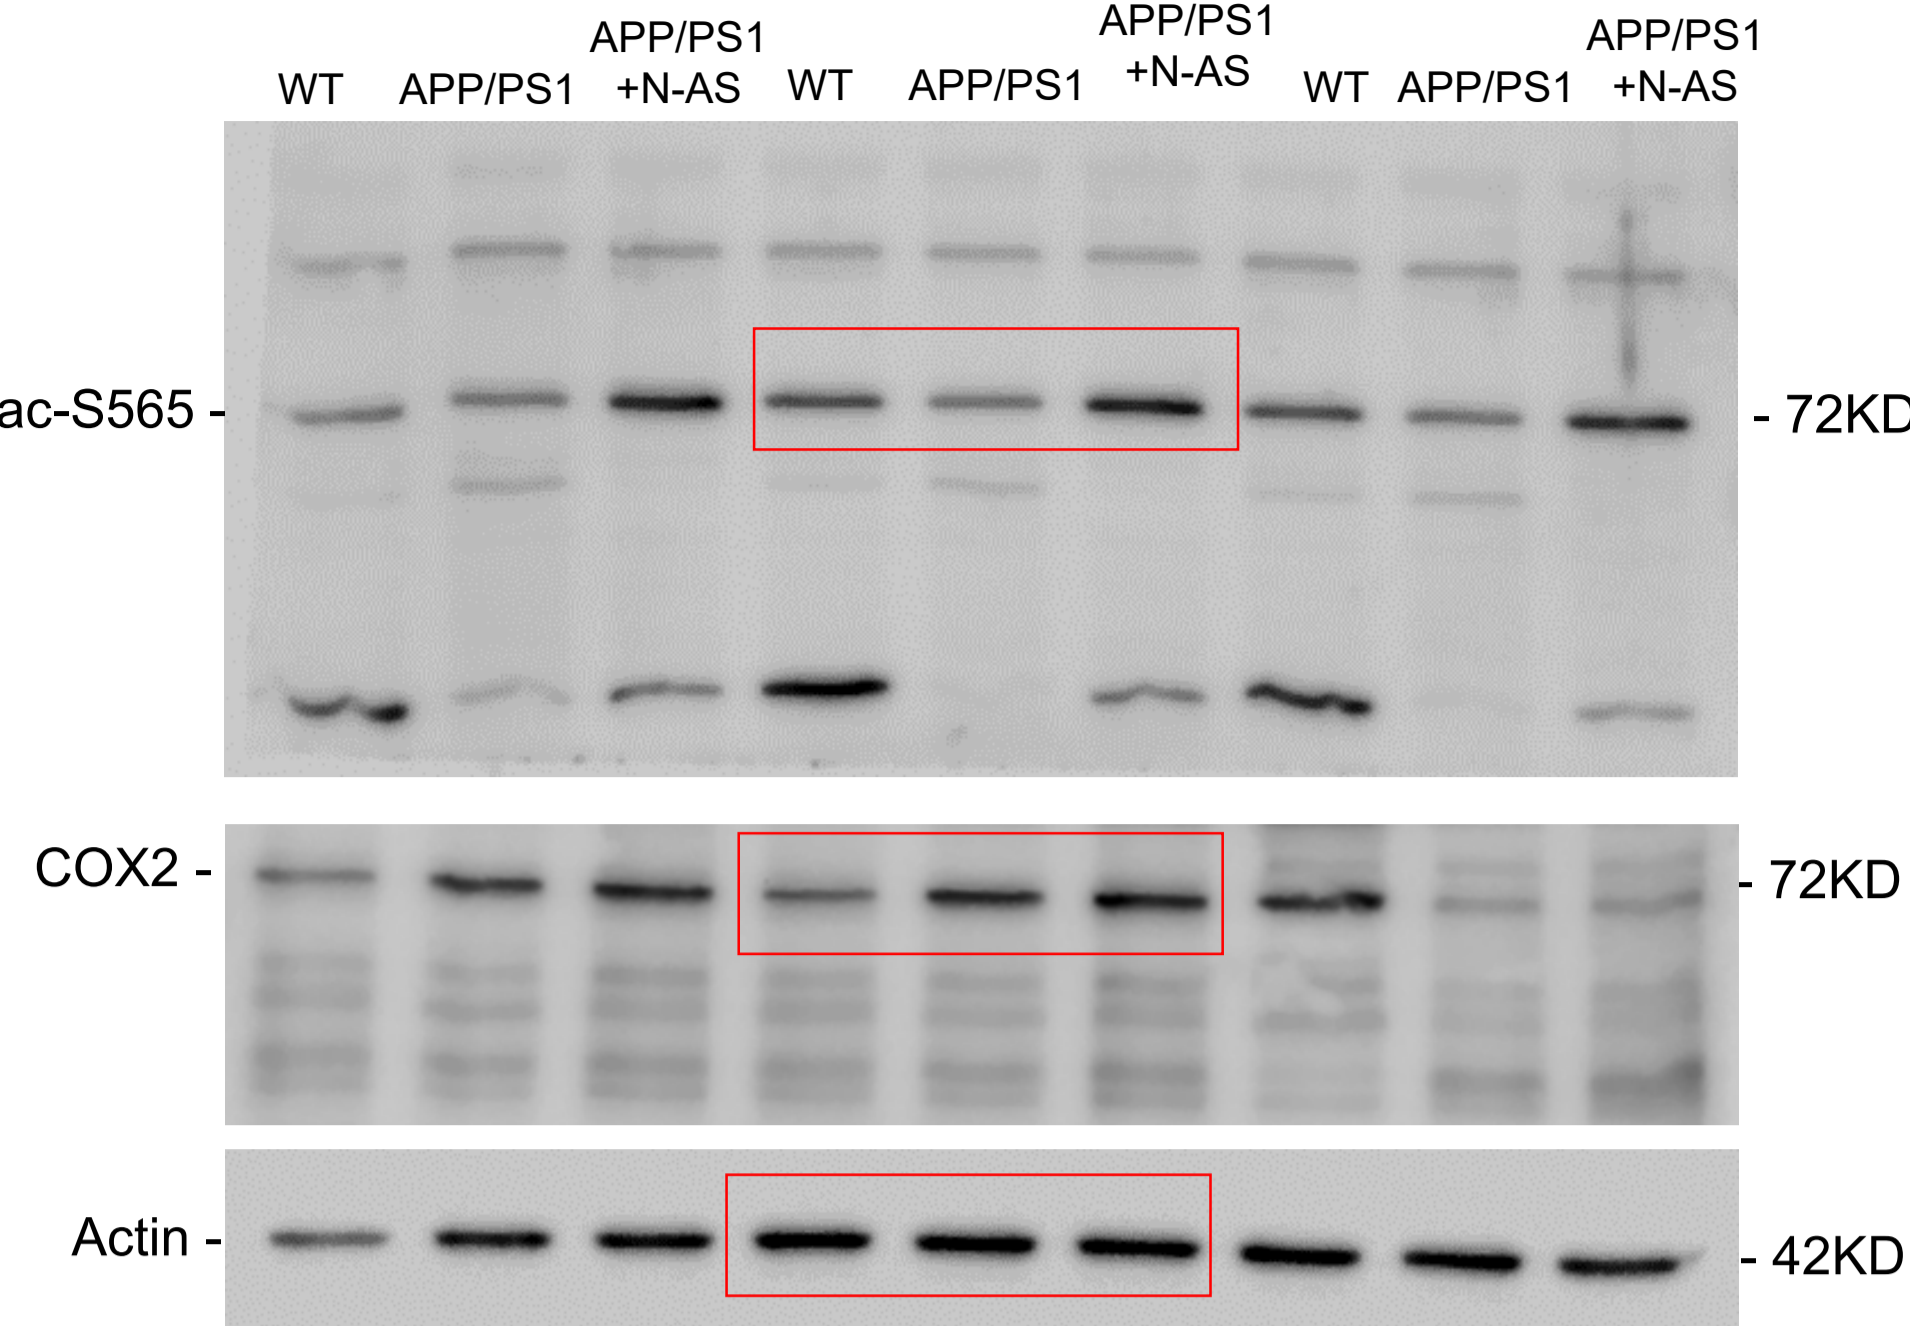

ac-S565 / COX2 in Neuron  
(Fig. 4d)

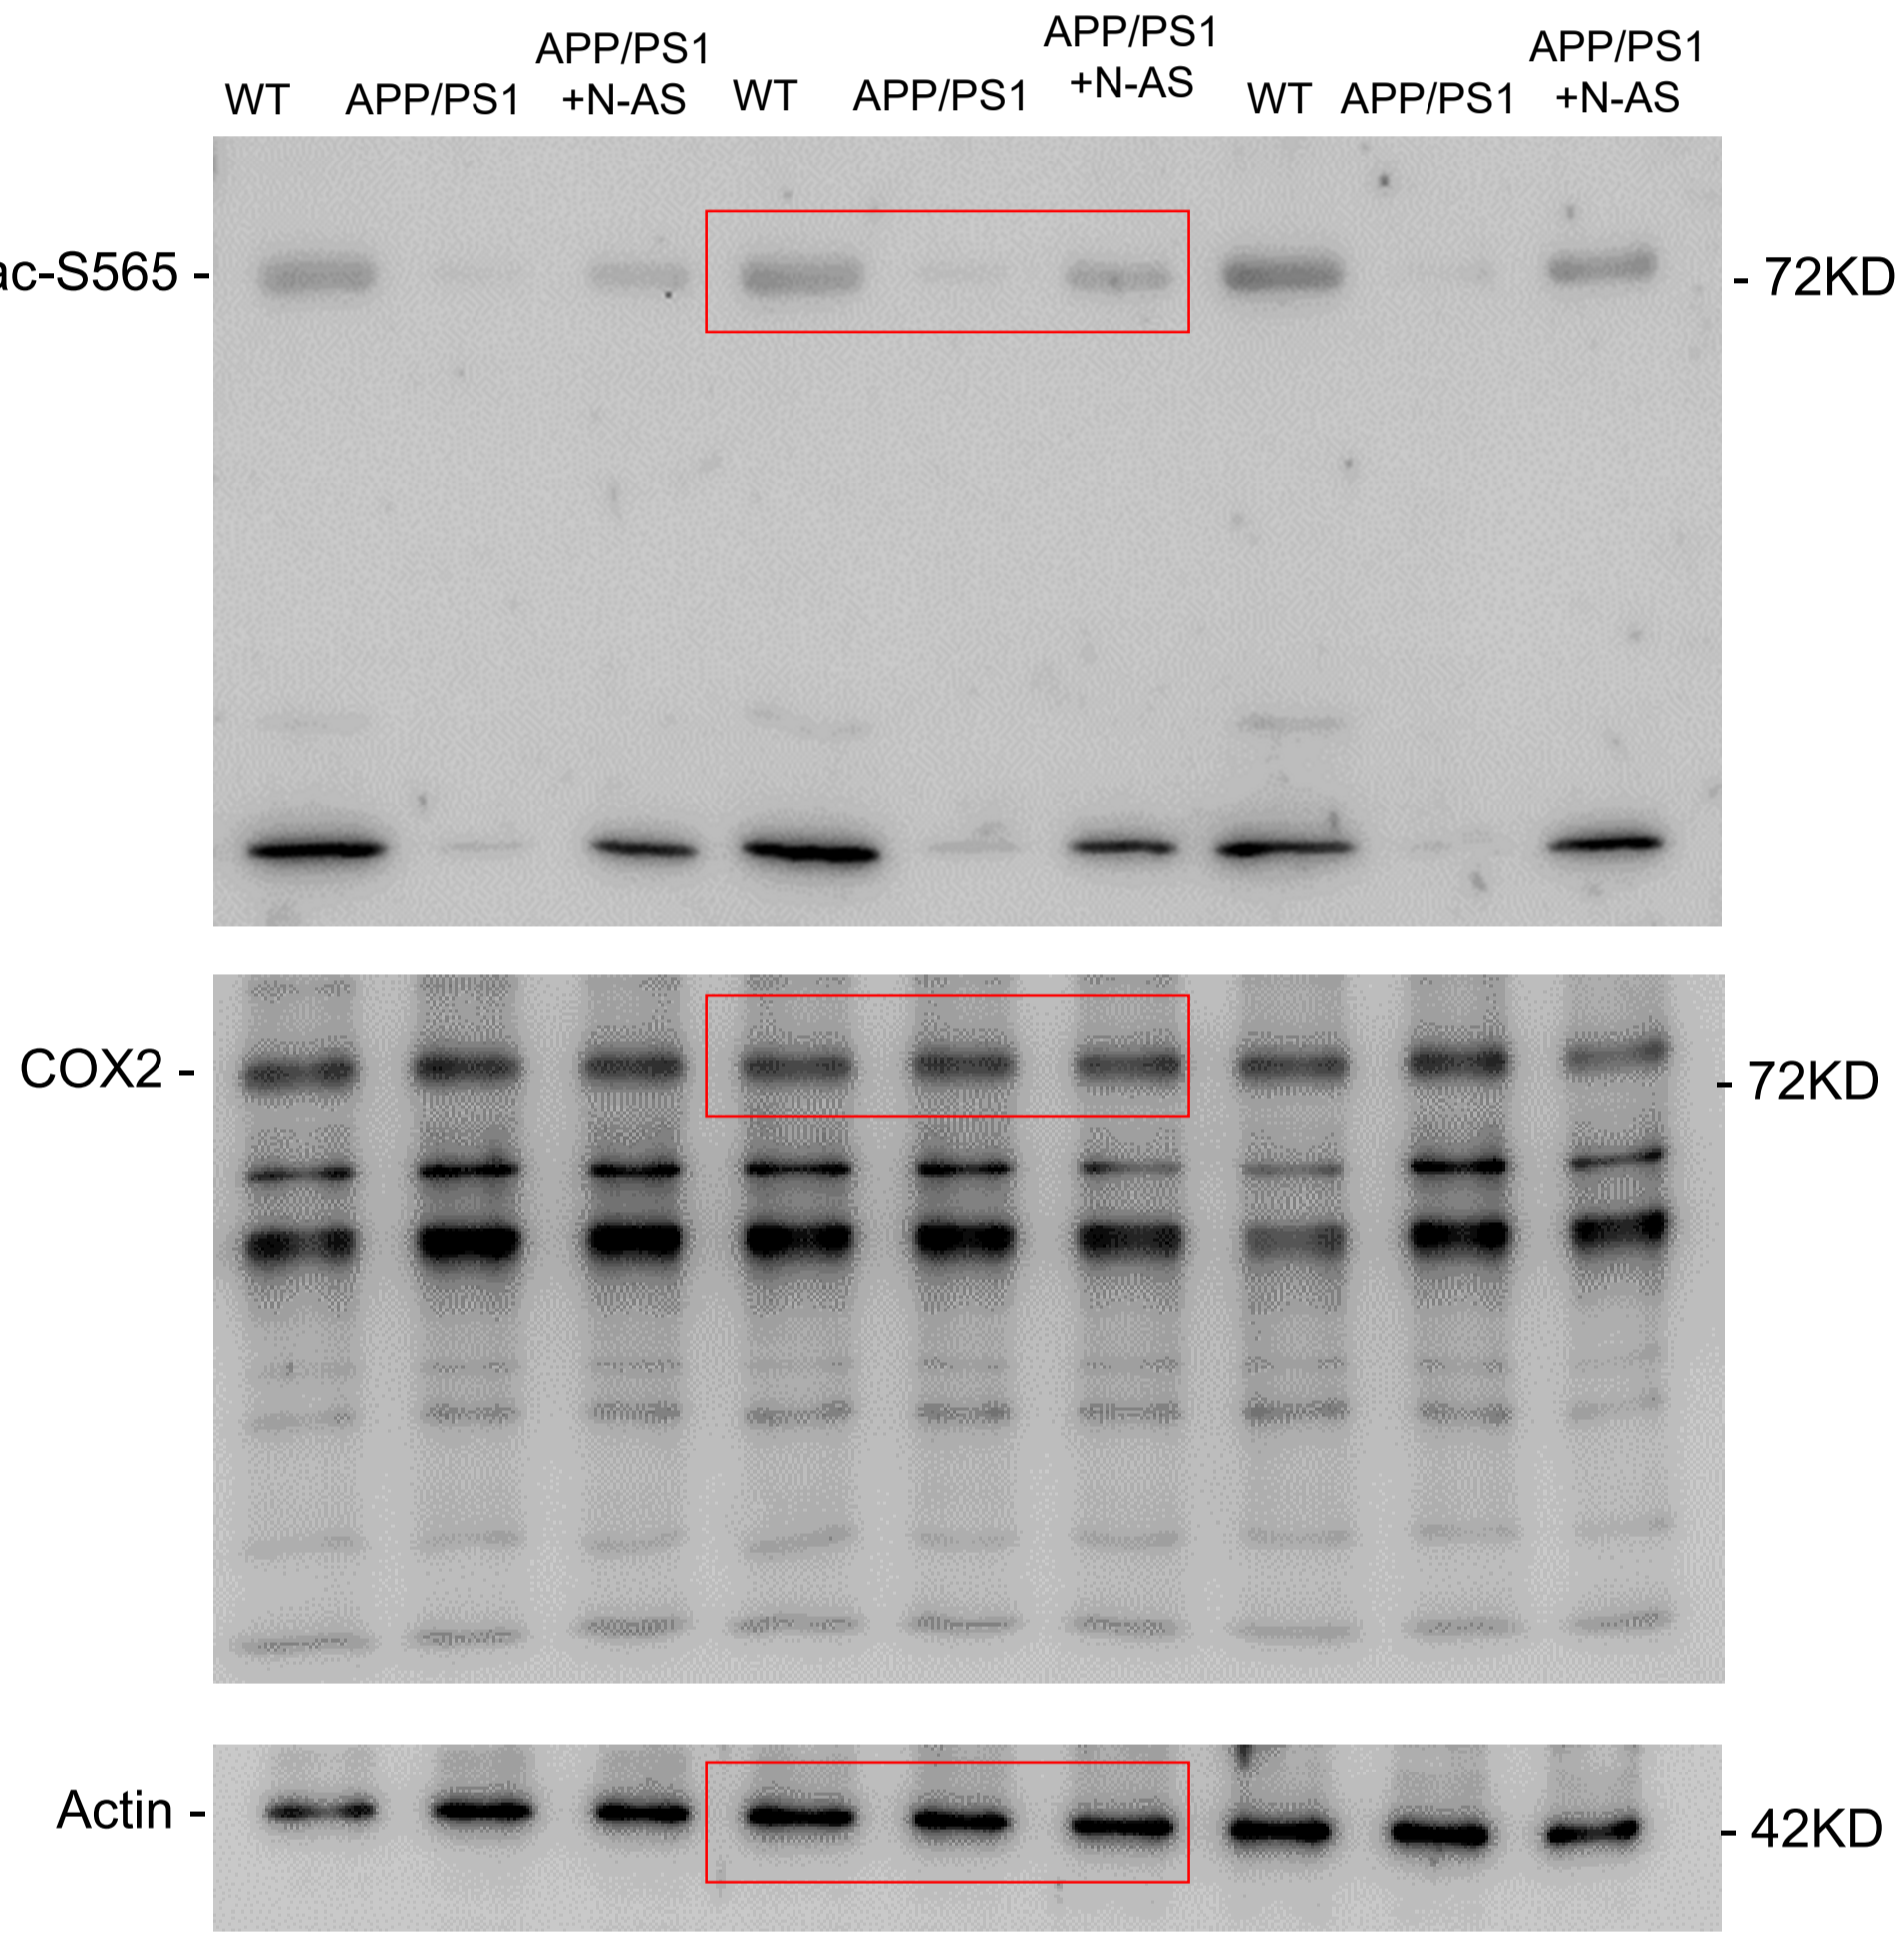

COX2 in microglia  
(Supplementary Fig. 4b)

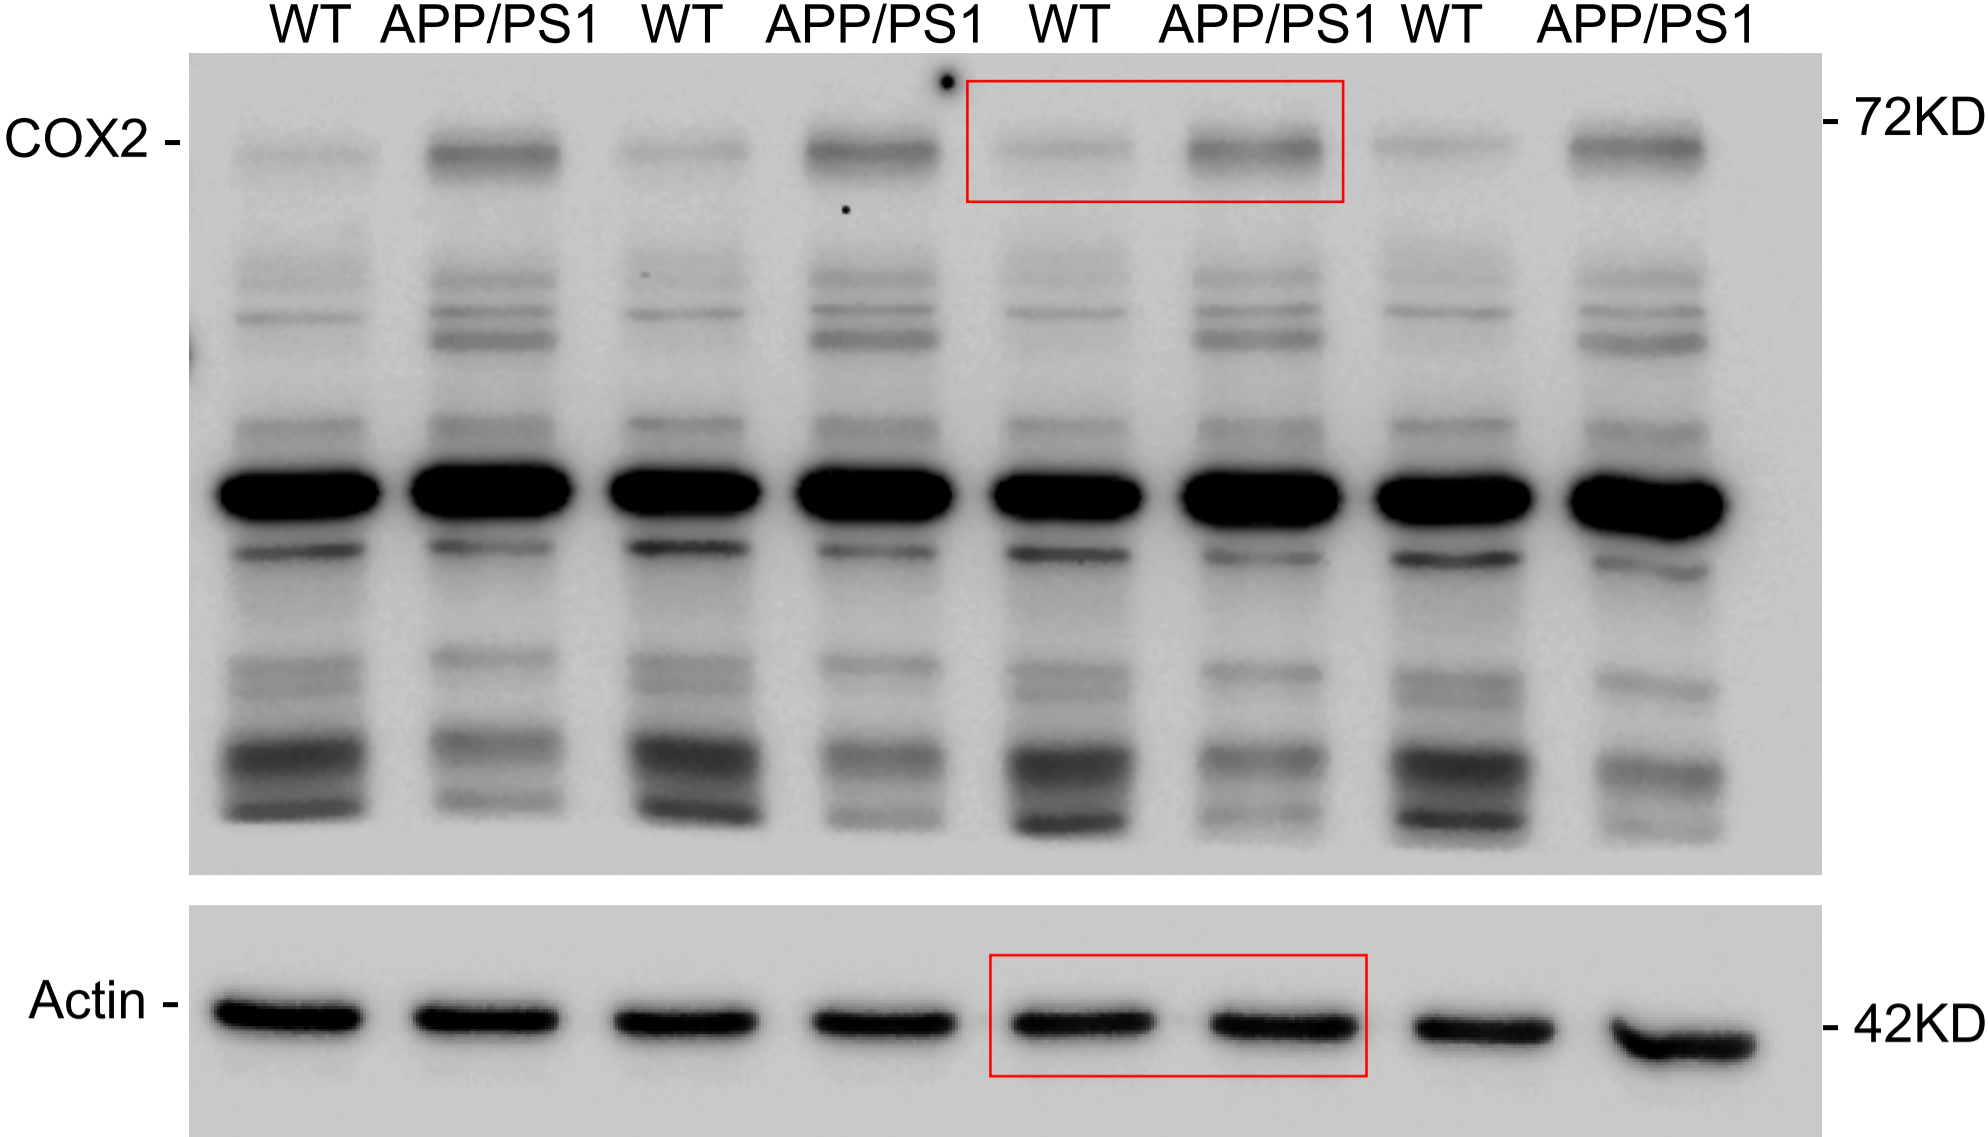

COX2 in neuron  
(Supplementary Fig. 4b)

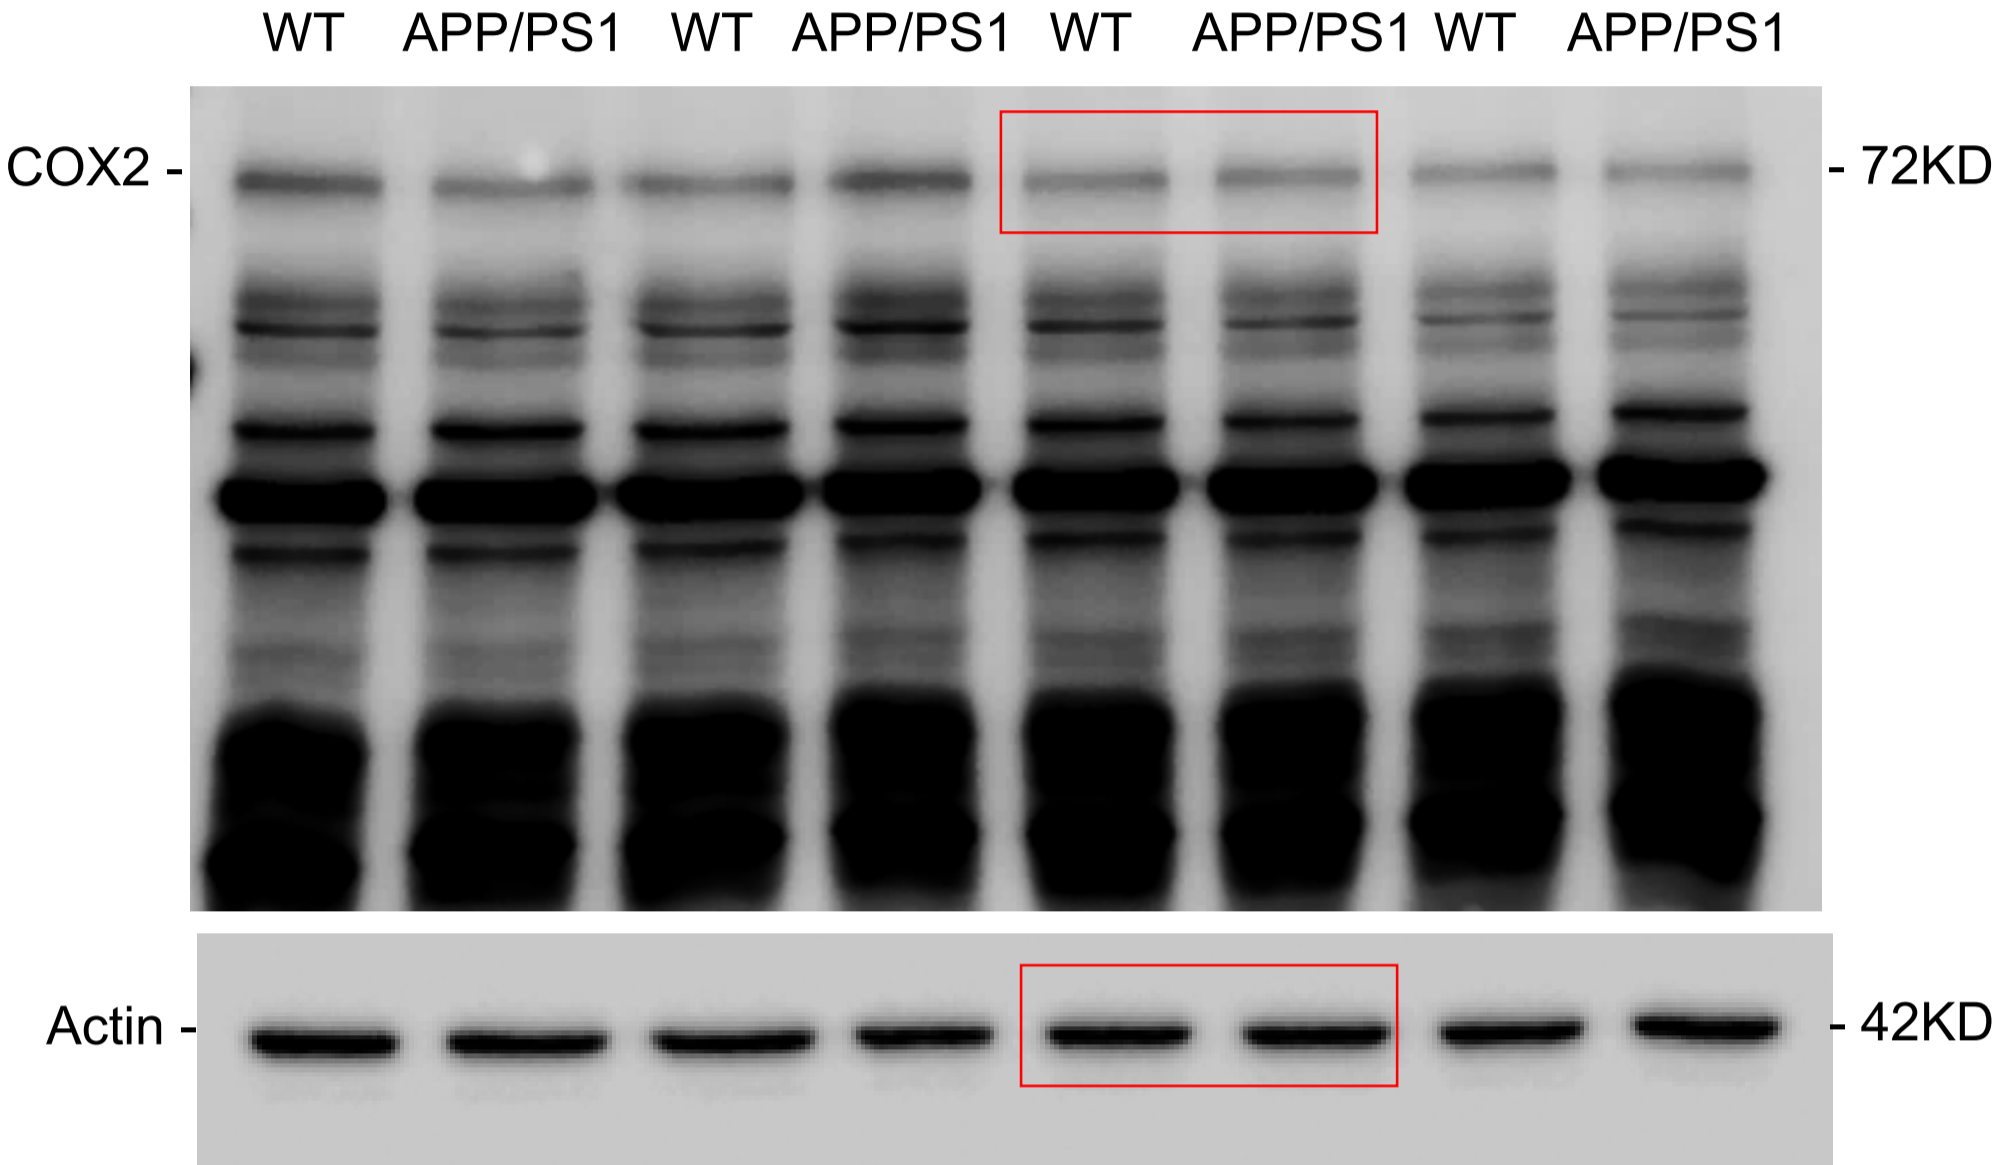

ac-S565/COX2 in human microglia  
(Supplementary Fig. 6b)

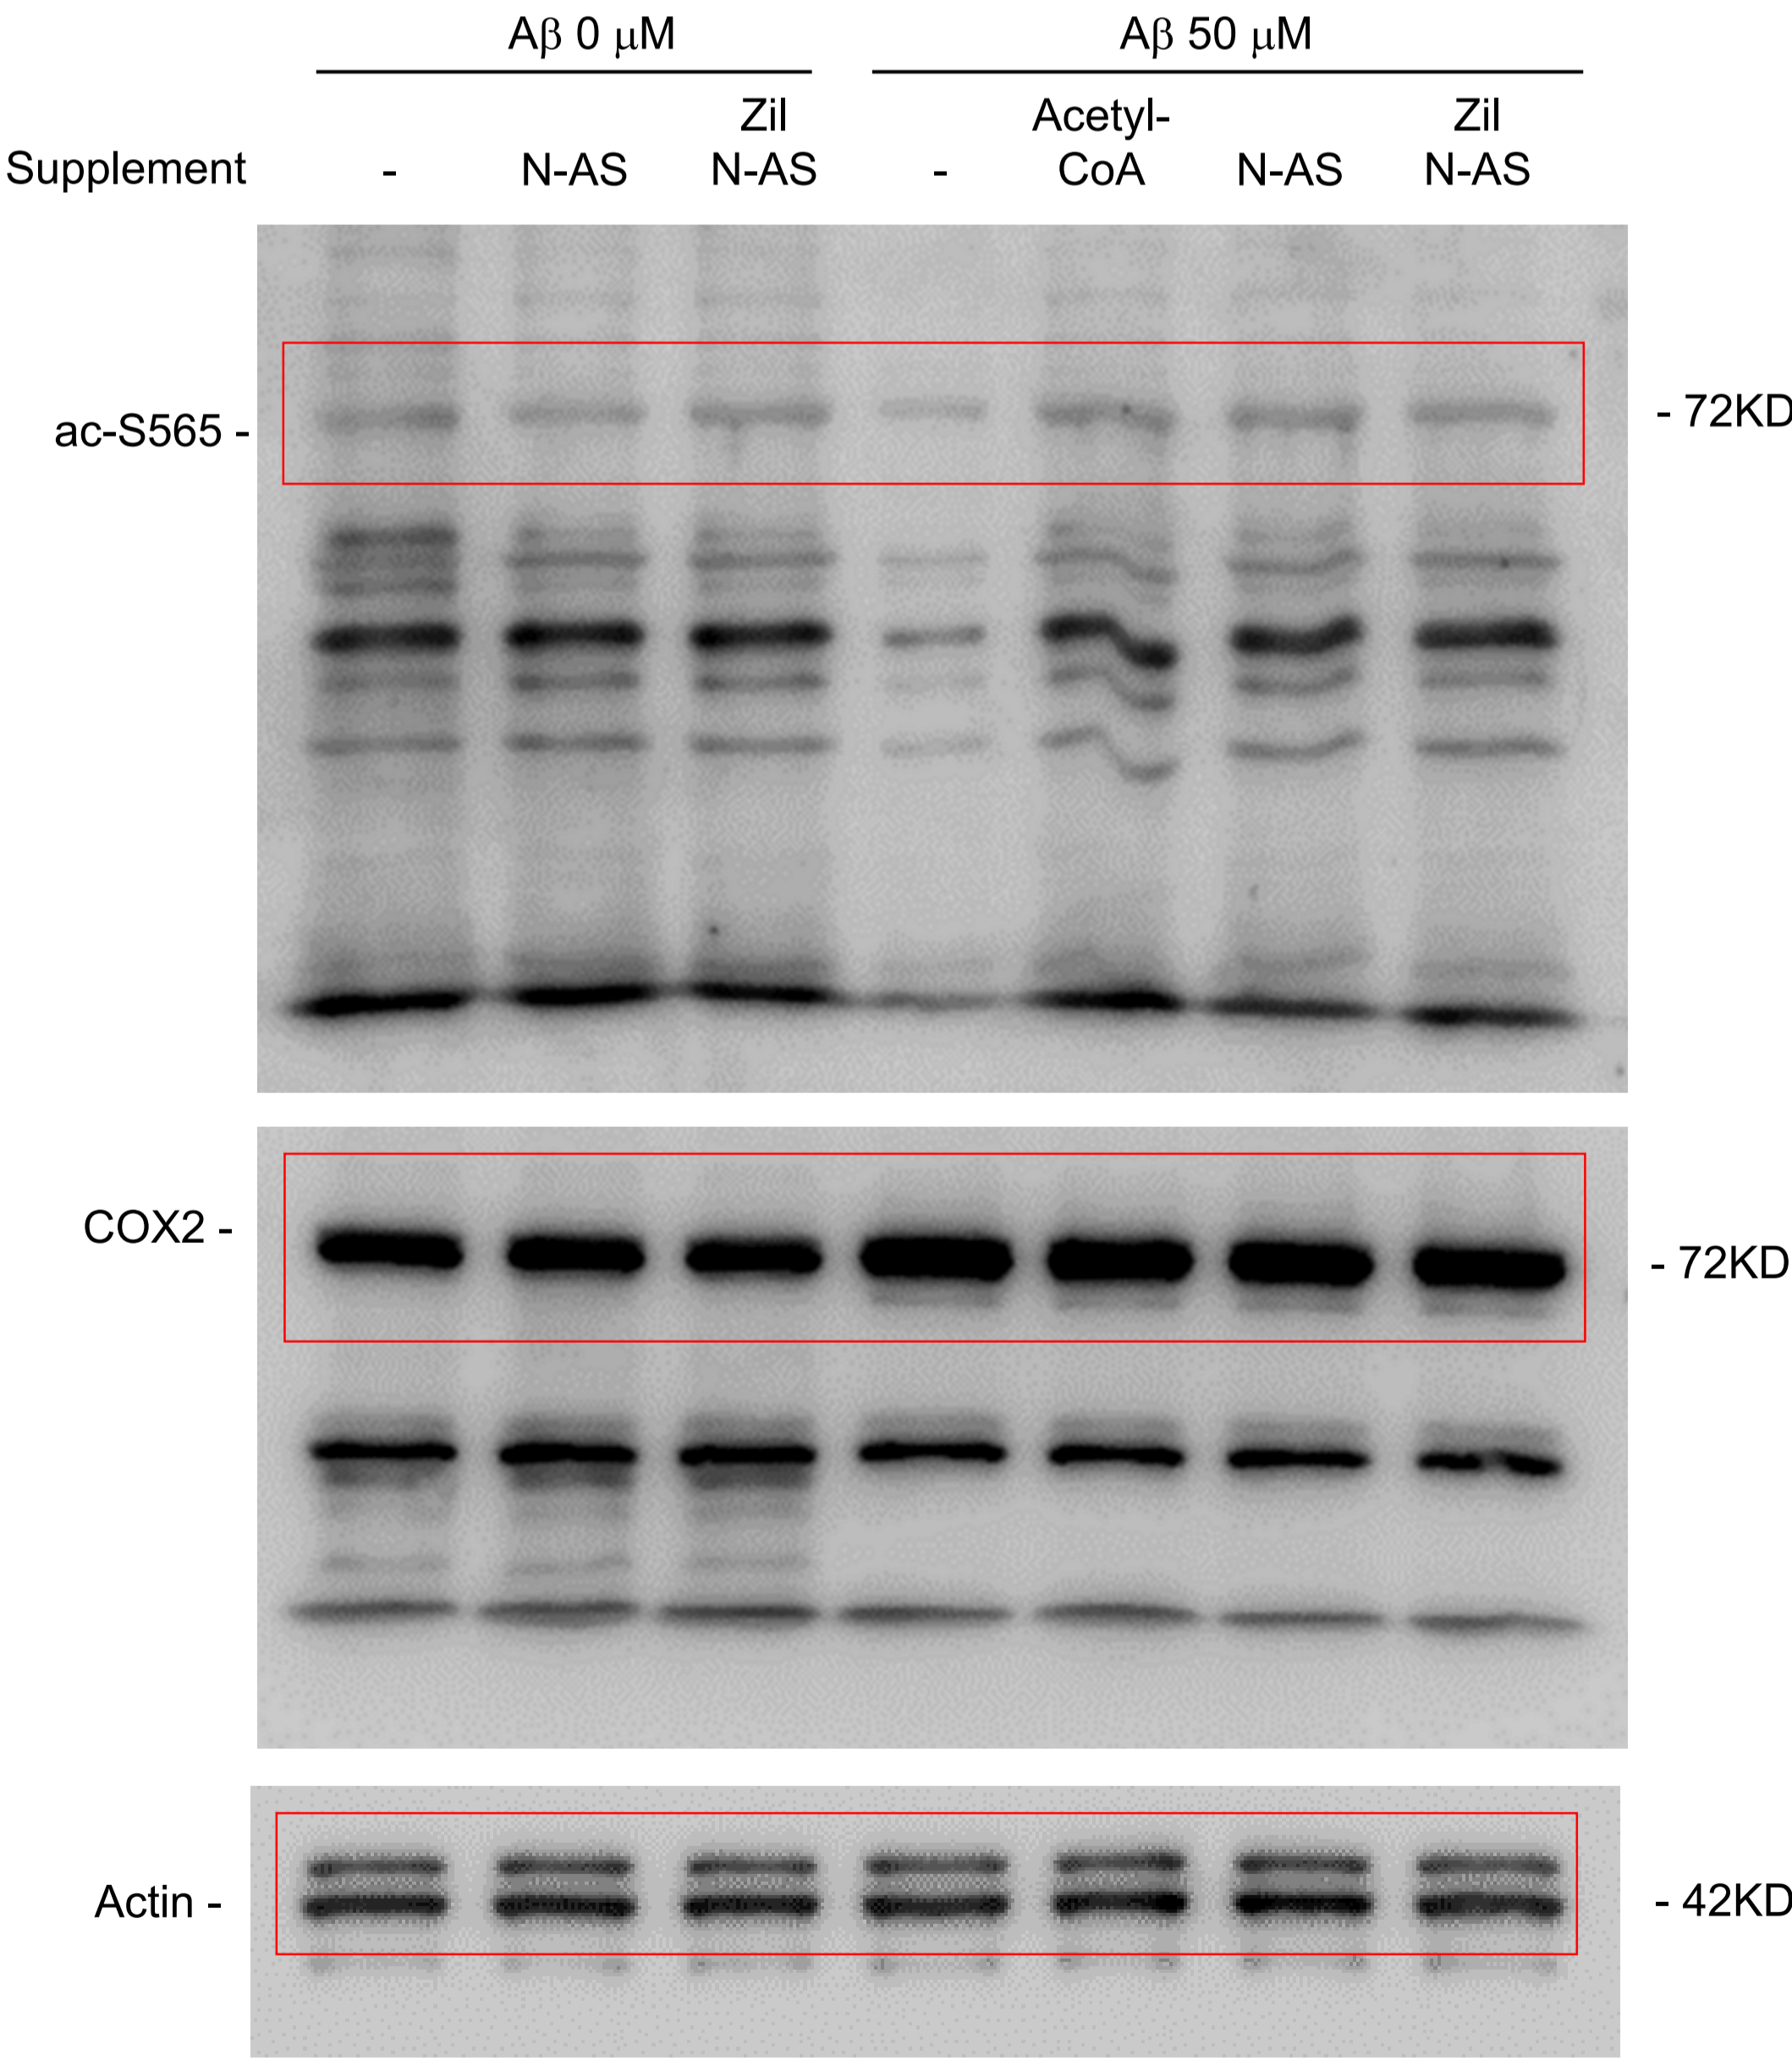

Supplementary Figure 10: Full scans of the western blots. Boxes indicate cropped images used in the figures and numbers indicate the molecular weight.

Synaptophysin in WT, APP/PS1, APP/PS1 + N-AS  
(Supplementary Fig. 7a)

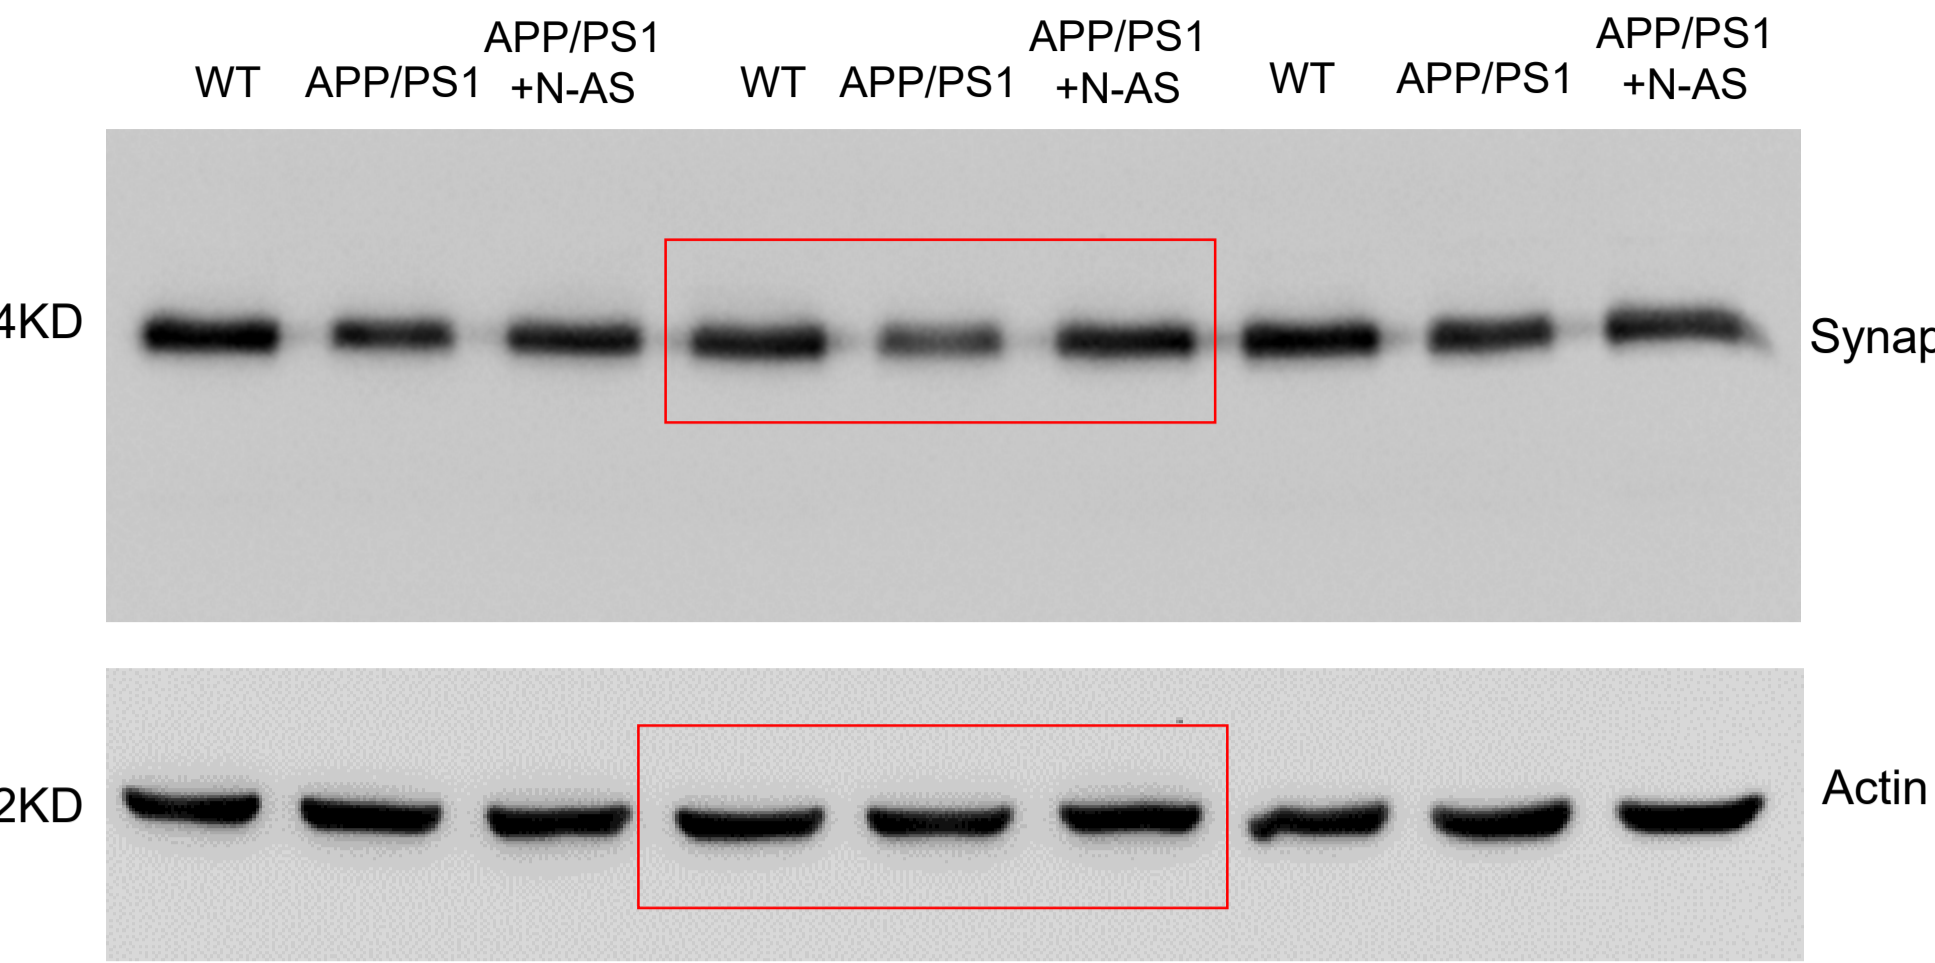

MAP2 in WT, APP/PS1, APP/PS1 + N-AS  
(Supplementary Fig. 7b)

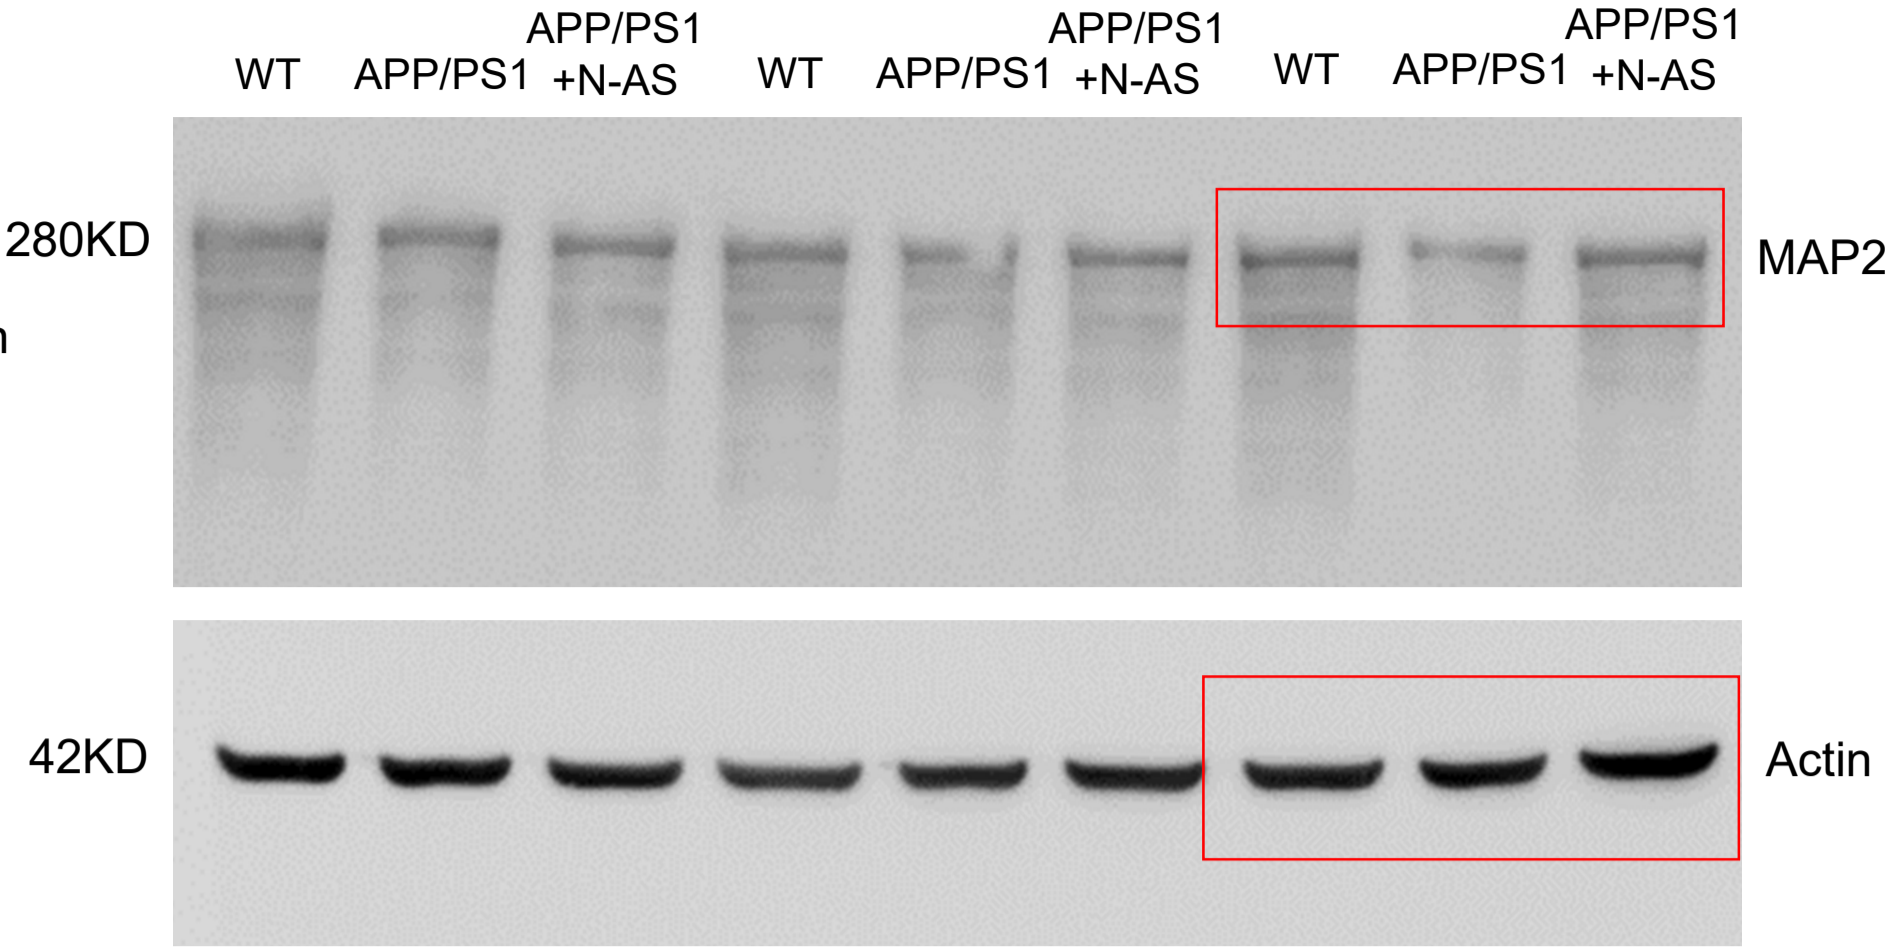

Synapsin1 in WT, APP/PS1, APP/PS1 + N-AS  
(Supplementary Fig. 7c)

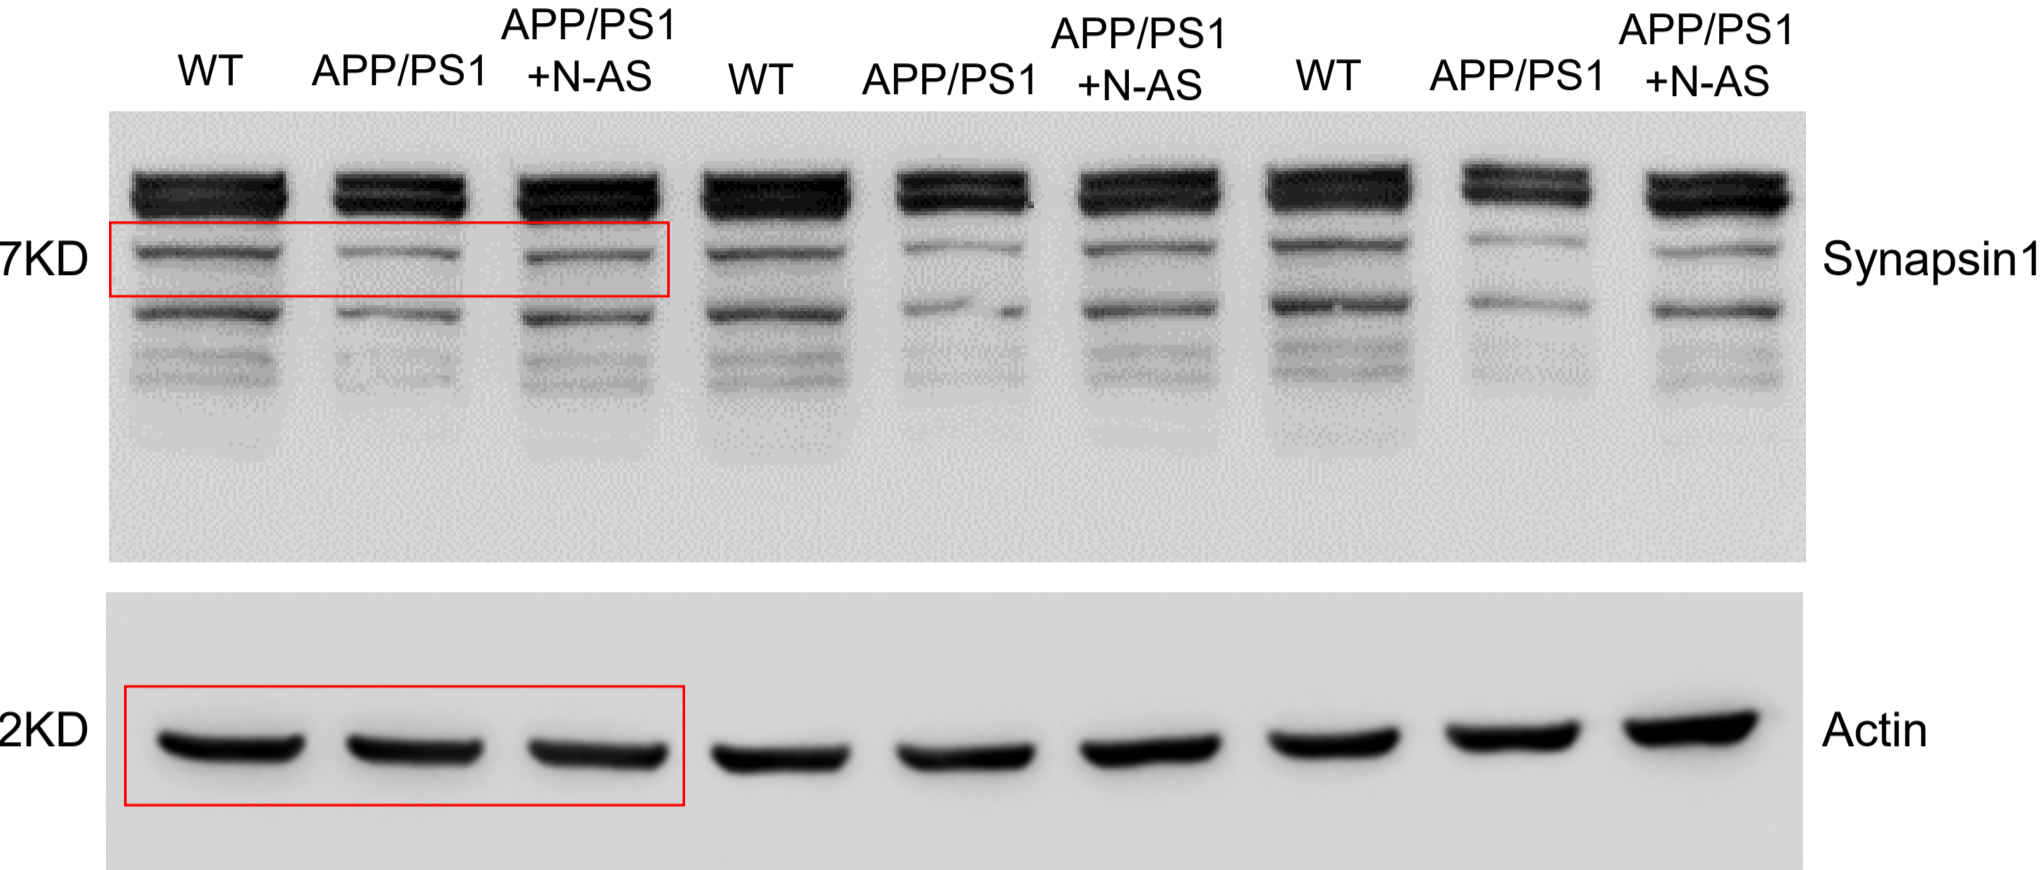

PSD95 in WT, APP/PS1, APP/PS1 + N-AS  
(Supplementary Fig. 7d)

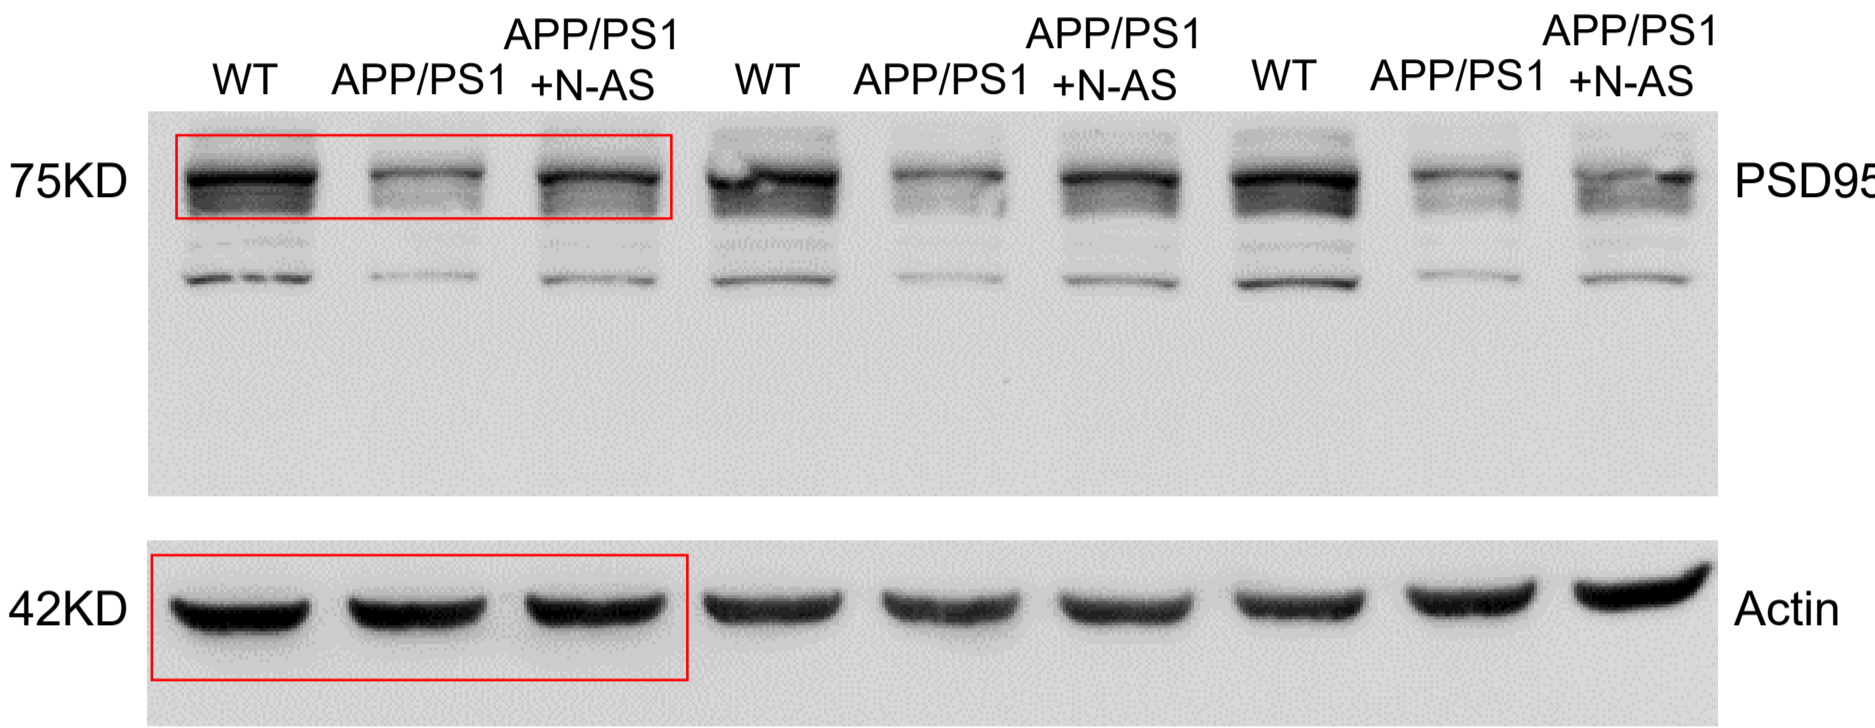

COX2 in microglia  
(Supplementary Fig. 7q)

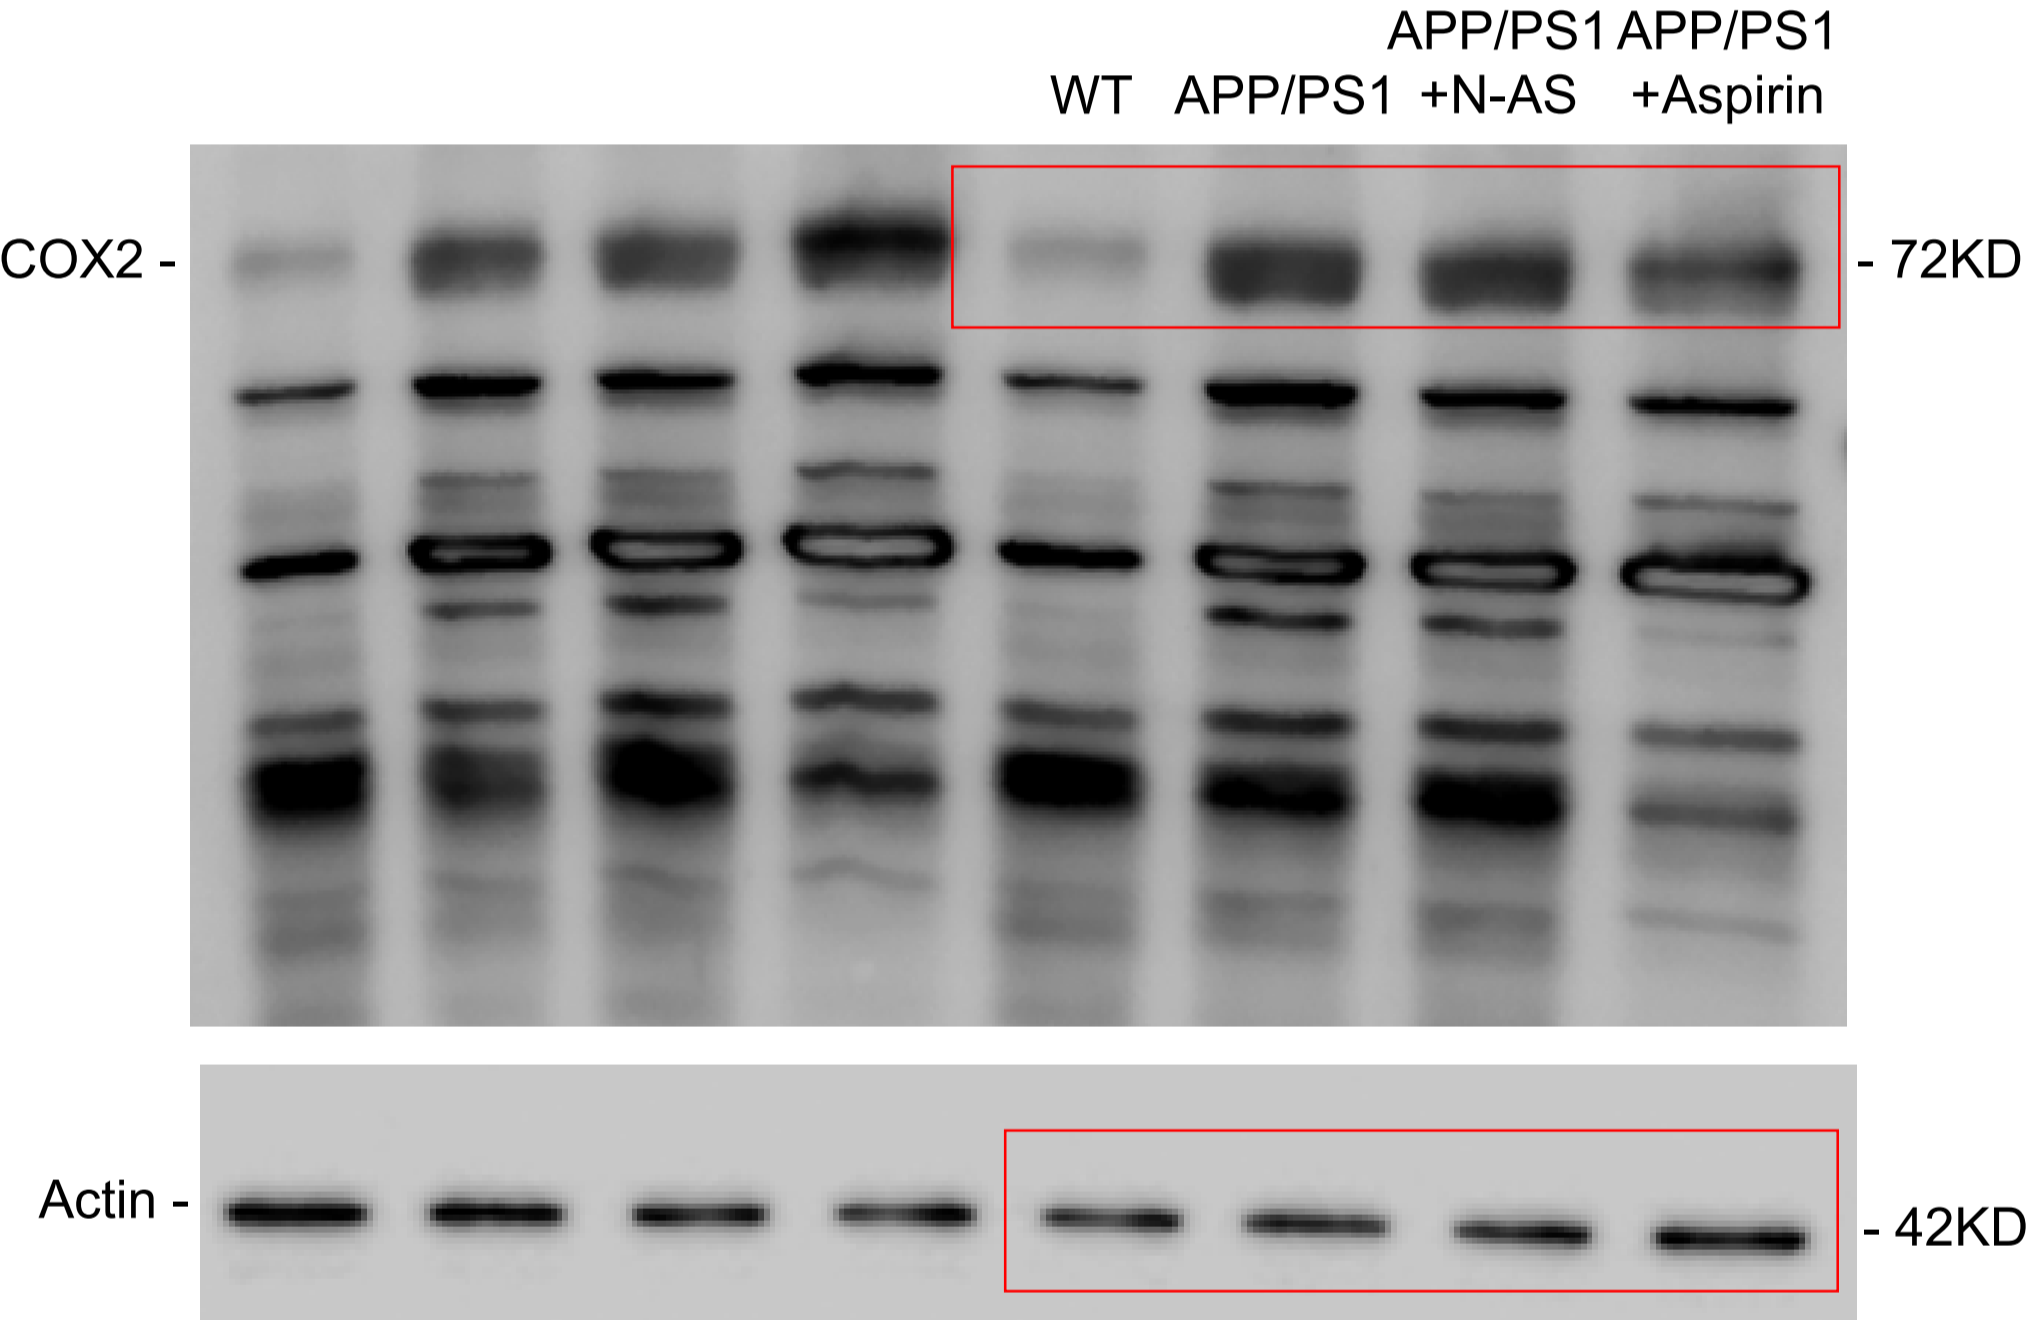

Synapsin1 in WT, 5xFAD, 5xFAD + N-AS  
(Supplementary Fig. 8h)

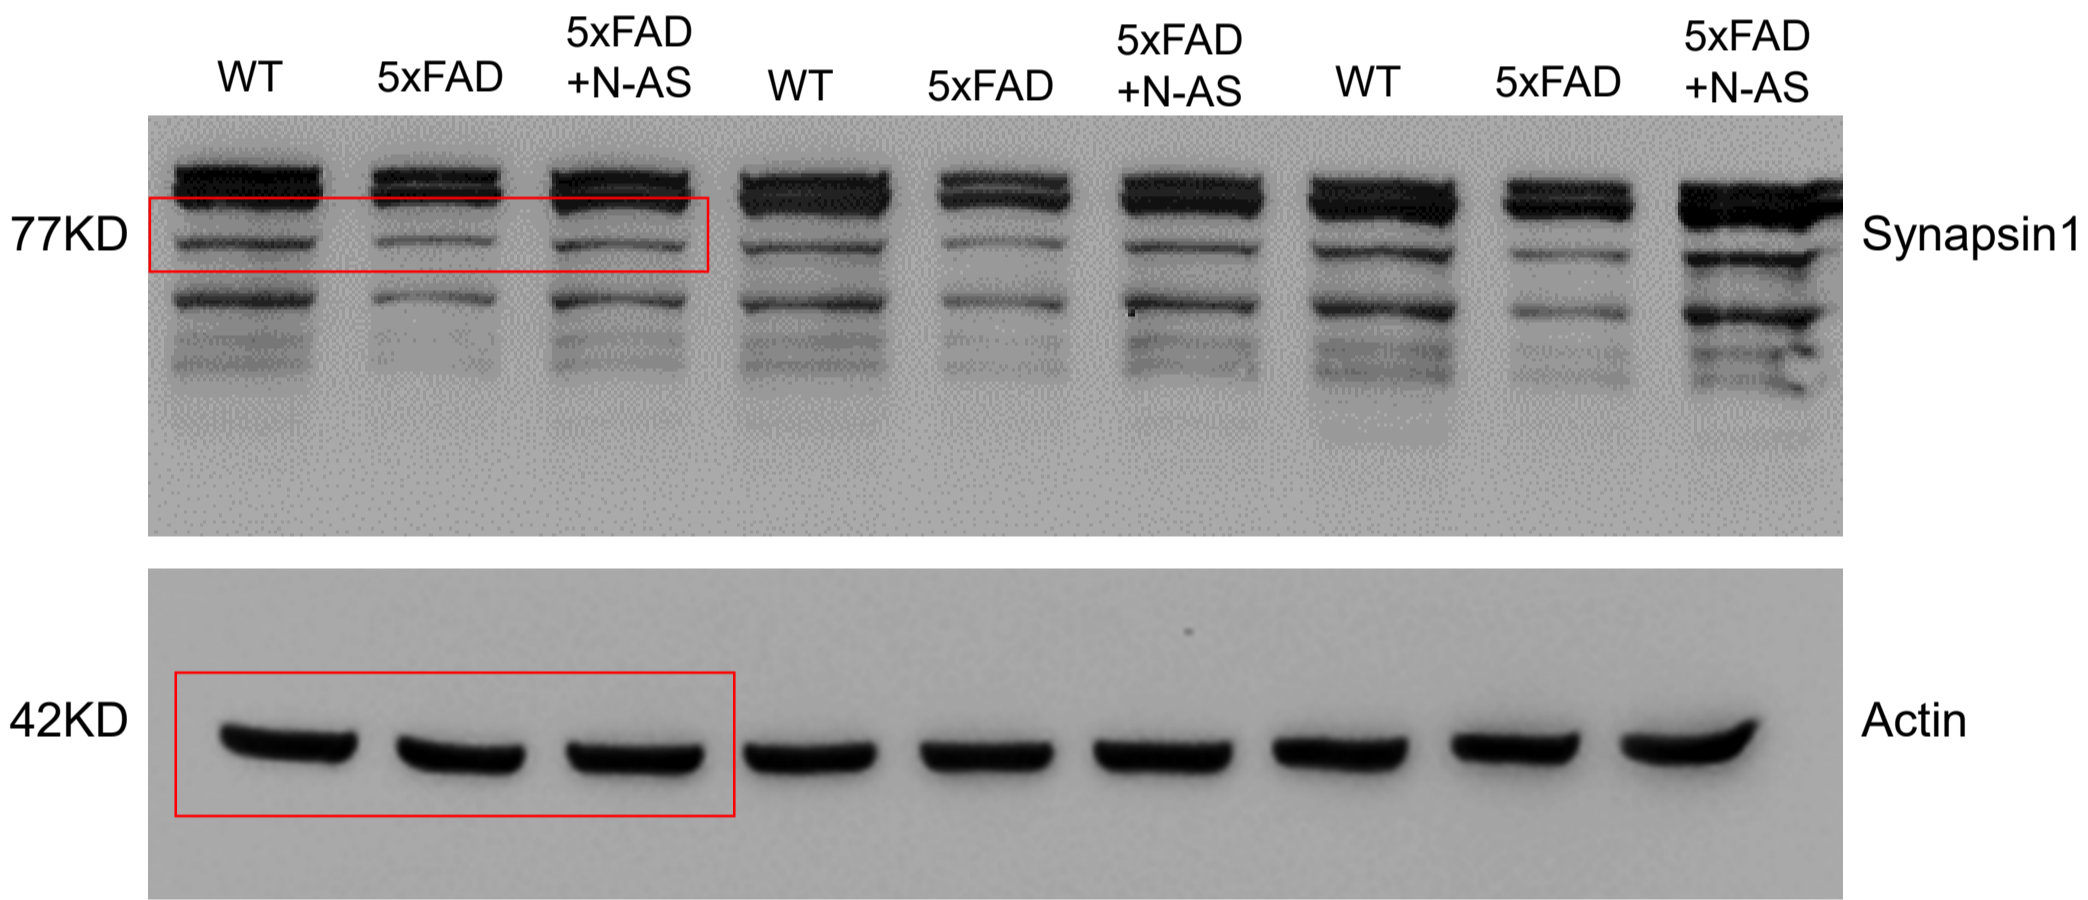

MAP2 in WT, 5xFAD, 5xFAD + N-AS  
(Supplementary Fig. 8g)

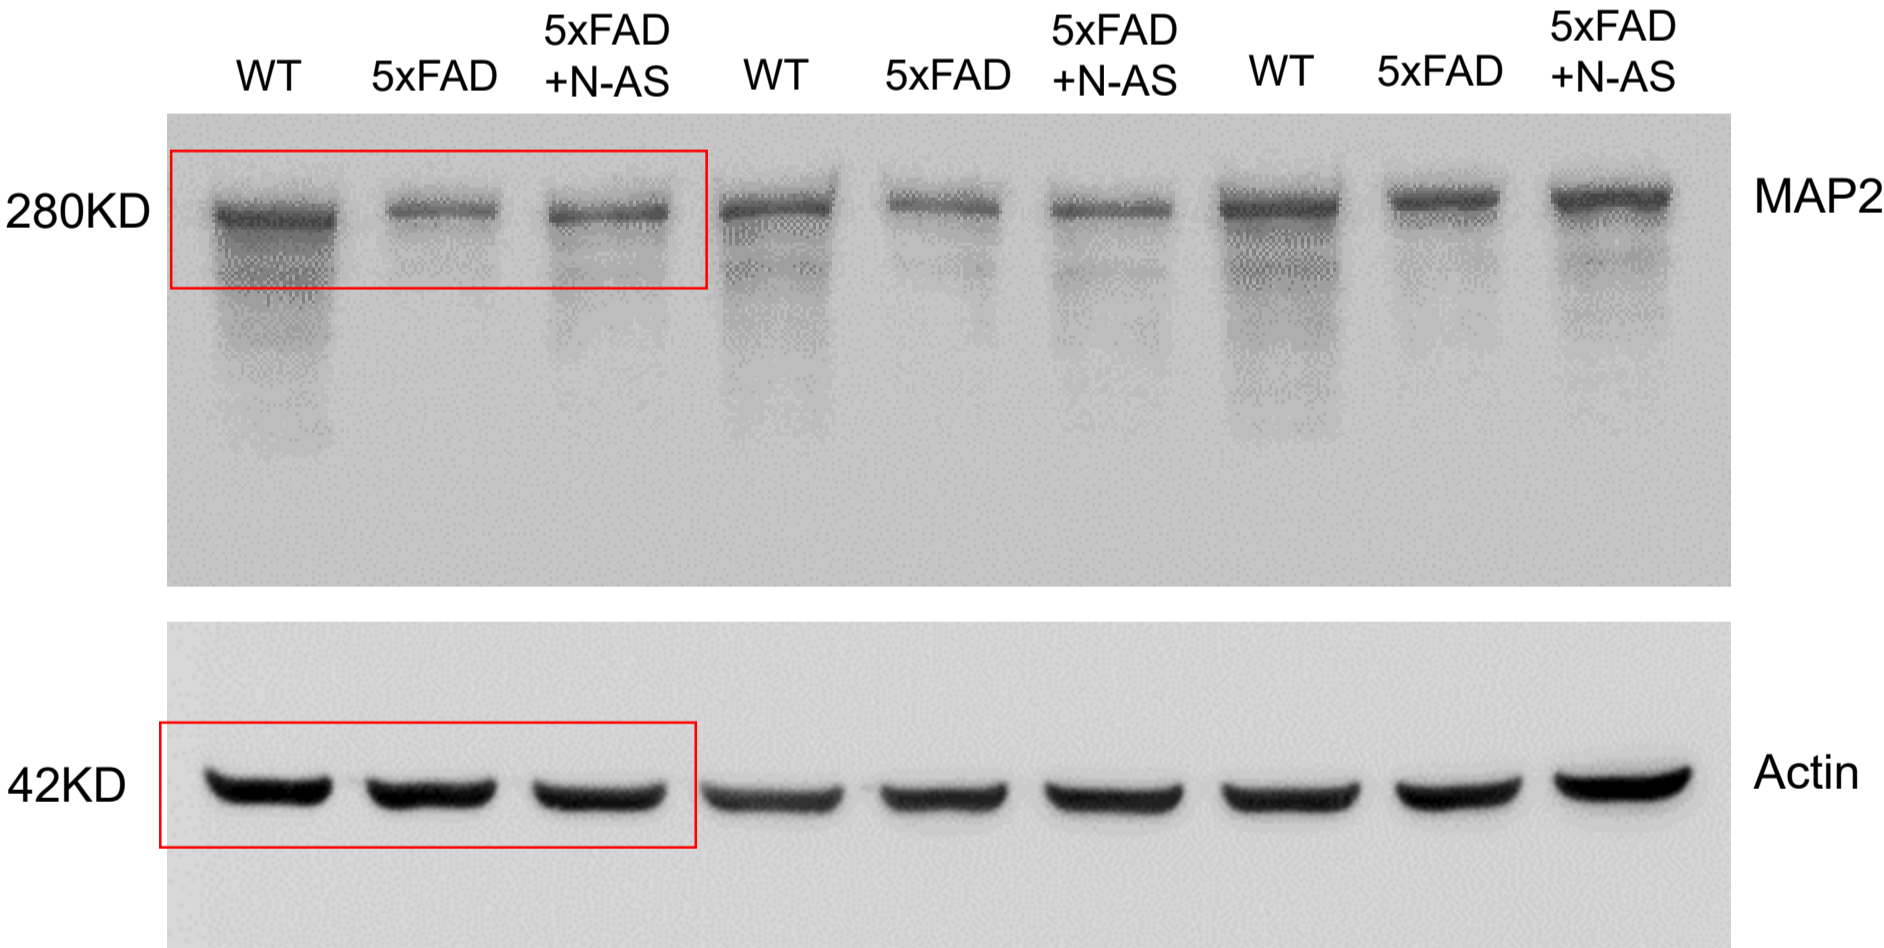

Synaptophysin in WT, 5xFAD, 5xFAD + N-AS  
(Supplementary Fig. 8f)

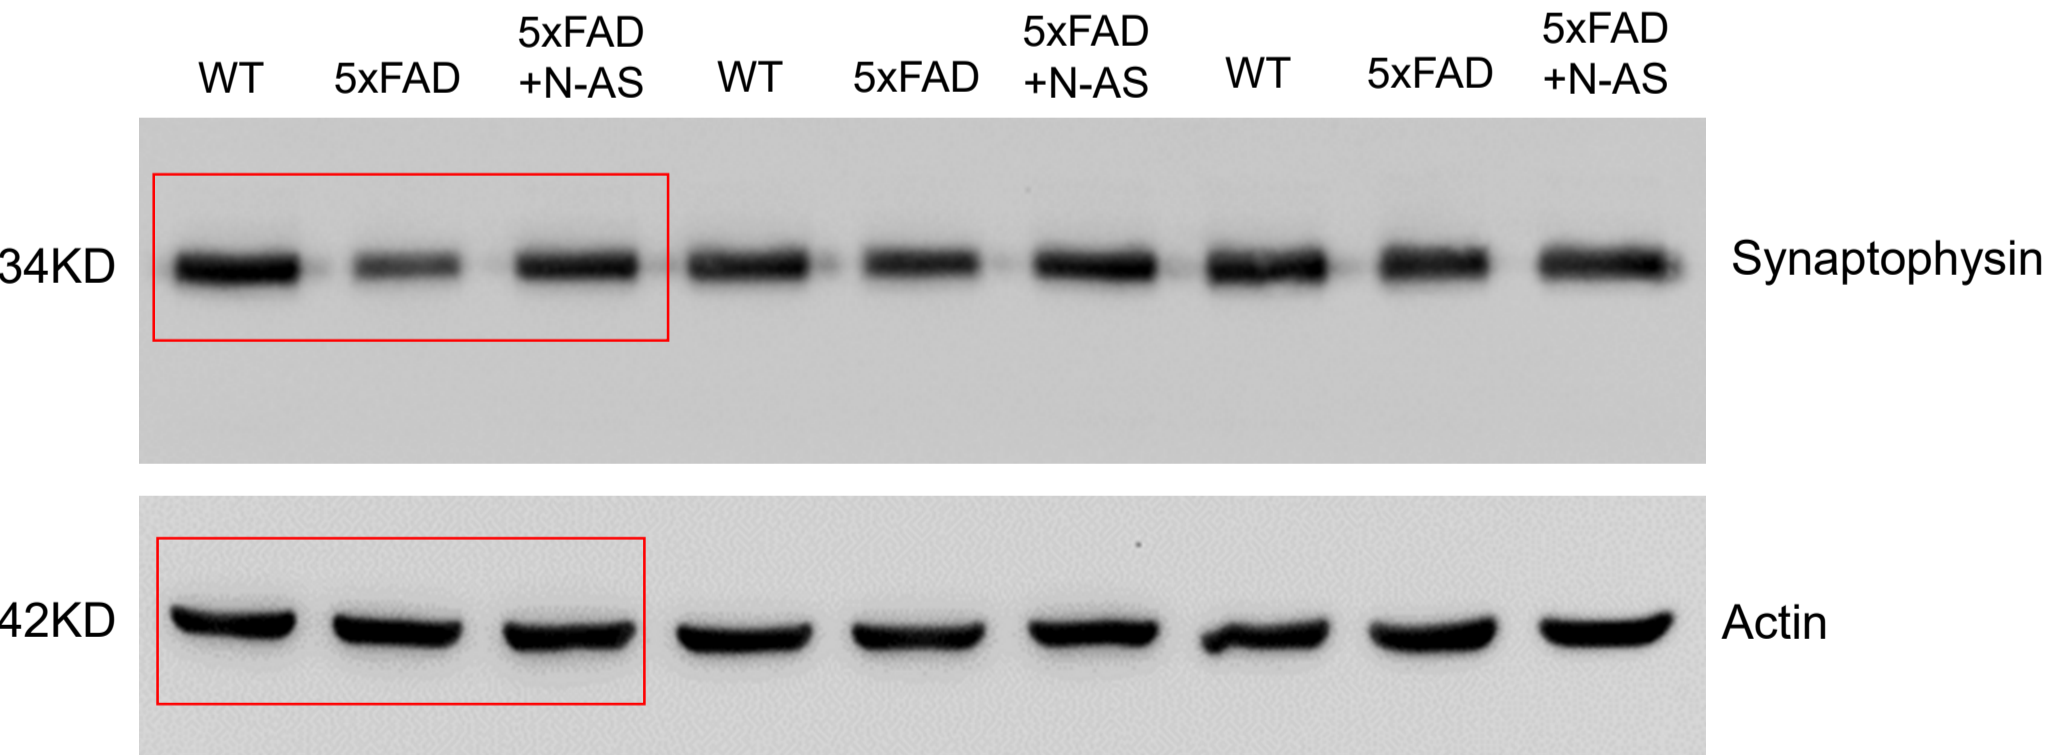

PSD95 in WT, 5xFAD, 5xFAD + N-AS  
(Supplementary Fig. 8i)

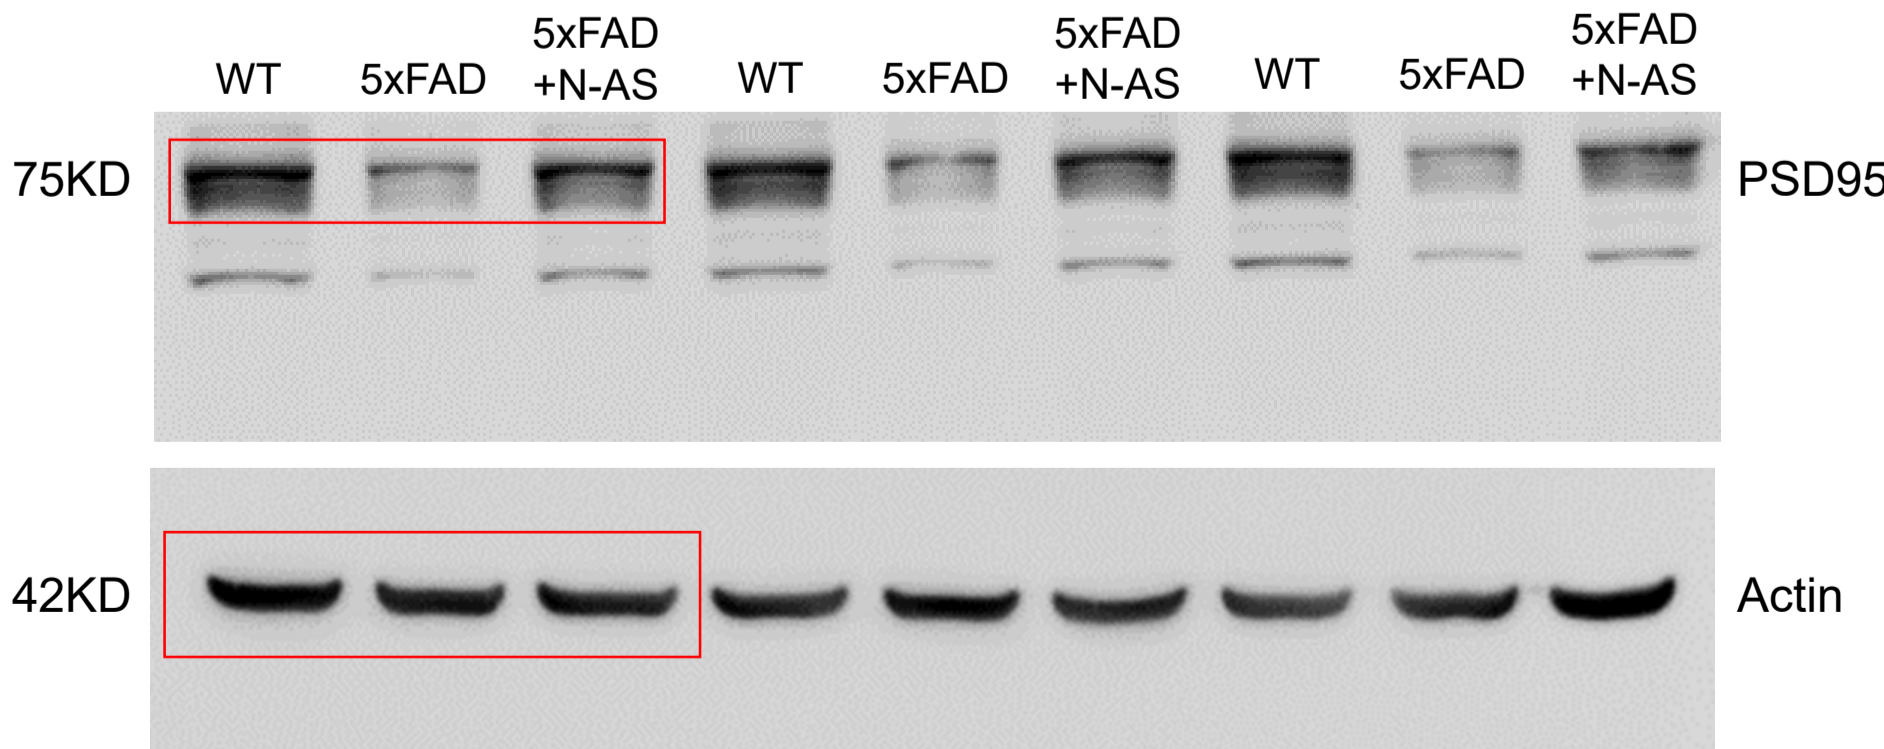

Supplementary Figure 10: Full scans of the western blots. Boxes indicate cropped images used in the figures and numbers indicate the molecular weight.

# Supplementary material for: N-AS-triggered SPMs are direct regulators of microglia in a model of Alzheimer’s disease
**Source:** Nat Commun. 2020 May 12;11:2358. doi: 10.1038/s41467-020-16080-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Information

## **Description of Additional Supplementary Files**

**File Name: Supplementary Data 1**

**Description:** Synthesis of acetyl sphingosines

**File Name: Supplementary Data 2**

**Description:** H and  $^{13}\text{C}$  NMR Spectra.

**File Name: Supplementary Movie 1**

**Description: Phagocytosis of human microglia treated without A $\beta$  and N-AS.**

Human microglia treated without N-AS phagocytoses FITC-beads in absence of A $\beta$  (Supplementary Fig. 6e, representative image from 6 experiments). Images were acquired at 5 min intervals. Scale bars, 30  $\mu\text{m}$ .

**File Name: Supplementary Movie 2**

**Description: Phagocytosis of human microglia treated N-AS in absence of A $\beta$**

Human microglia treated with N-AS phagocytoses FITC-beads in absence of A $\beta$  (Supplementary Fig. 6e, representative image from 6 experiments). Images were acquired at 5 min intervals. Scale bars, 30  $\mu\text{m}$ .

**File Name: Supplementary Movie 3**

**Description: Phagocytosis of human microglia treated N-AS and zil in absence of A $\beta$**

Human microglia treated with N-AS and zil phagocytoses FITC-beads in absence of A $\beta$  (Supplementary Fig. 6e, representative image from 6 experiments). Images were acquired at 5 min intervals. Scale bars, 30  $\mu\text{m}$ .

**File Name: Supplementary Movie 4**

**Description: Phagocytosis of human microglia treated without N-AS in presence of A $\beta$**

Human microglia treated without N-AS phagocytoses FITC-beads in presence of A $\beta$  (Supplementary Fig. 6e, representative image from 6 experiments). Images were acquired at 5 min intervals. Scale bars, 30  $\mu\text{m}$ .

**File Name: Supplementary Movie 5**

**Description: Phagocytosis of human microglia treated with N-AS in presence of A $\beta$**

Human microglia treated with N-AS phagocytoses FITC-beads in presence of A $\beta$  (Supplementary Fig. 6e, representative image from 6 experiments). Images were acquired at 5 min intervals. Scale bars, 30  $\mu\text{m}$ .

**File Name: Supplementary Movie 6**

**Description: Phagocytosis of human microglia treated with N-AS and zil in presence of A $\beta$**

Human microglia treated with N-AS and zil phagocytoses FITC-beads in presence of A $\beta$  (Supplementary Fig. 6e, representative image from 6 experiments). Images were acquired at 5 min intervals. Scale bars, 30  $\mu\text{m}$ .

# Supplementary material for: N-AS-triggered SPMs are direct regulators of microglia in a model of Alzheimer’s disease
**Source:** Nat Commun. 2020 May 12;11:2358. doi: 10.1038/s41467-020-16080-4
**Supplement:** Supplementary file 5 — Supplementary Data 2

**Supplementary Data 2.** ^1^H and ^13^C NMR Spectra.

**1a** ^1^H-NMR

**1a** ^13^C-NMR

**1b** ^1^H-NMR

**1b** ^13^C-NMR

**1c** ^1^H-NMR

**1c** ^13^C-NMR

**1d** ^1^H-NMR

**1d** ^13^C-NMR

**1f** ^1^H-NMR

**1f** ^13^C-NMR

**1g** ^1^H-NMR

**1g** ^13^C-NMR

**1h** ^1^H-NMR

**1h** ^13^C-NMR

**2a** ^1^H-NMR

**2a** ^13^C-NMR

**1-O-AS** ^1^H-NMR

**1-O-AS** ^13^C-NMR

**3a** ^1^H-NMR

**3a** ^13^C-NMR

**3b** ^1^H-NMR

**3b** ^13^C-NMR

**3c** ^1^H-NMR

**3c** ^13^C-NMR

**3-O-AS** ^1^H-NMR

**3-O-AS** ^13^C-NMR

**N-AS** ^1^H-NMR

**N-AS** ^13^C-NMR

How the deposited data were processed for this re-analysis (not part of the article)

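Microglia from the cortex of 9-month-old mice were analysed by RNA seq, with 3 libraries from WT, 4 from APP/PS1 and 3 from APP/PS1 mice that had received N-AS, and 2 mice pooled per library. The authors removed ribosomal RNA, made stranded libraries, aligned paired reads with TopHat and deposited raw read counts per gene for each library. The counts are whole numbers without normalization or a filter, and 606 to 4025 of the 24481 listed genes were at 0 in a library. The genome build, the annotation and the versions are not named in the paper's text, so no coordinates are given. The paper's FPKM values and its quantile normalization were not used here. The paper's text gives a threshold of Z-score and P for RNA seq, and its statistics section names general tests for the whole paper without a test for sequencing counts.

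The groups and replicate numbers were taken from the sample labels, and the number of mice per library, the dose and the ages from the paper's methods and the legend of Fig. 4f. The files list 24421 different symbols; 103 lines share 43 symbols and were summed per symbol. Genes were filtered with filterByExpr, library sizes were scaled by TMM, and 18727 genes were tested with edgeR 4.0.16 in R 4.3.3 (estimateDisp, glmQLFit and glmQLFTest in one model of 3 groups without covariates). P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. The common dispersion was 0.0752, a biological coefficient of variation of 27.4%. Mean CPM and SD used the TMM factors, sums over Y-linked and receptor genes used CPM of the total count, and log2 CPM used a prior count of 2. The total count per library lies between 8805804 and 19432075, and genes with few reads have imprecise fold changes. Reads were amplified by PCR without molecular identifiers, so counting alone understates their error.

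The pairing by replicate number comes from the sample labels, which number the libraries in each group; neither the labels nor the paper's text says that libraries with one number were handled together. The pairing was therefore tried as a block and checked by correlating the libraries after group means had been removed. Only APP/PS1 has a replicate 4, so with the block that library adds nothing to the differences between groups. The mean r of same-numbered libraries was −0.0182 for APP/PS1 and WT, 0.243 for N-AS-injected and untreated APP/PS1 and 0.151 for N-AS-injected APP/PS1 and WT.

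The genes named in the text were chosen by a rule set before the data were examined. The rule covers the 20 genes that the paper names in its RNA seq results, the genes it measured by PCR or studied in its pathway, App, Xist and Ddx3y as checks on the labels, and for each comparison the 3 genes with the lowest adjusted p-value in each direction among those past 0.05 whose groups do not overlap. Among the genes under the rule, 2 are not reported here singly. Genes outside the rule that are named in the closing section were chosen after their values were seen. Directions of 75 genes were read by eye from Fig. 4f beforehand. The 15 gene families and the 10 lists of cell type markers were written in the same way; for the neutrophil list 1 of 6 genes was not matched in the files. Families were tested by a one-sided Fisher's exact test on genes with an unadjusted p under 0.05, the threshold the paper states, as set in advance for N-AS-injected against untreated APP/PS1 microglia. Differences of means over lists of genes and markers were tested by two-sided exact permutation tests over libraries. For the lists that the paper named from these data, these tests are descriptive.

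The alternatives were DESeq2 1.42.0, limma 3.58.1 with voom and quantile normalization, total counts only, upper-quartile normalization, no filter beyond 1 read, at least 10 counts in every library, the replicate block, library numbers as a covariate, robust dispersions, a fit of only the 2 groups compared, an absolute log2 fold change of at least 1, an unadjusted p under 0.05, a prior count of 0.5, the camera test with an inter-gene correlation of 0.01, a background matched on expression in 10 bins with 10000 resamples, and each library left out in turn. Covariates for Y-linked genes, microglial markers and background reads, offsets corrected for GC content (natural spline with 5 degrees of freedom), leaving out the 20 most abundant genes and keeping lines with one symbol separate were added later. GENCODE M21, an annotation of GRCm38, was used for the GC content and length of transcripts by symbol and for overlaps between genes; 95.8% of the genes tested had a GC value.

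The tests were tried on simulated data with the groups and depth of these libraries. Of 195 genes changed by design, 108 of them 4-fold and 87 of them 2-fold, edgeR recovered 57.9% in the APP/PS1 against WT design and 60.0% in the N-AS against APP/PS1 design, with 8 and 5 other genes called among 18415 tested. DESeq2 recovered 72.8% and 70.3%, with 43 and 44 other genes called, and called 10 genes in the comparison in which no gene was changed, where edgeR called 0. GO and KEGG annotation was not used, and reads were not realigned.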

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

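The tests of the Xist and Y-linked reads and the depth and library number tests of the receptor genes were chosen after the results were seen, and the transcript length test before. Of 63 measures examined in the 4 APP/PS1 libraries, 3 had a library far from the others by Dixon's criterion, where chance gives 3.15, so these 3 are no more than chance gives.

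Among the APP/PS1 libraries, replicate 4 was far from the others in its Ccl2 expression, 3.62 CPM against a group mean of 3.06 CPM, and in its total count of 19432075 reads. Replicate 3 was far from the others in the mean of 8 endothelial cell markers, at a log2 CPM of 6.91 against a group mean of 7.00. Ccl2 rested on 22 to 76 reads per library in APP/PS1 and WT, and without any single library its log2 fold change against WT stayed between 0.48 and 0.98. No biological explanation was tested for these 3 values.

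Xist was read in every APP/PS1 library, up to 646 CPM of the total count in replicate 3, against 1.72 to 4.20 CPM in WT (579 against 1.59 to 4.40 CPM with the TMM factors). The paper does not analyse sex-linked genes. Relative to the WT mean, the summed CPM of 4 Y-linked genes in APP/PS1 replicates 1 to 4 was 20.9%, 30.2%, 0.541% and 0.366%. N-AS replicates 1 to 3 had 15.6%, 24.8% and 102%, with 7024, 8848 and 29 Xist reads. If these pools held female mice, Y-linked reads would be well under the WT level wherever Xist is read, and the highest value in APP/PS1 was 30.2%; this may be explained by female mice in the pools, with both sexes in replicates 1 and 2 of both APP/PS1 groups. Exchanged labels between the genotypes were also examined. The log2 CPM of Thy1 relative to neuronal markers was 1.53 higher in the lowest APP/PS1 or N-AS library than in the highest WT library. App, which had been set in advance as a check on the labels, was lower in every APP/PS1 library than in every WT library, at 1249 ± 137 CPM (SD, n = 4) against 1622 ± 188 CPM (SD, n = 3), a log2 fold change of −0.38 (standard error 0.17, adjusted p = 0.303 from edgeR), so it does not show more App reads with the transgenic label; whether reads of a transgene reach this count was not tested. Thy1 was chosen after its values were seen and the paper does not link it to the transgenes, so mislabelled genotypes cannot be ruled out by this test. Sex and genotype cannot be told apart in the comparison of APP/PS1 with WT, since no WT library has Xist reads at the level of the APP/PS1 libraries and no APP/PS1 library lacks them. No biological explanation was tested for the sex of the mice itself.

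Of 1463 genes for olfactory and vomeronasal receptors, 1400 were detected in WT replicate 1, at 6034 CPM in sum. The other libraries detected 299 to 1309. In WT replicate 1 only 606 of the listed genes were at 0, although it has the lowest total count. The depth does not account for this library, and the number of receptor genes detected was not related to the total count when pooled over the 10 libraries (Spearman's rho 0.030, p = 0.947; Pearson's r −0.12, p = 0.743; permutation tests, two-sided, and the only relation of this kind computed). Without the 2 libraries farthest from the median total count, r was 0.0093. The other 9 libraries separate by library number, with 299 to 603 receptor genes and 955 to 1366 CPM in numbers 2 to 6 and with 1067 to 1309 genes and 2143 to 2691 CPM in numbers 7 to 10, so the pooled relation to depth cannot exclude depth within these sets, and library number may relate to their receptor reads. WT replicate 1, of library number 1, was 3343 CPM above the highest of library numbers 7 to 10, so a difference between these sets does not account for this library. Reads from genomic DNA are a candidate explanation. Across 1448 receptor genes with a known length, reads in WT replicate 1 were not related to transcript length (Spearman's rho −0.022 across genes, which are not independent replicates), and since transcript length is not the length of the gene in the genome, this pattern cannot be told apart from genomic DNA. No biological explanation was tested, as the design gives no condition for this library that the other WT libraries lack.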

How the results depend on the processing

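The test of regrouped libraries for the count of 0 genes with N-AS was chosen after that result was seen, and the other tests of regrouped libraries before. The alternatives were set before the data were examined, except for the covariates for Y-linked genes, microglial markers and background reads, the GC correction, leaving out the 20 most abundant genes, keeping lines with one symbol separate, and the alternatives for cell type markers, which were added after; the covariates for families were added after the family results were seen. For the changed values below the cause was not tested, except where a value is given for it.

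The count of 649 genes for APP/PS1 against WT became 1321 with DESeq2, 1055 with library numbers as a covariate, 410 with only the 2 groups in the fit, 326 with the replicate block, 369 with an absolute log2 fold change of at least 1, and 3221 at an unadjusted p under 0.05. The Y-linked covariate left 3 genes (893 at an unadjusted p under 0.05) and the microglial marker covariate 0 (792); the groups explain 71.2% and 88.4% of these covariates, so the loss could come from the design. The count lay between 299 and 923 across the 7 fits that each left out one WT or APP/PS1 library, was 444, 478 and 631 without N-AS replicates 1, 2 and 3, and lay between 545 and 707 under the remaining alternatives. DESeq2 called all 649 genes, and 290 were shared with the block. The share of genes higher in APP/PS1 was 77.0%, 64.9% with DESeq2, 86.3% with only the 2 groups and 59.5% without WT replicate 3, and 1554 genes were higher and 1667 lower at an unadjusted p.

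For N-AS against APP/PS1, the count of 0 genes became 76 with DESeq2, 1653 at an unadjusted p, and 0 to 1 across the fits that each left out one library, and it was 0 under the others. The microglial marker covariate gave 760 genes at an unadjusted p and the Y-linked covariate 976, where chance gives 936. In simulated data without a change, DESeq2 called 10 genes and edgeR 0. For N-AS against WT, the count of 35 became 187 with DESeq2, 64 with library numbers as a covariate, 53 with the GC correction, 20 with voom and quantile normalization, 5 with the block, 4 with the background covariate, 2 with only the 2 groups, 1 with the Y-linked covariate, 0 with the microglial marker covariate (628 at an unadjusted p) and 1261 at an unadjusted p under 0.05. It lay between 1 and 116 across the fits that each left out one library.

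The difference of the 8 inflammatory genes kept its direction under total counts, upper-quartile and quantile normalization, a prior count of 0.5, the replicate block, library numbers as a covariate and each library left out, the alternatives run on this mean, and p = 0.0286 (two-sided exact permutation test) with the other normalizations and prior count, at 2.39 to 2.66 for APP/PS1 against WT and −1.10 to −0.87 for N-AS against APP/PS1. Without single libraries it was 2.25 to 2.77 and −1.12 to −0.81. That of the 6 phagocytosis genes behaved alike, at 0.53 to 0.57 (0.50 to 0.63 without single libraries). That of the 6 homeostatic genes was −0.96 with quantile normalization (two-sided exact permutation test, p = 0.0857), and −1.19 to −0.95 without single libraries. The replicate block gave 2.39, −0.87, 0.56 and −1.05 for these 4 differences. Only APP/PS1 has a replicate 4, so the block sets that library aside. Leaving APP/PS1 replicate 4 out gave the same values. For APP/PS1 against WT, same-numbered libraries correlated with a mean r of −0.018 after group means were removed, so the pairing is not borne out there. For N-AS against APP/PS1 the mean r was 0.243, but it was 0.237 within the library number sets, so pairing cannot be told apart from these sets.

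The count of 10 families was 11 with camera, 10 with the matched background and with total counts only, 8 with the block and with upper-quartile normalization, 5 with the Y-linked covariate and 3 with the microglial marker covariate (2 of the 10 and the integrins), 6 to 10 without single libraries, and 0 on genes past the adjusted threshold, of which there are none (1653 unadjusted). The number of genes drawn in Fig. 4f that changed in the drawn direction stayed at 72 to 73 and at 71 to 72 in the 2 comparisons, and at 71 to 74 and 70 to 72 without single libraries. The share of genes that moved back was 95.4% for genes at an unadjusted p, 96.9% with separate APP/PS1 libraries and 92.9% to 99.6% without single libraries.

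Among single genes, reversed log2 fold changes for APP/PS1 against WT were 0.068 for Mme, 0.18 for Ptgs2 and 0.36 for Il6 with voom and quantile normalization, 0.18 for Ptgs2 and 0.0092 for Il6 with the block, and 0.29 for Ptgs2 and 0.30 for Il6 with library numbers as a covariate. For N-AS against APP/PS1 they were −0.026 for Ptgs2 and −0.0025 for Trim59 with library numbers, and for Trim59 −0.0098 with total counts and −0.0070 with upper-quartile normalization. Across the fits without single libraries, the log2 fold change against WT ran from −0.33 to 0.64 for Mme, −0.49 to 0.43 for Ptgs2, −0.57 to 0.19 for Il6, −0.63 to 0.015 for Cd36 and −0.15 to 1.04 for Arg1. With N-AS it ran from −0.10 to 0.88 for Cidea, −0.090 to 0.66 for Ptgs2 and −0.063 to 0.073 for Trim59. Without a library left out, 10 other gene results became stronger, 9 weaker and 474 stayed the same; with one left out, 2 became stronger, 27 weaker and 547 stayed the same.

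Among the marker lists, border macrophages reversed to 0.12 with quantile normalization for APP/PS1 against WT, and to −0.013 with total counts and −0.0093 with upper-quartile normalization for N-AS against APP/PS1. Neurons reversed in the latter to −0.0074, −0.0038 and −0.0030 with total counts, upper-quartile and quantile normalization. Without single libraries, APP/PS1 against WT ran from −0.21 to 0.16 for border macrophages, −0.35 to 0.34 for neurons, −0.26 to 0.45 for endothelial cells, −0.33 to 1.16 for neutrophils, −0.15 to 0.16 for oligodendrocyte precursors and −0.14 to 0.043 for red blood cells. N-AS against APP/PS1 ran from −0.25 to 0.30 for border macrophages, −0.095 to 0.098 for neurons, −0.95 to 0.54 for neutrophils, −0.11 to 0.016 for oligodendrocyte precursors and −0.43 to 0.048 for red blood cells. The microglial marker difference with N-AS had p = 0.0571 with total counts (−0.58, two-sided exact permutation test), and 53 other marker results stayed the same.

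The real grouping was compared with every other split of the same libraries that parts the same-numbered pairs, of which there are 8 for groups of 4 and 3 and 4 for groups of 3 and 3, too few for a share under 0.05. The other splits leave at least 1 such pair on one side. For APP/PS1 against WT, 1 of 8 splits (1 of all 35) gave 649 genes, the real one, and 1 of 8 (1 of 35) gave as many genes in the direction of Fig. 4f. For N-AS against WT it was 1 of 4 (1 of 10), although at an unadjusted p 5 other splits exceeded the real 1261, with 3040, 2441, 2006, 1964 and 1272 genes; that with 1272, of N-AS 1, N-AS 2 and WT 3 from the others, also parts the pairs. For N-AS against APP/PS1, all 8 splits (35 of 35) gave at least 0 genes, which no split could fail. At an unadjusted p, 1 of 8 splits gave as many as 1653 genes, but 4 of 35 did. Among them, the split that sets APP/PS1 3 and 4 with N-AS 3 against the others follows the library numbers and gave 2633 genes, 6 of them past the adjusted threshold, so by these counts alone library number and treatment cannot be told apart. With library numbers as a covariate, the real grouping gave 2150 genes at an unadjusted p and 0 past the adjusted threshold. The split by library numbers of APP/PS1 and WT gave 3266 genes at an unadjusted p, above the real 3221, and 0 past the adjusted threshold. Families were as many in 1 of 8 splits (1 of 35), and Fig. 4f genes for N-AS in 1 of 8 (1 of 35). The directions of Fig. 4f were drawn under the real grouping, so in both comparisons its gene counts favour that grouping in advance. The share moved back was as large in 3 of 8 splits (3 of 35), the others resting on 1 and 337 genes. With separate APP/PS1 libraries its lowest value was 94.6%, so shared libraries do not account for it. Separate libraries do not remove a difference in microglial RNA, so that explanation stays open.

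The depth limits Cidea, with 3 to 25 reads per library in APP/PS1 and WT.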

Differences from the paper's values

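The test of gene families with the microglial marker covariate was chosen after the family results were seen. The counts of named genes with covariates were chosen after the data had been seen. The other tests of this part were chosen before. The paper's text states no number for its RNA seq results to set beside a value computed here, so the differences below concern genes and directions.

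The paper lists Ccl2 among genes highly expressed in APP/PS1 microglia. Here its log2 fold change against WT was 0.71, with an unadjusted p of 0.0360 and an adjusted p of 0.246 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. None of the settings that adjust over all genes called it, and its lowest adjusted p-value over them was 0.109; adjusted over the 20 named genes alone it was 0.0514 in edgeR.

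The paper lists Fa2h, Cidea, Neurod1, Epor and Atp7b among genes suppressed in APP/PS1 microglia. These 5 were lower here, but of them Fa2h alone had an adjusted p-value under 0.05. Neurod1 passed with DESeq2 (adjusted p = 0.0282, in a range of 0.0282 to 0.219 over its alternatives) and without N-AS replicate 1. The lowest adjusted p-values over the settings that adjust over all genes were 0.119 for Cidea, 0.243 for Epor and 0.118 for Atp7b, so none of these called them. Adjusted over the 20 named genes alone, Cidea (0.0337) and Neurod1 (0.00792) passed in edgeR. At an unadjusted p under 0.05 in edgeR's test, the level the paper states, 4 of the 5 passed, and Epor (0.116) did not.

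The paper describes genes linked to phagocytosis as upregulated and inflammatory genes as downregulated by N-AS. The directions were the same here for all 14 genes, but 0 genes had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (1653 at an unadjusted p under 0.05). Of the 14, DESeq2 called Spp1 (adjusted p = 0.00192) and Apoe (0.0273), and no other setting that adjusts over all genes called any; over the alternatives their adjusted p-values ran up to 0.996. Adjusted over the 20 named genes alone, 6 of the 8 inflammatory and 4 of the 6 phagocytosis genes passed. The lowest adjusted p-values over the settings that adjust over all genes were, for the other genes, between 0.0618 for Itgax and 0.347 for Adam8. At an unadjusted p under 0.05 in edgeR's test, all 8 inflammatory genes and 5 of the 6 phagocytosis genes passed, and Adam8 (0.132) did not. With the Y-linked covariate, 4 of the 8 and 2 of the 6 passed at this level. With the microglial marker covariate, 4 of the 8 and 0 of the 6 did. Both covariates follow the groups, so these losses could come from the design.

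The paper ties the genes that differ with N-AS to phagocytosis pathways, among them lysosome and phagosome, and describes phagocytosis as enhanced. Cathepsins and lysosomal proteins were enriched here as well, with 9 of 14 and 18 of 53 genes, but 9 of the 9 and 16 of the 18 were lower with N-AS than in untreated APP/PS1 microglia. With the microglial marker covariate, of which the groups explain 88.4%, neither family passed. Their median log2 fold changes were negative under TMM, total counts only, upper-quartile and quantile normalization. By PCR of microglia, the paper reports higher CD36 with N-AS. In these libraries the log2 fold change of Cd36 was −0.27 (standard error 0.38, adjusted p = 0.872 from edgeR's test), on 30 to 73 reads per library. It ran from −0.56 to −0.062 without single libraries, so no rise was seen.

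The paper's methods state that male mice were used. Xist was read at 5253 to 11188 reads in all 4 APP/PS1 libraries and at 7024 and 8848 reads in N-AS replicates 1 and 2.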

Other observations

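The tests of neutrophil and choroid plexus genes and of oligodendrocyte RNA for the phagocytosis-linked genes, the comparisons of these genes with neuronal markers within library numbers, and the count of the 8 inflammatory genes with the microglial marker covariate, were chosen after the results were seen. The settings with covariates for Y-linked genes, microglial markers or background reads, with the GC correction and without the 20 most abundant genes were added after the data had been seen but before their own outcome, and the other tests of this part were chosen before their results were seen.

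Sex is a candidate explanation for the difference in inflammatory genes between APP/PS1 and WT. N-AS replicate 3, which has 29 Xist reads and Y-linked reads at the WT level, was 0.64 above the highest WT library in the mean log2 CPM of the 8 genes. This single library has the sex-linked reads of WT but was also treated, and the groups differ in sex throughout, so the difference cannot be told apart from sex. With the Y-linked covariate, 3 of the 649 genes were still called, and since that covariate nearly separates the groups, the loss of the others could come from either. For N-AS against APP/PS1, replicates 1 and 2 of both groups have both Xist and Y-linked reads, and the N-AS mean was lower there, with a difference of −0.63. Y-linked reads were 15.6% and 24.8% of the WT level in these N-AS libraries against 20.9% and 30.2% in APP/PS1, so if expression were higher in female mice, this imbalance would raise the N-AS mean and does not account for the lower one. Within library numbers 7 to 10, the N-AS library has the sex-linked reads of WT and the APP/PS1 libraries do not, so the difference of −1.58 there, and with it the size of the whole difference, cannot be told apart from sex. The same difference of −0.63 lies within library numbers 1 to 6, so the library number does not account for the direction.

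More microglial RNA in the APP/PS1 libraries is another candidate explanation. The mean of 14 microglial markers was 1.38 higher in APP/PS1 than in WT on the log2 scale (two-sided exact permutation test, p = 0.0286, adjusted p = 0.143 over 10 marker lists; higher in 4 of 4 libraries). Relative to it, the 8 inflammatory genes were still 1.15 higher (two-sided exact permutation test, p = 0.0286), so by this subtraction the markers do not account for the whole difference. Split by library number afterwards, this relative difference was 0.60 within 1 to 6 and 2.16 within 7 to 10, which hold a single WT library. Its size, but not its direction, thus depends on the set. With the markers as a covariate, 0 of the 8 genes had an adjusted p-value under 0.05 in edgeR's test and 4 an unadjusted one, against 7 and 8 without it. The markers did not overlap between APP/PS1 (6.44 to 6.79) and WT (4.95 to 5.57), and as a covariate they widen the standard error of this comparison by a factor of 2.94, so this loss could come from either and shows nothing about the cause. With N-AS the markers were lower by a difference of −0.55 (p = 0.0286 in the exact permutation test, adjusted p = 0.286; lower in 3 of 3 libraries), and the inflammatory genes relative to them differed by −0.45 (p = 0.0571), which cannot be told apart from a lower share of microglial RNA. The markers were not chosen to be stable in activated microglia.

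Neuronal markers were read at a mean log2 CPM of 6.94 to 8.32 in every library, which may reflect RNA of other cells in the fraction. The microglial markers were lower than the neuronal ones in every library, at 4.95 to 6.79. The lists hold different genes, so these levels do not give the share of each cell type. Relative to the neuronal markers, the 6 phagocytosis-linked genes were 0.54 higher with N-AS than in APP/PS1 (two-sided exact permutation test, p = 0.0286), in place of 0.57. The neuronal markers themselves differed by 0.025, so over all libraries this subtraction could hardly move the value. Within library numbers 1 to 6 the neuronal markers differed by −0.15, and relative to them the genes by 0.62 in place of 0.47, so neuronal RNA does not account for the difference there. Within 7 to 10, which hold a single N-AS library, the markers differed by 0.32 and the genes relative to them by 0.33 in place of 0.65, so part of that difference cannot be told apart from neuronal RNA. The oligodendrocyte markers were 0.54 higher with N-AS (exact permutation test, p = 0.229), and relative to them the genes differed by 0.030 (exact permutation test, p = 0.914), but the markers differ between the library number sets. Within library numbers 1 to 6 the markers differed by 0.22 and the genes by 0.47, or 0.25 relative to the markers, and within 7 to 10 by 0.70 and 0.65, or −0.050 relative to them, so part of the difference may follow from oligodendrocyte RNA and it cannot be told apart from it. Oligodendrocyte markers differed by −1.21 between APP/PS1 and WT (p = 0.114, adjusted p = 0.286, exact permutation test over 10 lists). Relative to them, Fa2h differed by −0.26 in place of −1.47 (exact permutation test, p = 0.0286), so most but not all of its difference may follow from oligodendrocyte RNA.

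For APP/PS1 against WT, 553 of the 649 genes were also called with the background reads on receptor genes as a covariate, 478 with offsets corrected for GC content (97.1% of the genes had a GC value) and 635 without the 20 most abundant genes, so none of these accounts for most of the calls.

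In APP/PS1 replicate 3, all 5 neutrophil markers matched were highest of the 10 libraries, with S100a9 at 38.1 CPM, Ngp at 31.7 CPM and S100a8 at 12.4 CPM; this may reflect neutrophils in the sample. Ttr, chosen after its values were seen, had 36 reads in WT replicate 3 and 9 in N-AS replicate 3, against 3136 to 14778 in the other libraries. The other 3 choroid plexus markers were lowest in the same libraries, which may reflect less choroid plexus in those samples. The presence of such cells is a hypothesis in both cases.

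Genes that the paper measured by PCR were examined with the same model. The paper's legends place the PCR of Cd36, Mme, Mmp9, Ide and Ptgs2 in microglia. They place that of the inflammatory markers in cortex, which is not the fraction sequenced here. In APP/PS1 against WT, log2 fold changes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 2.24 for Tnf (adjusted p = 0.0308), 2.30 for Il1b (0.0135), 1.36 for Tgfb1 (0.00590), −0.34 for Cd36, −0.067 for Mme, 0.77 for Mmp9, 0.13 for Ide, −0.085 for Ptgs2, −0.64 for Nos2, −0.12 for Il6 and 0.35 for Arg1. With N-AS against APP/PS1 they were −0.42 for Tnf, −0.35 for Il1b, −0.56 for Tgfb1, −0.27 for Cd36, −0.62 for Mme, −1.39 for Mmp9, −0.12 for Ide, 0.31 for Ptgs2, −0.52 for Nos2, −0.53 for Il6 and −0.67 for Arg1. Tnf passed in 1 of the 7 fits that left out one WT or APP/PS1 library, Il1b in 6 and Tgfb1 in 7. Il10 and Il4 had too few reads to be tested in this model. For APP/PS1 against WT, Il4 had 1 to 11 reads per library. The replicate block used the same filter, so it gives no fold change for Il4 either. Its mean CPM was 0.276 in APP/PS1 and 0.229 in WT. In each same-numbered pair, however, Il4 was lower in the APP/PS1 library, so no direction is given. Sphk1 differed by −0.83 and 0.43 in these comparisons and Alox5 by 1.11 (adjusted p = 0.0448) and −0.45; Alox5 passed in 1 of the 7 fits and did not pass with the replicate block (adjusted p = 0.112).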
